# Differentially expressed microRNAs in diapausing versus HCl-treated *Bombyx* embryos

**DOI:** 10.1371/journal.pone.0180085

**Published:** 2017-07-11

**Authors:** Wentao Fan, Yangsheng Zhong, Mingyue Qin, Bimin Lin, Fangyan Chen, Huichao Yan, Wenchu Li, Jianrong Lin

## Abstract

Differentially expressed microRNAs were detected to explore the molecular mechanisms of diapause termination. The total small RNA of diapause-destined silkworm eggs and HCl-treated eggs was extracted and then sequenced using HiSeq high-throughput method. 44 novel miRNAs were discovered. Compared to those in the diapause-destined eggs, 61 miRNAs showed significant changes in the acid-treated eggs, with 23 being up-regulated and 38 being down-regulated. The potential target genes of differentially expressed miRNAs were predicted by miRanda. Gene Ontology and KEGG pathway enrichment analysis of these potential target genes revealed that they were mainly located within cells and organelles, involved in cellular and metabolic processes, and participated in protein production, processing and transportation. Two differentially expressed genes, *Bombyx mori SDH* and *Bmo-miR-2761-3p*, were further analyzed with qRT-PCR. *BmSDH* was significantly up-regulated in the HCl-treated eggs, while *Bmo-miR-2761-3p* was down-regulated. These results suggested that these two genes were well coordinated in silkworm eggs. Dual luciferase reporter assay demonstrated that *Bmo-miR-2761-3p* inhibited the expression of *BmSDH*.

## Introduction

Diapause is an important physiological mechanism for insects to adapt to harsh environmental conditions [1]. At 25°C, silkworm enters diapause at its early embryo stage 24h after oviposition [2]. A significant drop in oxygen consumption and the conversion of glycogen to sorbitol and glycerol slow down division of embryonic cells and completely stops the cells in G2 stage of the cell cycle 3 days after oviposition [3]. Diapause can be prevented if diapause-destined eggs are artificially treated with HCl. Many mechanisms for silkworm diapause have been reported. For example a key enzyme sorbitol dehydrogenase (SDH) utilizes sorbitol to synthesize glycogen to provide energy [4]. Its well known that SDH is a molecular marker for *Bombyx* embryo development. The activity of SDH can’t be detected in diapause-destined eggs but is measurably increased in HCl-treated eggs 2 days after oviposition [5,6]. NAD/NADH and NADP/NADPH can regulate respiratory chain and provide energy during silkworm embryonic development [7]. Some researchers believe that the lack of *BmCyclin* B/B3 was the cause of cell cycle arrest during diapause [8]. As widely known that the continuous division and proliferation of embryonic cells is the key to break silkworm diapause, however,the molecular mechanisms of diapause is unclear. With the next-generation sequencing technology, researchers began to use high-throughput screening approach to determine the differentially expressed genes of diapause and non-diapause eggs on the transcriptomics [9,10] and proteomic levels[11,12] to study *bombyx* embryonic development.

MicroRNAs (miRNAs) are a class of endogenously initiated non-coding RNAs (ncRNAs) about 21–25 nucleotides in length, They widely exist in animals, plants, nematodes, viruses, and other organisms, and play an important role in various physiological processes [13,14]. Two miRNAs, lin 4 [15] and let 7 [16] have been found to regulate embryo development. Extensive regulation functions of miRNAs have been continually discovered in recent years and researches showed that miRNAs could regulate cell multiplication, differentiation, apoptosis [17,18], embryo development [19] and hormone secretion[20].

Silkworm is a model organism of lepidoptera insects, therefore, studying silkworm miRNA is important to explain the molecular mechanisms of insects. Previous studies on silkworm miRNA expression patterns at different developmental stages have shown that 248 miRNAs are specifically expressed in the egg or pupa stage [21], and 14 novel stage-specific miRNAs are expressed from the 4th instar stage to adult stage [22].Furthermore, *Bmo-miR-2763* regulated diapause initiation via diapause hormone receptors. *Bmo-miR-2733e* was believed to target NADPH-cytochrome P450 reductase, which is important for the synthesis of 20-hydroxylation ecdysone in insect embryonic development [23]. So far, 487 pri-miRNA precursors and 567 mature miRNAs of silkworm have been registered in miRBase (http://www.mirbase.org/).

In the present study, day-3 eggs of bivoltine 932 strain silkworm were treated with HCl. The Small RNA (sRNA) libraries of diapause-destined eggs and HCl-treated eggs were constructed respectively. High-throughput sequencing with HiSeq technology was used to compare the differentially expressed miRNAs in two types of silkworm eggs. GO classification and KEGG pathway enrichment analysis of candidate target genes were used to detect the expression of *Bmo-miR-2761-3p* and *Bombyx mori* sorbitol dehydrogenase(*BmSDH*). *Bmo-miR-2761-3p* was identified as an inhibitor of *BmSDH* expression using (Dual luciferase reporter assay) DLR assay. These differentially expressed miRNAs might provide the reference for further study of the molecular mechanisms of diapause.

## Materials and methods

### Materials

Day-3 diapause-destined eggs from 932 strain silkworms *Bombyx mori (B*.*mori*), were treated with HCl acid (specific gravity of 1.075 kg/L) at 116 ℉ (46.7°C) for 13.5 min. After acid treatment, eggs were thoroughly washed in running water for 30 min to remove traces of acid, and were air-dried. The diapause-destined eggs without acid treatment were used as controls. HCl-treated eggs and control eggs were stored at 25°C with 80% relative humidity. Diapause termination was confirmed by 95%+ hatchability of HCl-treated eggs. A few non-treated eggs were taken from each group. Non-diapause or unfertilized eggs were distinguished from diapause-destined eggs.

0.1g samples were taken from control eggs and HCl-treated eggs respectively daily from Day 3 to 7. All samples were stored at -80°C for further use. Three duplicates were obtained from each group.

The Mammalian HEK293T cell line was maintained in DMEM medium (Dingguo, Beijin, China) with high glucose and 10% fetal bovine serum (Dingguo) at 37°C and under 5% CO2.

### RNA isolation and sRNA library construction, and sequencing

Total RNA of control eggs and HCl-treated eggs was extracted 1 day after HCl treatment (Day 4 eggs). Quality of the extracted RNA was determined by electrophoresis on 2.0% agarose gel before the RNA was used to construct cDNA library using NEBNext Multiplex Small RNA Sample Prep Kit (Illumina). Following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. Briefly, NEB 3’ SR Adaptor was directly, and specifically ligated to 3’ end of miRNAs, siRNA and piRNA. After the 3’ ligation reaction, the SR RT Primer hybridized to the excess of 3’ SR Adaptor (that remained free after the 3’ ligation reaction) and transformed the single-stranded DNA adaptor into a double-stranded DNA molecule. This step is important to prevent adaptor-dimer formation, besides, dsDNAs are not substrates for ligation mediated by T4 RNA Ligase 1 and therefore do not ligate to the 5’ SR Adaptor in the subsequent ligation step. 5’ ends adapter was ligated to 5’ ends of miRNAs, siRNA and piRNA. Then first strand cDNA was synthesized using M-MuLV Reverse Transcriptase (RNase H^–^). PCR amplification was performed using LongAmp Taq 2X Master Mix, SR Primer for illumina and index (X) primer. PCR products were purified on a 8% polyacrylamide gel (100V, 80 min). DNA fragments corresponding to 140~160 bp (the length of small noncoding RNA plus the 3’ and 5’ adaptors) were recovered and dissolved in 8 μL elution buffer. At last, library quality was assessed on the Agilent Bioanalyzer 2100 system using DNA High Sensitivity Chips.

The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq SR Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq 2000 platform[24] and 50 bp single-end reads were generated.And the rawdata were upload to the GEO database, the accession numbers is GSE95576.

Raw data (raw reads) of fastq format were firstly processed through custom perl and python scripts. In this step, clean data (clean reads) were obtained by removing reads containing ploy-N, with 5’ adapter contaminants, without 3’ adapter or the insert tag, containing ploy A or T or G or C and low quality reads from raw data. At the same time, Q20, Q30, and GC-content of the raw datas were calculated. Then, chose a certain range of length from clean reads to do all the downstream analyses.

### miRNA identification

sRNAs of 18–40 nt length were selected and located on the silkworm chromosome through bowtie (http://bowtie-bio.sourceforge.net/index.shtml). The density statistics of the mapped reading on silkworm chromosome was obtained and sRNAs were aligned with known miRNAs using information on sequence, length, and secondary structure using miRBase. Software miREvo: an integrative microRNA evolutionary [25] and miRdeep2 [26] were integrated to predict novel miRNAs through exploring the secondary structure (Figs A-Rr in S1 File), the Dicer cleavage site and the minimum free energy of the small RNA tags unannotated in the former steps[27]. At the same time, custom scripts were used to obtain the identified miRNA counts as well as base bias on the first position with certain length and on each position of all identified miRNAs respectively.

### Screening of differentially expressed miRNAs

Reads count data were normalized by transcripts per million (TPM) [28], TPM = reads count * 10^6 / Total mapped reads. The differences in miRNA expression were analyzed by DEGseq [29]. By the DEGseq nbinomTestGLM function it return the p value for the statistical significance of the the folds change, and the qvalue was adjusted p value by Benjamini-Hochberg procedure, which controls false discovery rate.To limit false positive rate, all samples were screened with parameter setting of qvalue < 0.01 and |log_2_ (fold change)| >1.

### Prediction and analysis of target genes

The target genes from differentially expressed (DE) miRNAs were predicted by miRanda [24]. Each set of DE miRNAs were designed as candidate target (CT) genes which were further analyzed based on GO (Gene Ontology annotation, http://wego.genomics.org.cn/;http://geneontology.org/) and KEGG (Kyoto Encyclopedia of Genes and Genomes, http://www.genome.jp/kegg/) pathway enrichment. Drosophila melanogaster genes used as background.

### Quantitative real-time PCR (qRT-PCR)

Total RNA of control eggs and HCl-treated eggs (day 3 to 7 old eggs) was extracted according to the manufacturer’s instructions (Sangon, Shanghai, China). AMV First Strand cDNA Synthesis Kit (Sangon) was applied to synthesize first strand cDNA. Random Primer p(dN)6 was used to construct mRNA cDNA and Stem loop (SL) primers were used to synthesize miRNAs cDNA (Table 1). The first strand and specific cDNAs were used as templates in the amplification of *BmSDH* (gb|DQ443393.1) and *Bmo-miR-2761-3p* (MIMAT0013635). Briefly, PCR reaction was performed as follows: 10 μL of 2X ABI SybrGreen PCR Master Mix, 1 μL of 10 μM primer F, 1 μL of 10 μM primer R, 6 μL of ddH_2_O, and 2 μL of cDNA template were mixed at 95°C for 3 min, followed by 40 cycles at 95°C for 15 s and 60°C for 40 s. *BmActin A3* and *U6* were used as internal control genes for *BmSDH* and *Bmo-miR-2761-3p*, respectively.

**Table 1:** Primers used in this study. SL (Stem loop) primers were used for cDNA synthesis of miRNAs.

Primer name	Primer sequence(5’-3’)
*RNA 5’ Adapter*	GTTCAGAGTTCTACAGTCCGACGATC
*RNA 3’ Adapter*	AGATCGGAAGAGCACACGTCT
*Bmo-miR-2761-3p-F SL primer*	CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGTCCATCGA
*Bmo-miR-2761-3p-F*	ACACTCCAGCTGGGTGTGTGGAACCGTCG
*Bmo-miR-2761-3p-R*	TGGTGTCGTGGAGTCG
*BmSDH-F*	GCCTCCTTACCATGCTCACA
*BmSDH-R*	CGAAATCCAAACGGCTCTG
*BmActin A3-F*	TTGGTAGTAGACAATGGCTCCG
*BmActin A3-R*	ACCTCTTTTGCTCTGTGCCTC
*U6-F*	AAAGGCAGCCAAGTAACAGGA
*U6-R*	AGCACAAGGTTTAGAAGGGGAT
*BmSDH 3’UTR-F*	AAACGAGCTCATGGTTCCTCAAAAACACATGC
*BmSDH 3’UTR-R*	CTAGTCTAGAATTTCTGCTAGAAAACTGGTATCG
*PC-F*	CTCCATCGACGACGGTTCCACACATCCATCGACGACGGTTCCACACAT
*PC-R*	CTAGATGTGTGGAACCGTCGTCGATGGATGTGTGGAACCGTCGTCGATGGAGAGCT

Note: dotted line bases represents SacI and XbaI restriction enzyme cutting sites,solid line bases represents the gene or miRNA sequence.

### Dual luciferase reporter (DLR) assay

*Bmo-miR-2761-3p* mimics and negative control (NC) mimics were purchased from Dingguo (Beijing, China). Dual luciferase expression vector pmirGlo (Promega, S1 Fig) includes firefly luciferase (*Luc2*) and Renilla luciferase *(hRluc-neo fusion*). *BmSDH* 3’UTR (746 bp) was cloned and inserted into the *Luc2* 3’UTR to construct wild type (WT) plasmid, while *Bmo-miR-2761-3p* inhibitor was inserted into *Luc2* 3’UTR to construct positive control (PC) plasmid. Restriction enzyme cutting sites were SacI and XbaI.

HEK293T cell line was used for DLR assay. Co-transfection was classified into two groups: PC group, including PC + NC mimics and PC + *Bmo-miR-2761-3p* mimics, and WT group, including WT + NC mimics and WT + *Bmo-miR-2761-3p* mimics. Cells in each well were transfected with 500 ng reporter plasmid and 15 pM mimics. The DLR Assay (Promega) was performed according to the manufacturer’s protocol 24 h after the transfection.

## Results

### Identification sRNA of silkworm eggs

sRNA was isolated from control eggs and HCl-treated eggs on day-4 post-oviposition. 

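Small RNA was sequenced from 1 library of control eggs, which were diapause-destined, and 1 library of HCl-treated eggs, both collected on day 4 after oviposition. The treated eggs had been placed on day 3 in hydrochloric acid of specific gravity 1.075 at 46.7°C for 13.5 min, 1 day before collection, a treatment that keeps the embryo from entering diapause. The methods name the NEBNext Multiplex Small RNA kit for library preparation, and the labels of the deposited samples name the Illumina TruSeq Small RNA kit. The authors mapped reads of 18–40 nt to the silkworm genome with bowtie, compared them with miRBase, predicted further miRNAs with miREvo and miRDeep2, and counted the reads of each mature miRNA with custom scripts. They deposited, for each library, the read count of 408 miRNAs and its TPM, which in the deposited tables is the count per 1000000 of all miRNA reads of that library. The counts added up to 503169 miRNA reads in control eggs and 661424 in HCl-treated eggs. In S1 Table, the paper reports 7789512 and 9594769 mapped reads for these libraries, and the values given here use the miRNA totals. A single read was worth 1.99 TPM in control eggs and 1.51 TPM in HCl-treated eggs. The median miRNA had 18 reads in control eggs and 20 in HCl-treated eggs, and 164 and 162 of the miRNAs had fewer than 10 reads. The 10 most abundant miRNAs of each library held 60.2% of the reads in control eggs and 65.5% in HCl-treated eggs. Each miRNA was compared between the libraries with the two-sided Fisher's exact test on its reads against all other miRNA reads, with Benjamini-Hochberg adjustment over all 408 miRNAs, and was called differentially expressed at the paper's thresholds (q under 0.01 and an absolute log2 fold change above 1). A TPM of 0 was set to 0.5 before the fold change was taken. With 1 library per condition no difference has a replicate check, and the test compares the 2 libraries and not the conditions. The paper reports 3 duplicates of each group and does not state whether a library was made from 1 of them or from a pool. All intervals cover counting error only. The reads carry no molecular identifiers, so copies made by PCR count as separate reads, and the intervals may be too narrow even for counting error.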

HCl-treated eggs showed 17049696 clean reads, while 17309699 clean reads were detected in control eggs. 9594769 and 7789512 clean reads mapped to silkworm chromosomes respectively (S1 Table). sRNA lengths were in the range of 18 to 30 nt (Fig 1). 7.79% and 9.80% of total sRNA were specific sRNA in the control eggs and HCl-treated eggs, respectively (Fig 2A). 39.31% and 44.46% were unique sRNA, respectively (Fig 2B). 

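The deposited miRNA counts came to 6.46% of the mapped reads of S1 Table in control eggs (Wilson 95% interval 6.44% to 6.48%) and to 6.89% in HCl-treated eggs (6.88% to 6.91%). S1 Table itself lists more miRNA reads than were deposited, 645534 in control eggs and 814377 in HCl-treated eggs. These shares therefore count a different set of reads from the paper's miRNA shares. Known miRNAs accounted for 491448 reads in control eggs and 643794 in HCl-treated eggs. Predicted miRNAs accounted for 11721 reads (2.33% of the miRNA reads) and 17630 reads (2.67%).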

8.29% and 8.49% sRNAs were miRNAs for the control group and HCl-treated group, respectively (Fig 3A and 3C). For further research, the mapped reads were analyzed and sRNA was compared with repeated sequence, exon, and intron, 44 novel miRNAs were discovered (S2 Table).

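The deposited tables list 364 known and 44 predicted miRNAs, and each of the 44 has a sequence in S2 Table. In control eggs 43 of the predicted miRNAs had at least 1 read, and in HCl-treated eggs 42. Their reads were unevenly spread. The pair novel_1 and novel_2 held 89.8% of the reads of predicted miRNAs in control eggs and 90.2% in HCl-treated eggs. The median predicted miRNA had 11.5 reads in control eggs and 15.5 in HCl-treated eggs, and 6 had fewer than 10 reads over both libraries.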

**Fig 1:**
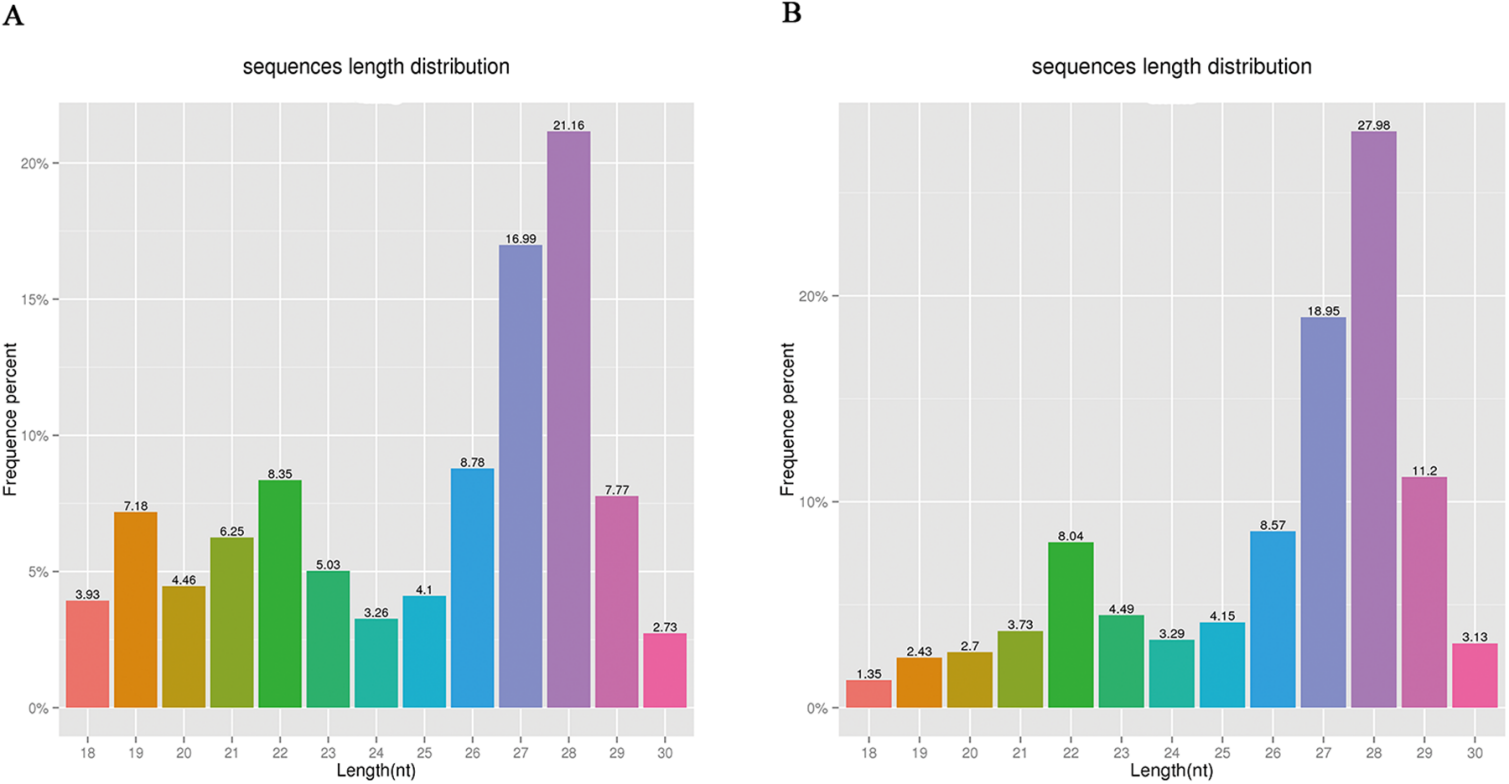
Length distribution of sRNA. (A) Length distribution of sRNA in control eggs, (B) Length distribution of sRNA in HCl-treated eggs. Y asix represents the precentage of special sRNA in total, X axis represents length of sRNA.

**Fig 2:**
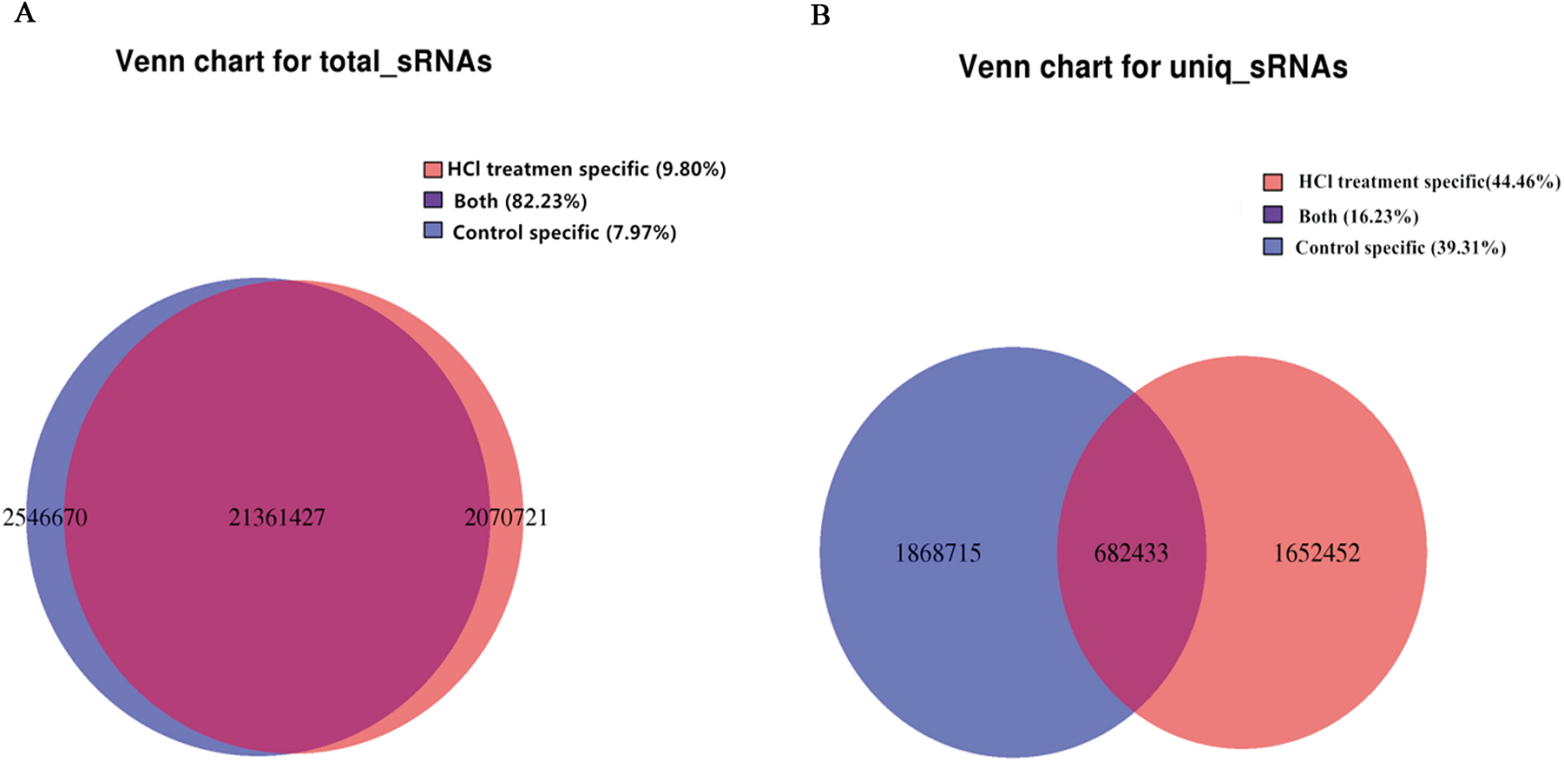
Venn chart for sRNA. (A) Venn chart for sRNA of total sRNA, (B) Venn chart for sRNA of unique sRNA.

**Fig 3:**
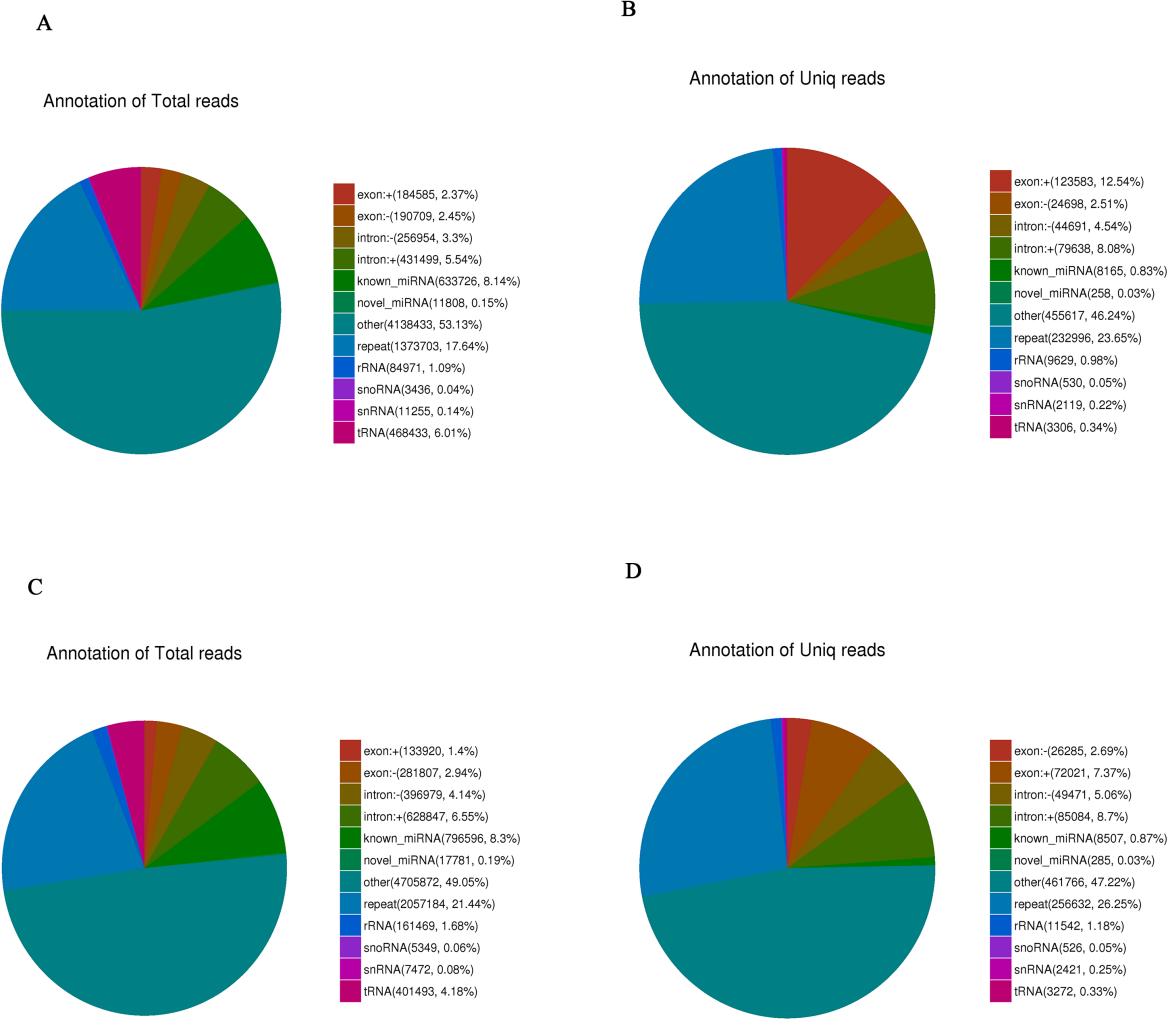
Distribution of ncRNA. (A) ncRNA distribution of total sRNA in control eggs, (B) ncRNA distribution of unique sRNA in control eggs, (C) ncRNA distribution of total sRNA in HCl-treated eggs, (D) ncRNA distribution of unique sRNA in HCl-treated eggs.

### Different miRNAs expressions

Statistic analysis showed that there were 61 miRNAs with significant expression changes, including 51 known and 10 novel miRNAs. 

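From the deposited counts, 38 of the 408 miRNAs passed both thresholds, of which 32 were known and 6 were predicted. Without the fold change threshold 100 miRNAs passed. Fisher's exact test takes the reads as the only source of variation. With edgeR's exact test at an assumed coefficient of variation of 0.4 between egg collections, 5 miRNAs passed, namely bmo-miR-2842, bmo-miR-3328, bmo-miR-3384-3p, bmo-miR-3388-3p and novel_55. At an assumed 0.1 and 0.2 the numbers were 28 and 12, and the real variation was not measured. Of the 61 miRNAs in S3 and S4 Tables, 33 were among the 38. The other 28 had between 4 and 471 reads over both libraries (median 18), against a median of 194 reads for the 38 called miRNAs. For 27 of them the q-value was at or above 0.01, and bmo-miR-3326, with 132 control and 339 HCl-treated reads, had a log2 fold change of 0.97.

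**Figure D1:**
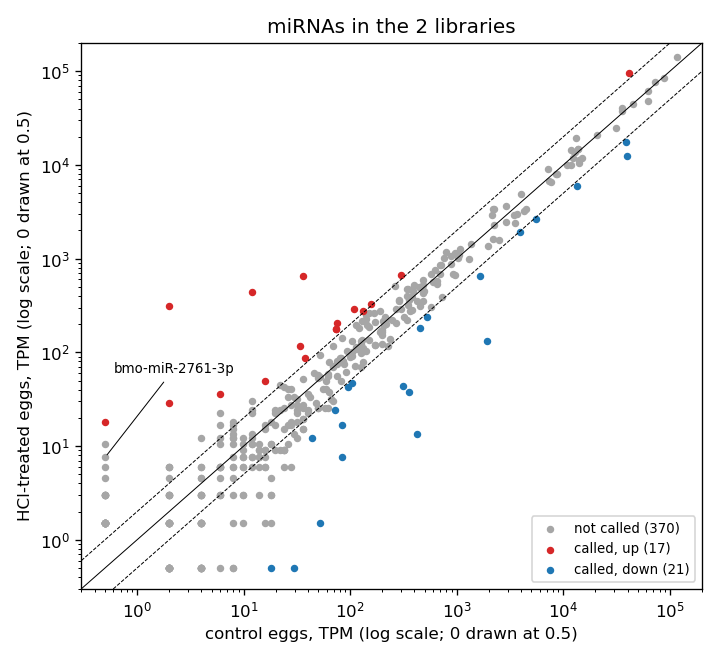
TPM of each of the 408 miRNAs in control eggs (x axis) and HCl-treated eggs (y axis), both on log scales with 0 drawn at 0.5. Red points are the 17 miRNAs called up, blue points the 21 called down and grey points the 370 not called; the solid line marks equal TPM and the dashed lines a log2 fold change of 1 in either direction. Bmo-miR-2761-3p lies at the left edge, with 0 reads in control eggs and 5 in HCl-treated eggs.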

Among those 61 differentially expressed (DE) miRNAs, 23 were up-regulated and 38 were down-regulated (S3 and S4 Tables). 

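Of the 38 miRNAs called from the deposited counts, 17 were up-regulated and 21 were down-regulated in HCl-treated eggs. The 17 were all among the 23 of S3 Table, and 16 of the 21 were among the 38 of S4 Table. The largest increase was that of bmo-miR-2842, with 1 read in control eggs and 208 in HCl-treated eggs, a log2 fold change of 7.31 (exact Clopper-Pearson 95% interval 4.81 to 12.62, q = 2.40e-48 from Fisher's exact test). It was followed by novel_55, with 6 and 291 reads (log2 fold change 5.21), novel_45, with 0 and 12 reads (5.18), bmo-miR-3388-3p, with 18 and 430 reads (4.18), and novel_44, with 1 and 19 reads (3.85). The largest decreases were those of bmo-miR-3245, with 15 and 0 reads (log2 fold change -5.90), novel_48, with 9 and 0 reads (-5.16), bmo-miR-2736, with 26 and 1 reads (-5.09), bmo-miR-3328, with 212 and 9 reads (-4.95), and bmo-miR-3384-3p, with 970 and 88 reads (-3.86).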

Some specifically expressed miRNAs may be associated with silkworm diapause. 

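In control eggs novel_45 and bmo-miR-2809 had 0 reads, and in HCl-treated eggs they had 12 reads (18.1 TPM, Wilson 95% interval 10.4 to 31.7) and 7 reads (10.6 TPM, 5.13 to 21.8). A count of 0 in control eggs leaves a share of up to 7.63 TPM within the 95% interval, and the smallest share that 3 reads can show is 5.96 TPM in control eggs and 4.54 TPM in HCl-treated eggs. The q-value from Fisher's exact test was 0.00764 for novel_45 and 0.0692 for bmo-miR-2809. With the sampling model of DEGseq on the TPM values, the q-value of bmo-miR-2809 was 0.00344, past the threshold. In HCl-treated eggs bmo-miR-3245, novel_48, bmo-miR-3228 and bmo-miR-3274 had 0 reads, and in control eggs they had 15, 9, 4 and 4 reads. The q-value was 2.21e-05 for bmo-miR-3245, 0.00258 for novel_48 and 0.102 for both bmo-miR-3228 and bmo-miR-3274, whose difference was not detectable at this depth. With the sampling model on TMM-scaled TPM and Storey's q-values, a setting chosen after the paper's values had been seen, both had q = 0.00562. On the counts, with Benjamini-Hochberg adjustment, the model gave q = 0.123 for both. Over all miRNAs, 26 had reads in control eggs alone and 28 in HCl-treated eggs alone, and 3 of these 54 had a q-value under 0.01.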

Herein, *novel_45* and *Bmo-miR-2809* were only found in the HCl-treated eggs while *Bmo-miR-3245/3228/3274/novel_48* disappeared after HCl treatment. In addition, *Bmo-miR-2733c/3384-3p/ 6497-3p/6498-3p/306a-5p* expression levels were much higher than other DE miRNAs (Table 2). 

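Among the 61 miRNAs of S3 and S4 Tables, these 5 held ranks 1 to 5 by reads over both libraries. Bmo-miR-2733c had 41630.1 TPM in control eggs and 95393 TPM in HCl-treated eggs, a log2 fold change of 1.20 (exact Clopper-Pearson 95% interval 1.17 to 1.22). Bmo-miR-6497-3p went from 39734 to 12352 TPM (log2 fold change -1.69, interval -1.72 to -1.65), and bmo-miR-306a-5p from 13320 to 5942 TPM (-1.16, interval -1.22 to -1.11). Bmo-miR-6498-3p went from 1667 to 650.1 TPM (-1.36, interval -1.53 to -1.19), and bmo-miR-3384-3p from 1928 to 133 TPM (-3.86, interval -4.19 to -3.54). With the 5 most abundant miRNAs left out of the library totals, the log2 fold change of bmo-miR-306a-5p was -0.97, below the threshold. Among the 38 miRNAs called here, bmo-miR-279b-3p ranked 2 by reads, and bmo-miR-2797d and bmo-miR-2774a ranked 5 and 6. With TMM scaling these 3 were not called.

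**Figure D2:**
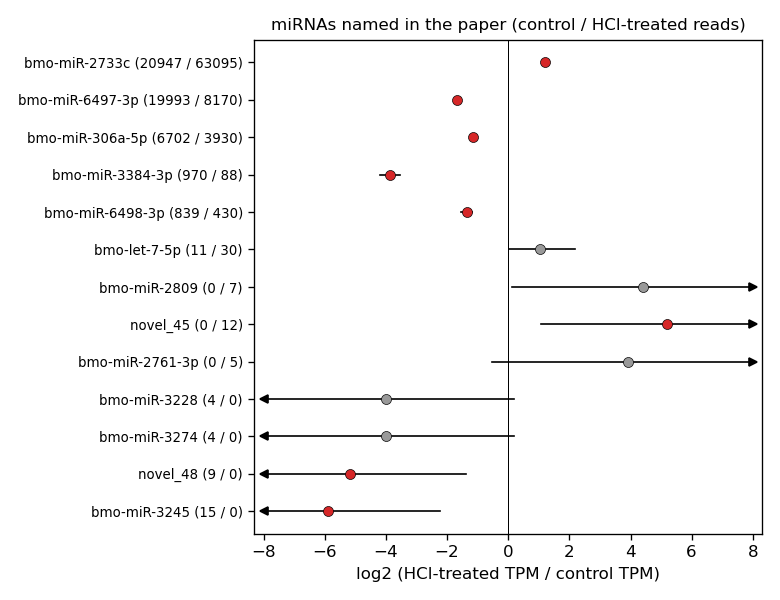
Log2 ratio of HCl-treated to control TPM (x axis) for 13 miRNAs named in the paper, with control and HCl-treated reads in brackets and exact Clopper-Pearson 95% intervals as lines. Arrows mark intervals with no bound on that side, red points are miRNAs called and grey points those not called. The intervals of bmo-miR-2761-3p, bmo-miR-3228 and bmo-miR-3274 include 0.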

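Of the 38 called miRNAs, 12 up-regulated and 14 down-regulated miRNAs had an absolute log2 fold change of 1 to 3. Over the 61 miRNAs of S3 and S4 Tables, called here or not, 15 had a positive and 26 a negative deposited-count log2 fold change in this range, and 2 lay under 1.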

17 up-regulated miRNAs and 27 down-regulated miRNAs had a fold change of 1 to 3. 

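In the range of 3 to 5 on the log2 scale, 2 up-regulated and 4 down-regulated miRNAs were called. Over the 61 miRNAs of the paper's tables, 4 had a positive and 8 a negative log2 fold change in this range, the positive ones including bmo-miR-2761-3p at 3.92.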

Four up-regulated miRNAs and 9 down-regulated miRNAs had a 3 to 5 fold change. 

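Above 5 on the log2 scale, 3 up-regulated miRNAs (bmo-miR-2842, novel_55 and novel_45) and 3 down-regulated miRNAs (bmo-miR-3245, novel_48 and bmo-miR-2736) were called. For novel_45, bmo-miR-3245 and novel_48 one of the counts was 0, and the size of the change rests on the 0.5 TPM put in its place. With 1 read added to every count instead, their log2 fold changes were 3.31, -4.39 and -3.72.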

Three up-regulated miRNAs and 2 down-regulated miRNAs had a >5 fold change.

**Table 2:** miRNAs with specific expression.

miRNA	HCl-treated_TPM	Control_TPM	fold change	q-value
*novel_45*	19.115	0.000	5.257	1.56E-05
*Bmo-miR-2809*	11.150	0.000	4.479	0.0011882
*Bmo-miR-3245*	0.000	28.295	-5.823	2.68E-08
*novel_48*	0.000	16.977	-5.086	1.70E-05
*Bmo-miR-3228*	0.000	7.545	-3.916	0.0051246
*Bmo-miR-3274*	0.000	7.545	-3.916	0.0051246
*Bmo-miR-2733c*	100505.148	39512.512	1.347	0
*Bmo-miR-3384-3p*	140.177	1829.720	-3.706	0
*Bmo-miR-6497-3p*	13014.138	37712.974	-1.535	0
*Bmo-miR-6498-3p*	684.955	1582.613	-1.208	9.96E-102
*Bmo-miR-306a-5p*	6260.167	12642.042	-1.014	0
*Bmo-miR-2842*	331.327	1.886	7.457	6.30E-71
*Bmo-let-7-5p*	47.788	20.749	1.204	0.0036874

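The fold changes computed from the deposited counts are the log2 of the TPM in HCl-treated eggs over the TPM in control eggs. Their TPM is the read count per 1000000 of the library's deposited miRNA counts, and 0 is set to 0.5 TPM. With totals scaled by edgeR's TMM method, which multiplies the control total by 1.05 and the HCl-treated total by 0.949, every log2 fold change between miRNAs with reads in both libraries rises by 0.15. The TPM values of Table 2 correspond to the deposited counts on that TMM scale.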

Note: fold change = log2 (HCl-treated_TPM / Control_TPM), positive value represents up-regulation, negative value represents down-regulation, TPM represents transcripts per million, q-value closer to 0 represents more significant difference.

### Target prediction and analysis

To further analyze DE miRNAs in silkworm diapause, GO annotation and KEGG pathway enrichment of candidate target (CT) genes were performed. Drosophila melanogaster genes used as background.The GO annotation suggested that CT genes were mainly involved in cellular and metabolic processes, single-organism process and biological regulation. In Cellular component class suggested CT genes were components of cells, organelles and biological membranes where the locale of protein synthesis and transport processes. In terms of molecular functions, CT genes might function in combining, catalytic, nucleic acid binding transcription factor, suggesting the miRNAs might affect embryo development through regulating enzyme activity (Fig 4). Moreover, CT genes were significant enriched in 18 KEGG pathways (Fig 5). The pathway for protein processing in endoplasmic reticulum had most rich target genes (99), with Spliceosome at the second place (96) and Ribosome at the third (74). These three pathways are the main ones for protein synthesis, process and modification. In addition, CT genes also participate in the regulation of cell cycle, such as mTOR, Notch, Gly, and Ser/Thr metabolism. The pathway with least target genes (9) regulates ECM-receptor interaction.

**Fig 4:**
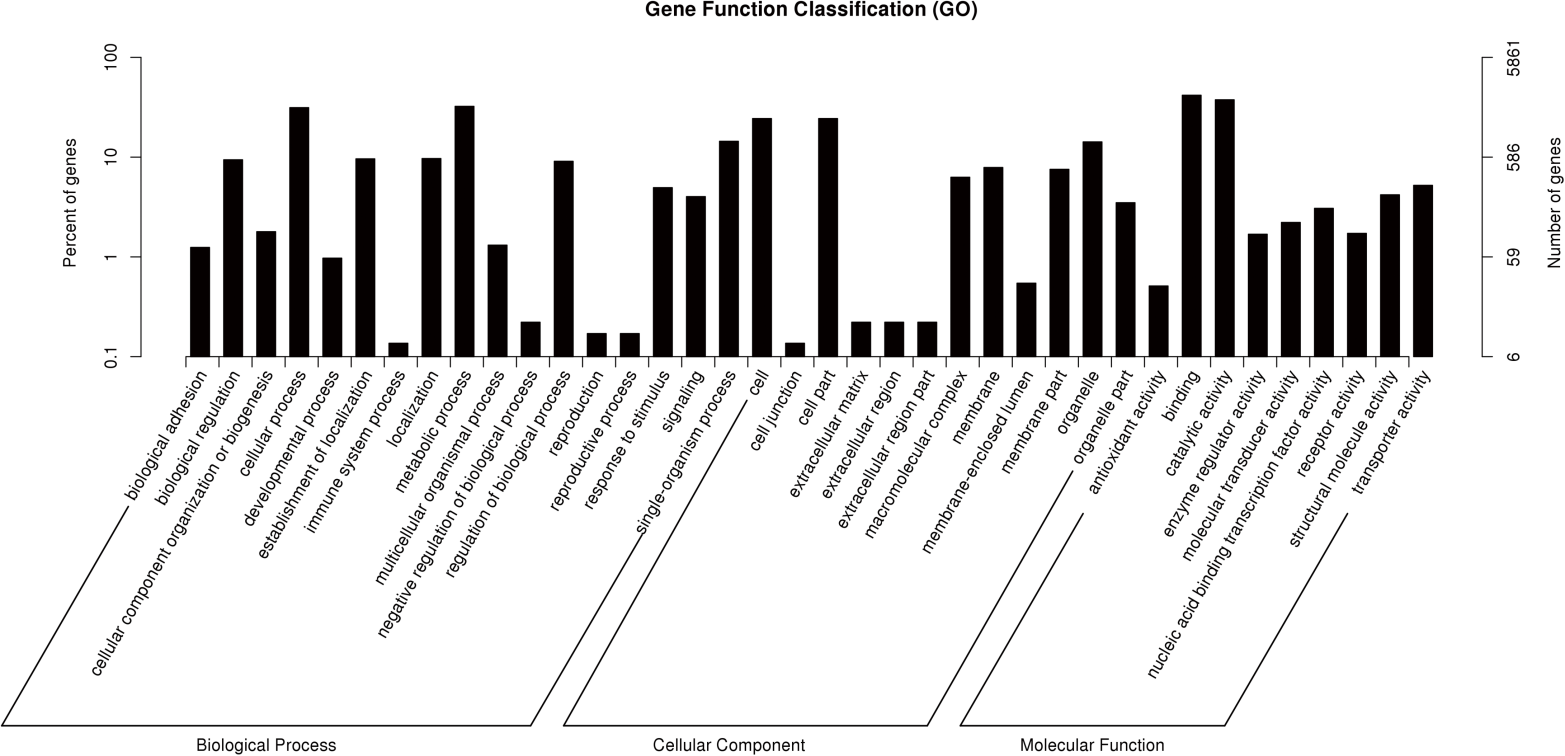
Gene ontology annotation of candidate target genes predicted by miRanda. Candidate target genes were classified into three categories: Biological Process, Cellular Component, and Molecular Function.

**Fig 5:**
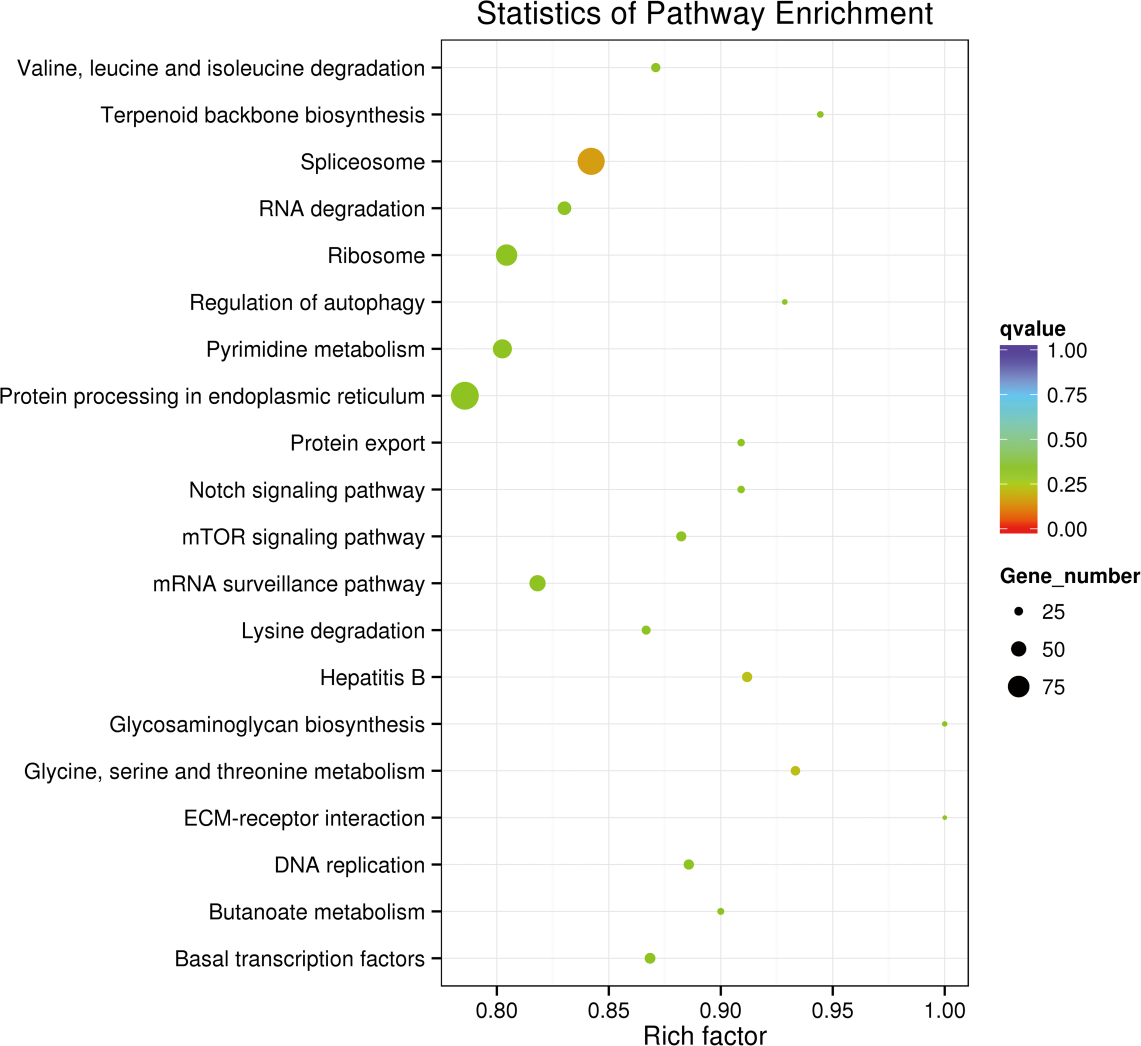
KEGG pathways mapped based on miRNAs candidate target genes. Y axis represents KEGG pathway, X axis Rich factor represents the percentage of Candidate target genes enriched in pathway, the qvalue closer to 0 represents enriched more significant.

### Expressions pattern of *Bmo-miR-2761-3p* and *BmSDH*

Since the *BmSDH* gene play an important role in the *B*.*mori* diapause, we interesting in which miRNAs would regulated its expression. In the present study, to investigate the regulatory function in silkworm diapause termination, used the DE miRNAs as candidate, by the target prediction, we found only *Bmo-miR-2761-3p* have target position in the *BmSDH* 3’UTR. 

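In the deposited counts, bmo-miR-2761-3p had 0 reads in control eggs and 5 reads in HCl-treated eggs on day 4. Its share was 0 TPM in control eggs (Wilson 95% upper bound 7.63 TPM) and 7.56 TPM in HCl-treated eggs (3.23 to 17.7 TPM). The log2 fold change, with 0 set to 0.5 TPM, was 3.92, in the direction of higher expression in HCl-treated eggs. Its exact Clopper-Pearson 95% interval had a lower bound of -0.52 and no upper bound. Fisher's exact test (two-sided) gave p = 0.0741, and q = 0.190 after Benjamini-Hochberg adjustment, so that bmo-miR-2761-3p was not called and a difference was not detectable at this depth. Under the 8 other processing settings that gave it a value, the log2 fold change lay between 0.06 and 4.80. With the sampling model of DEGseq on TMM-scaled TPM and Storey's q-values, a setting chosen after the paper's values had been seen, it was called up-regulated (log2 fold change 3.99, q = 0.00763). That setting takes each TPM as 1 read. On the counts, with Benjamini-Hochberg adjustment, the model did not call bmo-miR-2761-3p (q = 0.177). From the differentially expressed miRNAs and the predicted target position in the BmSDH 3'UTR, the paper takes bmo-miR-2761-3p as the candidate regulator that it then measured by qRT-PCR.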

To confirm whether there is a good correlation in the transcriptional level between them, qRT-PCR was used to detect. By the qRT-PCR screening in day 3 to 7 old eggs, however, *Bmo-miR-2761-3p* and *BmSDH* expressed differently and have a strong negative correlation. Fig 6 showed that the two genes were relatively stable in control eggs. However, compared to the control eggs, the relative *Bmo-miR-2761-3p* transcript level in HCl-treated eggs was only 0.220, a 76.01% down-regulation 1 day after HCl treatment. The expression of *Bmo-miR-2761-3p* rose slightly afterwards, but maintained at a relatively low level (Fig 6A). However, *BmSDH* was up-regulated slightly in the HCl-treated eggs. It rose sharply 3 days later, and the relative transcription level was up to 43.87 folds before it returned to base level (Fig 6B). Student t-test analysis showed that the gene expression was significantly different between HCl-treated eggs and control eggs for both *Bmo-miR-2761-3p* and *BmSDH* (p<0.01). The up-regulation of *BmSDH* was closely associated with the down-regulation of *Bmo-miR-2761-3p* (R^2^ = 0.96).

**Fig 6:**
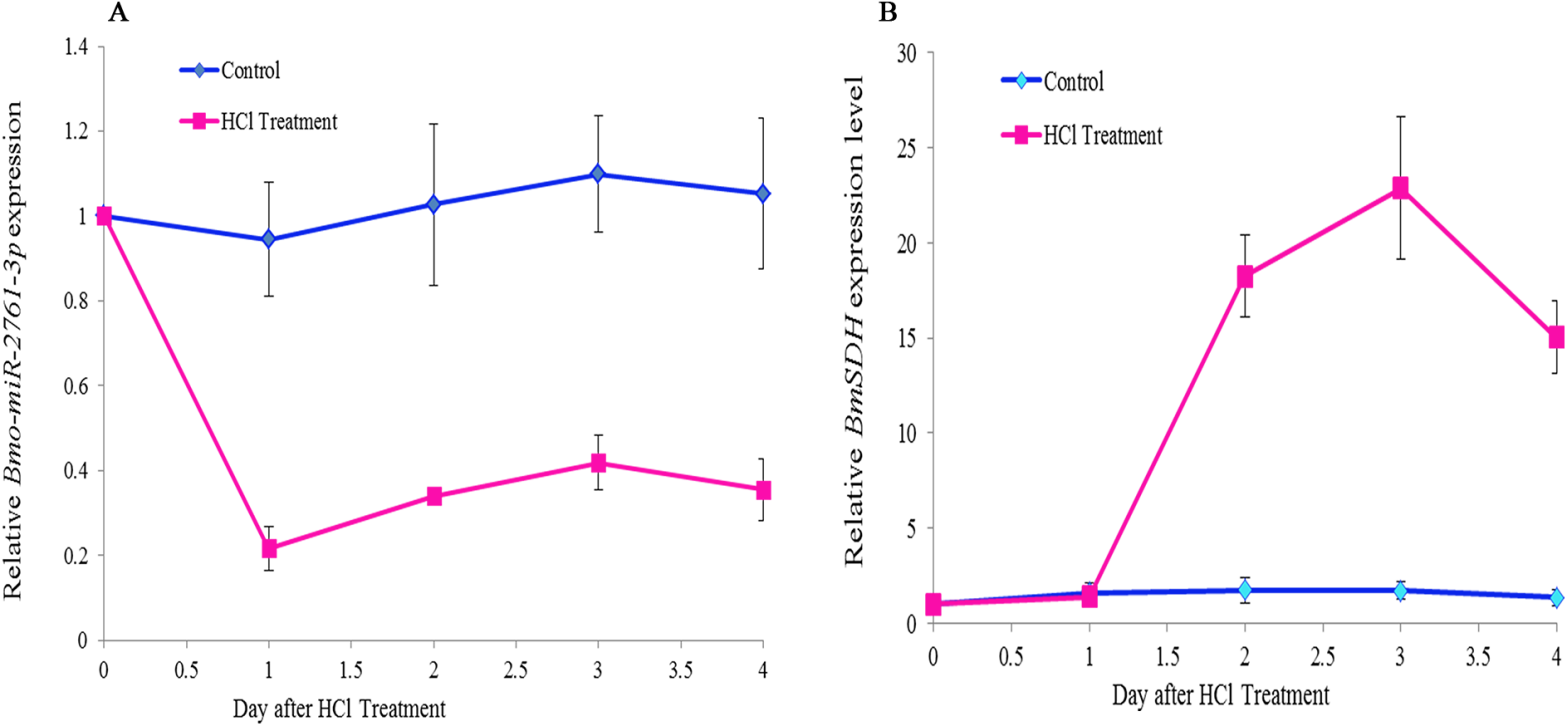
Expressions pattern of *Bmo-miR-2761-3p* and *BmSDH* from 3 to 7 day old eggs of silkworm, *B*. *mori*. Each time point was replicated three times using independently collected samples. Error bar = 1 SD. (A) Relative *Bmo-miR-2761-3p* expression level; (B) Relative *BmSDH* expression level.

### *Bmo-miR-2761-3p* down-regulated the expression of *BmSDH* gene in vitro

Target prediction (S2 Fig) and the qRT-PCR result were indicated that *BmSDH* might be one of the target genes of *Bmo-miR-2761-3p*. Base on DLR assay, *BmSDH* 3’UTR was cloned into MCS of pGLo3-constructed WT plasmid and its effect on *Bmo-miR-2761-3p* was measured in HEK293T cells. After a 24-hour co-transfection, the firefly luciferase activity of *Bmo-miR-2761-3p* mimics-treated cells was weaker, approximately 89.6% lower than NC mimics-treated cells in the PC group; while in the WT group, *Bmo-miR-2761-3p* mimic binding *BmSDH* 3’UTR lowered the firefly luciferase expression by 32.4% (Fig 7). Student t-test analysis showed that the expression difference was statistically significant (p<0.01), indicating that *Bmo-miR-2761-3p* could down-regulate the expression of *BmSDH* in vitro.

**Fig 7:**
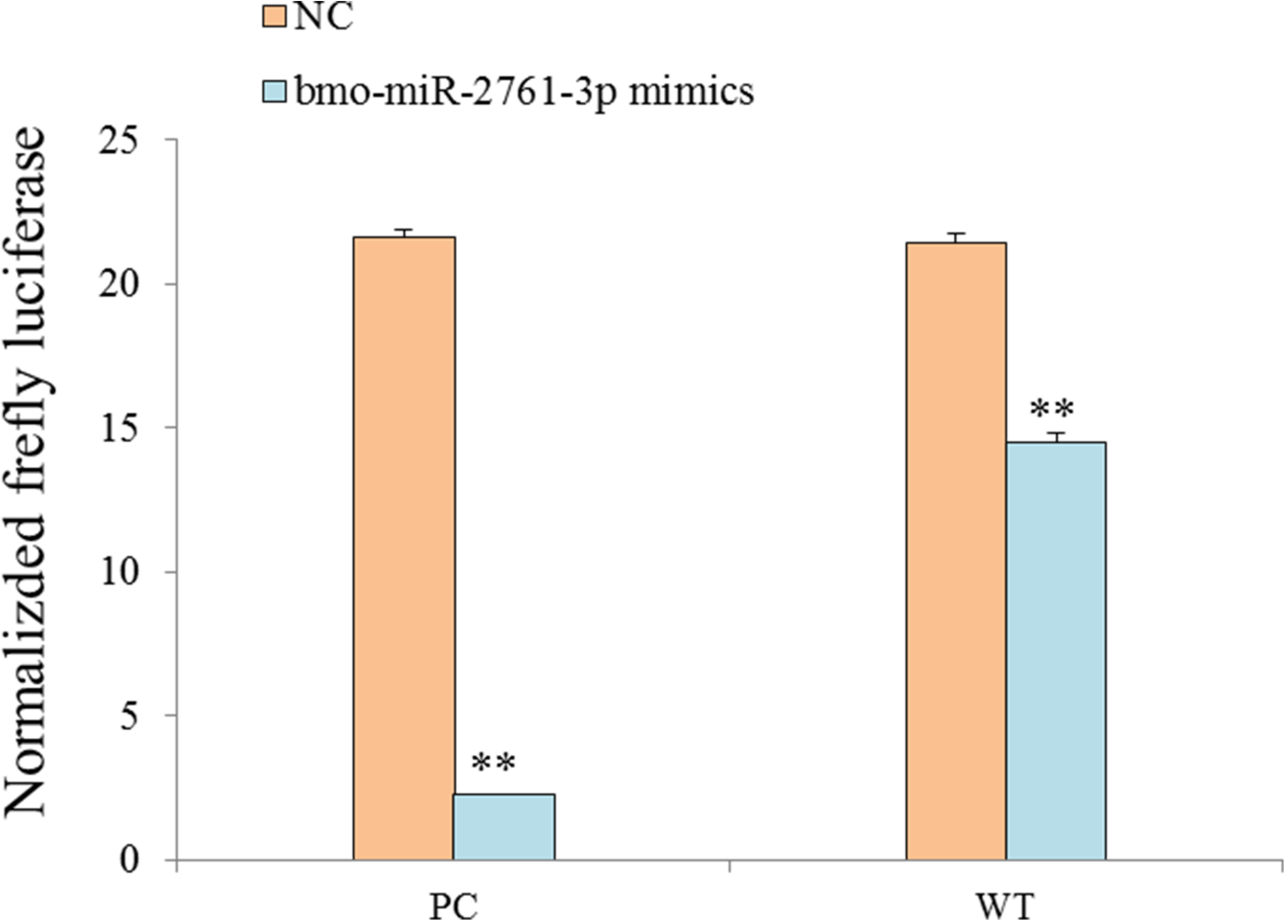
*Bmo-miR-2761-3p* down-regulated *BmSDH* in vitro. PC group represents cells transfected with positive control plasmid (*Bmo-miR-2761-3p* inhibitor inserted into *Luc2* 3’UTR), WT group represents cells transfected with plasmid containing *BmSDH* 3’UTR. “NC” represents cells transfected with the negative control mimics, “mimics” represents cells transfected with *Bmo-miR-2761-3p* mimics. Normalized firefly luciferase activity equals to firefly luciferase activity/Renilla luciferase activity. ** P < 0.01 indicates significant differences compared to the relevant control. Each group was replicated three times using independently collected samples. Error bar = 1 SD.

## Discussion

The molecular mechanism of silkworm diapause remains unclear. In this paper we detected the differentially expressed sRNA between HCl-treated eggs and diapause-destined eggs of 932 strain silkworm. 

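At least 1 read was counted for 380 miRNAs in control eggs and for 382 in HCl-treated eggs, an increase of 0.526%. At a minimum of 3 reads the numbers were 319 and 316, and at a minimum of 10 reads 244 and 246. When the HCl-treated library was thinned at random to the 503169 reads of the control library, in 100 draws, 371 miRNAs were detected on average, with a range of 364 to 379.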

We found that miRNA species increased by 5.15% in response to HCl treatment. 61 differentially expressed and 44 novel miRNAs were identified. Most of the differentially expressed miRNAs increased by 1–3 folds and a few above 5 folds. 

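From the deposited counts 21 miRNAs were called down-regulated and 17 up-regulated, a difference of 4. Under the 5 other scalings of the libraries, the number down-regulated minus the number up-regulated ranged from 2 to -8, and under the other alternatives set before the data were examined from -1 to 14. The called up-regulated miRNAs rose together from 42695 to 99262 TPM, of which bmo-miR-2733c alone accounted for 41630.1 and 95393 TPM. The called down-regulated miRNAs fell together from 107540 to 42034 TPM. Among them bmo-miR-279b-3p, which was not called with TMM scaling, and bmo-miR-6497-3p had the most reads. The direction of both sums was fixed by the calling, so they do not show whether miRNA expression as a whole fell. From the larger number of down-regulated miRNAs, and from the inhibition of gene expression by miRNAs, the paper reasons that lower miRNA expression promotes the gene expression that keeps the egg from entering diapause.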

In general, miRNAs inhibit the genes expression, however, there were 38 miRNAs down-regulated and 23 miRNAs up-regulated post HCl-treated, down-regulated miRNAs were 15 more than up-regulated miRNAs indicated that lower the miRNAs expression would promote genes expression to prevent silkworm egg enter to diapause. Our data suggested that miRNAs may play an important role in the prevention of diapause process.

There are significant differences between diapause and developing embryos. The oxygen consumption falls sharply and the metabolism is seriously suppressed when entering diapause. Enzymes play an important role in the regulation of physiological metabolism. For instance, SDH[4] could prevent the accumulation of sorbitol, which is only presented in the developing embryo of silkworm. And NAD/NADH, NADP/NADPH [7] could regulate respiratory chain. In the present study, we used qRT-PCR to detect the expression of *Bmo-miR-2761-3p* and *BmSDH*, result show that *Bmo-miR-2761-3p* was significantly down-regulated after HCl acid treated, however *BmSDH* mRNA was significantly up-regulated, suggesting that *BmSDH* mRNA expression was closely related to *Bmo-miR-2761-3p*. For further research, we used DLR assay to confirmed that *Bmo-miR-2761-3p* could down-regulate *BmSDH* expression. These results indicated that *Bmo-miR-2761-3p* may suppressed *BmSDH* expression. *BmSDH* is a molecular marker of silkworm embryonic development, and can only be detected in the developing embryo [30]. We hypothesized that high concentration of *Bmo-miR-2761-3p* might inhibit *BmSDH* expression, maintaining diapause stage. With HCl treatment, *Bmo-miR-2761-3p* was down-regulated and *BmSDH* was activated, which then started glycogen synthesis and mediated changes of metabolism to promote embryogenesis.

To further understand the regulation of miRNAs in *B*.*mori* diapause, the DE miRNAs target genes were predicted. The CT genes were enriched to GO database. GO annotation of the CT genes indicated that DE miRNAs might participated in protein formation, process and transportation, and regulation of catalytic activities of enzymes. These target genes are closely related to protein synthesis and metabolic function. In the previous studies, researcher suggesting the highly expressed *Bmo-miR-2* in the egg stage possibly related to the generation of embryos [8]. Another highly expressed miRNA *Bmo-miR-iab-4-3p* can targets Ser/Thr kinase, which regulates G2/M2 transition, it was believed that play an important role during embryo development [31,32]. In combination with these results we have reason to believe that these DE miRNAs might impact embryo development by metabolic regulation. The CT genes also enriched to KEGG pathway database. KEGG Pathway significant enrichment can determine the candidate target gene involved in the most important biochemical metabolic pathway and signal transduction pathway. Our data from KEGG pathway enrichment suggested that CT genes mainly involved in the protein processing in endoplasmic reticulum pathway and Spliceosome pathway, these two pathways affect mRNA cleavage and protein synthesis, which is essential for the development of silkworm eggs. In addition, the special miRNAs could regulated the metabolism of Gly and Ser/Thr, and might also participate in mTOR, Notch signal pathway that regulates cell cycle, division and differentiation. As such, DE miRNAs might decide silkworm embryo fate through cell cycle regulation. By comparing the differentially expressed miRNAs between the control and HCl-treated eggs, we found that 2 miRNAs appeared after HCl treatment and were not detected in control eggs and 4 miRNAs disappeared after HCl treatment, while 5 miRNAs had much higher expression than other DE miRNAs (Table 2). Therein, *novel_45/novel_48/Bmo-miR-2809/3228/3384-3p* had potential targets in Notch 3’UTR, which is a key regulatory factor of NOTCH pathway. *Bmo-miR-3384-3p* targeted NLK, *novel_45/Bmo-miR-3228/3274/6497-3p* targeted Beta-catenin and *novel_48/bmo-miR-3384-3p/ 6497-3p* targeted Wnt. These target genes NLK/Beta-catenin/Wnt both play an important role in WNT pathway. *Bmo-miR-3384-3p/6497-3p* might regulate MAPK pathway through targeting *Ras1*. And the MAPK pathway was reported that might play an important role in diapause termination. All these specific miRNAs might be the essential regulated factors for *Bombyx* embryonic development. We also detected that *let7* family miRNA *Bmo-let-7-5p* was significantly up-regulated. 

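Bmo-let-7-5p had 11 reads in control eggs (21.9 TPM, Wilson 95% interval 12.2 to 39.1) and 30 reads in HCl-treated eggs (45.4 TPM, 31.8 to 64.7). Its log2 fold change was 1.05, with an exact Clopper-Pearson 95% interval of 0.02 to 2.20. Fisher's exact test gave p = 0.0397 and q = 0.114, so that bmo-let-7-5p was not called. With totals scaled by edgeR's TMM method, the log2 fold change was 1.20 and the q-value 0.0577. The sampling model of DEGseq on TMM-scaled TPM with Storey's q-values, a setting chosen after the paper's values had been seen, called it (q = 0.00404). That setting takes each TPM as 1 read. On the counts, with Benjamini-Hochberg adjustment, the model did not call bmo-let-7-5p (q = 0.0796).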

As it is widely recognized that *let7* can regulate the embryonic development, *Bmo-let-7-5p* may be a regulator in the termination of diapause process.

## Conclusions

Summarily, this study provides the sRNA length distribution, components and the expression pattern of miRNAs between diapause-destined and HCl acid treated silkworm eggs. Preliminary compared the expression levels of miRNAs between HCl-treated and diapause eggs. The GO and KEGG pathway enrich analysis of the DE miRNAs target genes provided us the potential molecular mechanisms of miRNA in the silkworm embryo. qRT-PCR and the DLR assay results indicated *Bmo-miR-2761-3p* can downregulated the *BmSDH* expression. These results will also be essential to further research on molecular basis of diapause in Lepidoptera insects. However, this study was initial, the more different pattern of miRNAs in each silkworm embryo stage and the function of DE miRNAs function should be in-depth analysis.

## Supporting information

S1 Fig Dual luciferase expression vector pmirGlo. (TIF) Click here for additional data file.

S2 Fig The predicted of *Bmo-miR-2761-3p* target in *BmSDH*. (TIF) Click here for additional data file.

S1 Table sRNA distribution. (XLS) Click here for additional data file.

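S2 Table gives the mature sequences of the 44 predicted miRNAs, between 20 and 25 nt long with a median of 22.5 nt. Novel_33 (cuagguacuggcuuguggua) lies within the sequence of novel_4 (cuagguacuggcuugugguaua). Novel_33 had 52 reads in control eggs and 66 in HCl-treated eggs, and novel_4 had 229 and 208.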

S2 Table The sequence of novel miRNAs. (XLS) Click here for additional data file.

S3 Table Up-regulated miRNAs. (XLS) Click here for additional data file.

S4 Table Down-regulated miRNAs. 

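S4 Table lists TPM, fold change and q-value of the 38 miRNAs that the paper reports as down-regulated. In the deposited counts 37 of them had a negative log2 fold change, and 16 of these passed both thresholds. The remaining miRNA, bmo-miR-2761-3p, had 0 reads in control eggs and 5 in HCl-treated eggs, a log2 fold change of 3.92.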

(XLS) Click here for additional data file.

S1 File Secondary structure for novel miRNAs. (DOC) Click here for additional data file.

# Supplementary material for: Differentially expressed microRNAs in diapausing versus HCl-treated Bombyx embryos
**Source:** PLoS One. 2017 Jul 11;12(7):e0180085. doi: 10.1371/journal.pone.0180085

Supporting Information

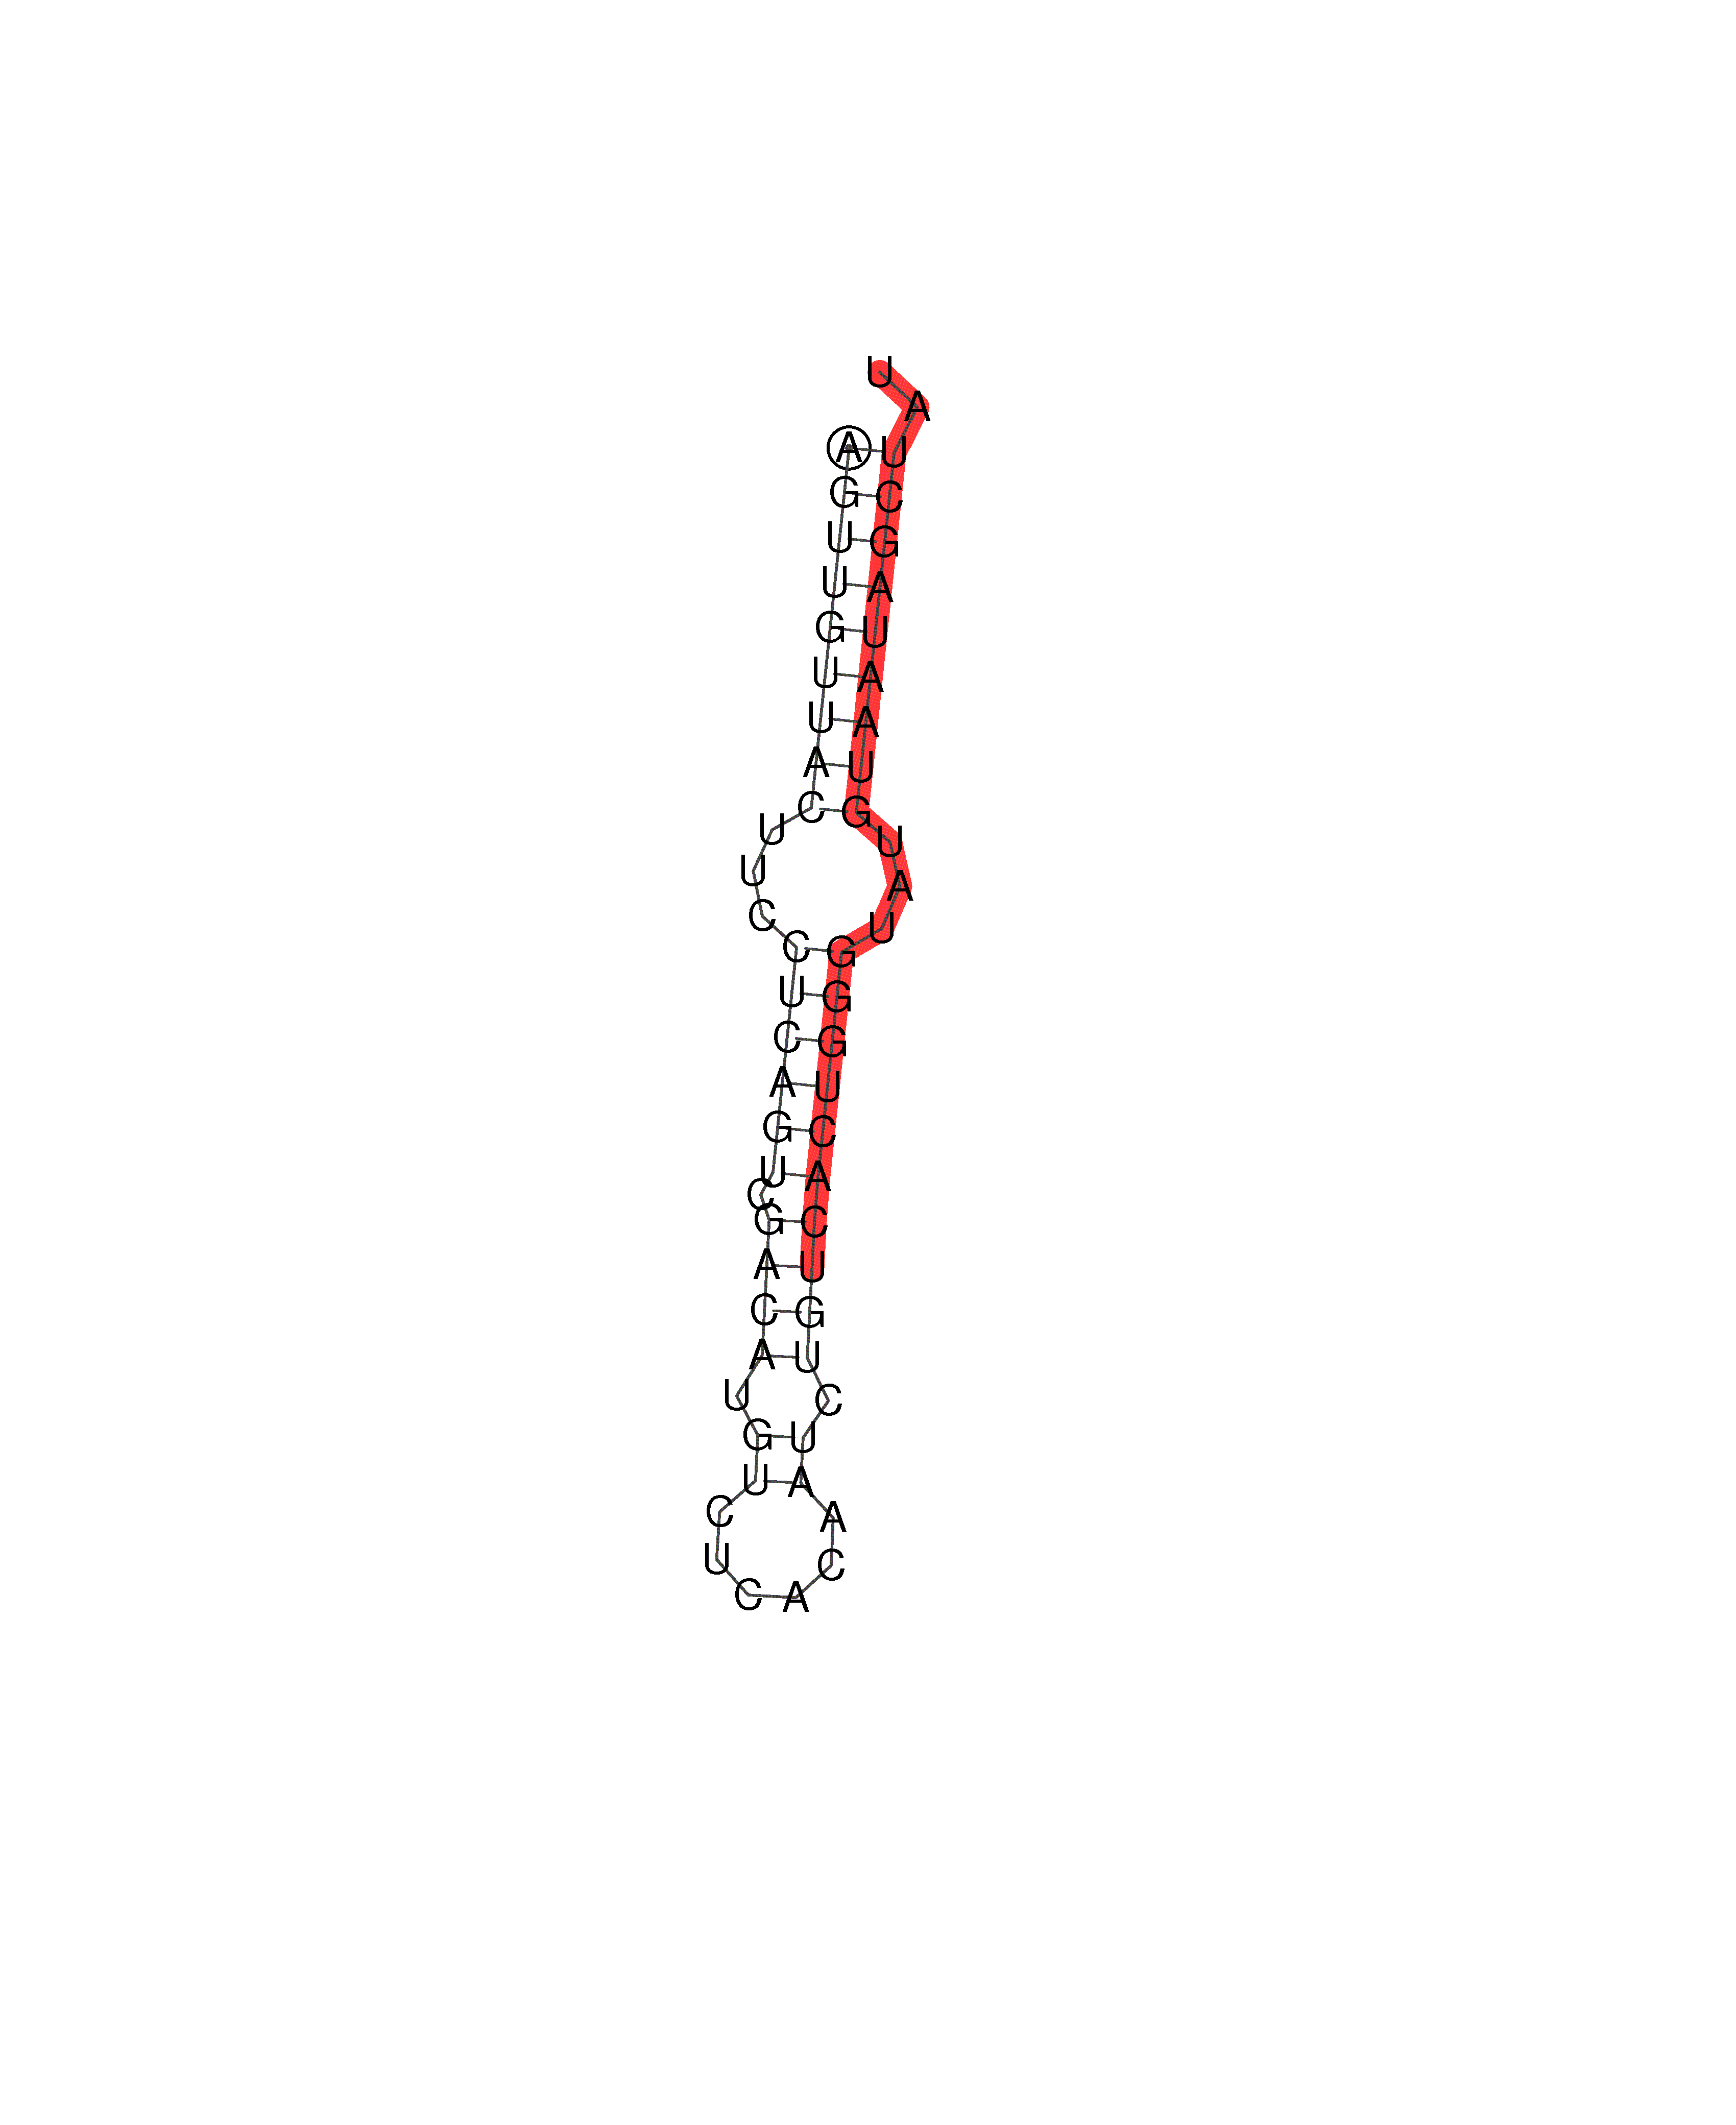
A Fig. Secondary structure for novel_1

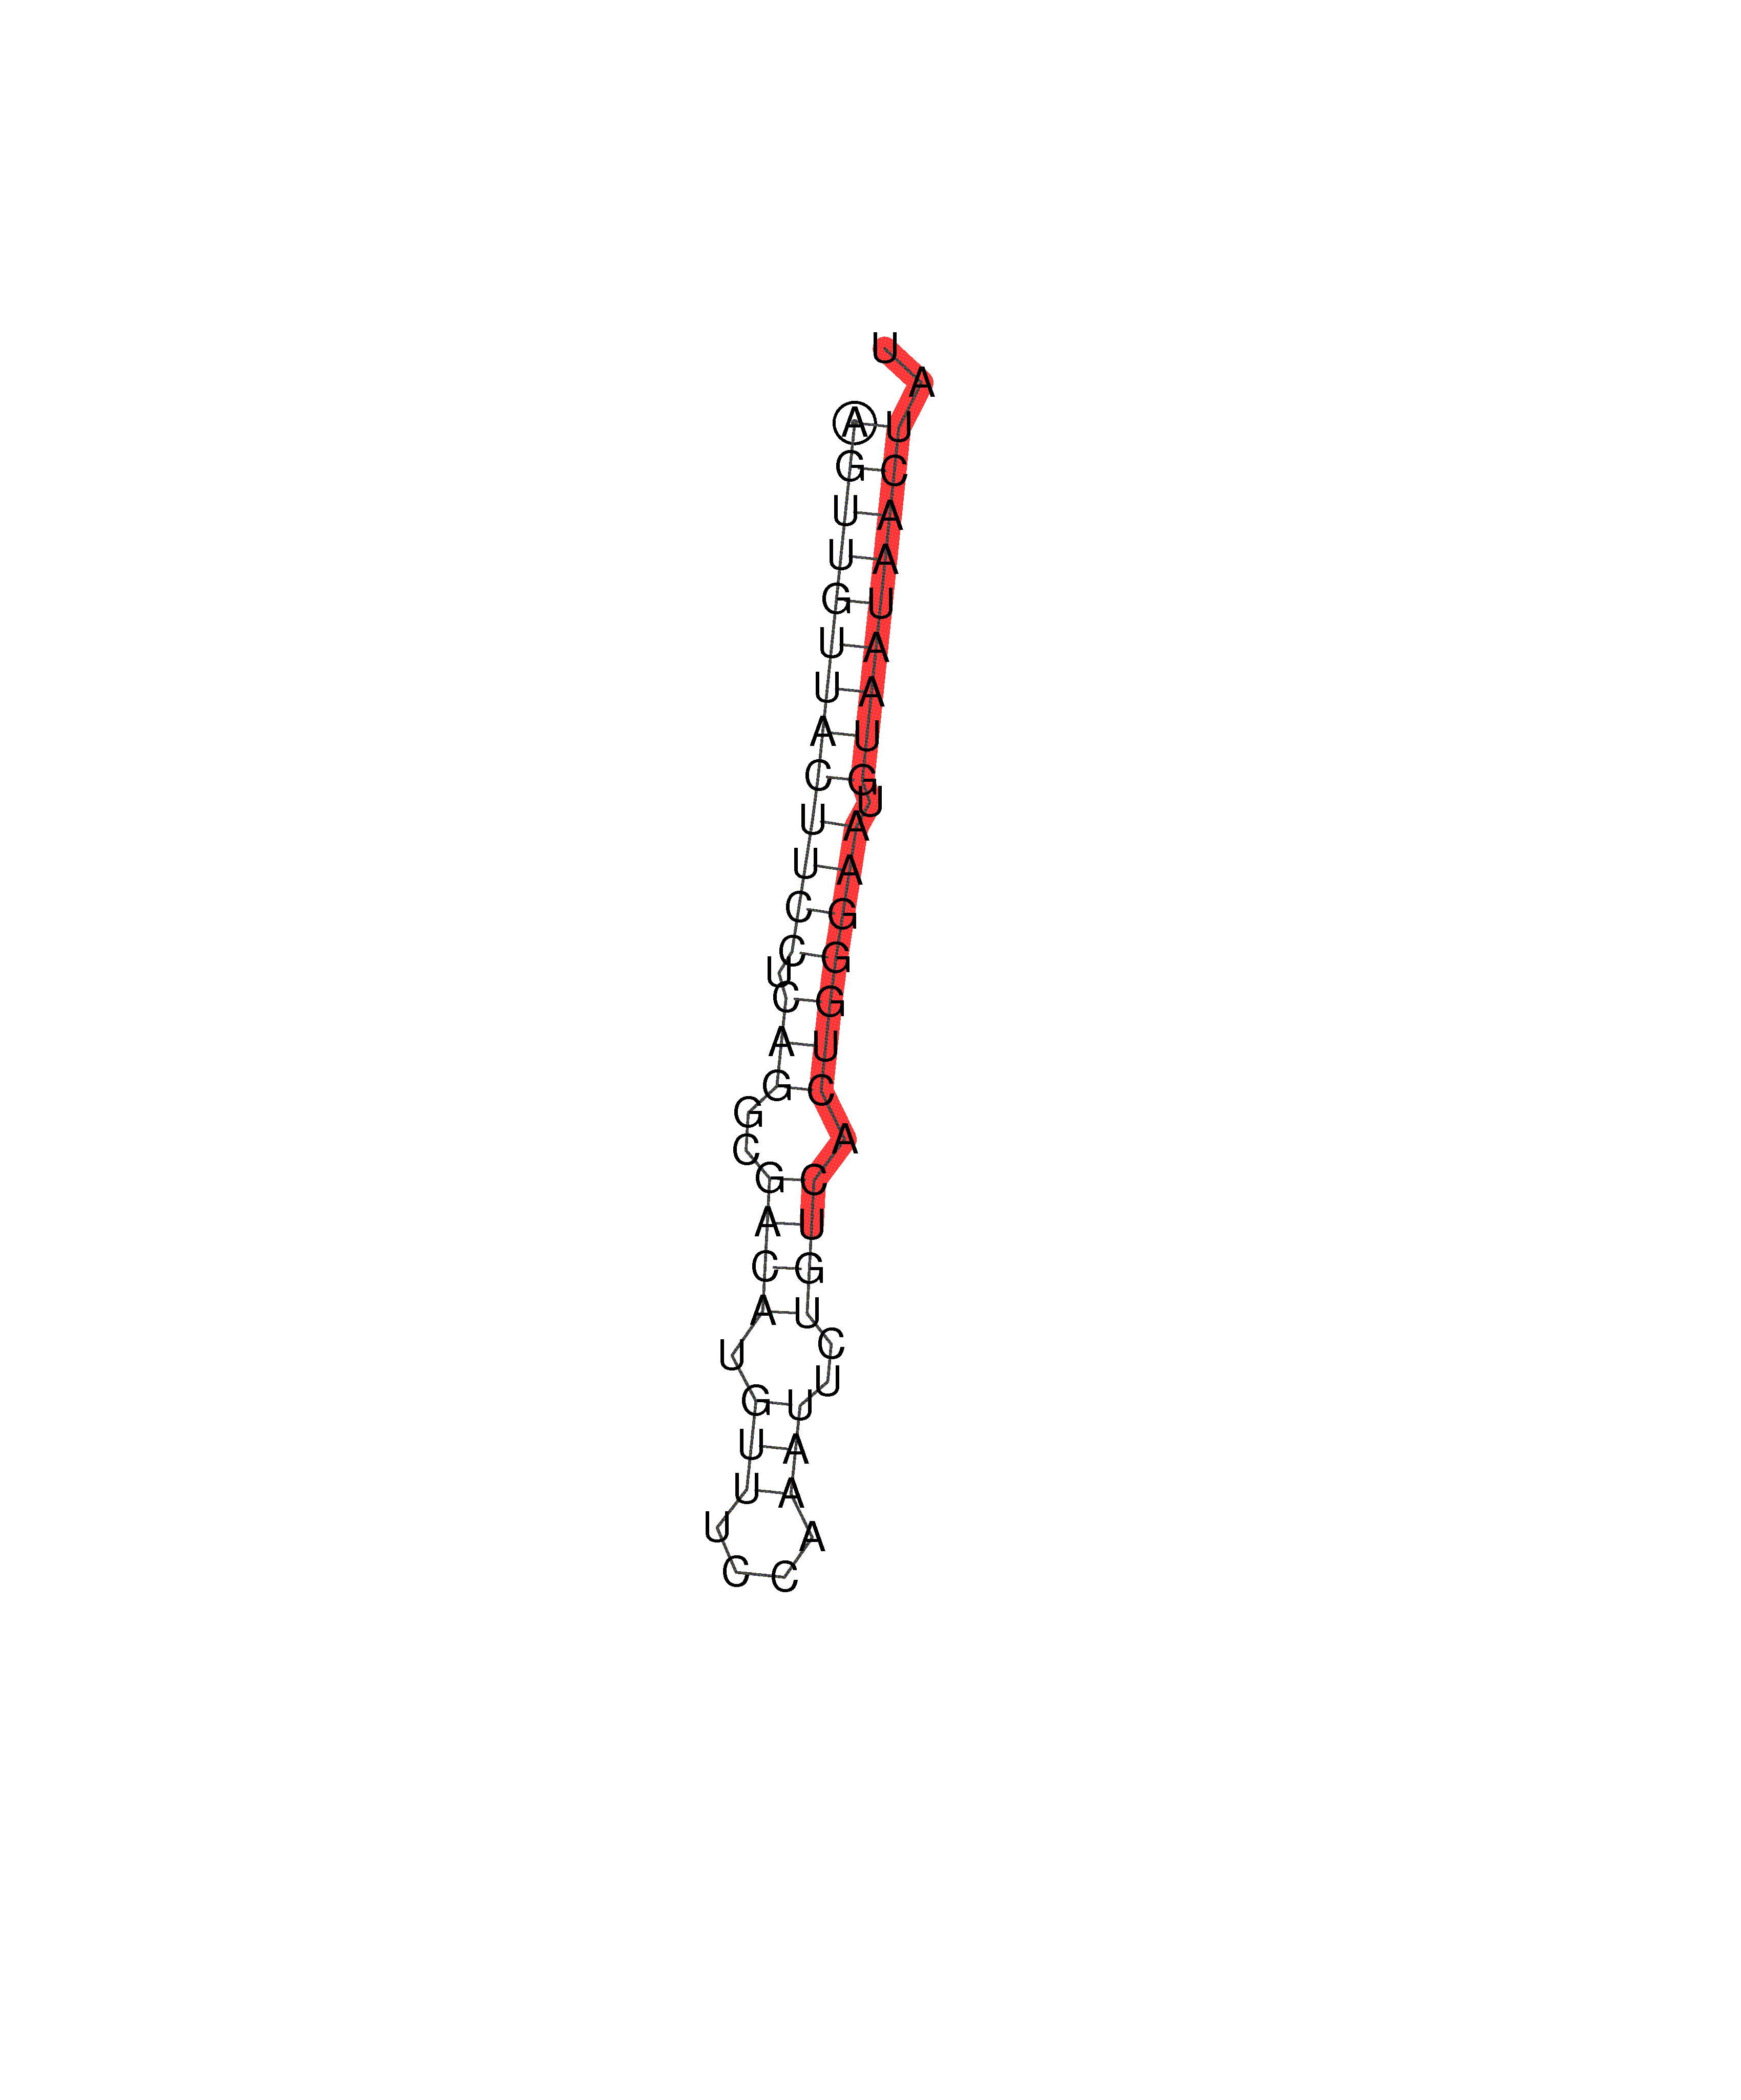

B Fig. Secondary structure for novel_2

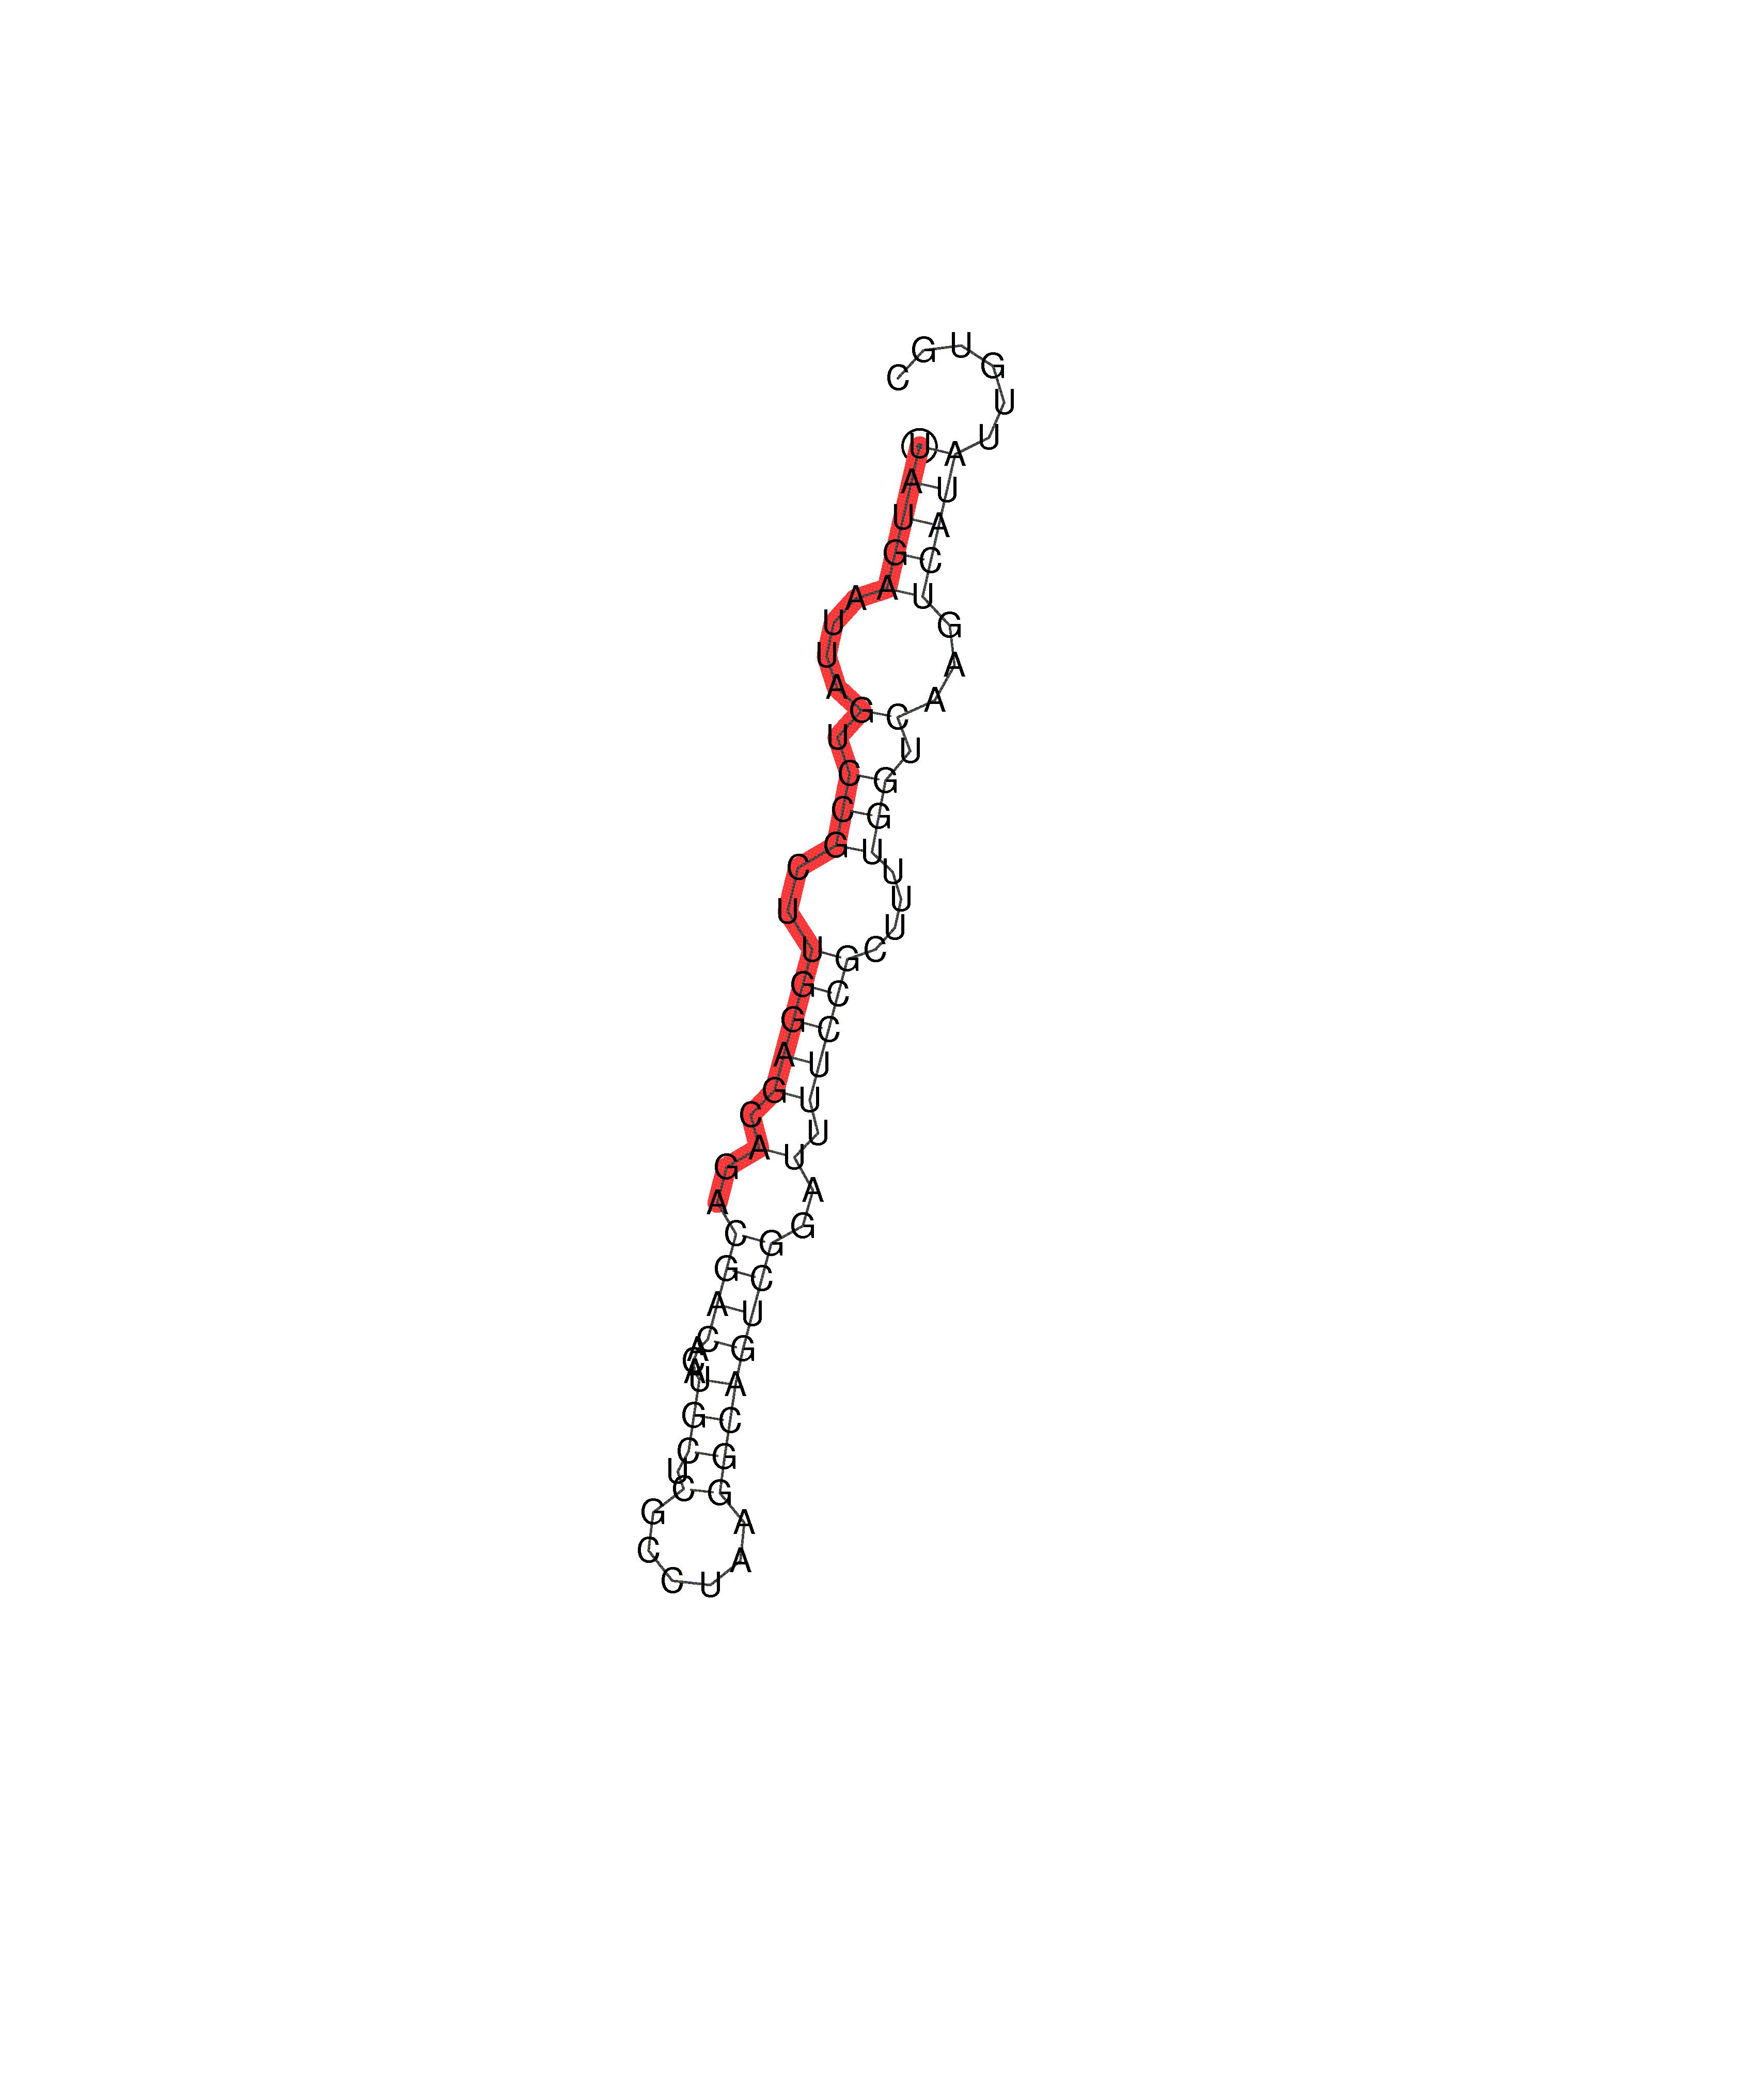

C Fig. Secondary structure for novel_3

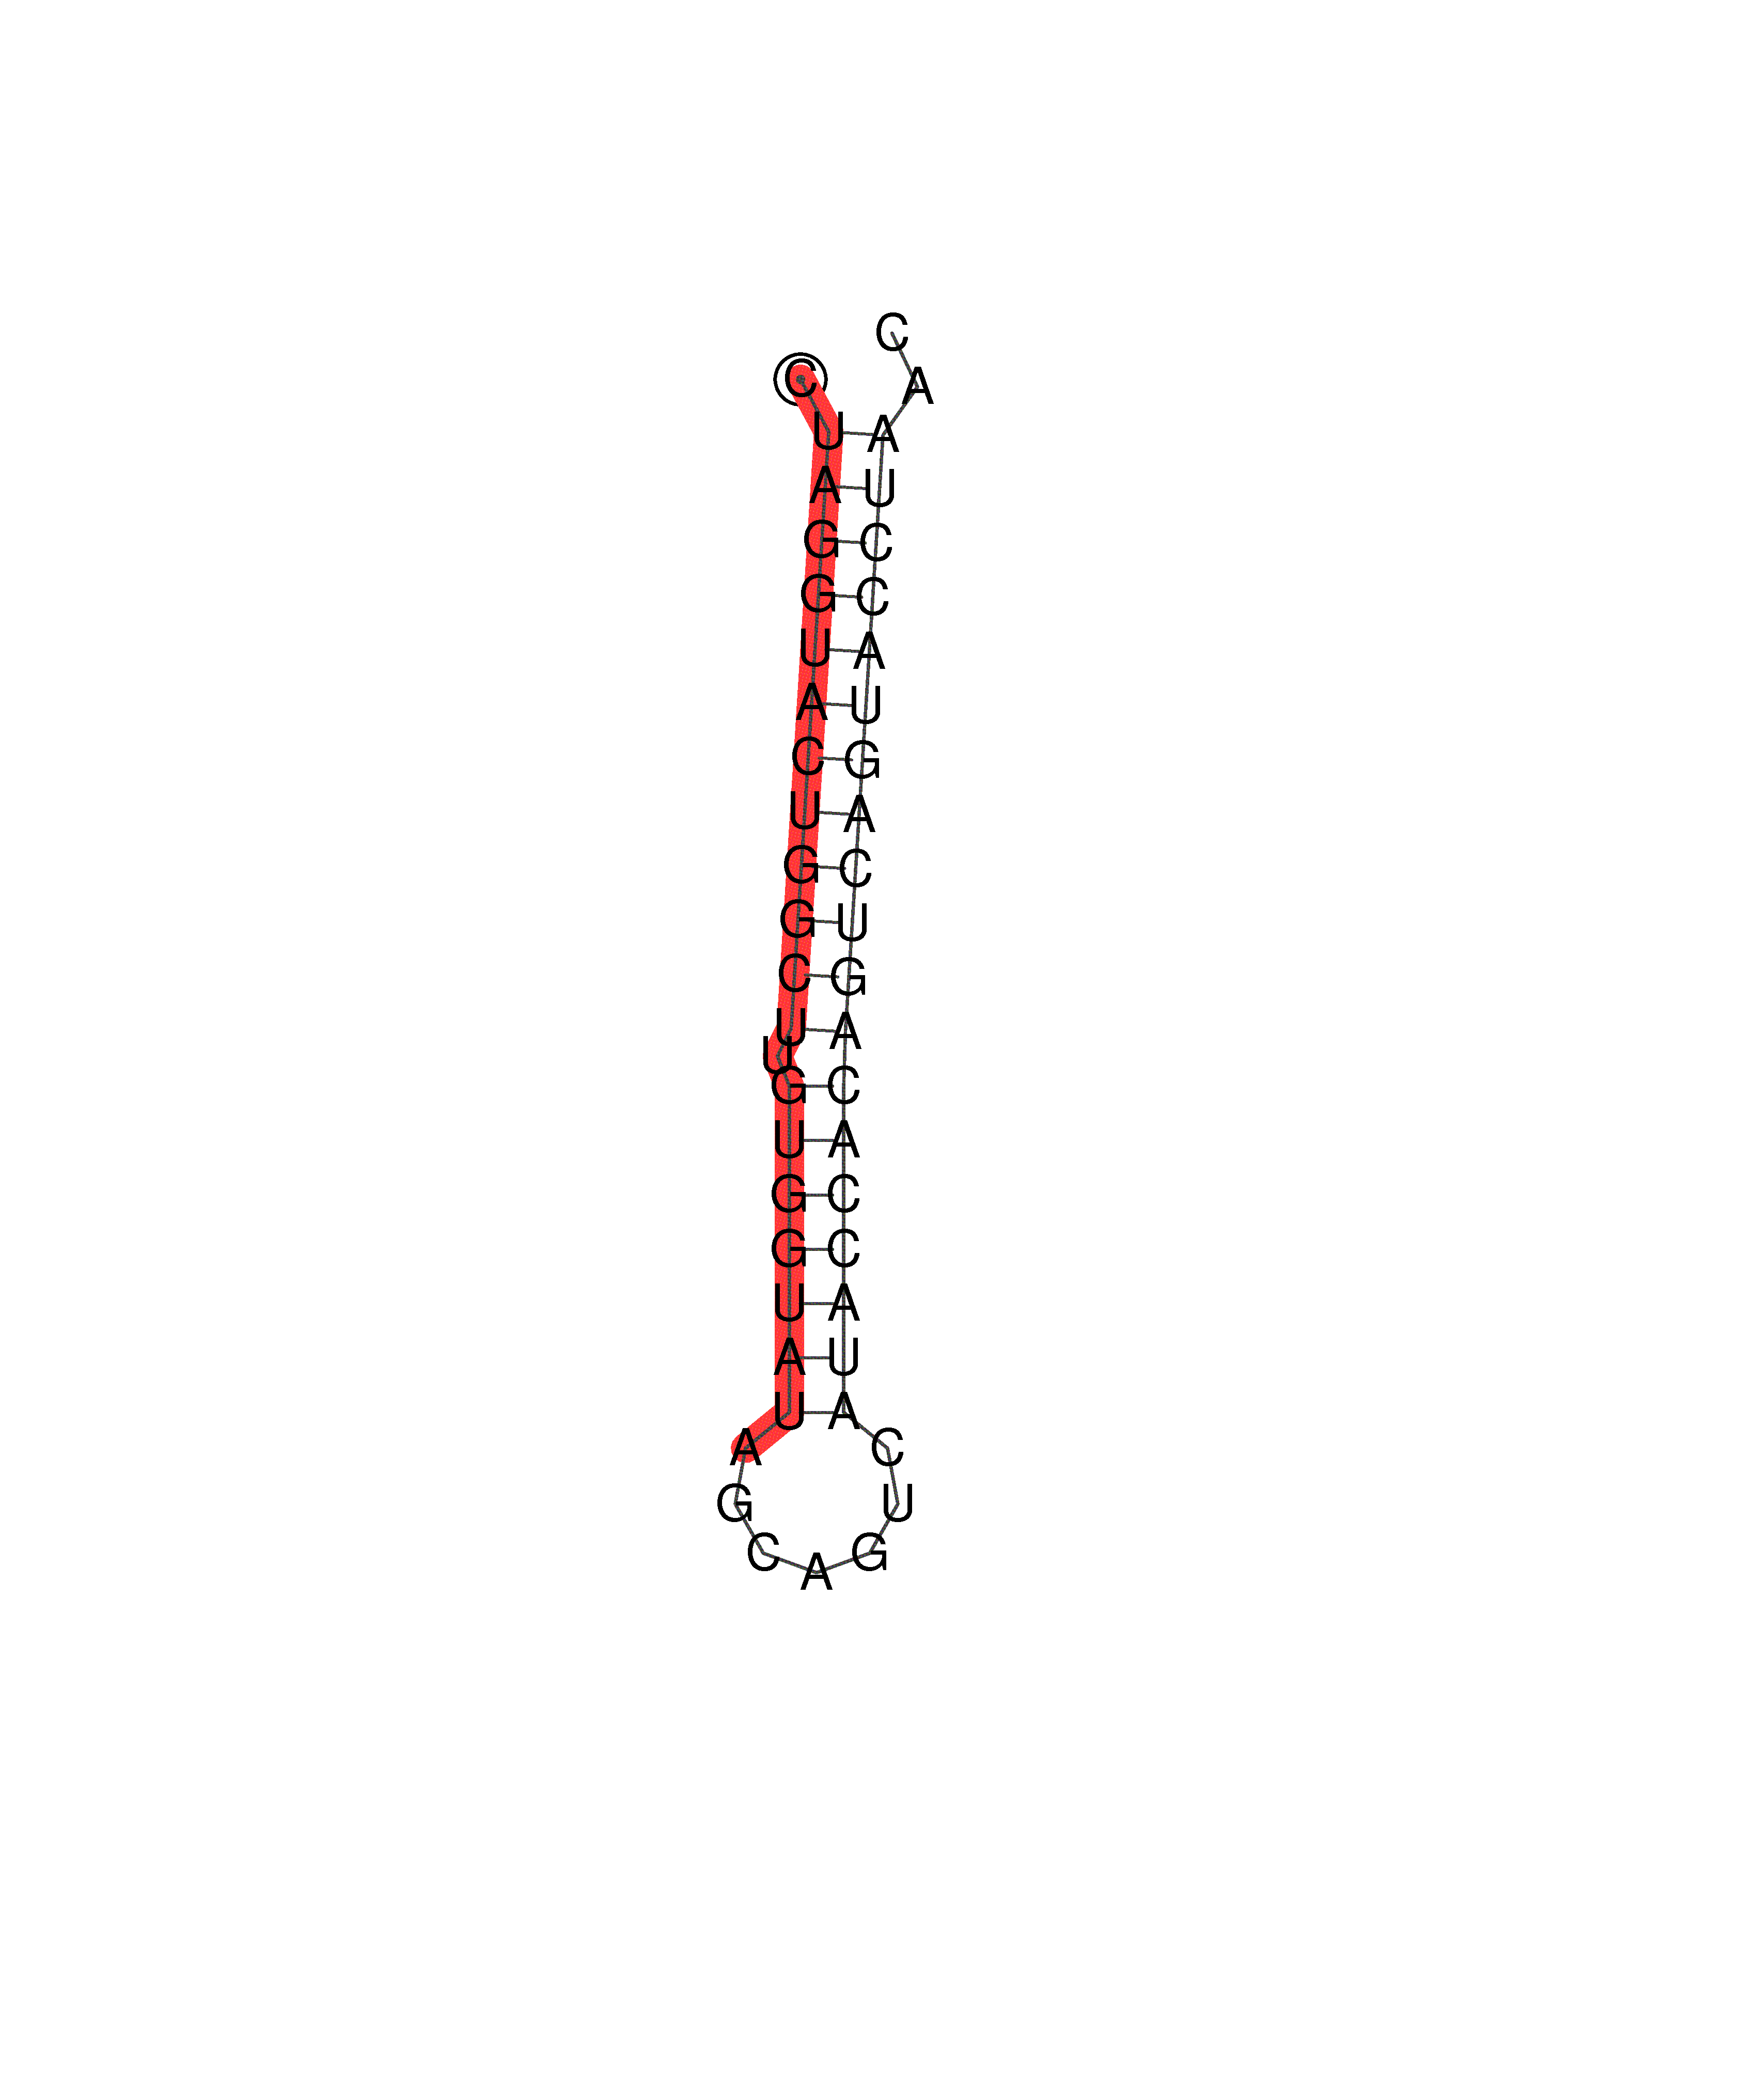
D Fig. Secondary structure for novel_4

E Fig. Secondary structure for novel_8

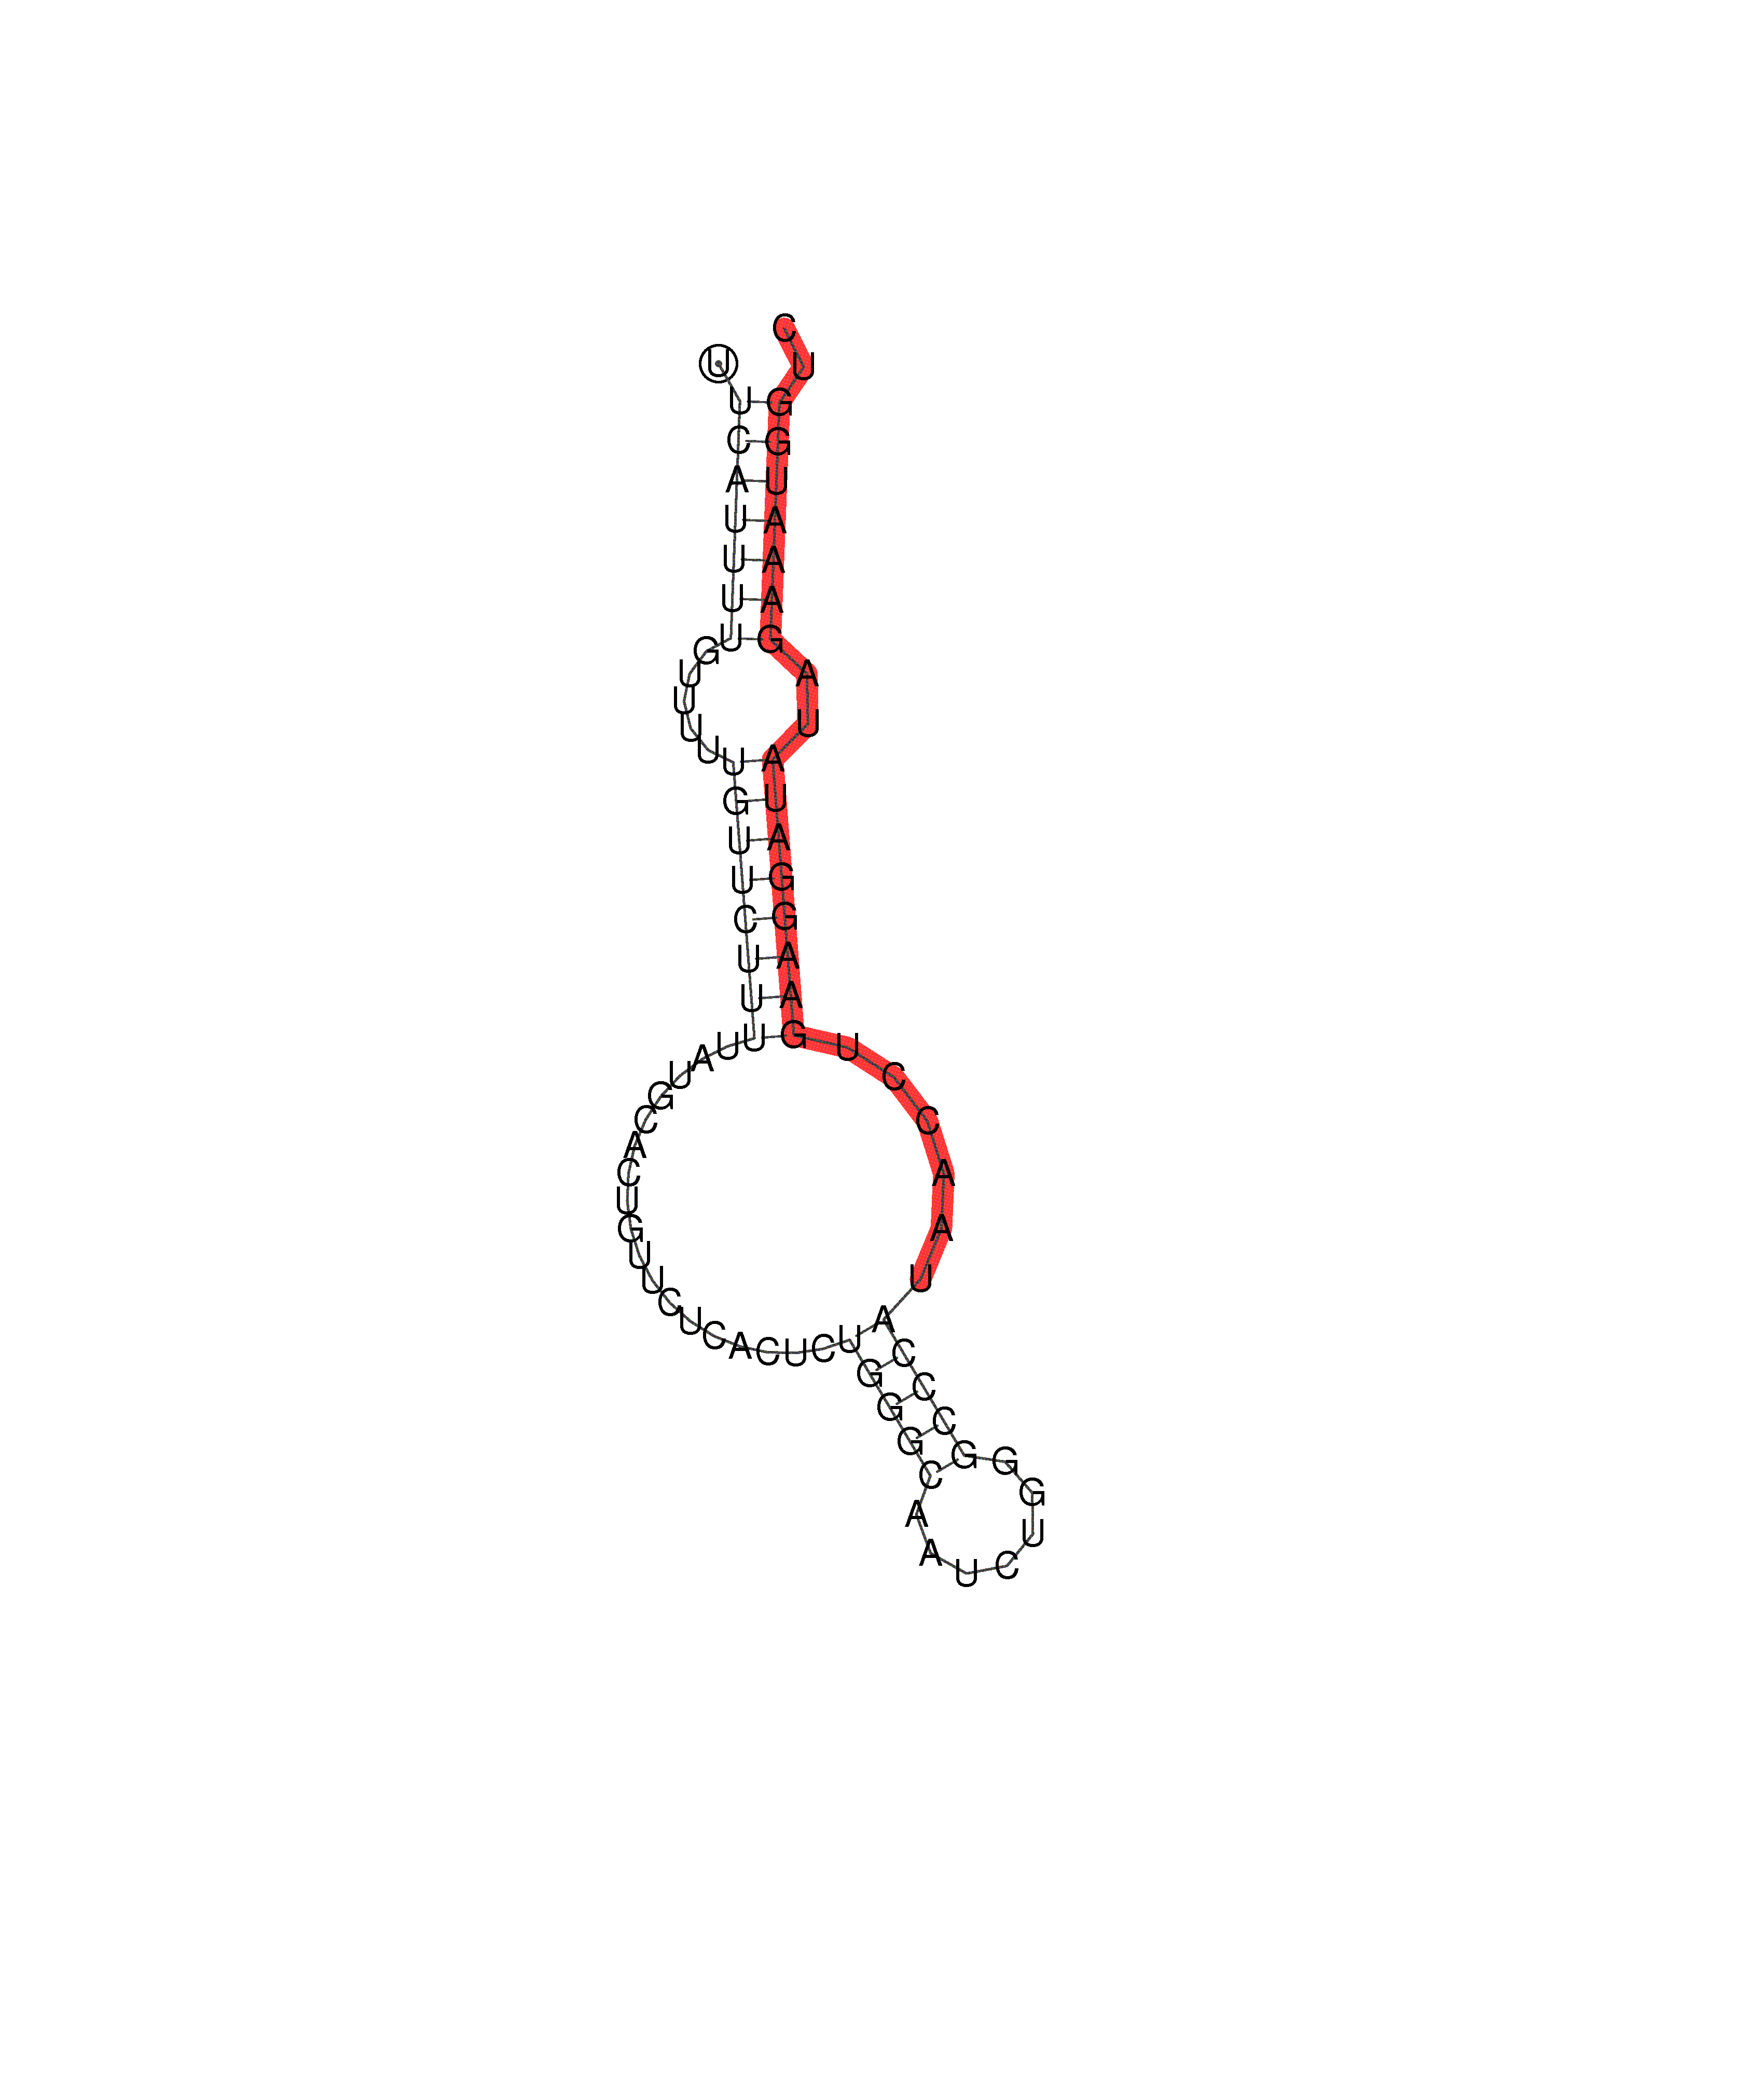

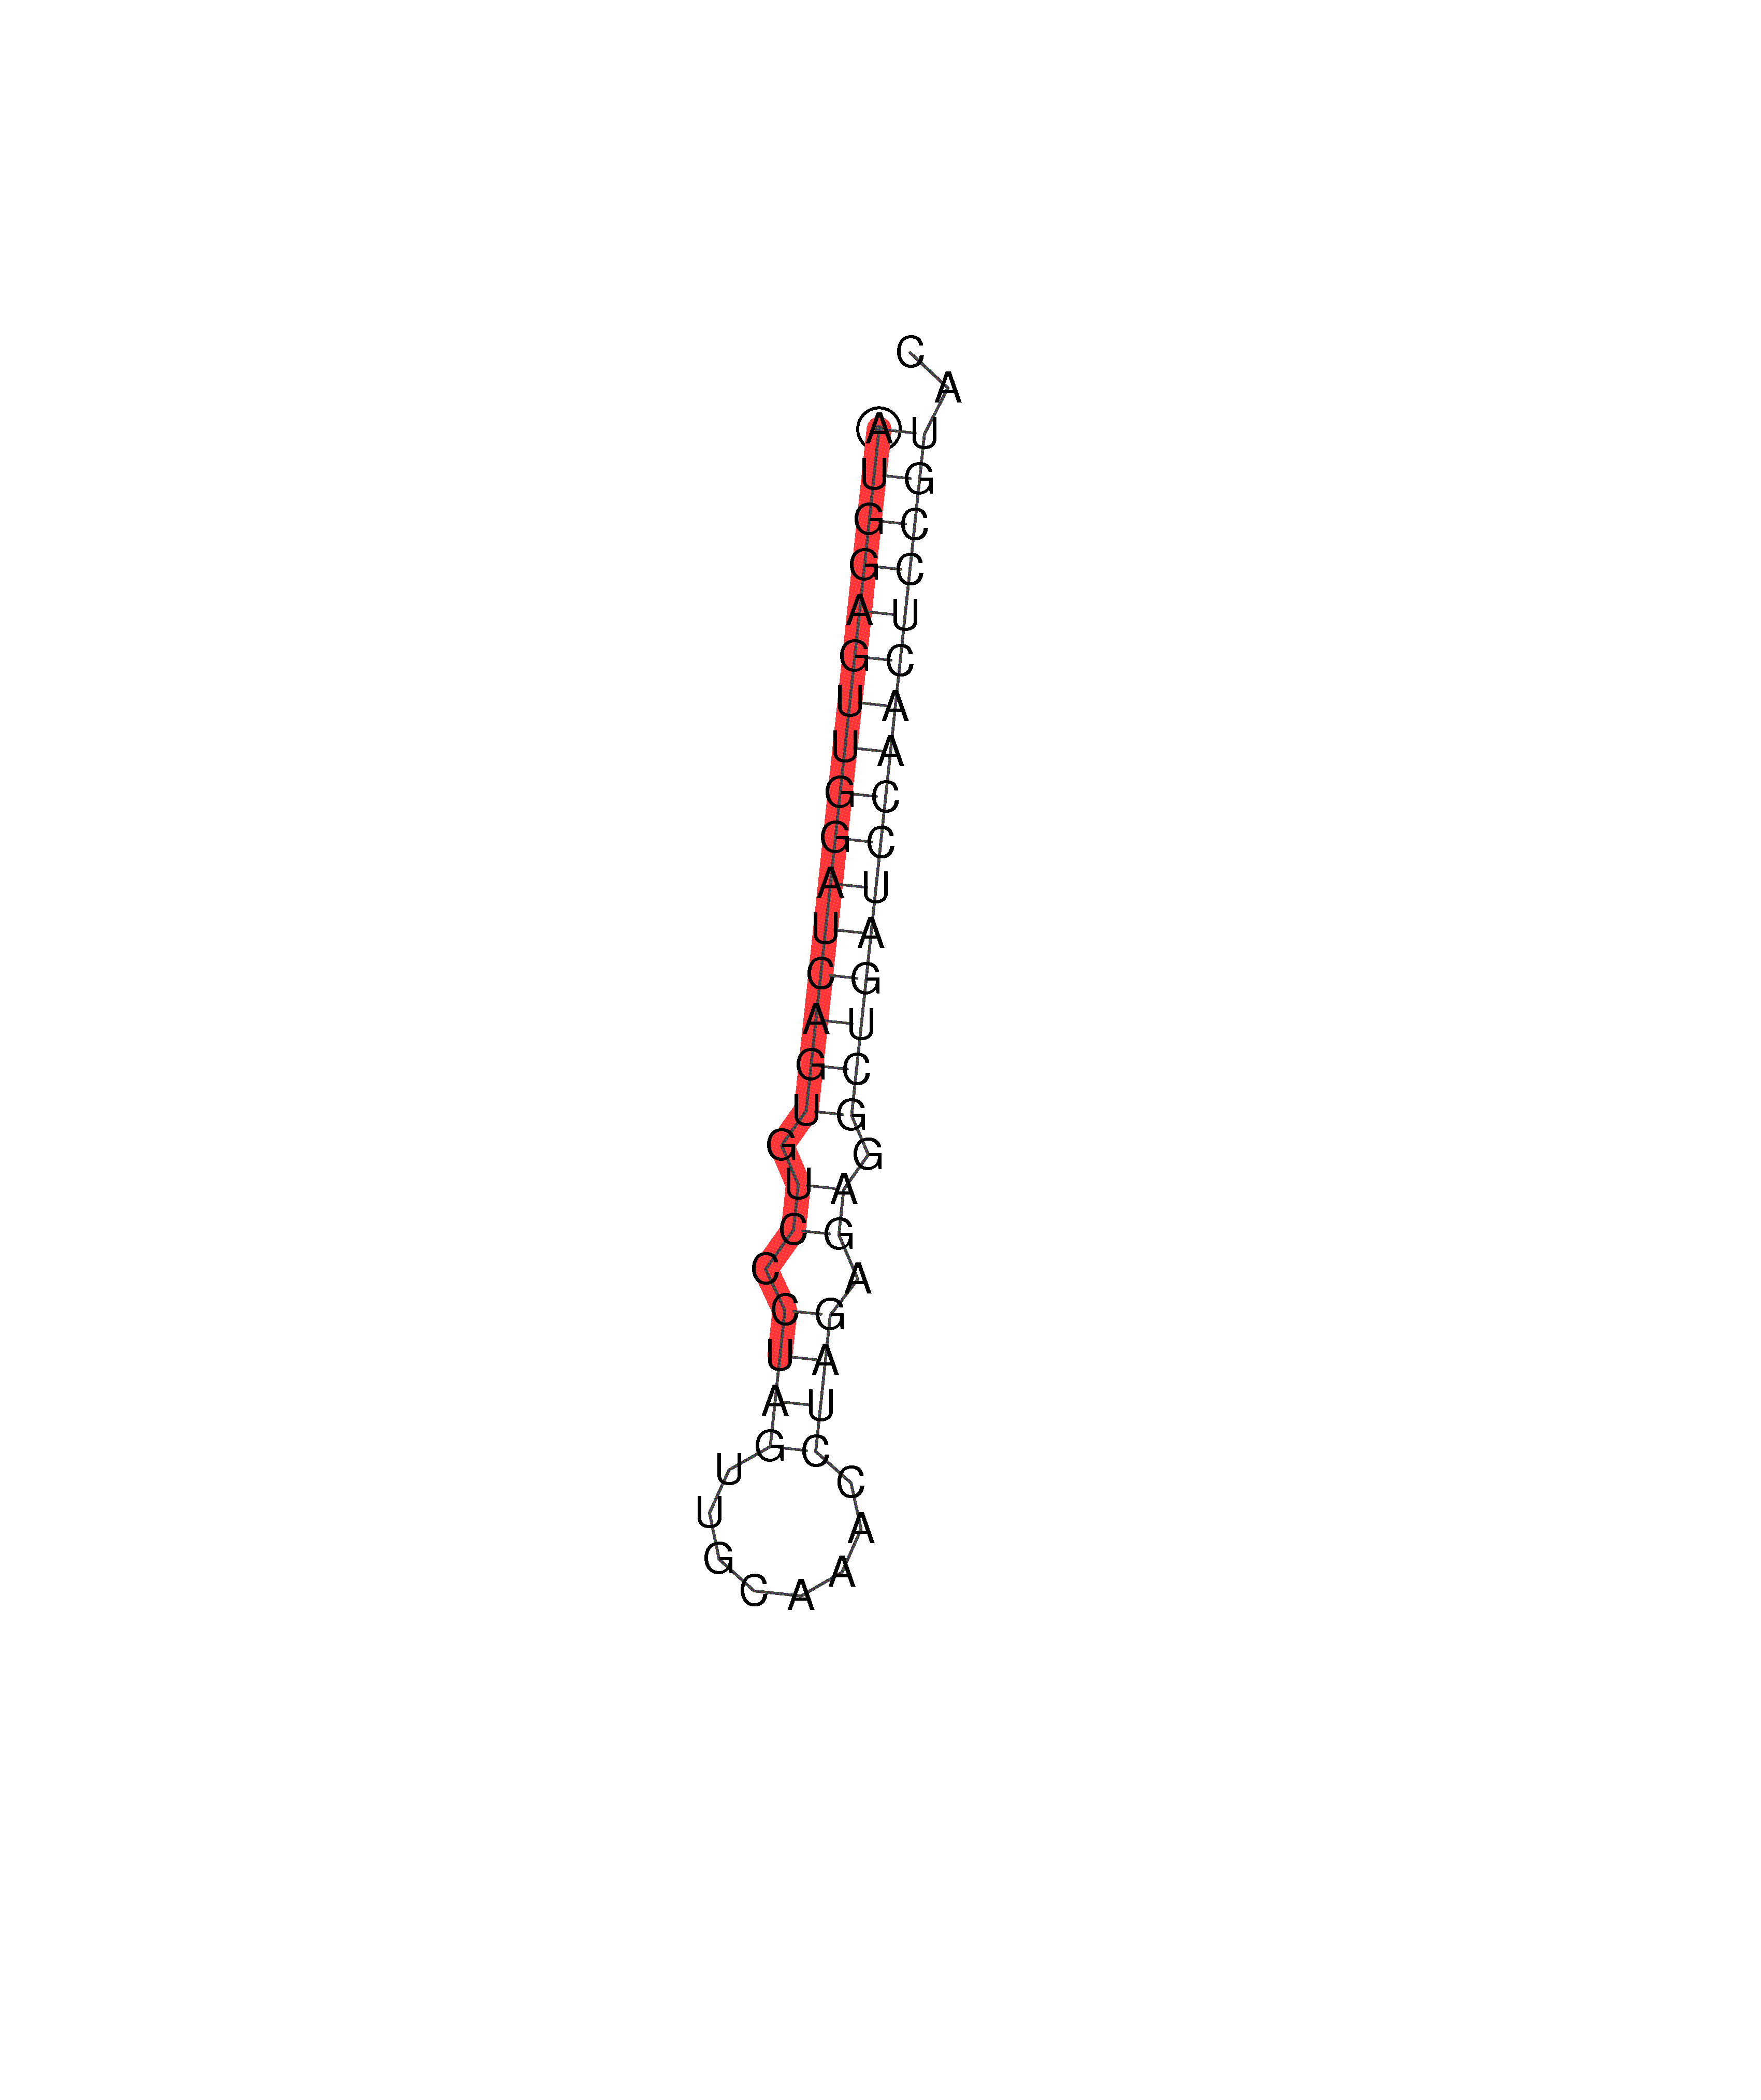
F Fig. Secondary structure for novel_9

G Fig. Secondary structure for novel_10

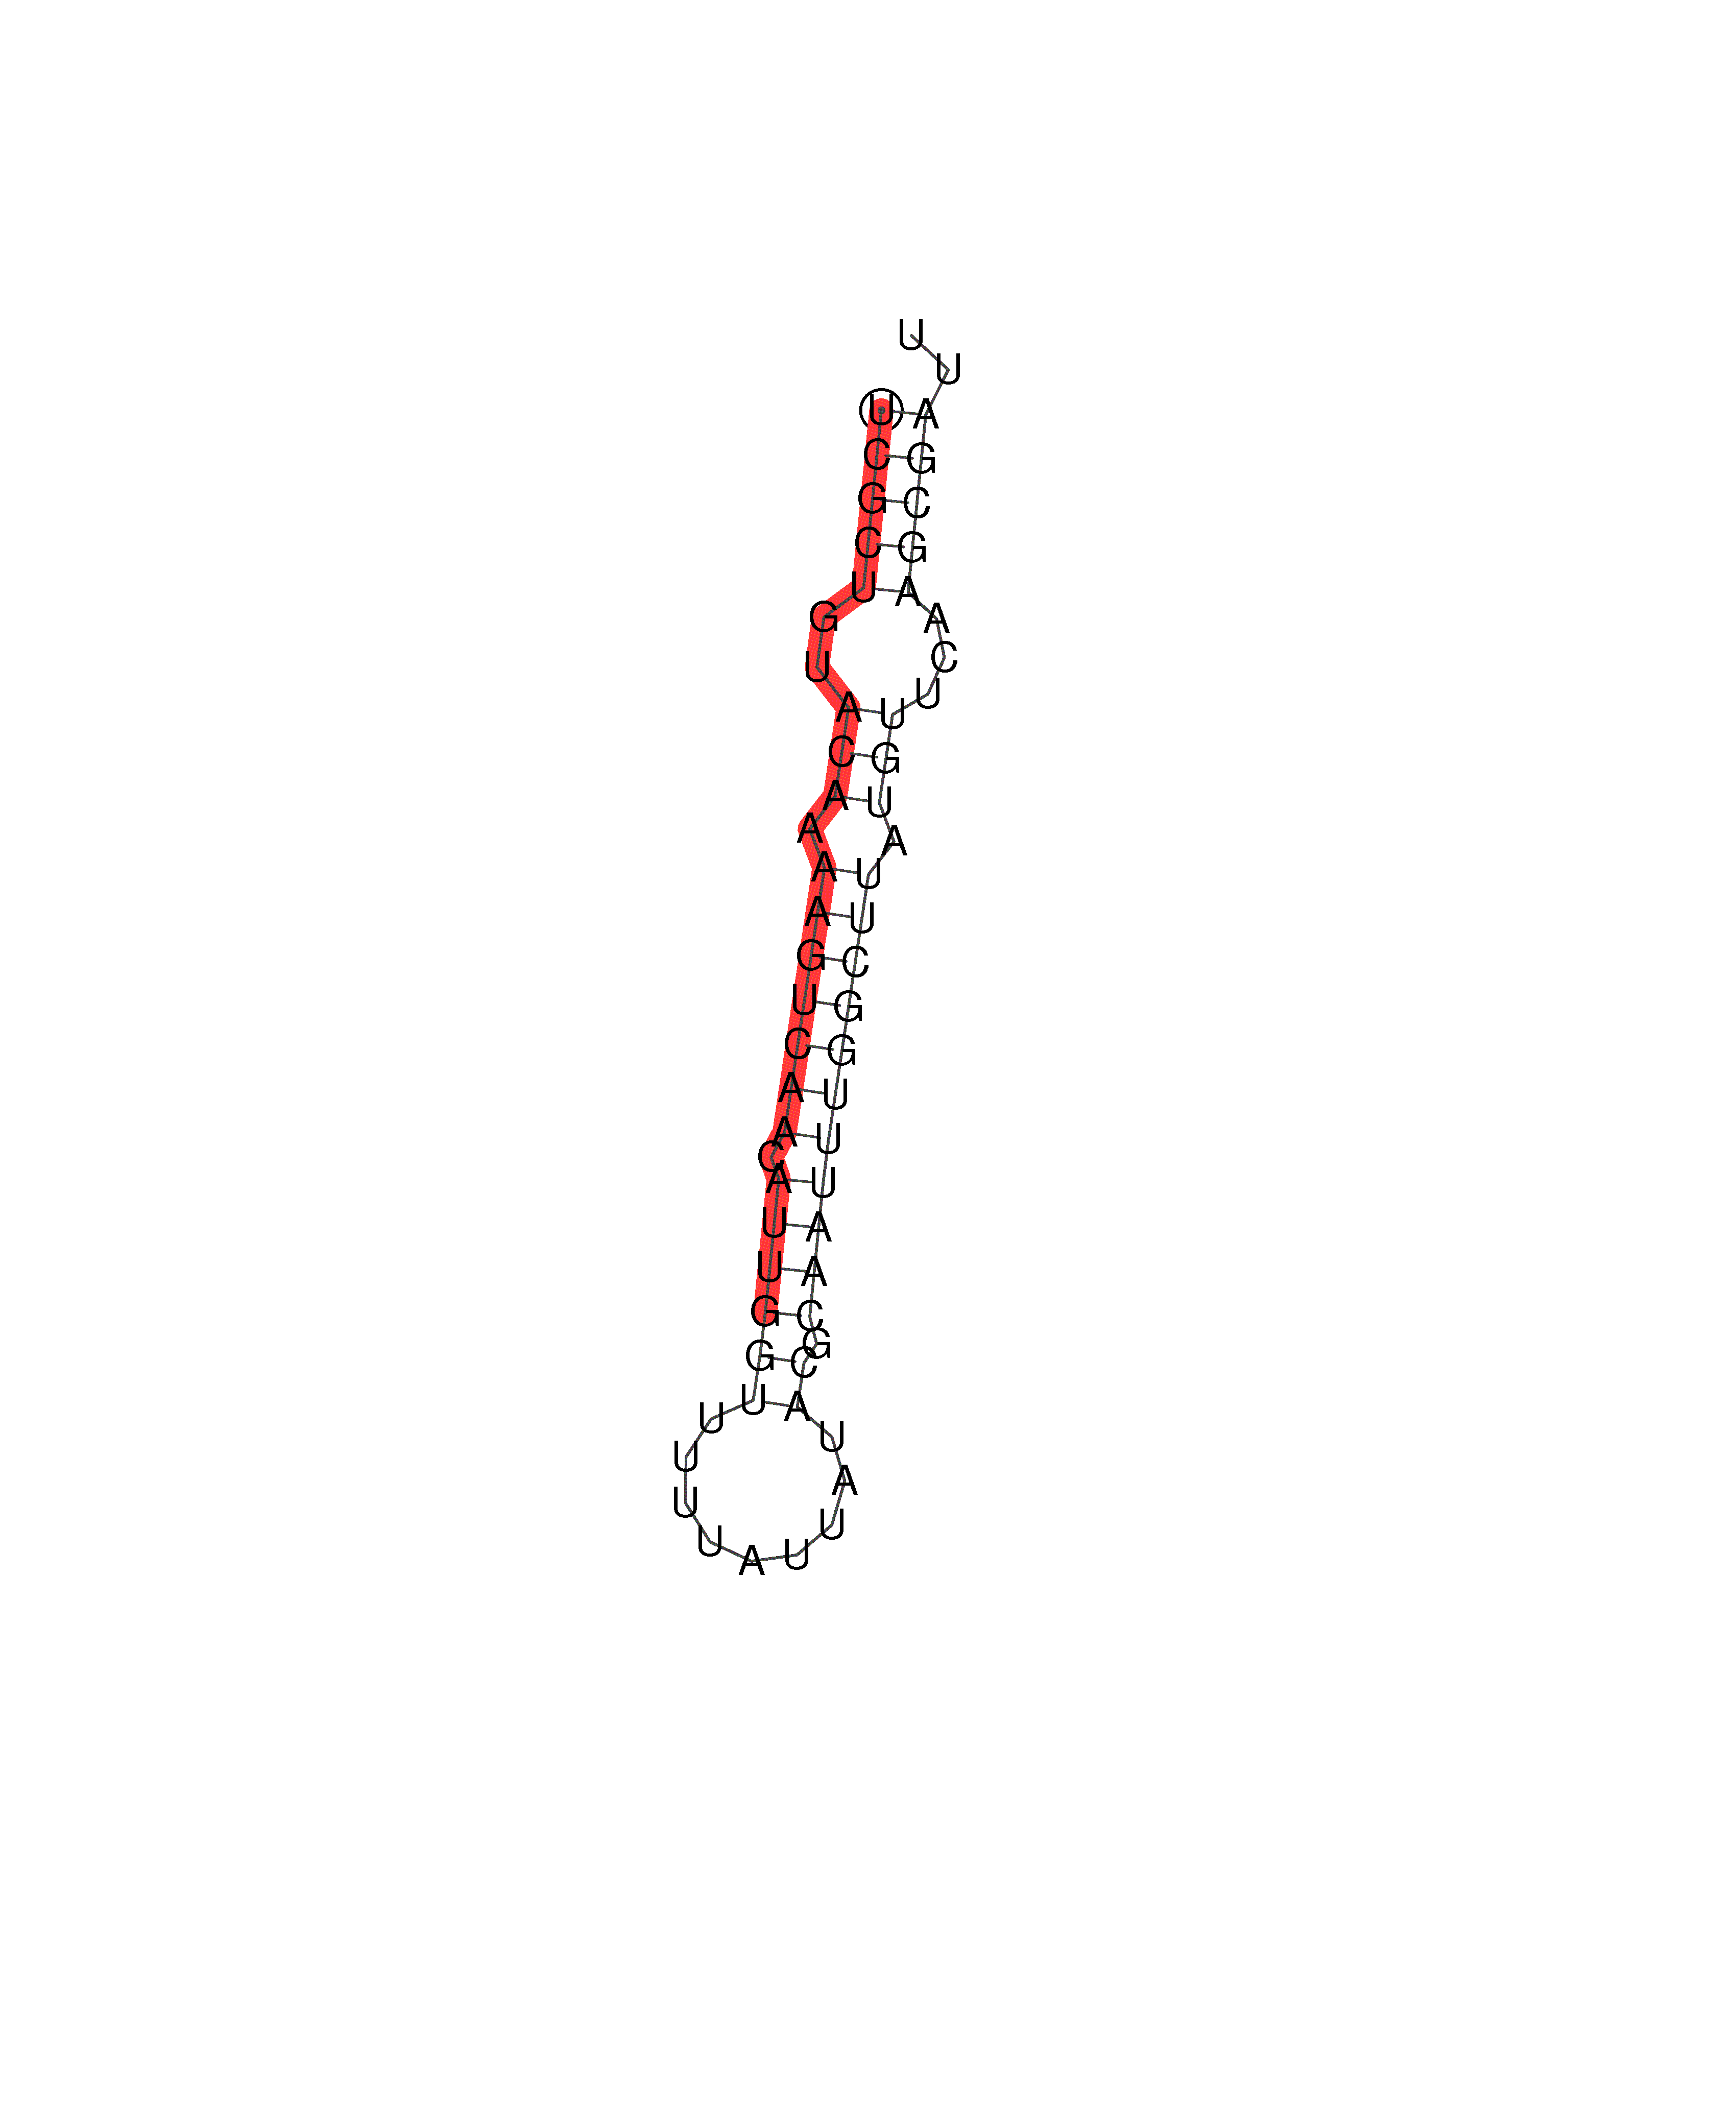

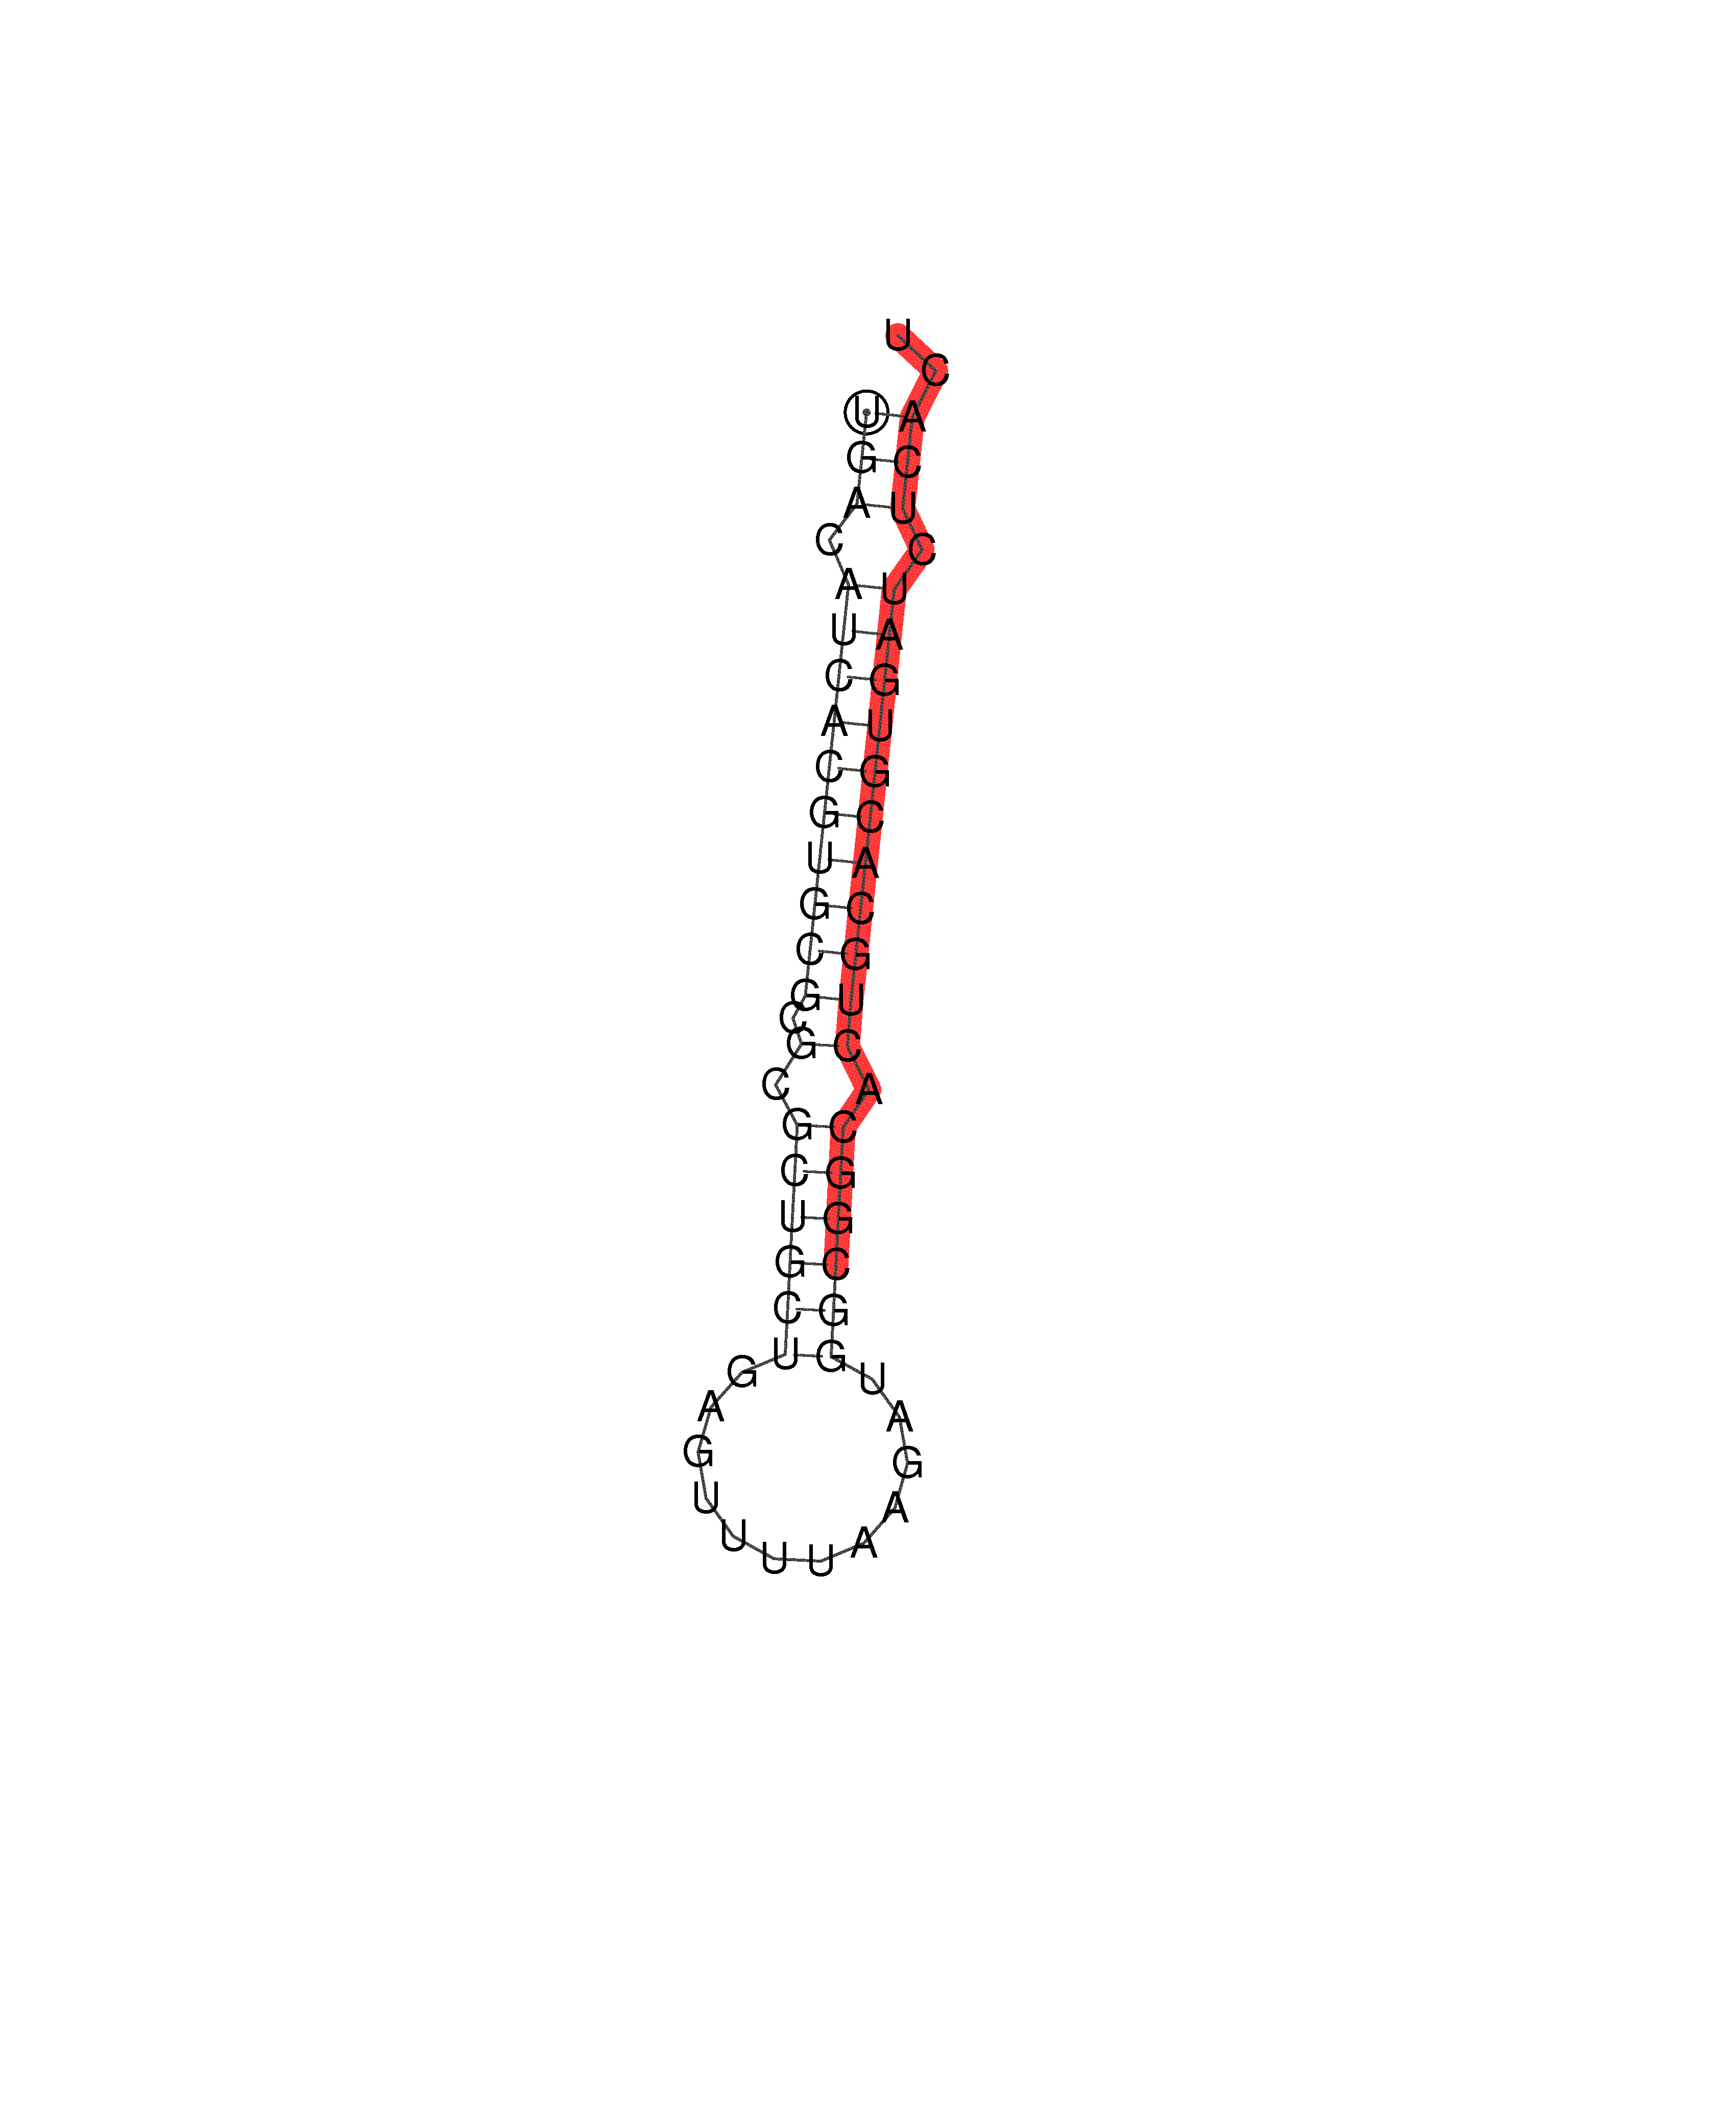
H Fig. Secondary structure for novel_11

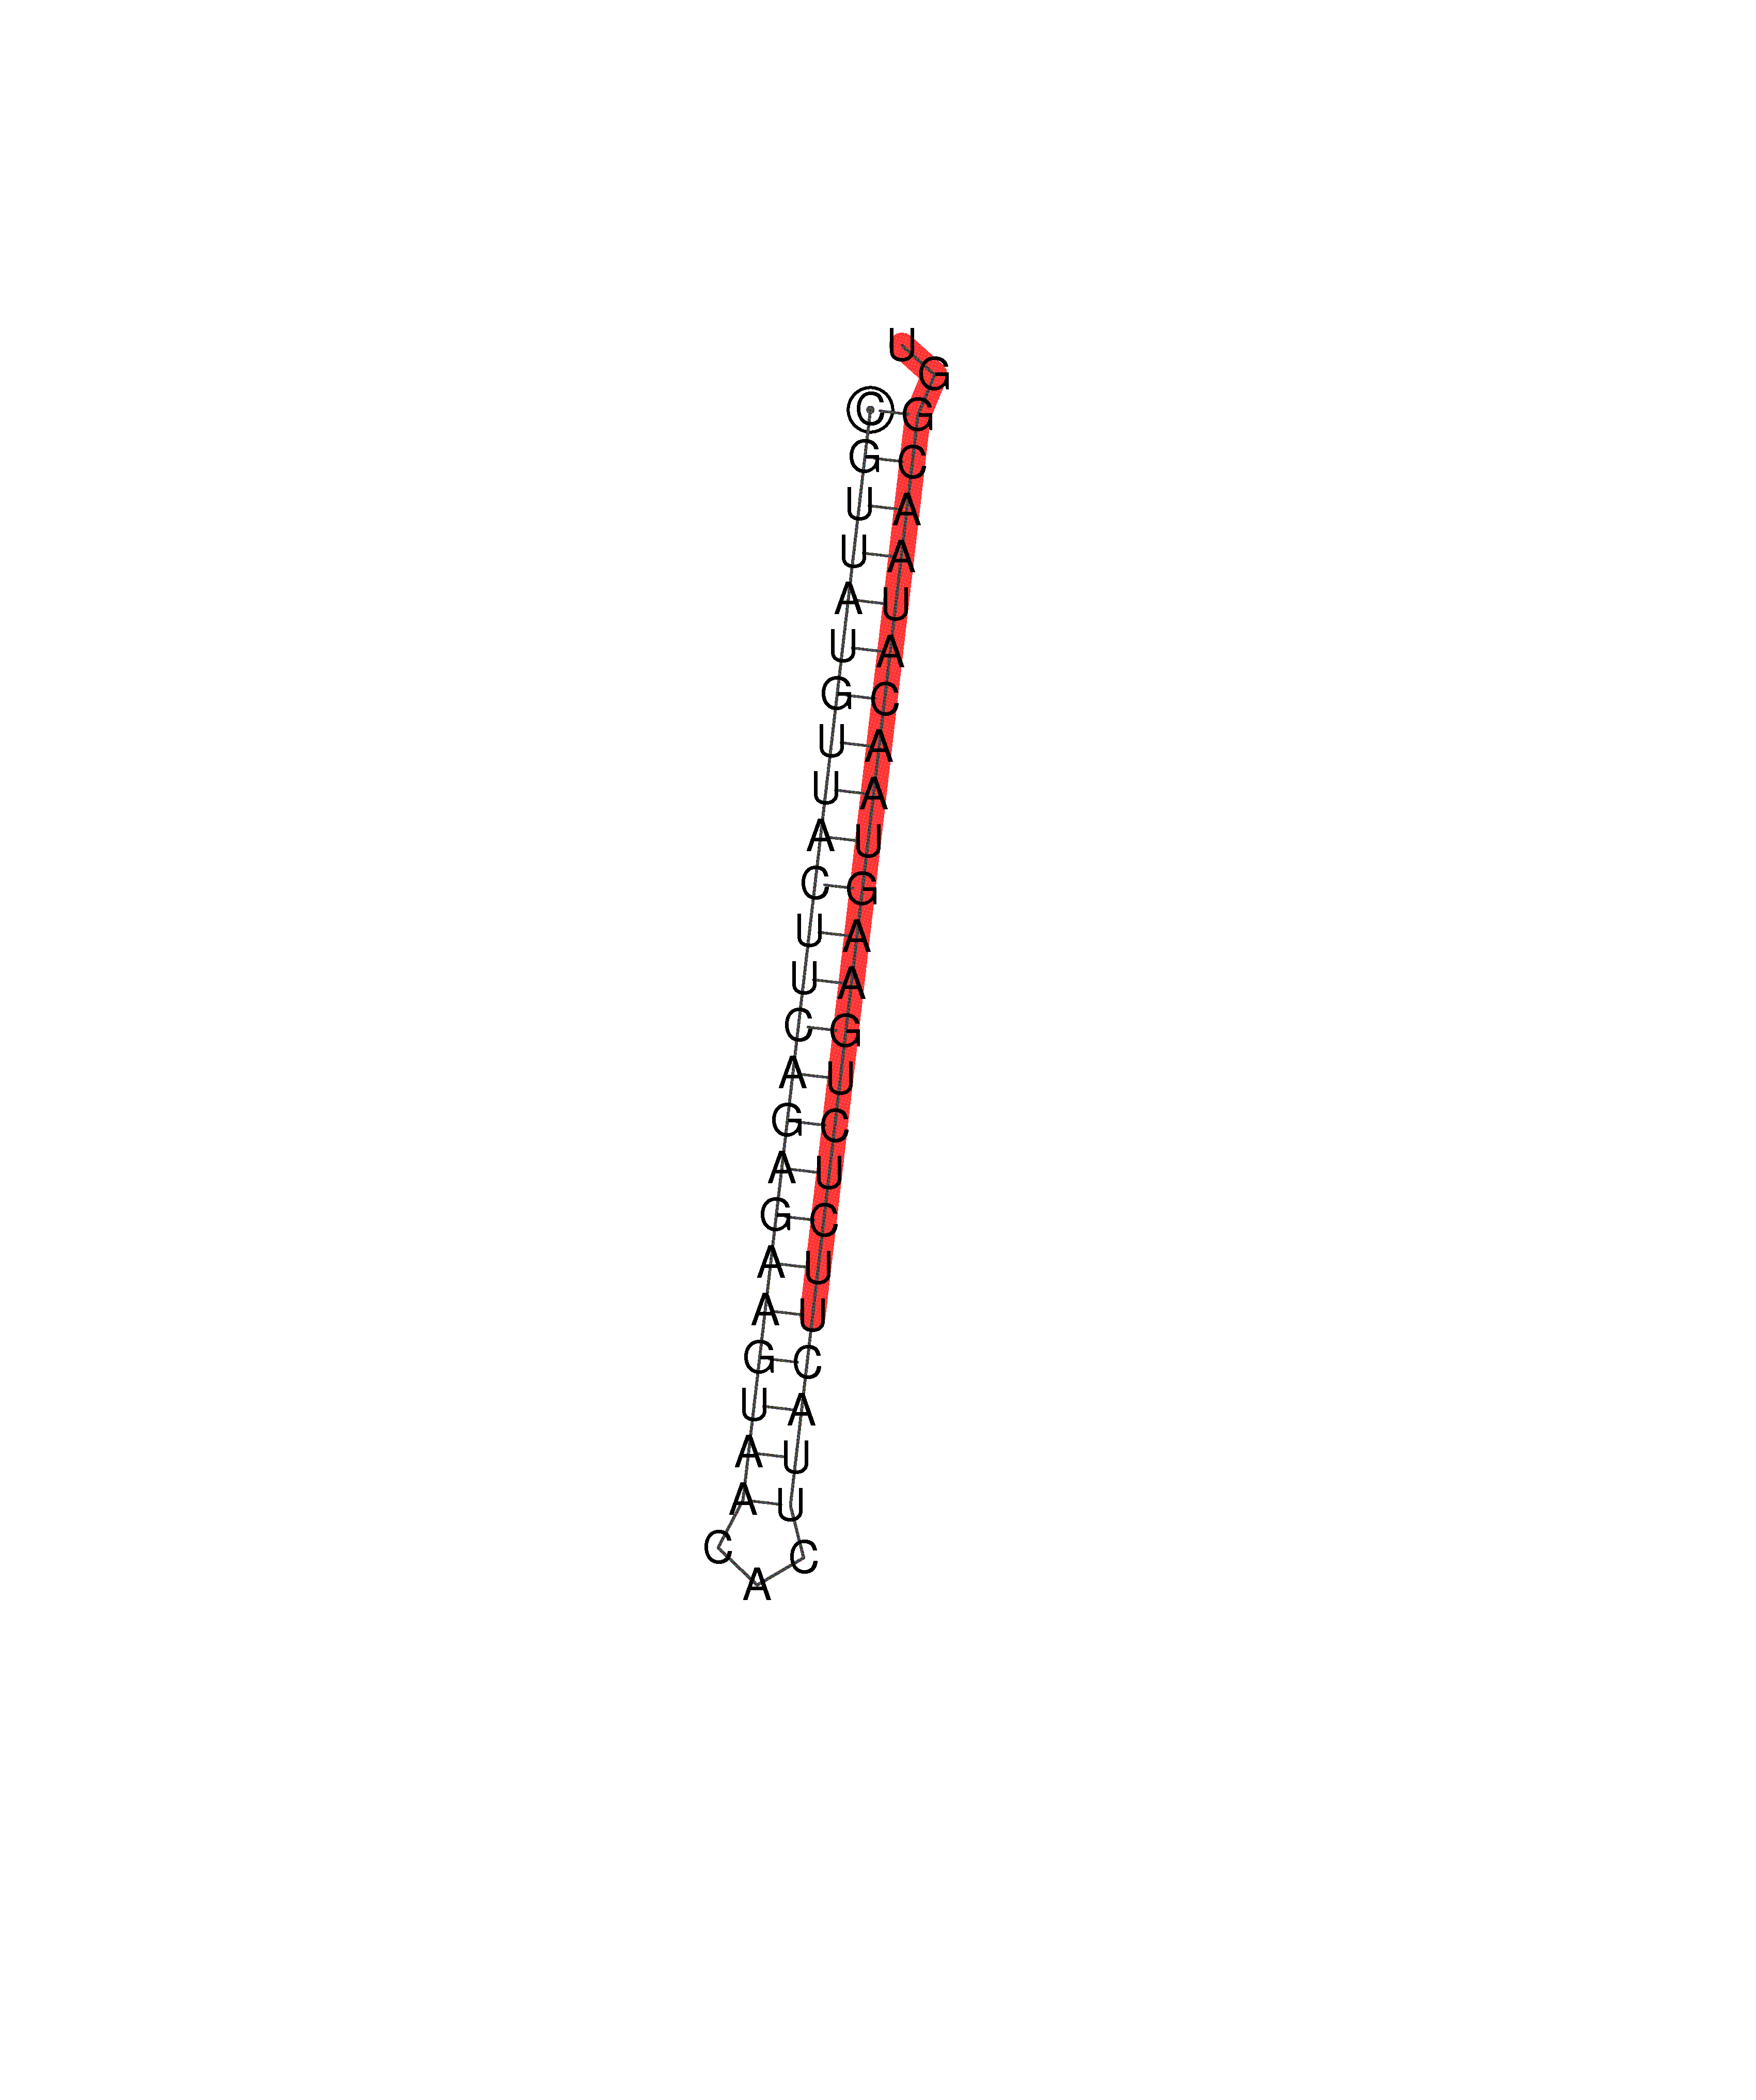

I Fig. Secondary structure for novel_12

J Fig.
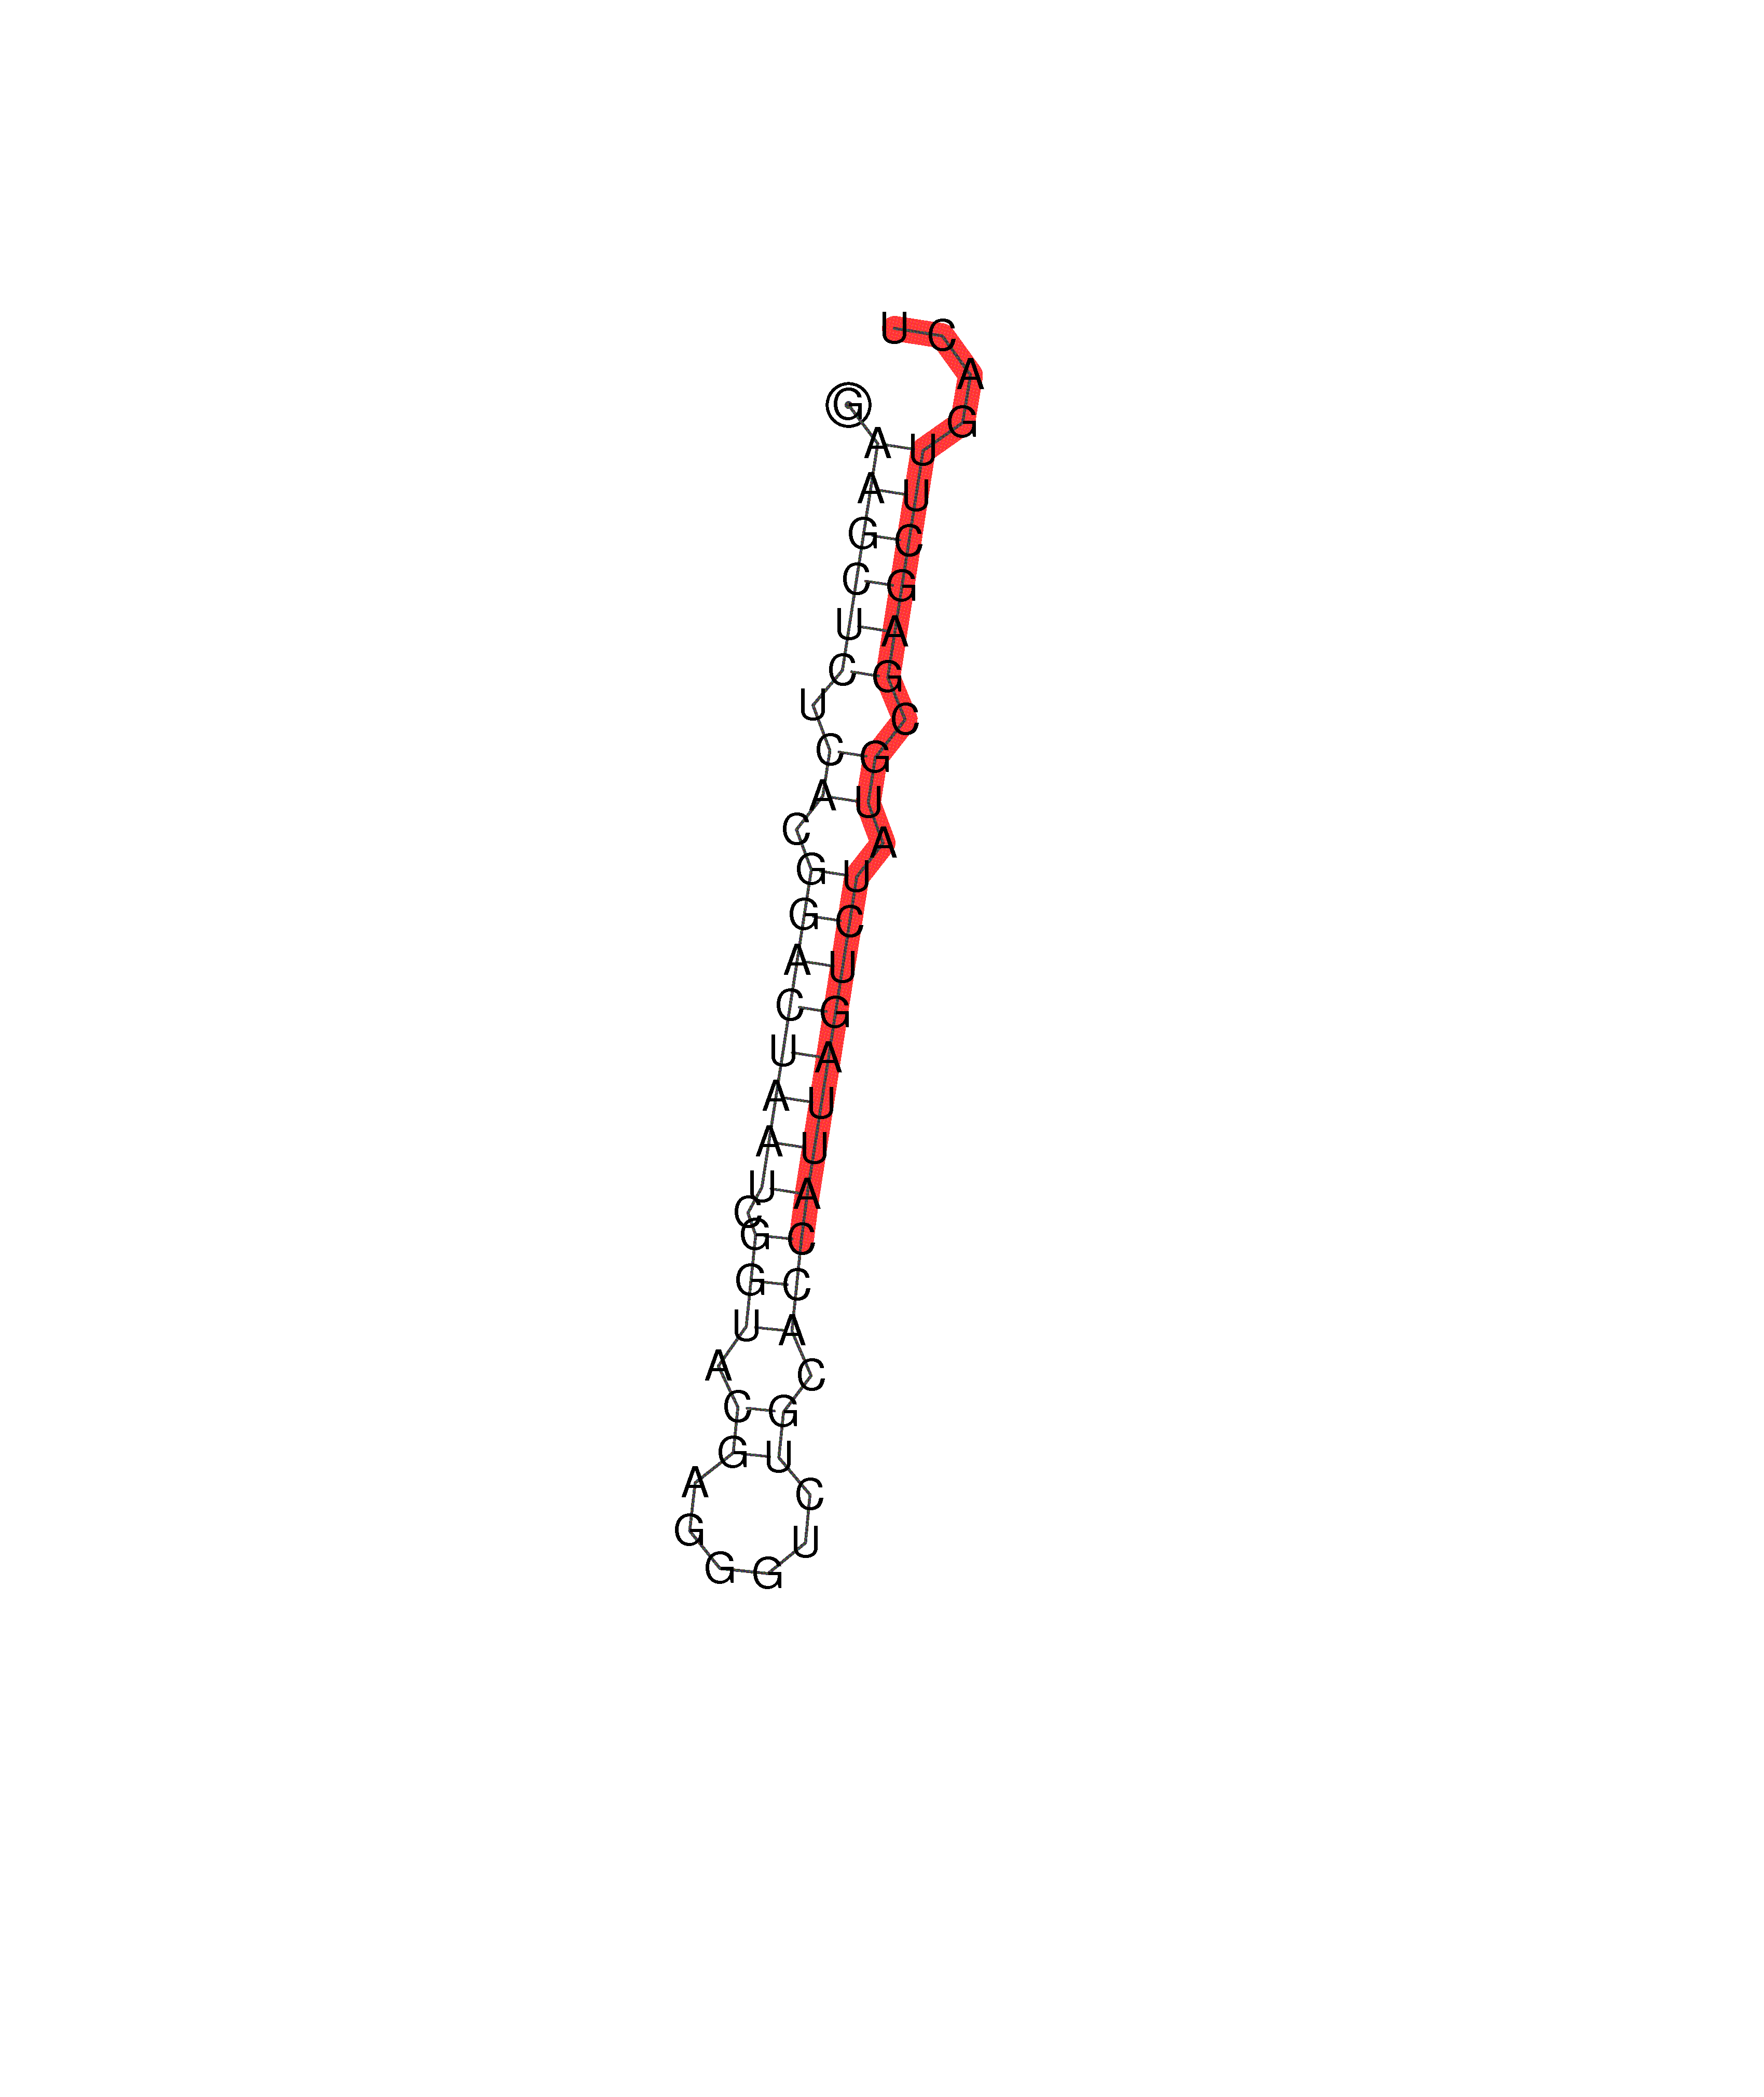
Secondary structure for novel_14

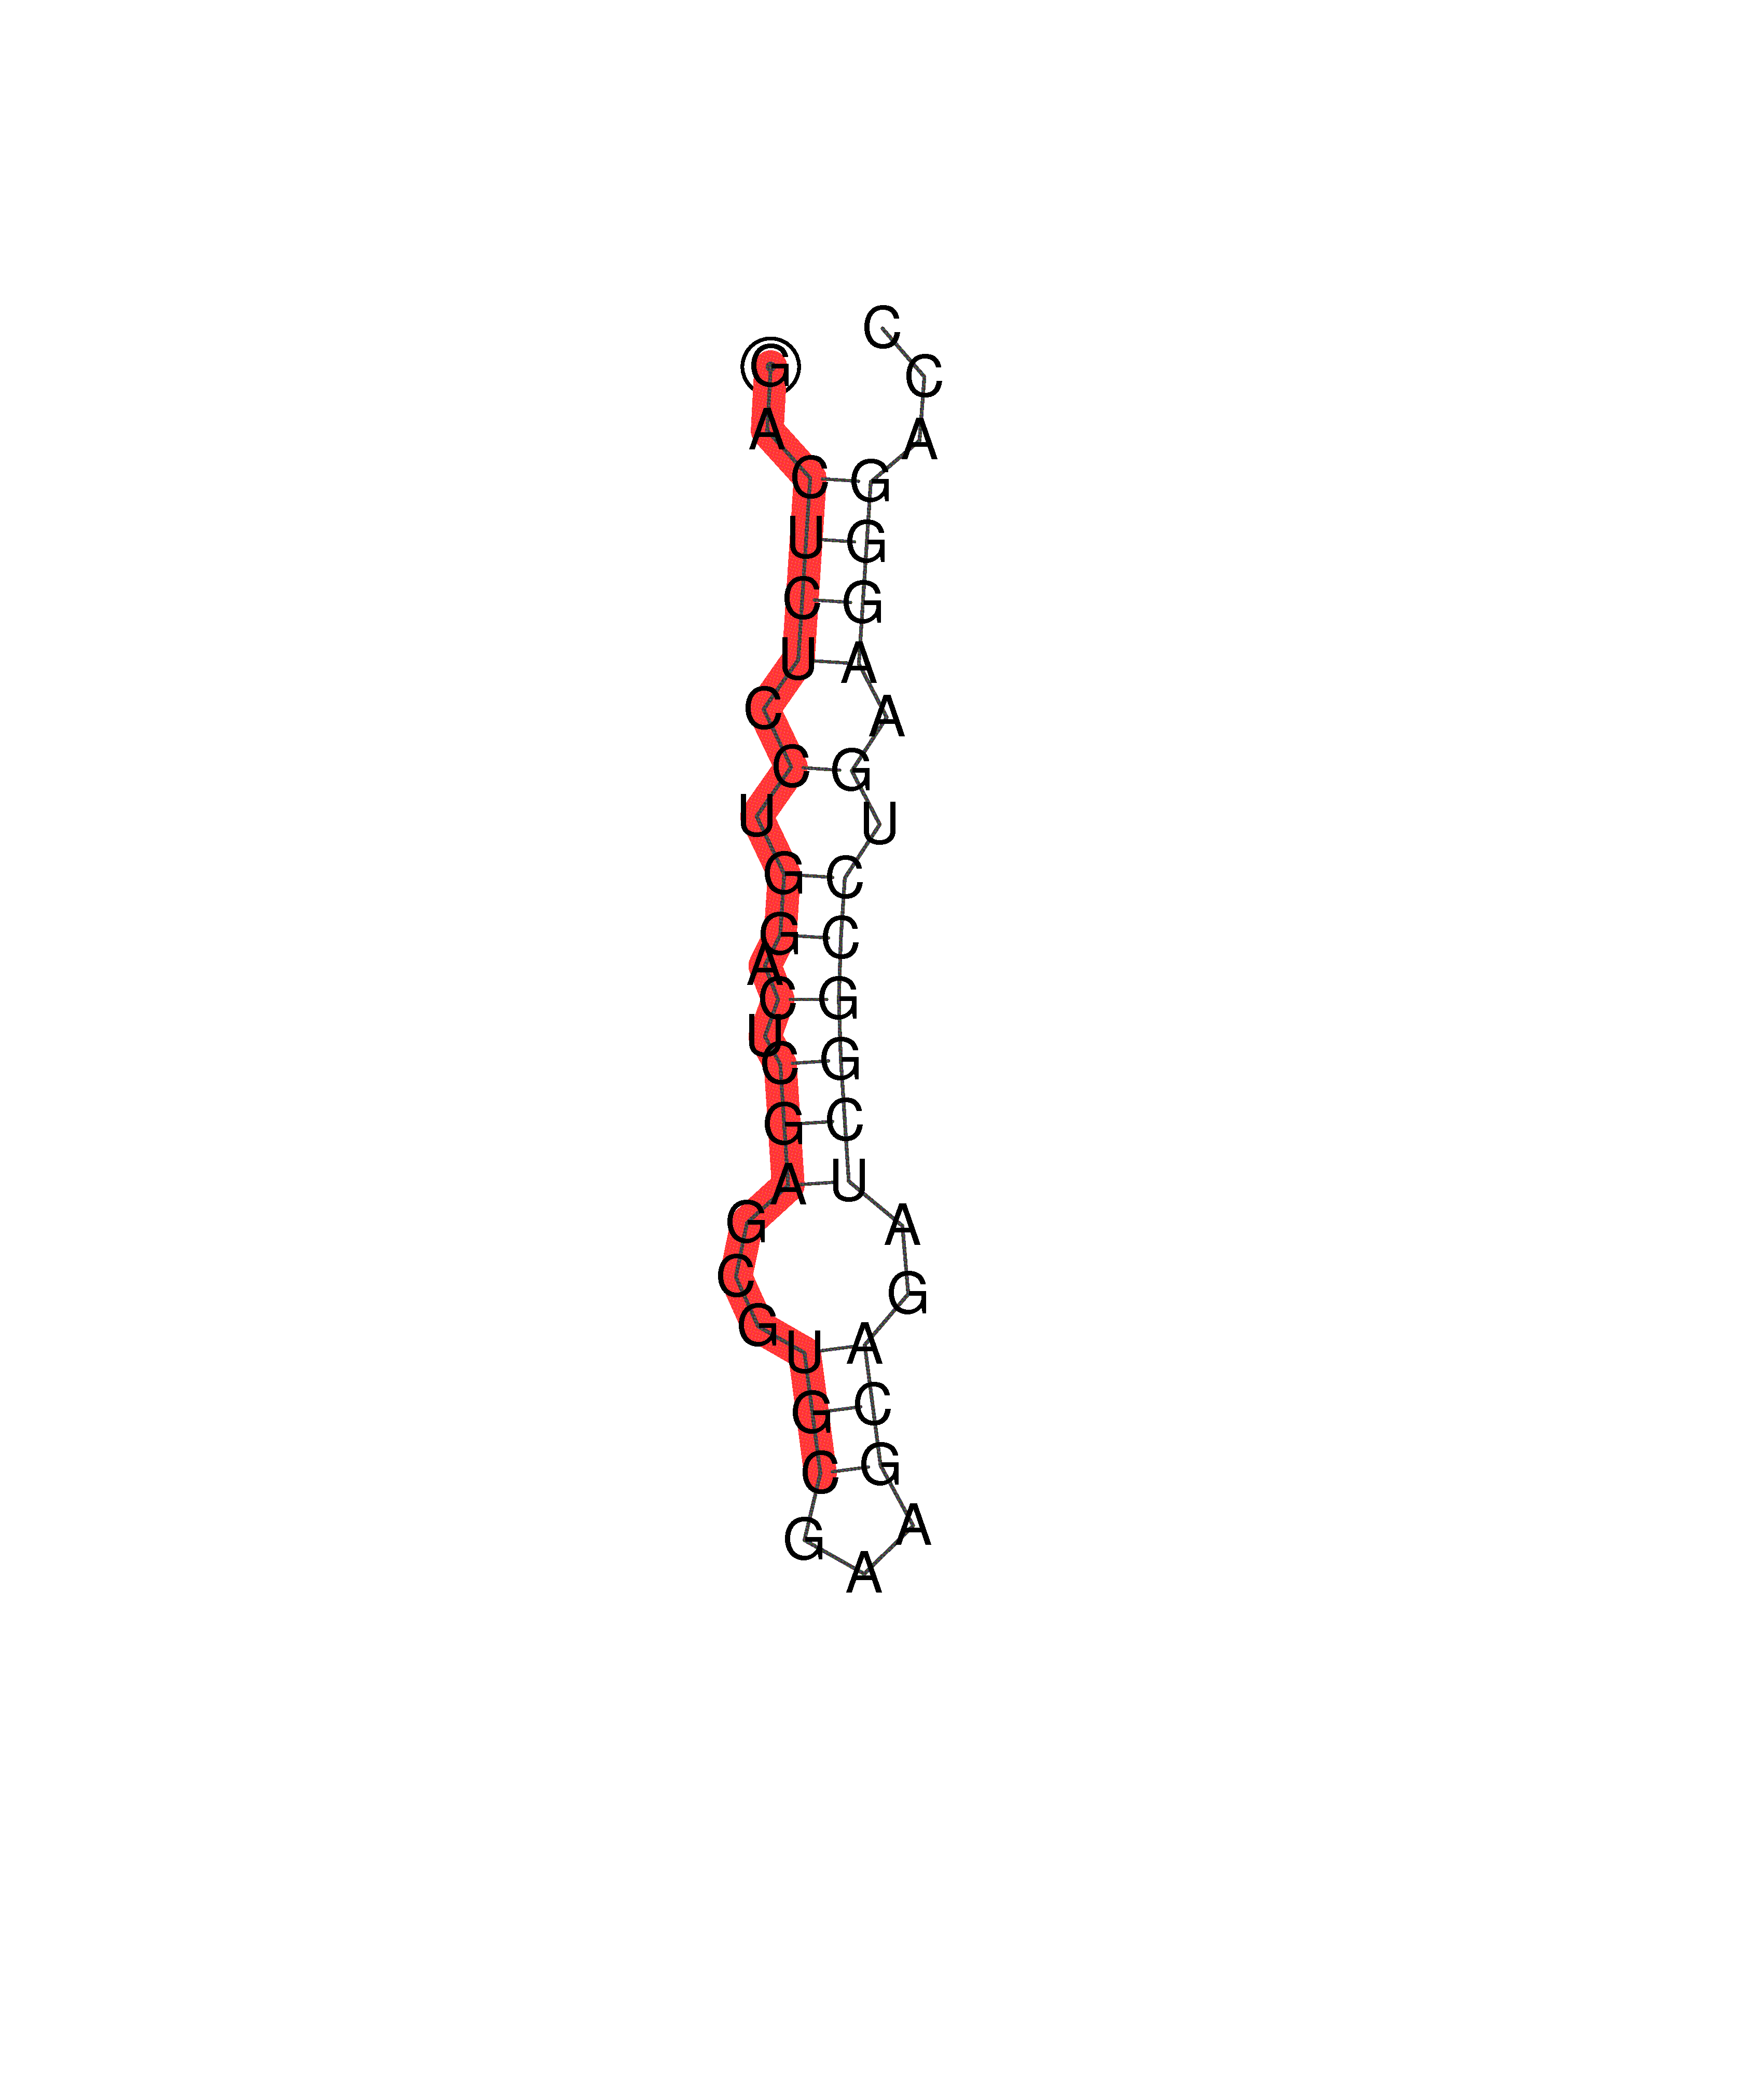

K Fig. Secondary structure for novel_15

L Fig.
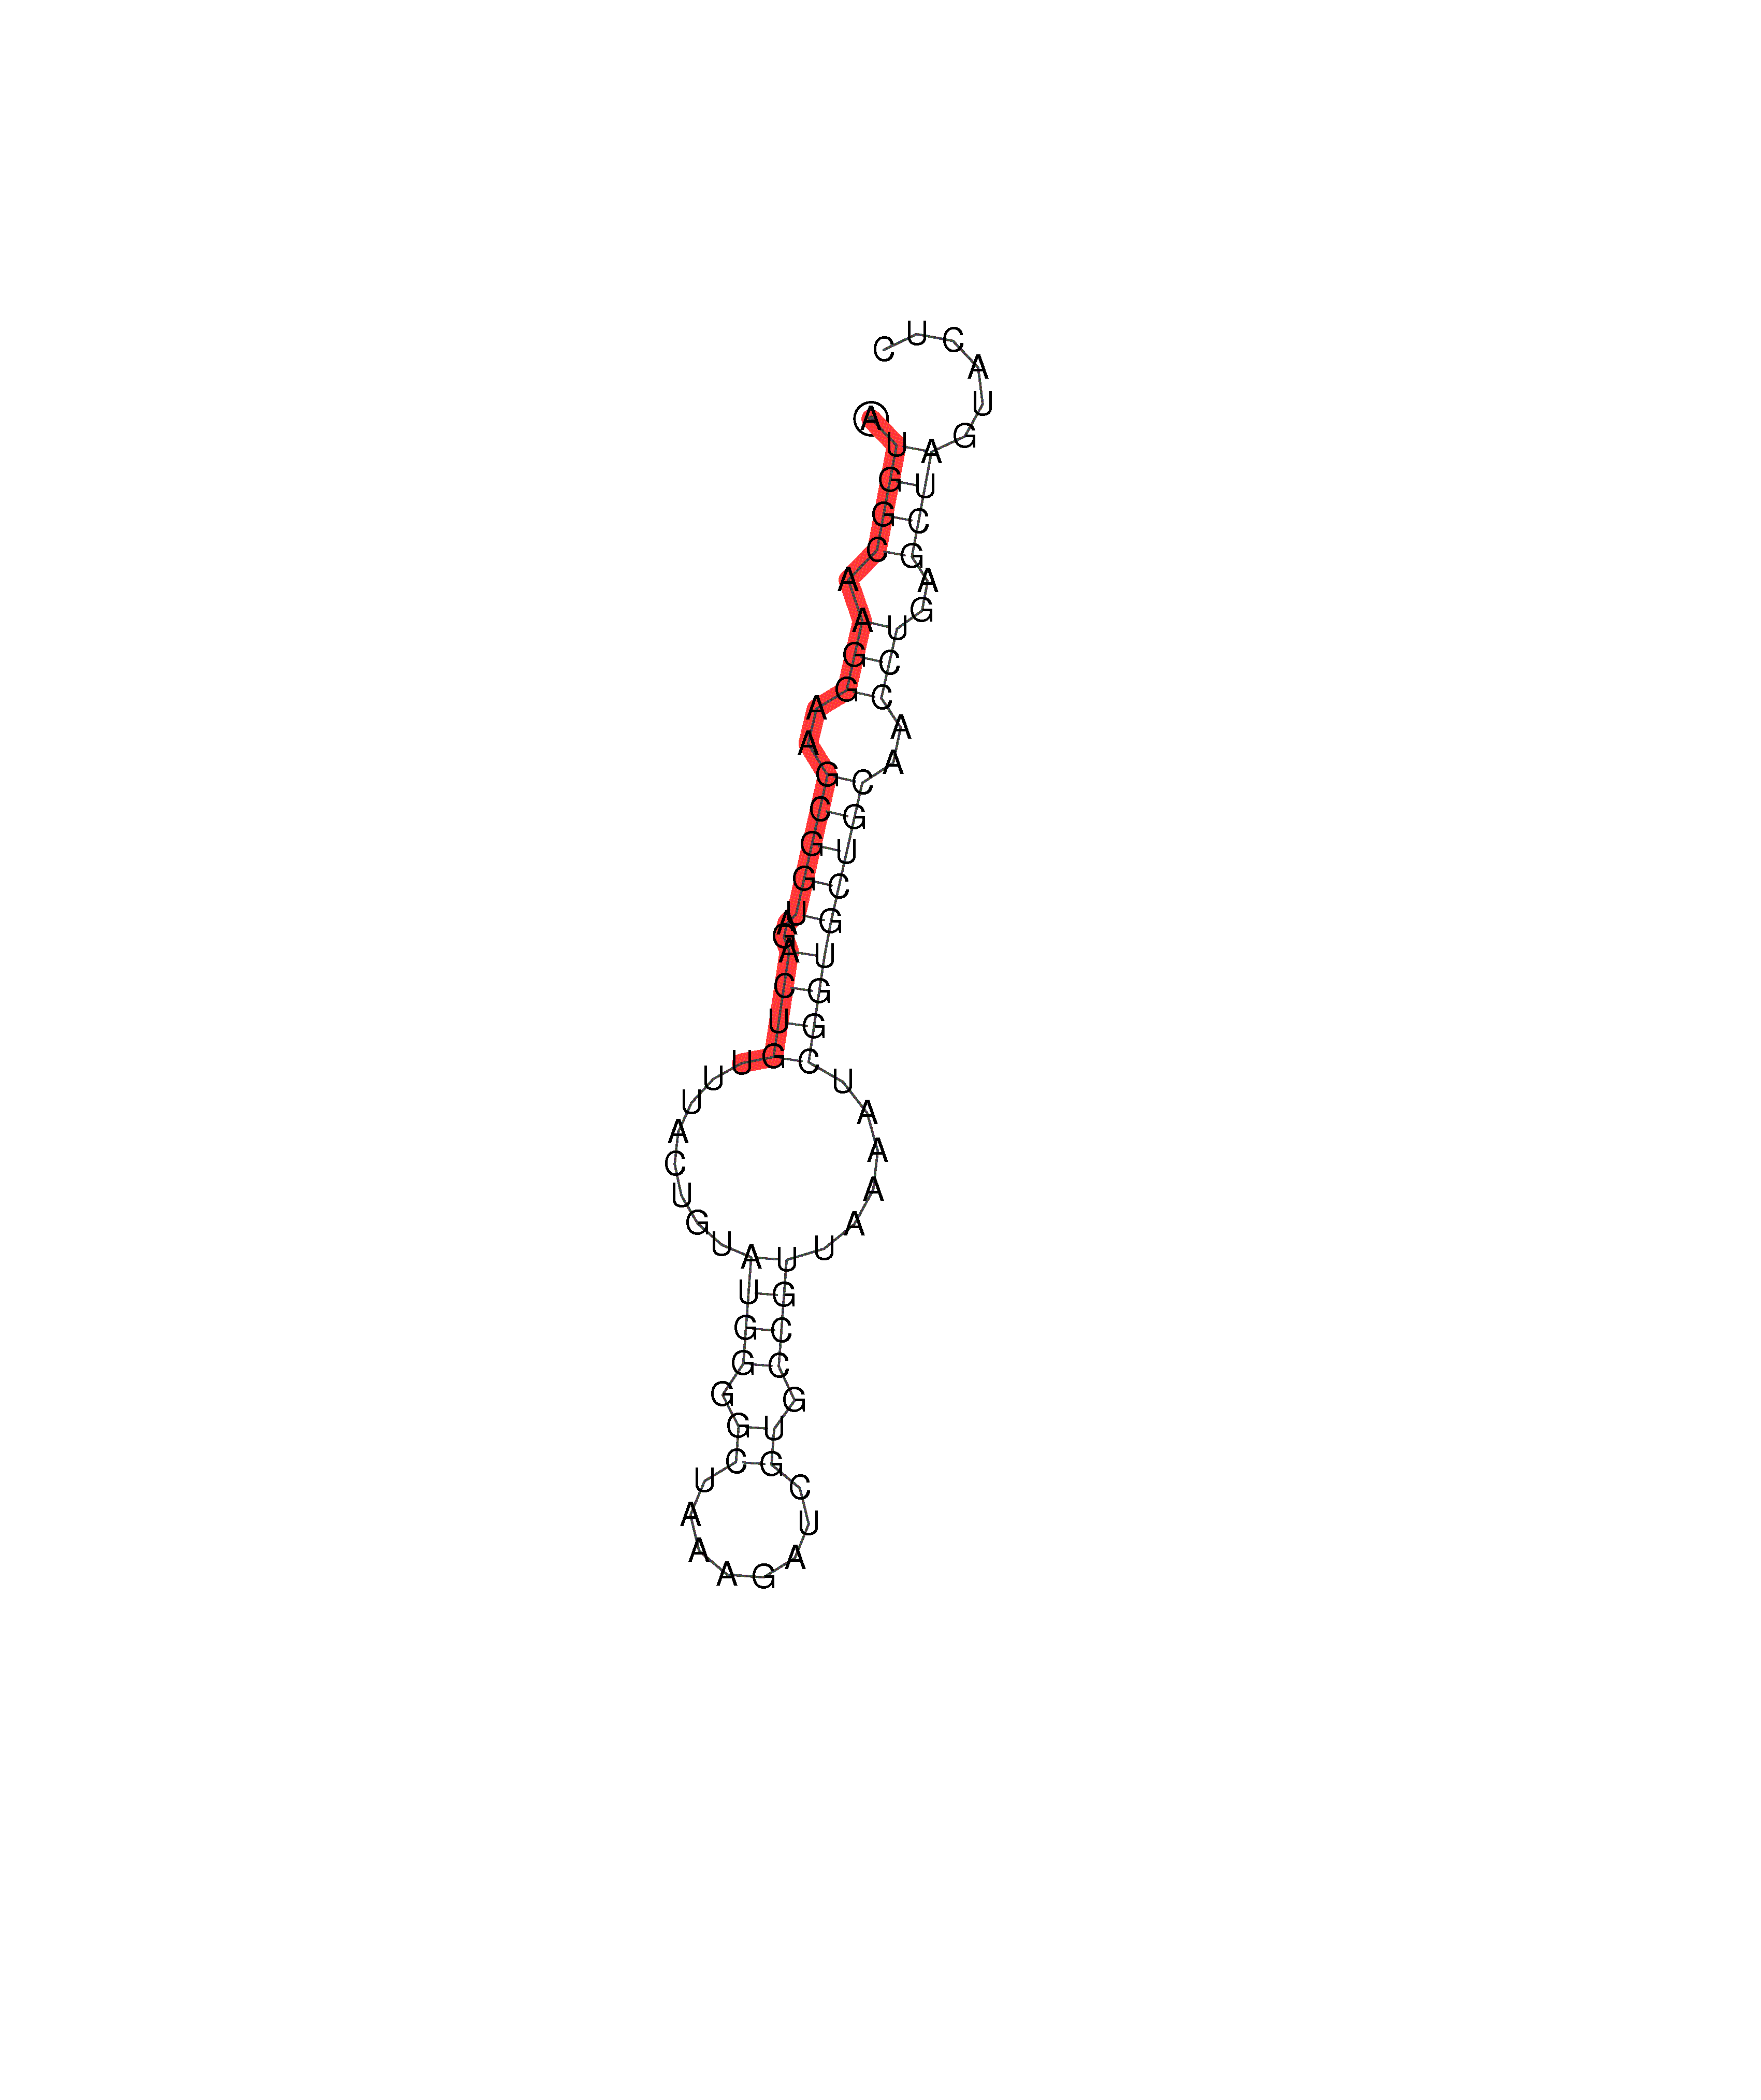
Secondary structure for novel_16

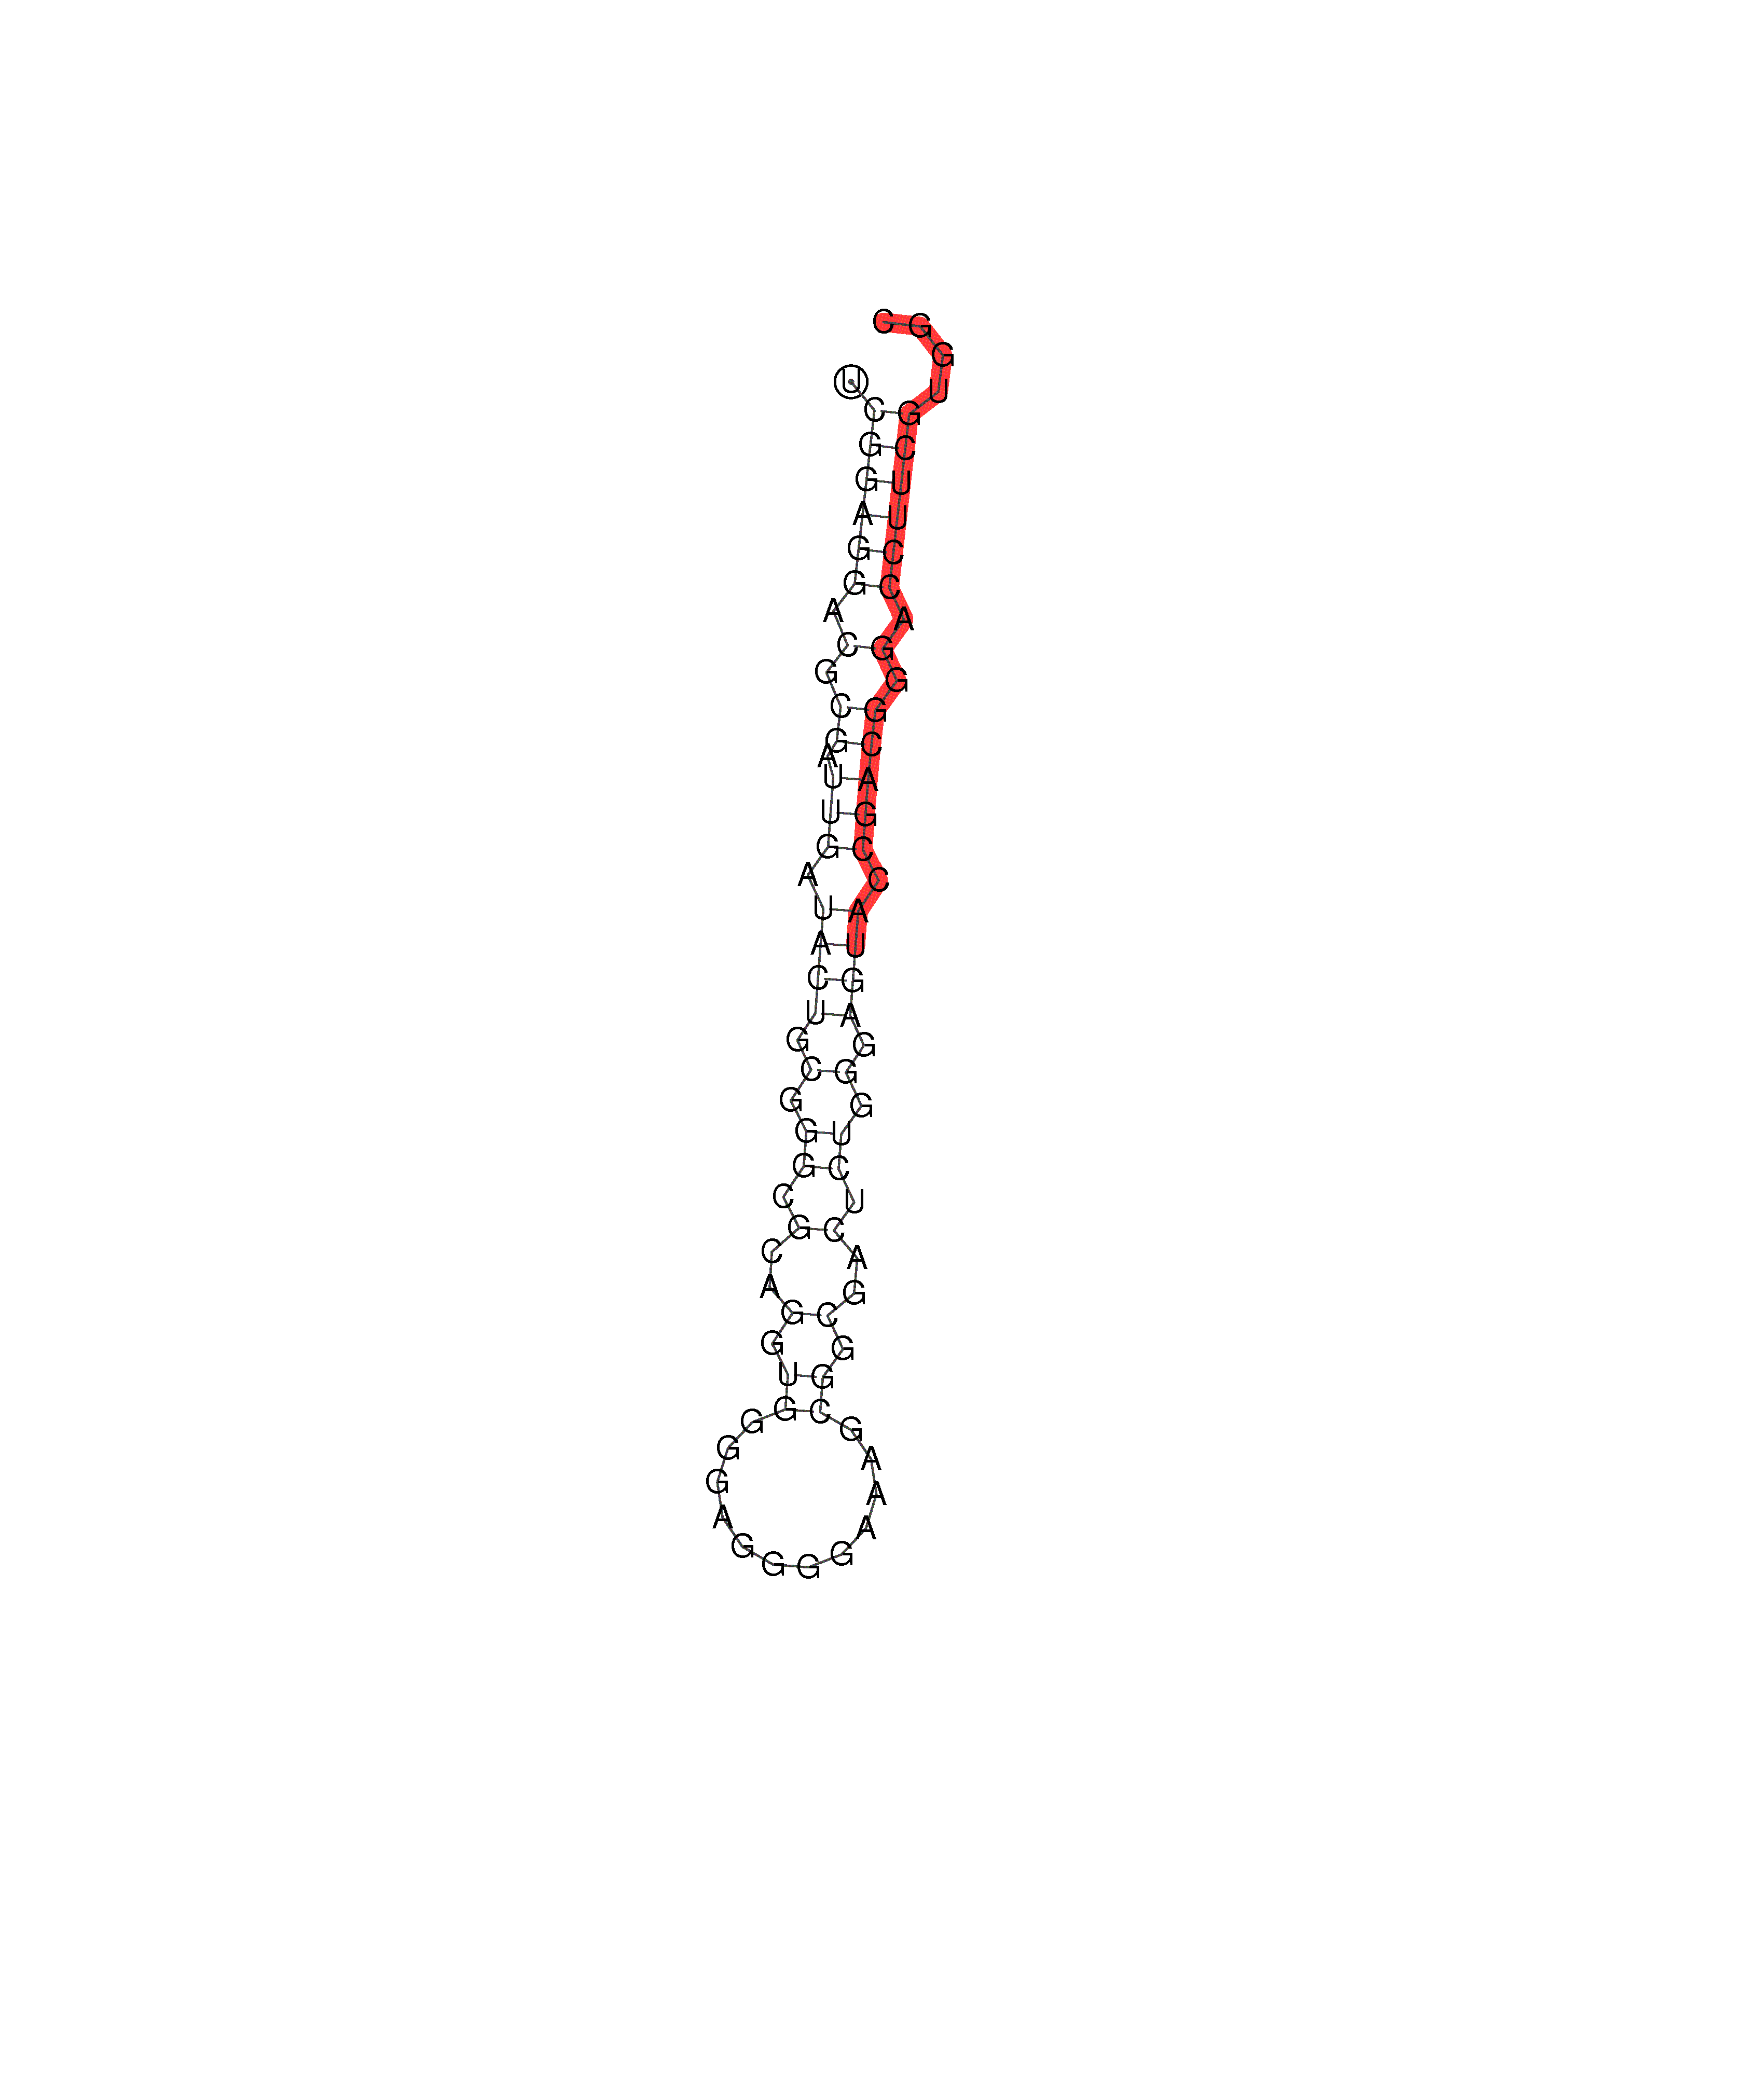

M Fig. Secondary structure for novel_19

N Fig.
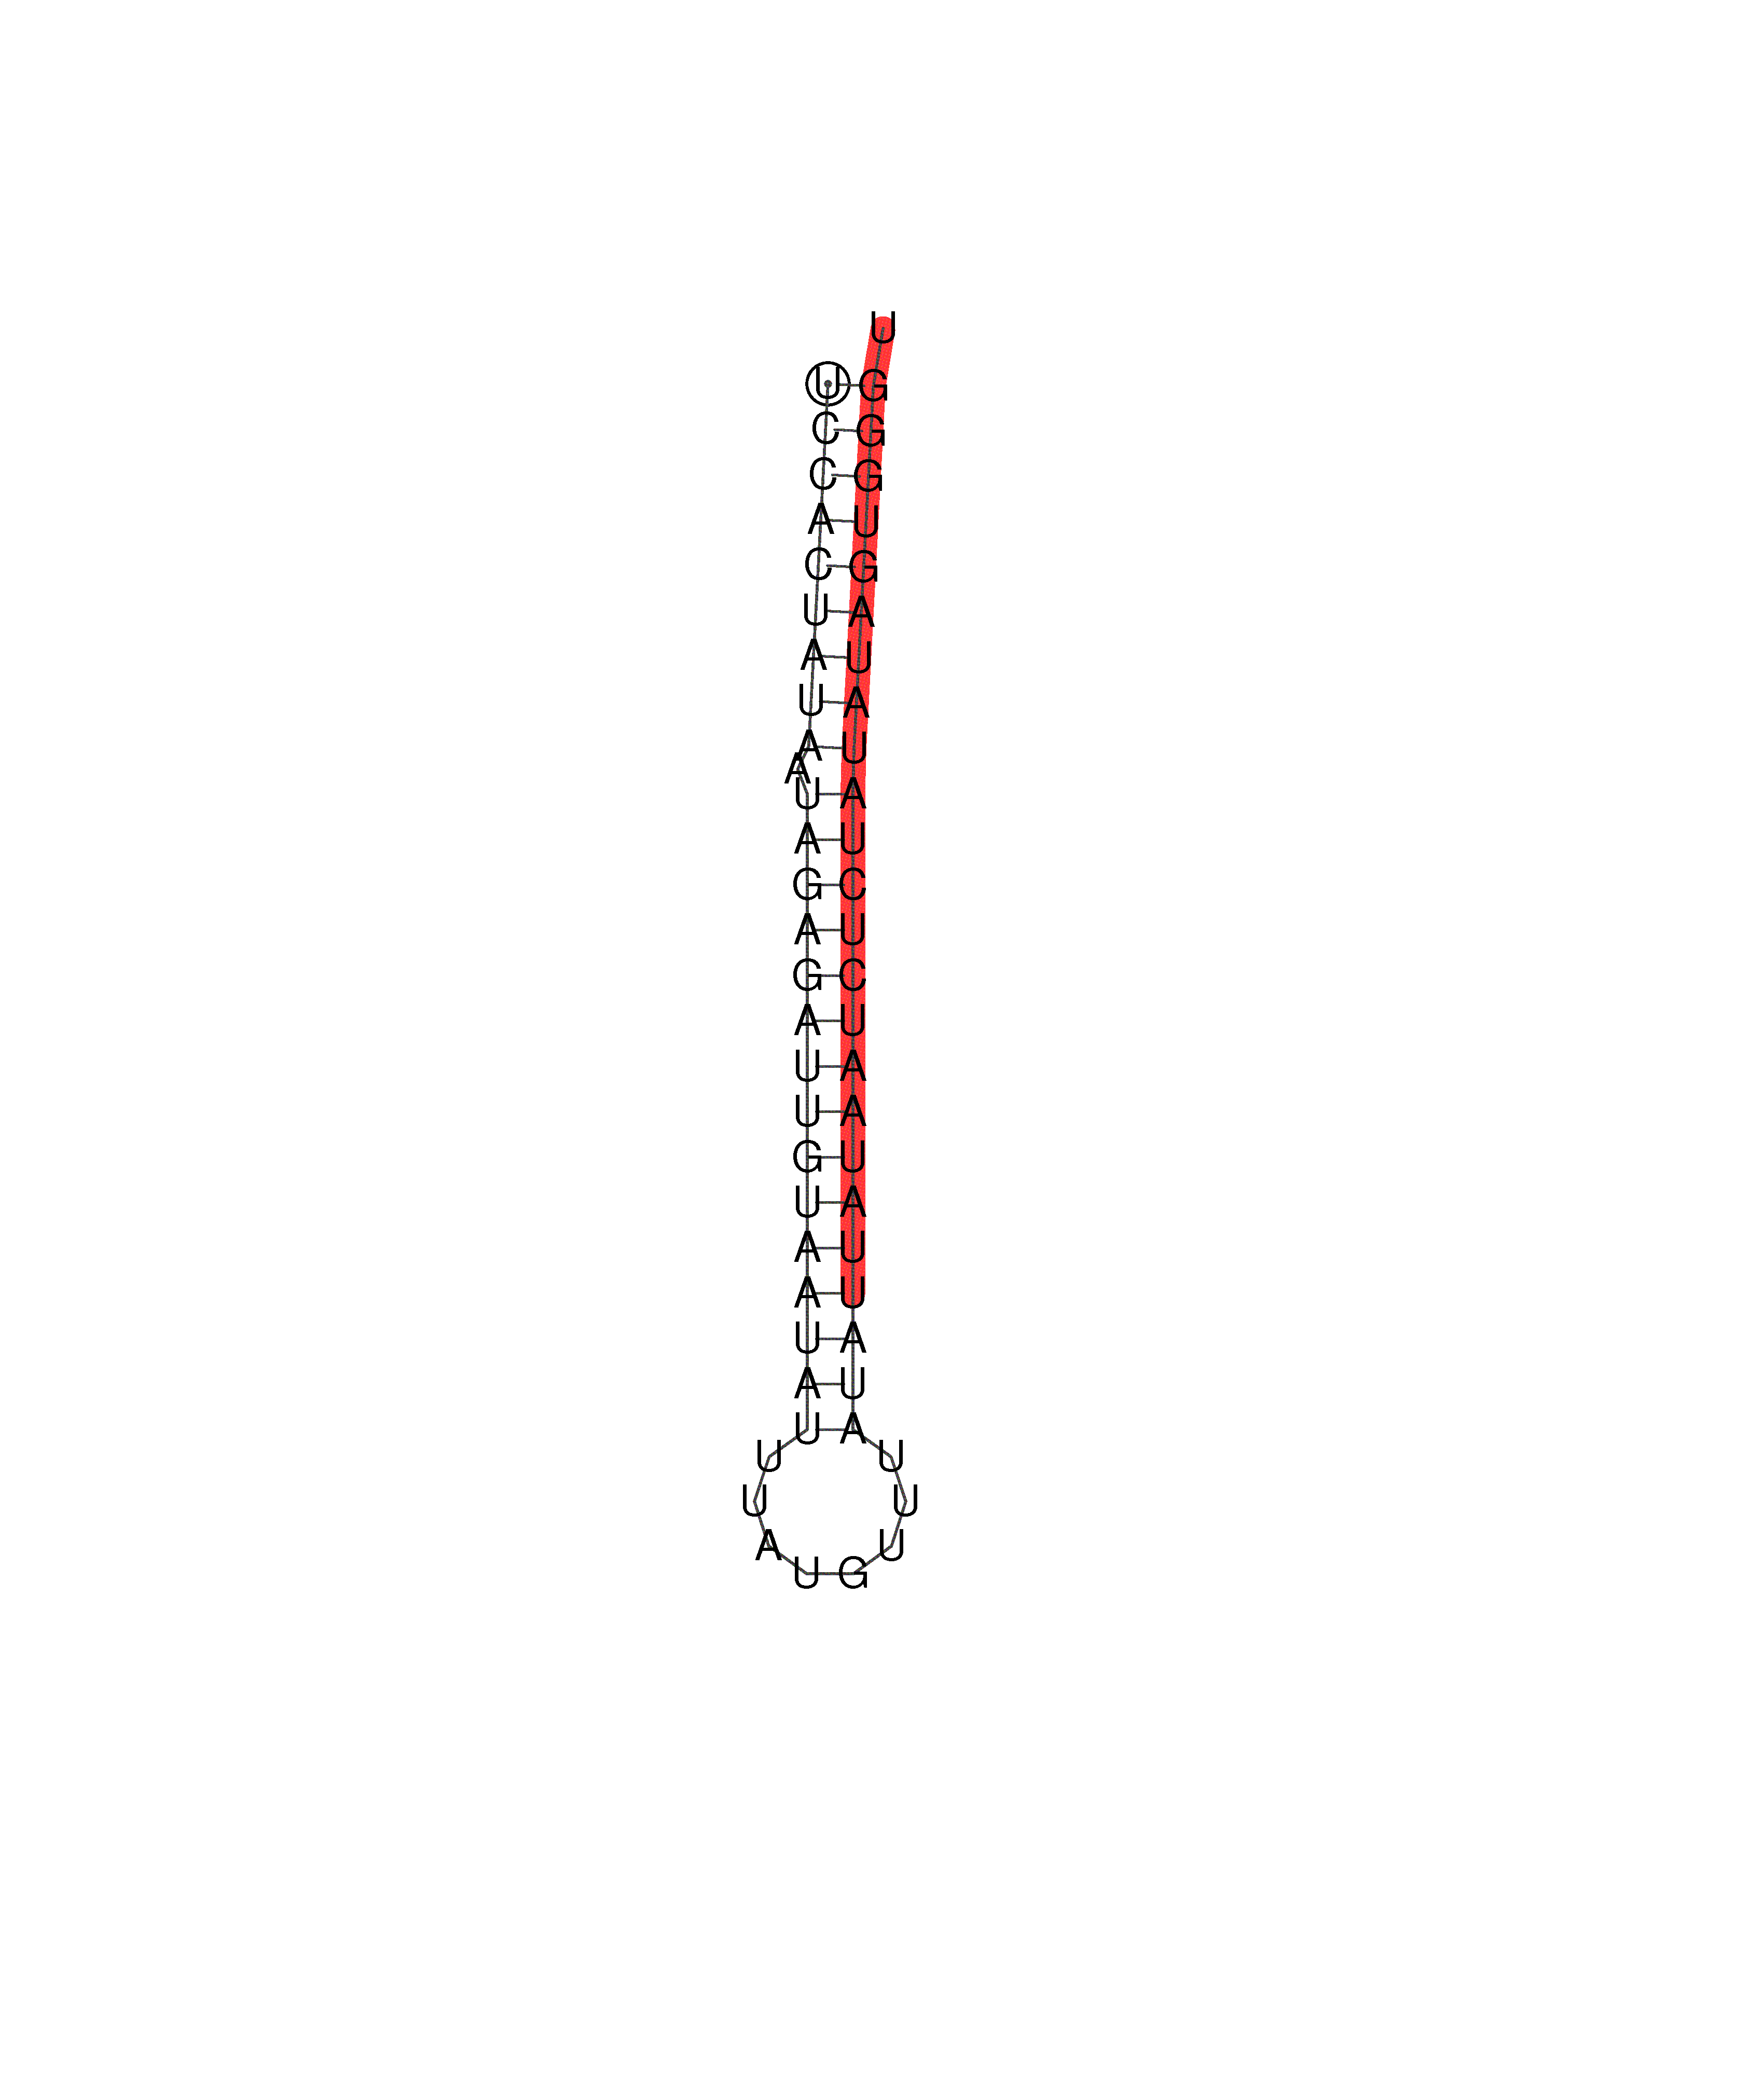
Secondary structure for novel_20

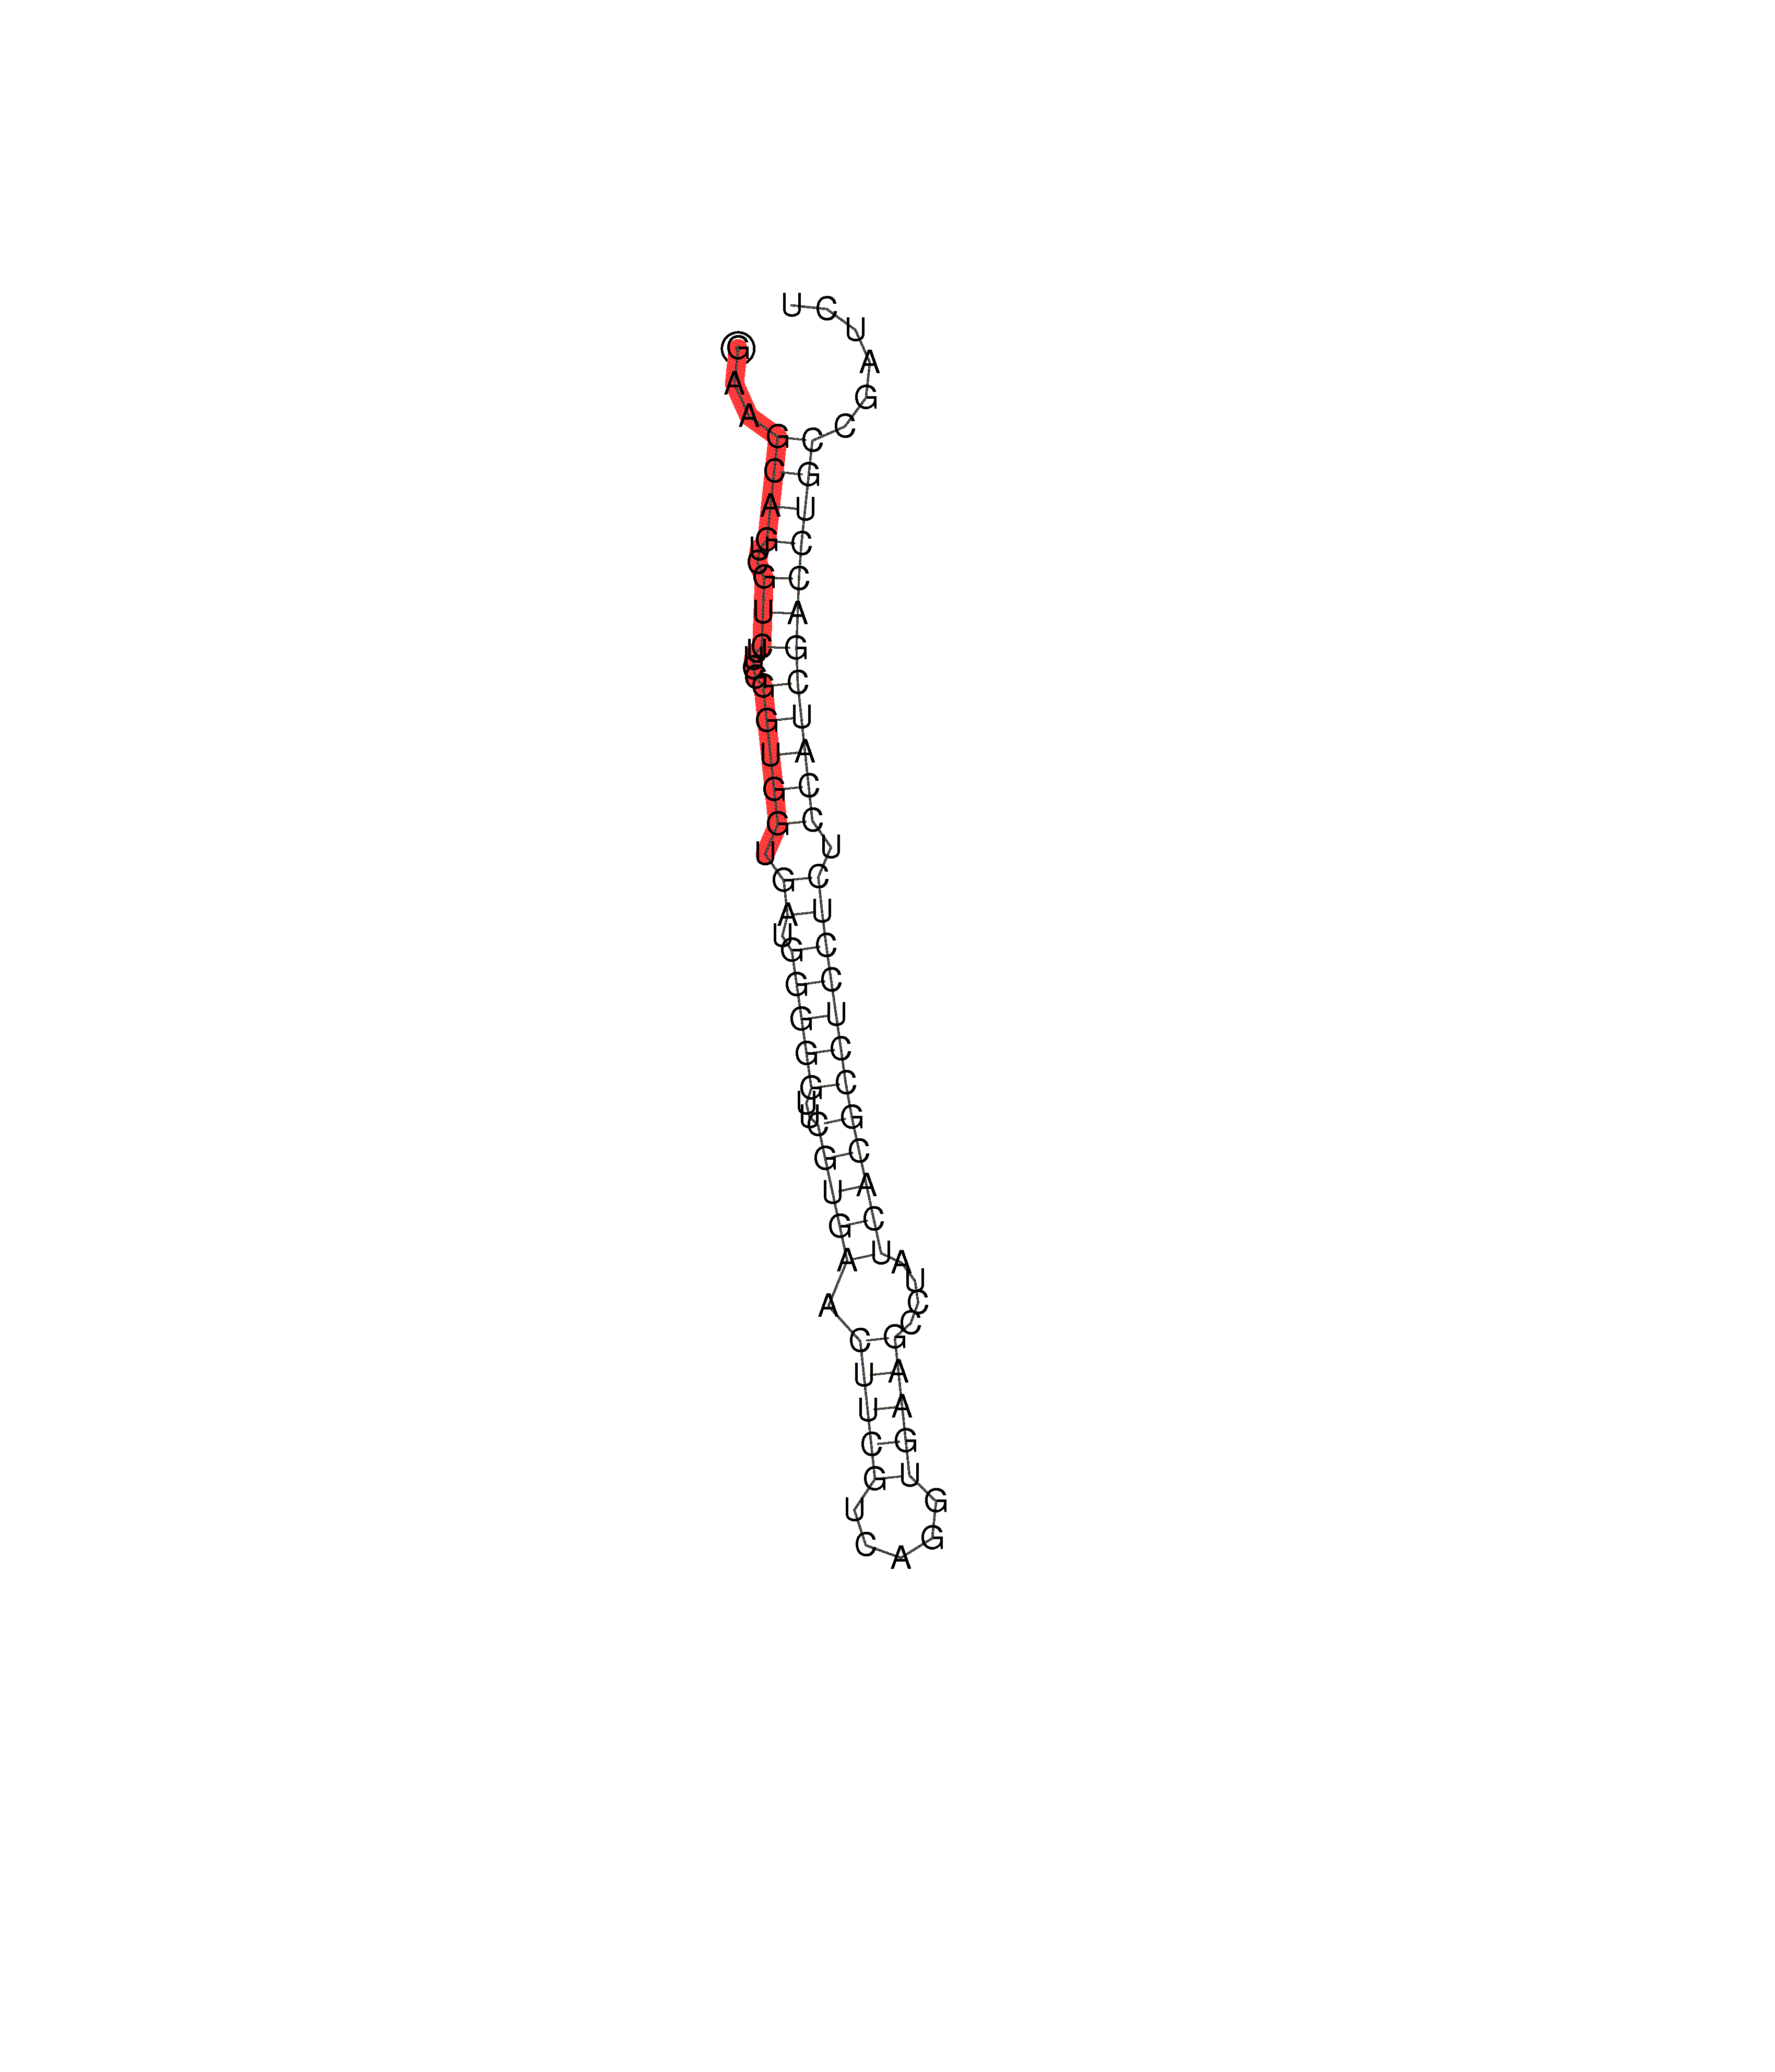

O Fig. Secondary structure for novel_21

P Fig.
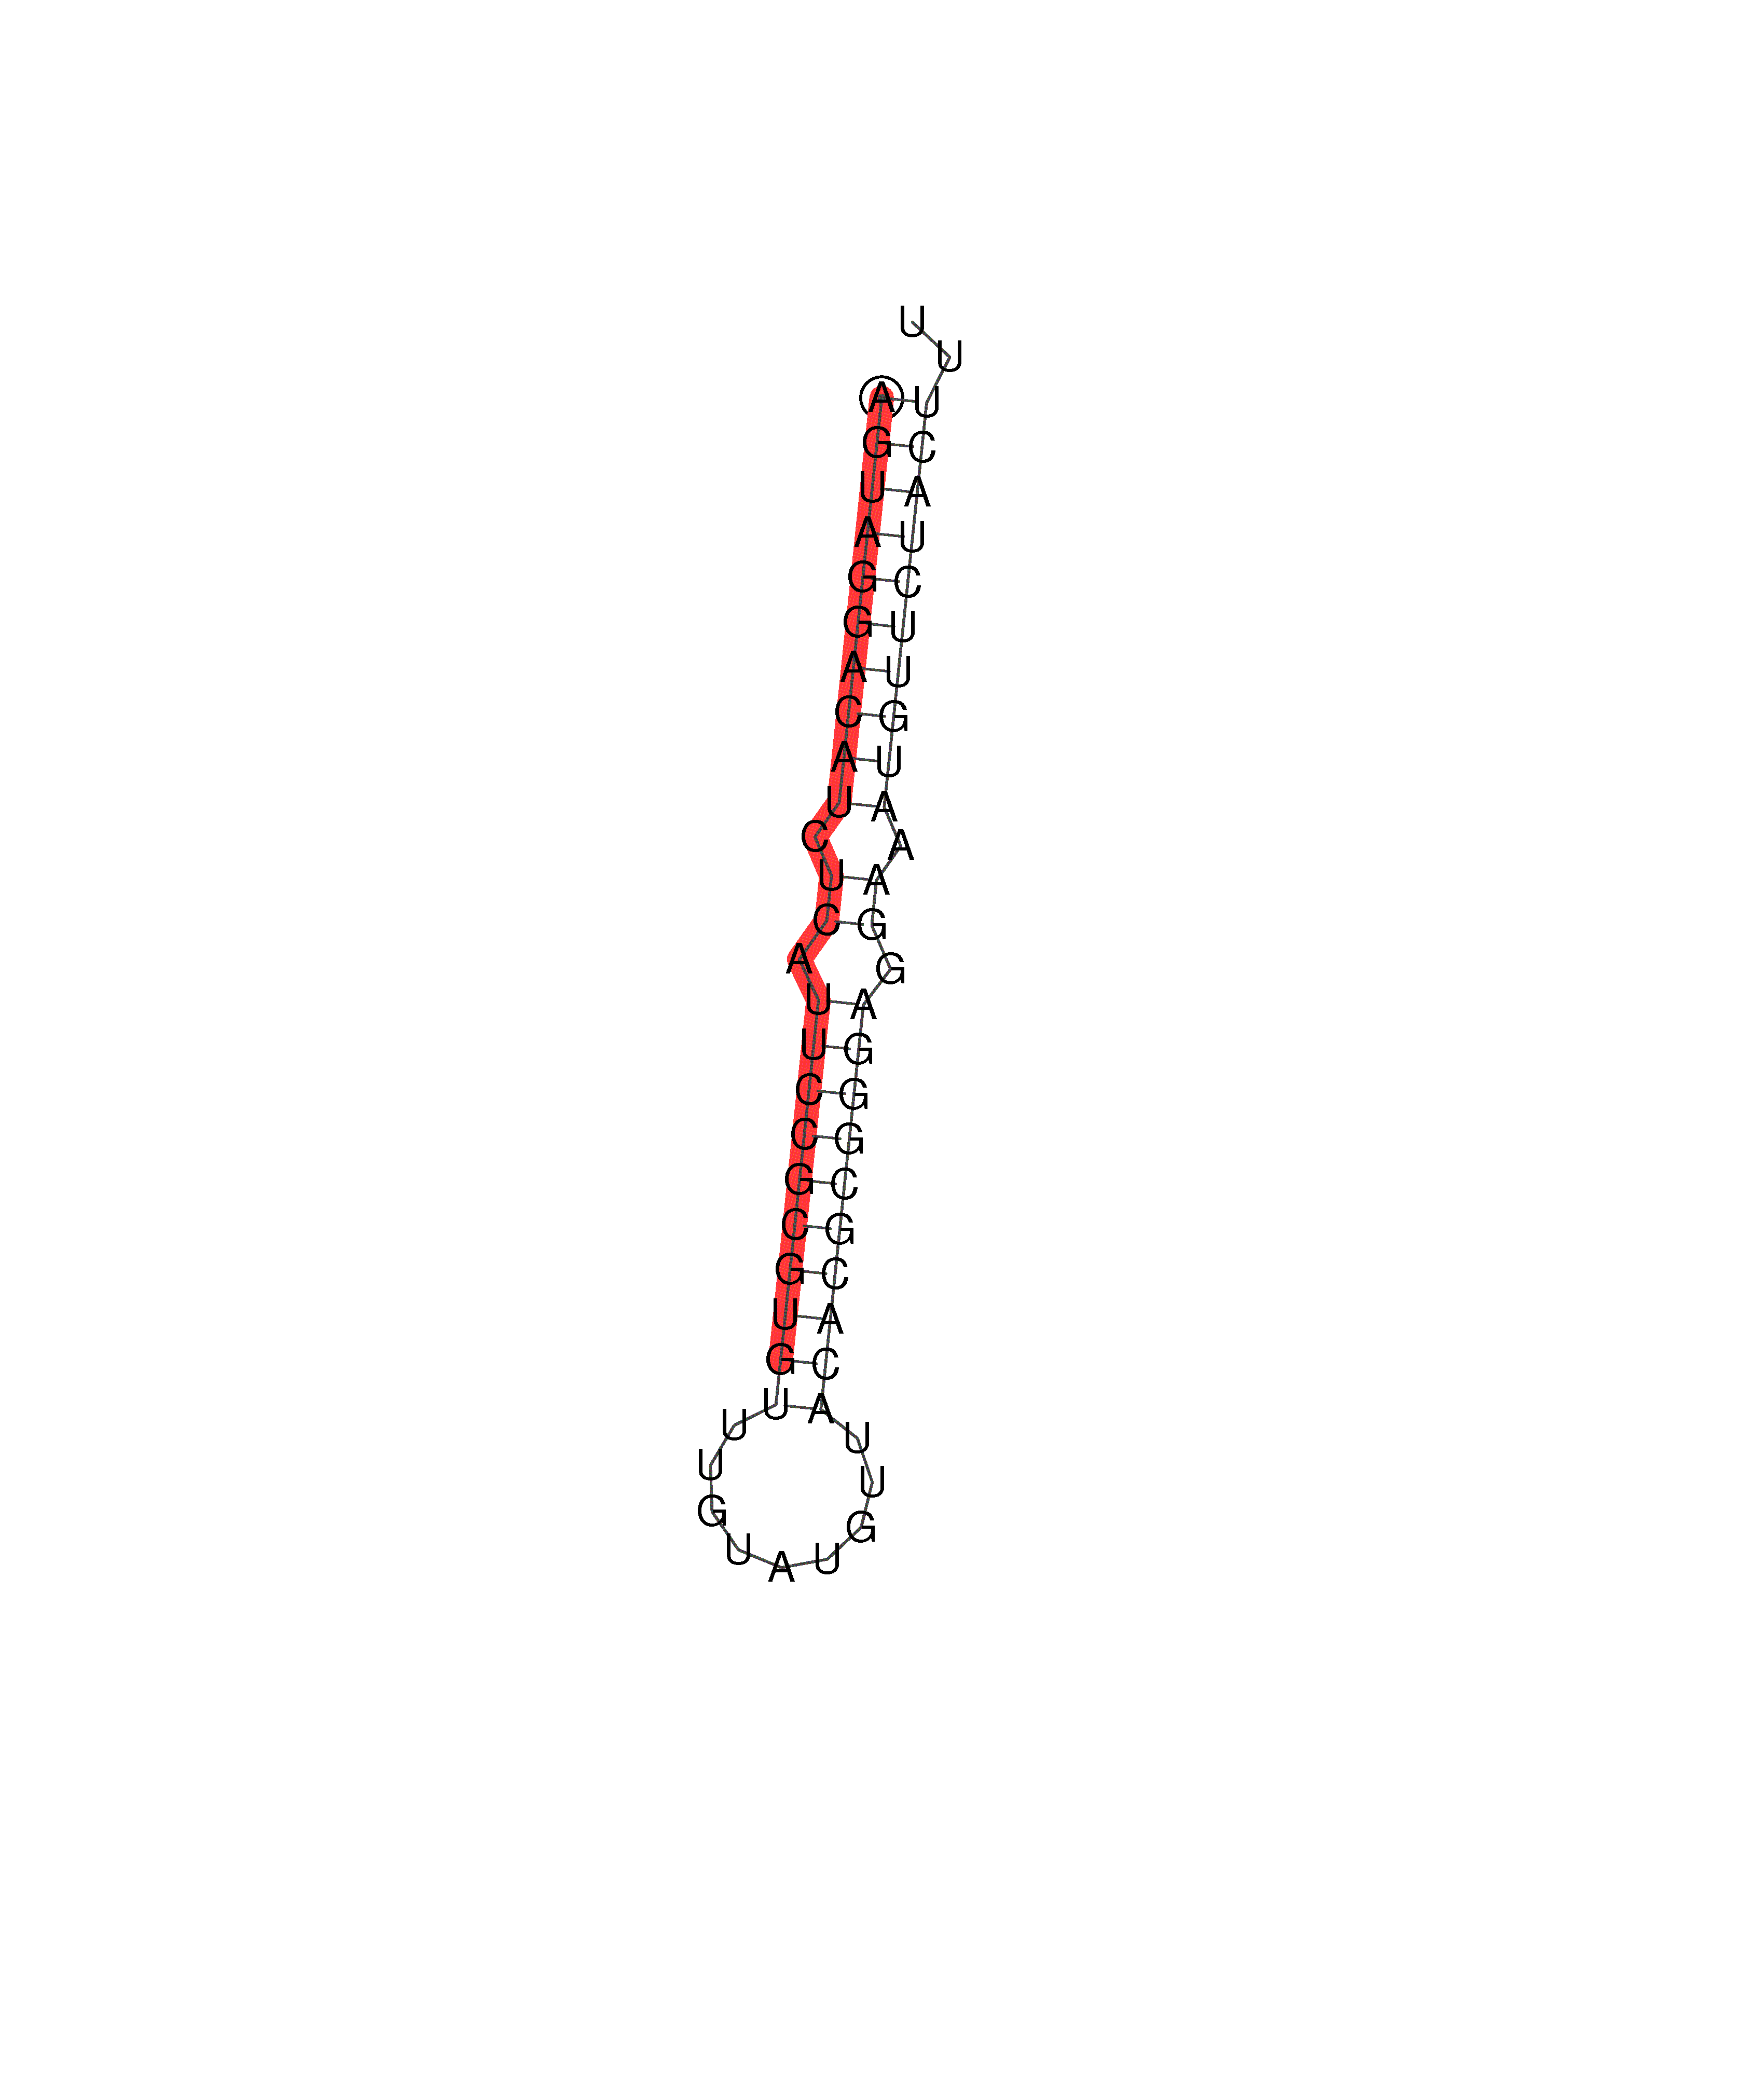
Secondary structure for novel_22

Q Fig.
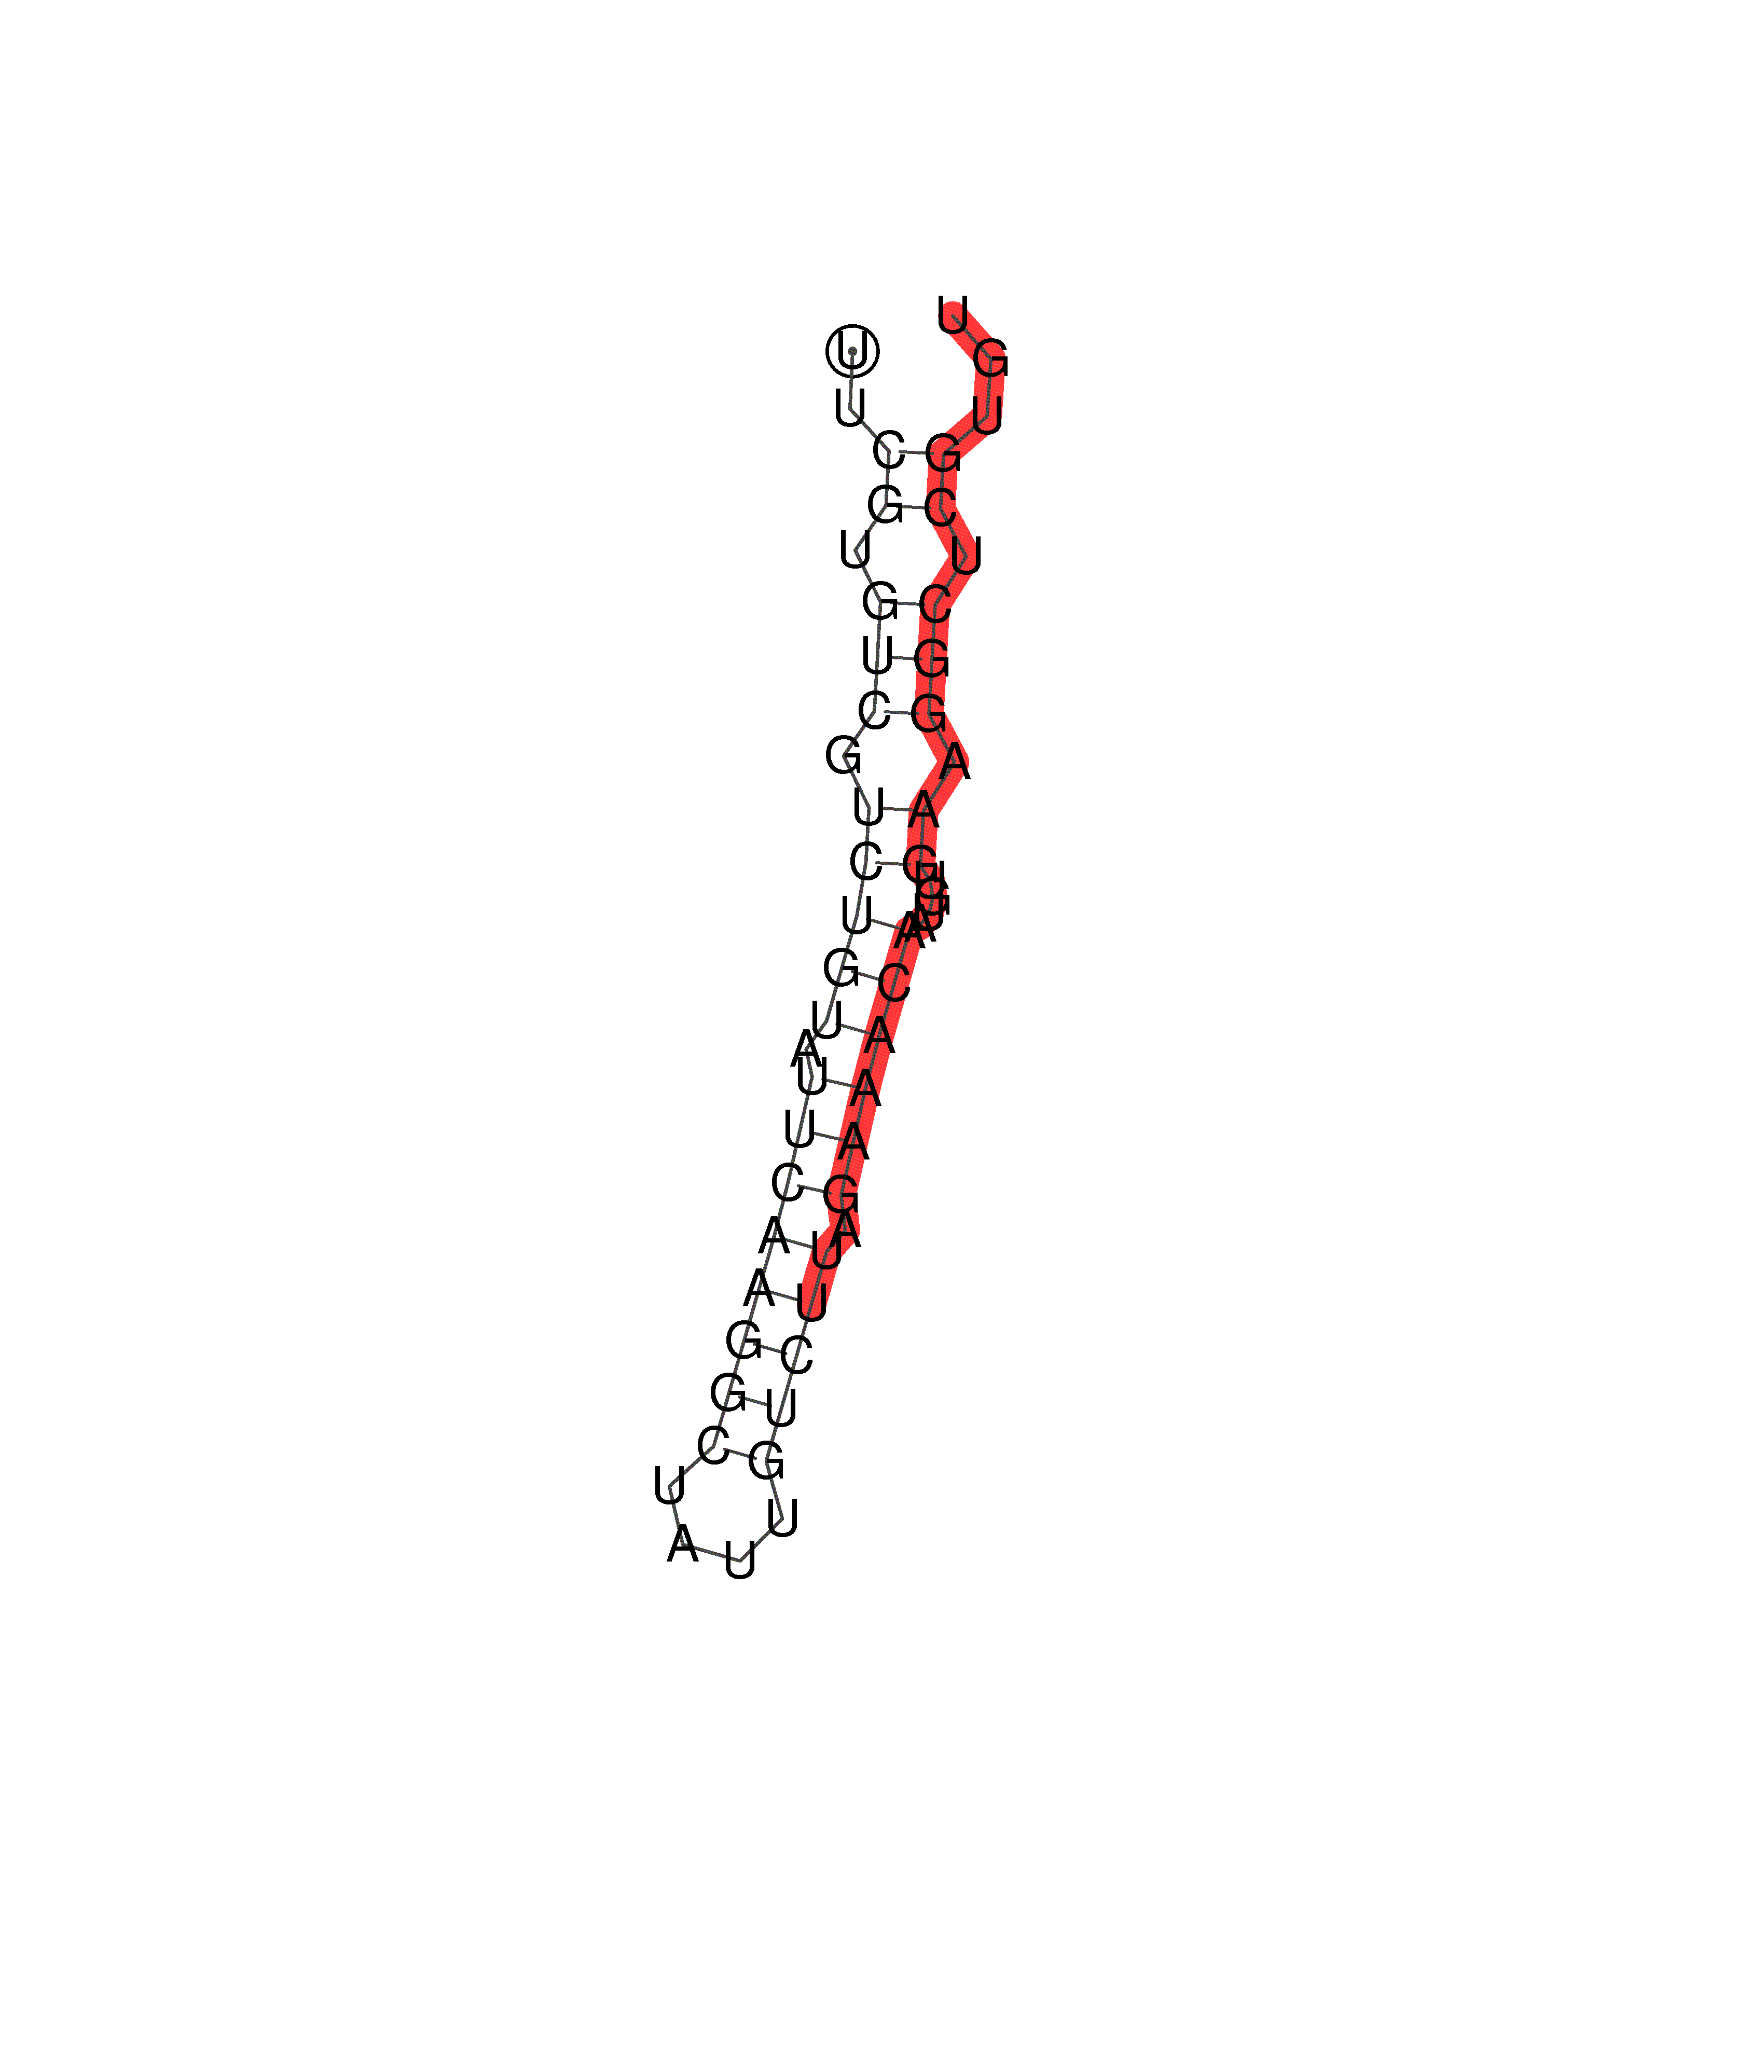
Secondary structure for novel_23

R Fig.
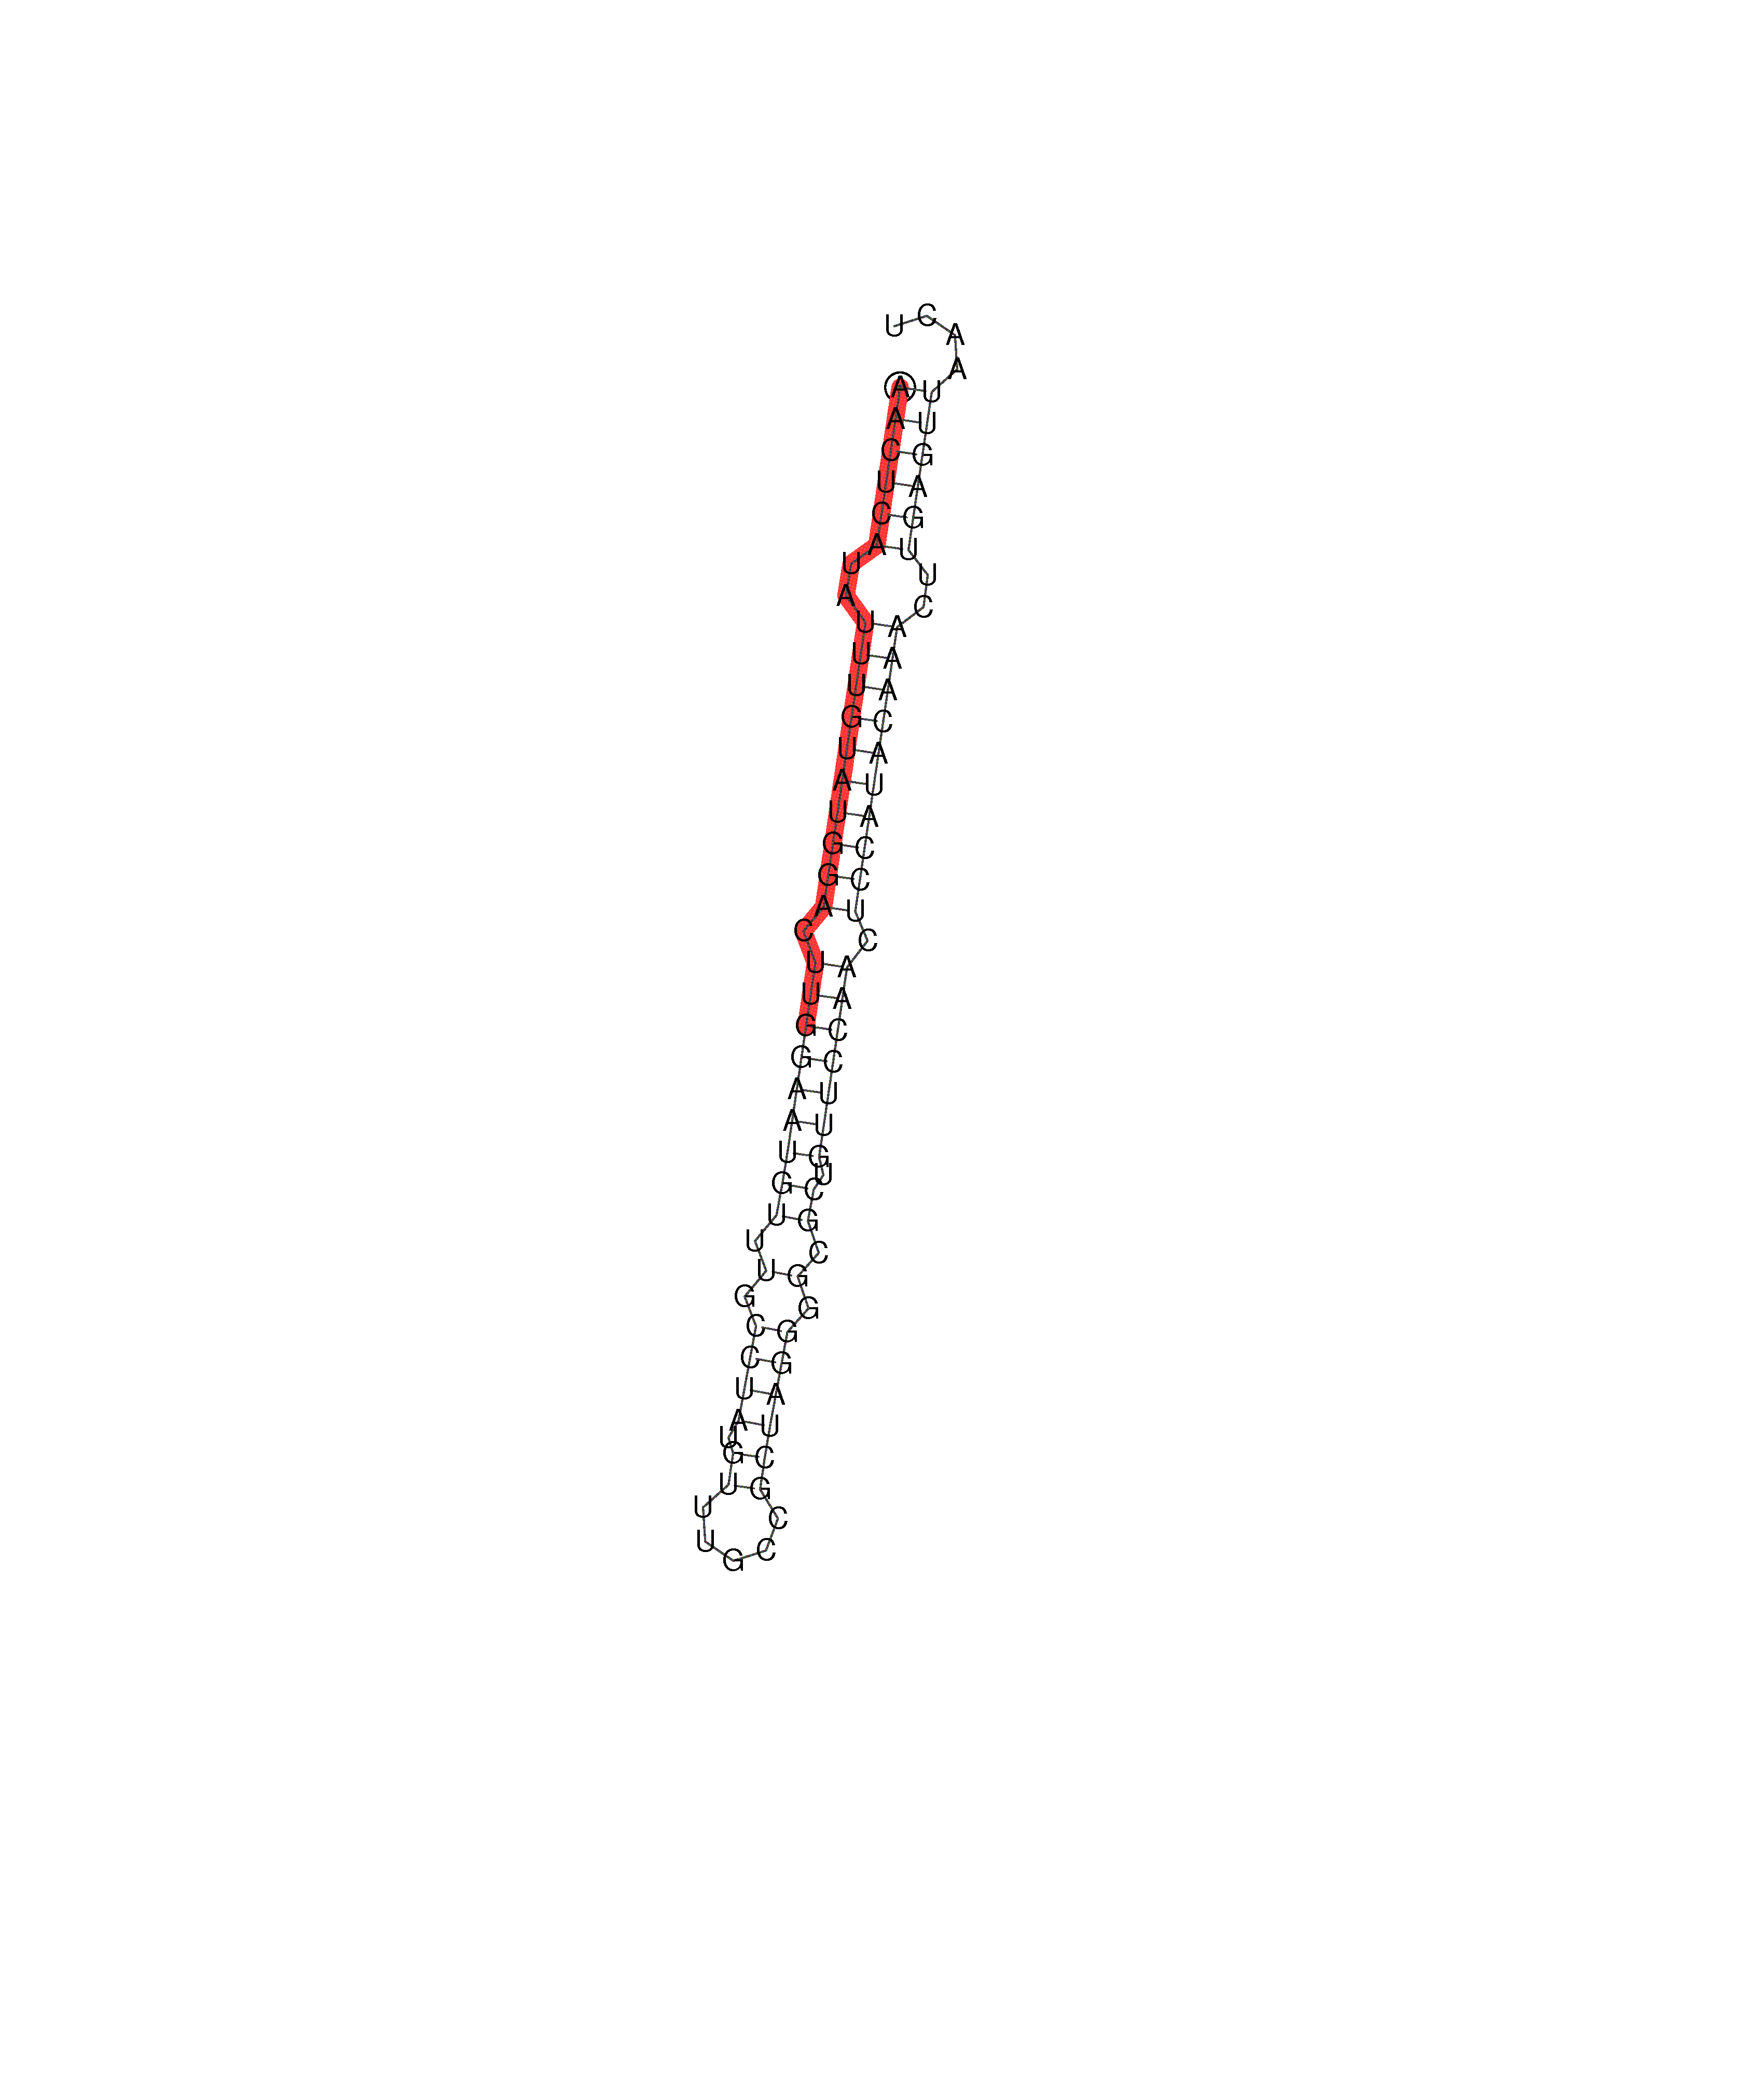
Secondary structure for novel_24

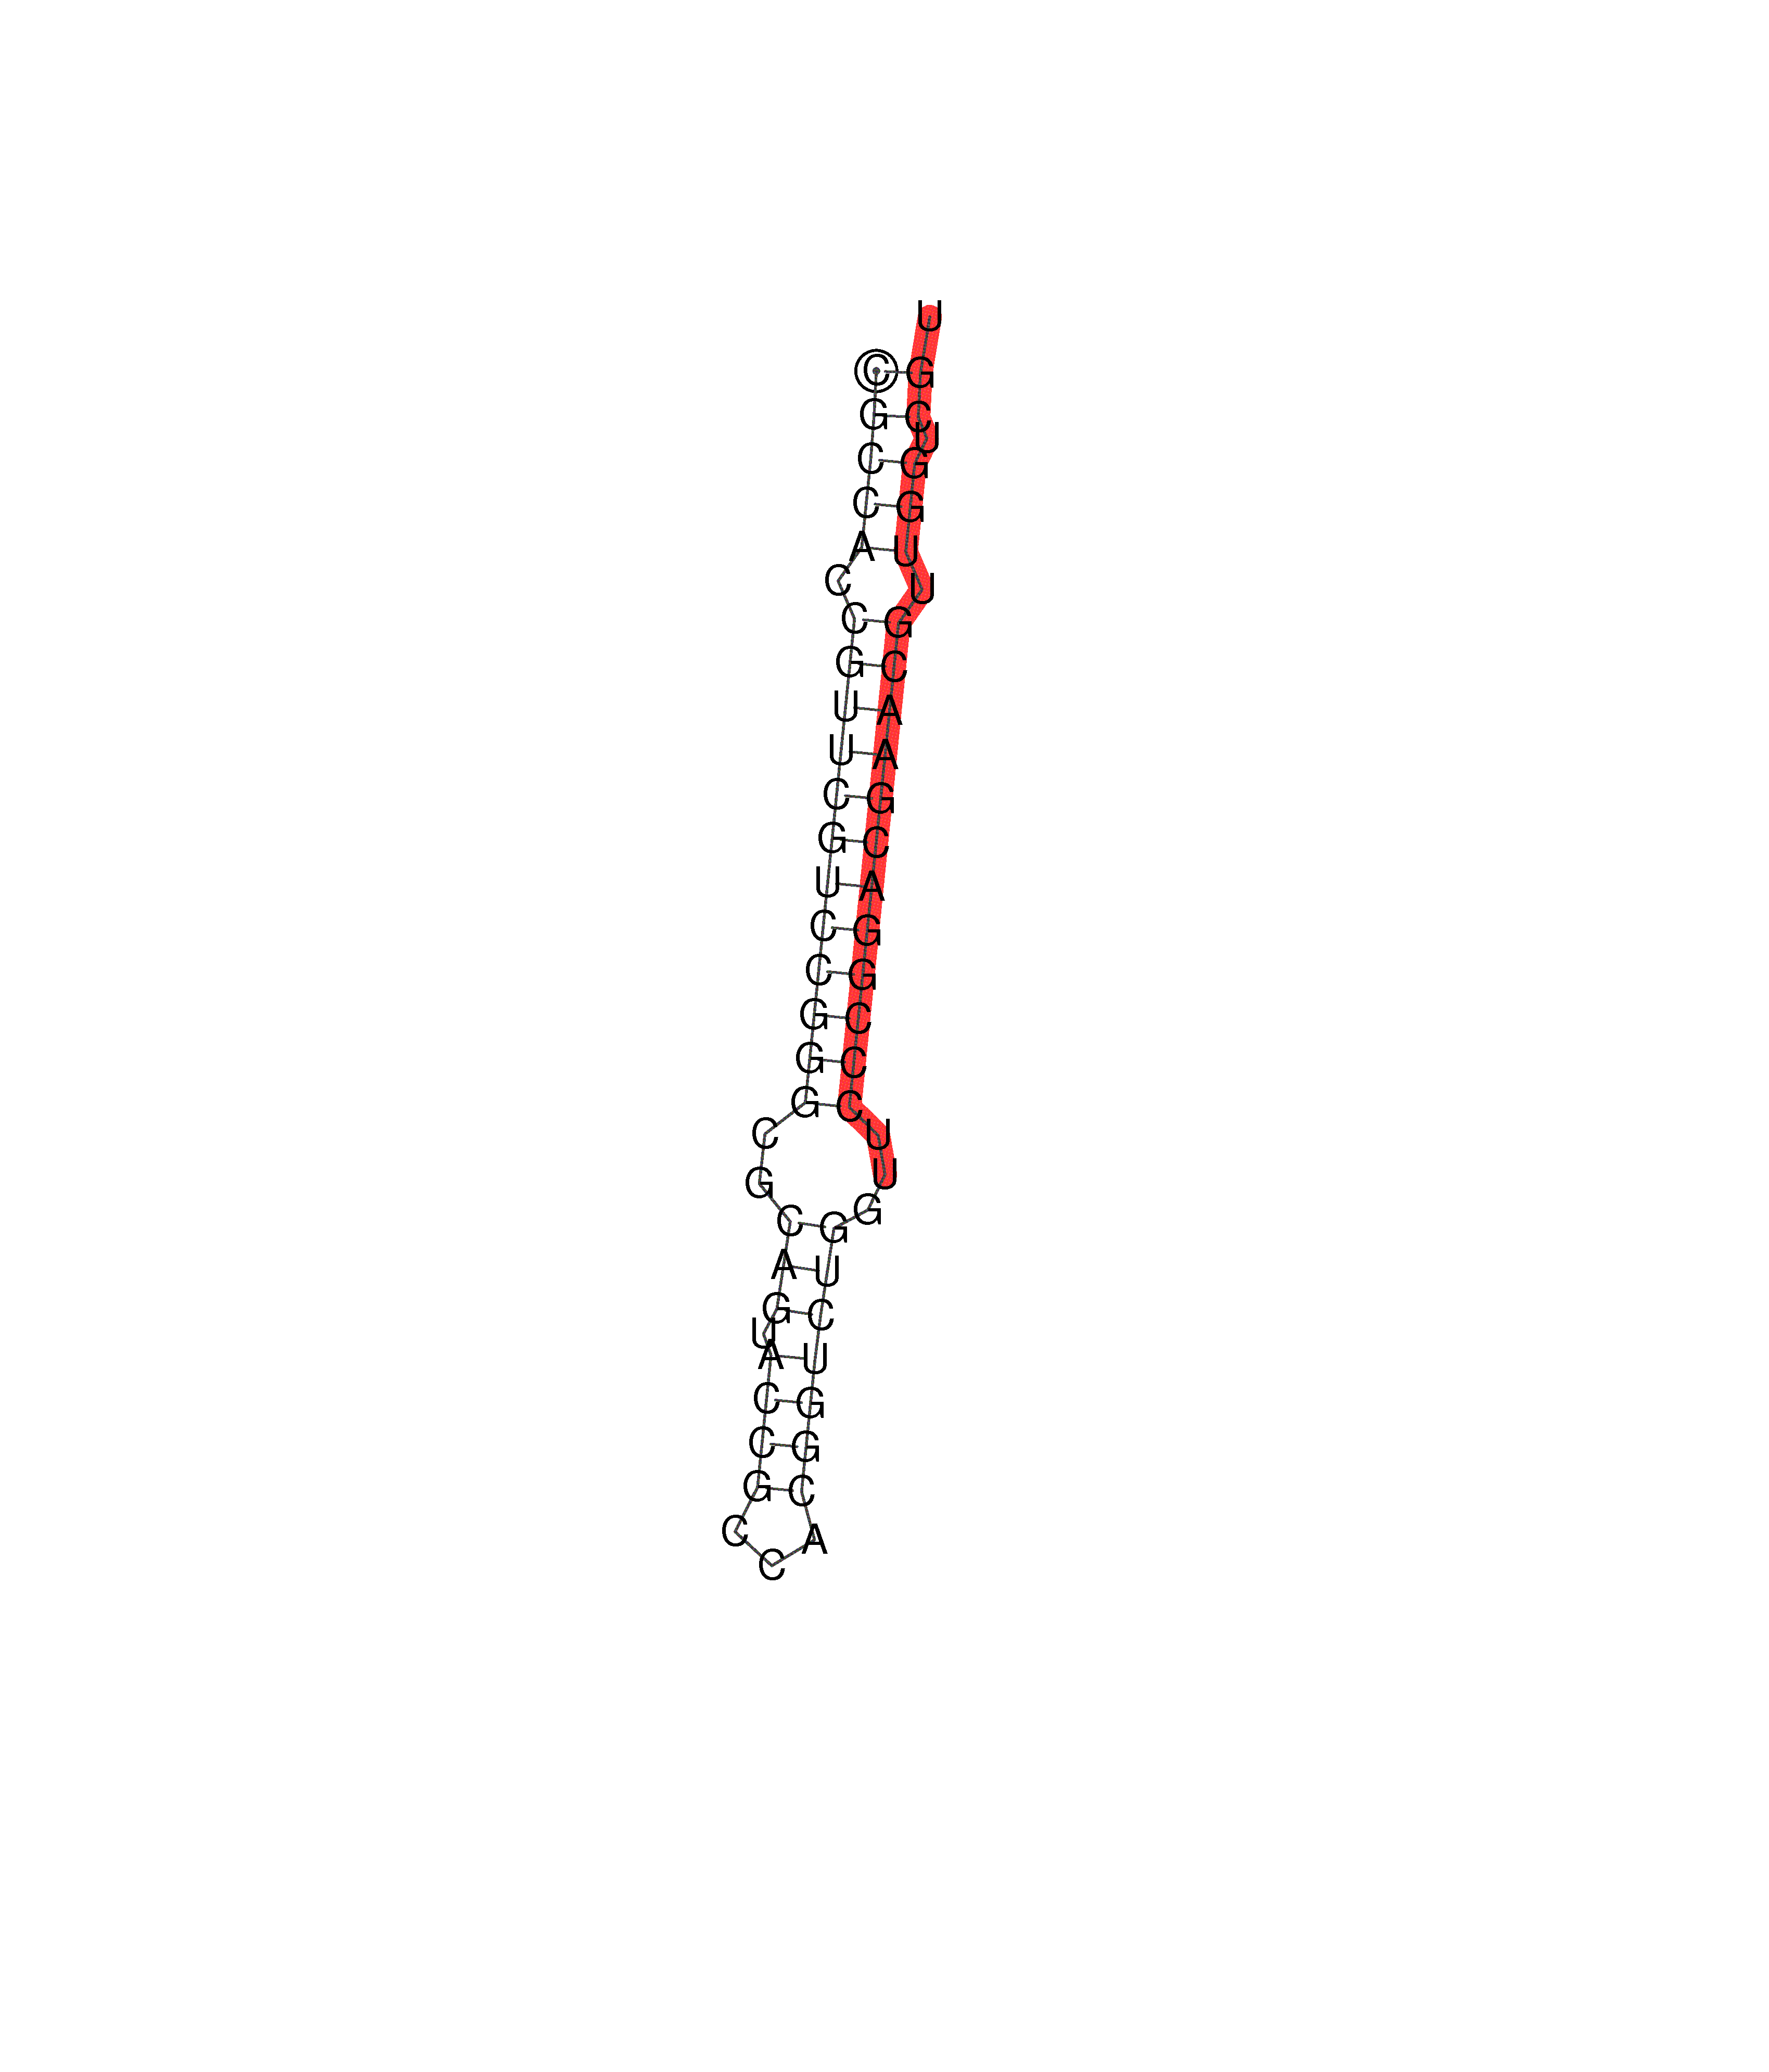

S Fig. Secondary structure for novel_25

Y Fig.
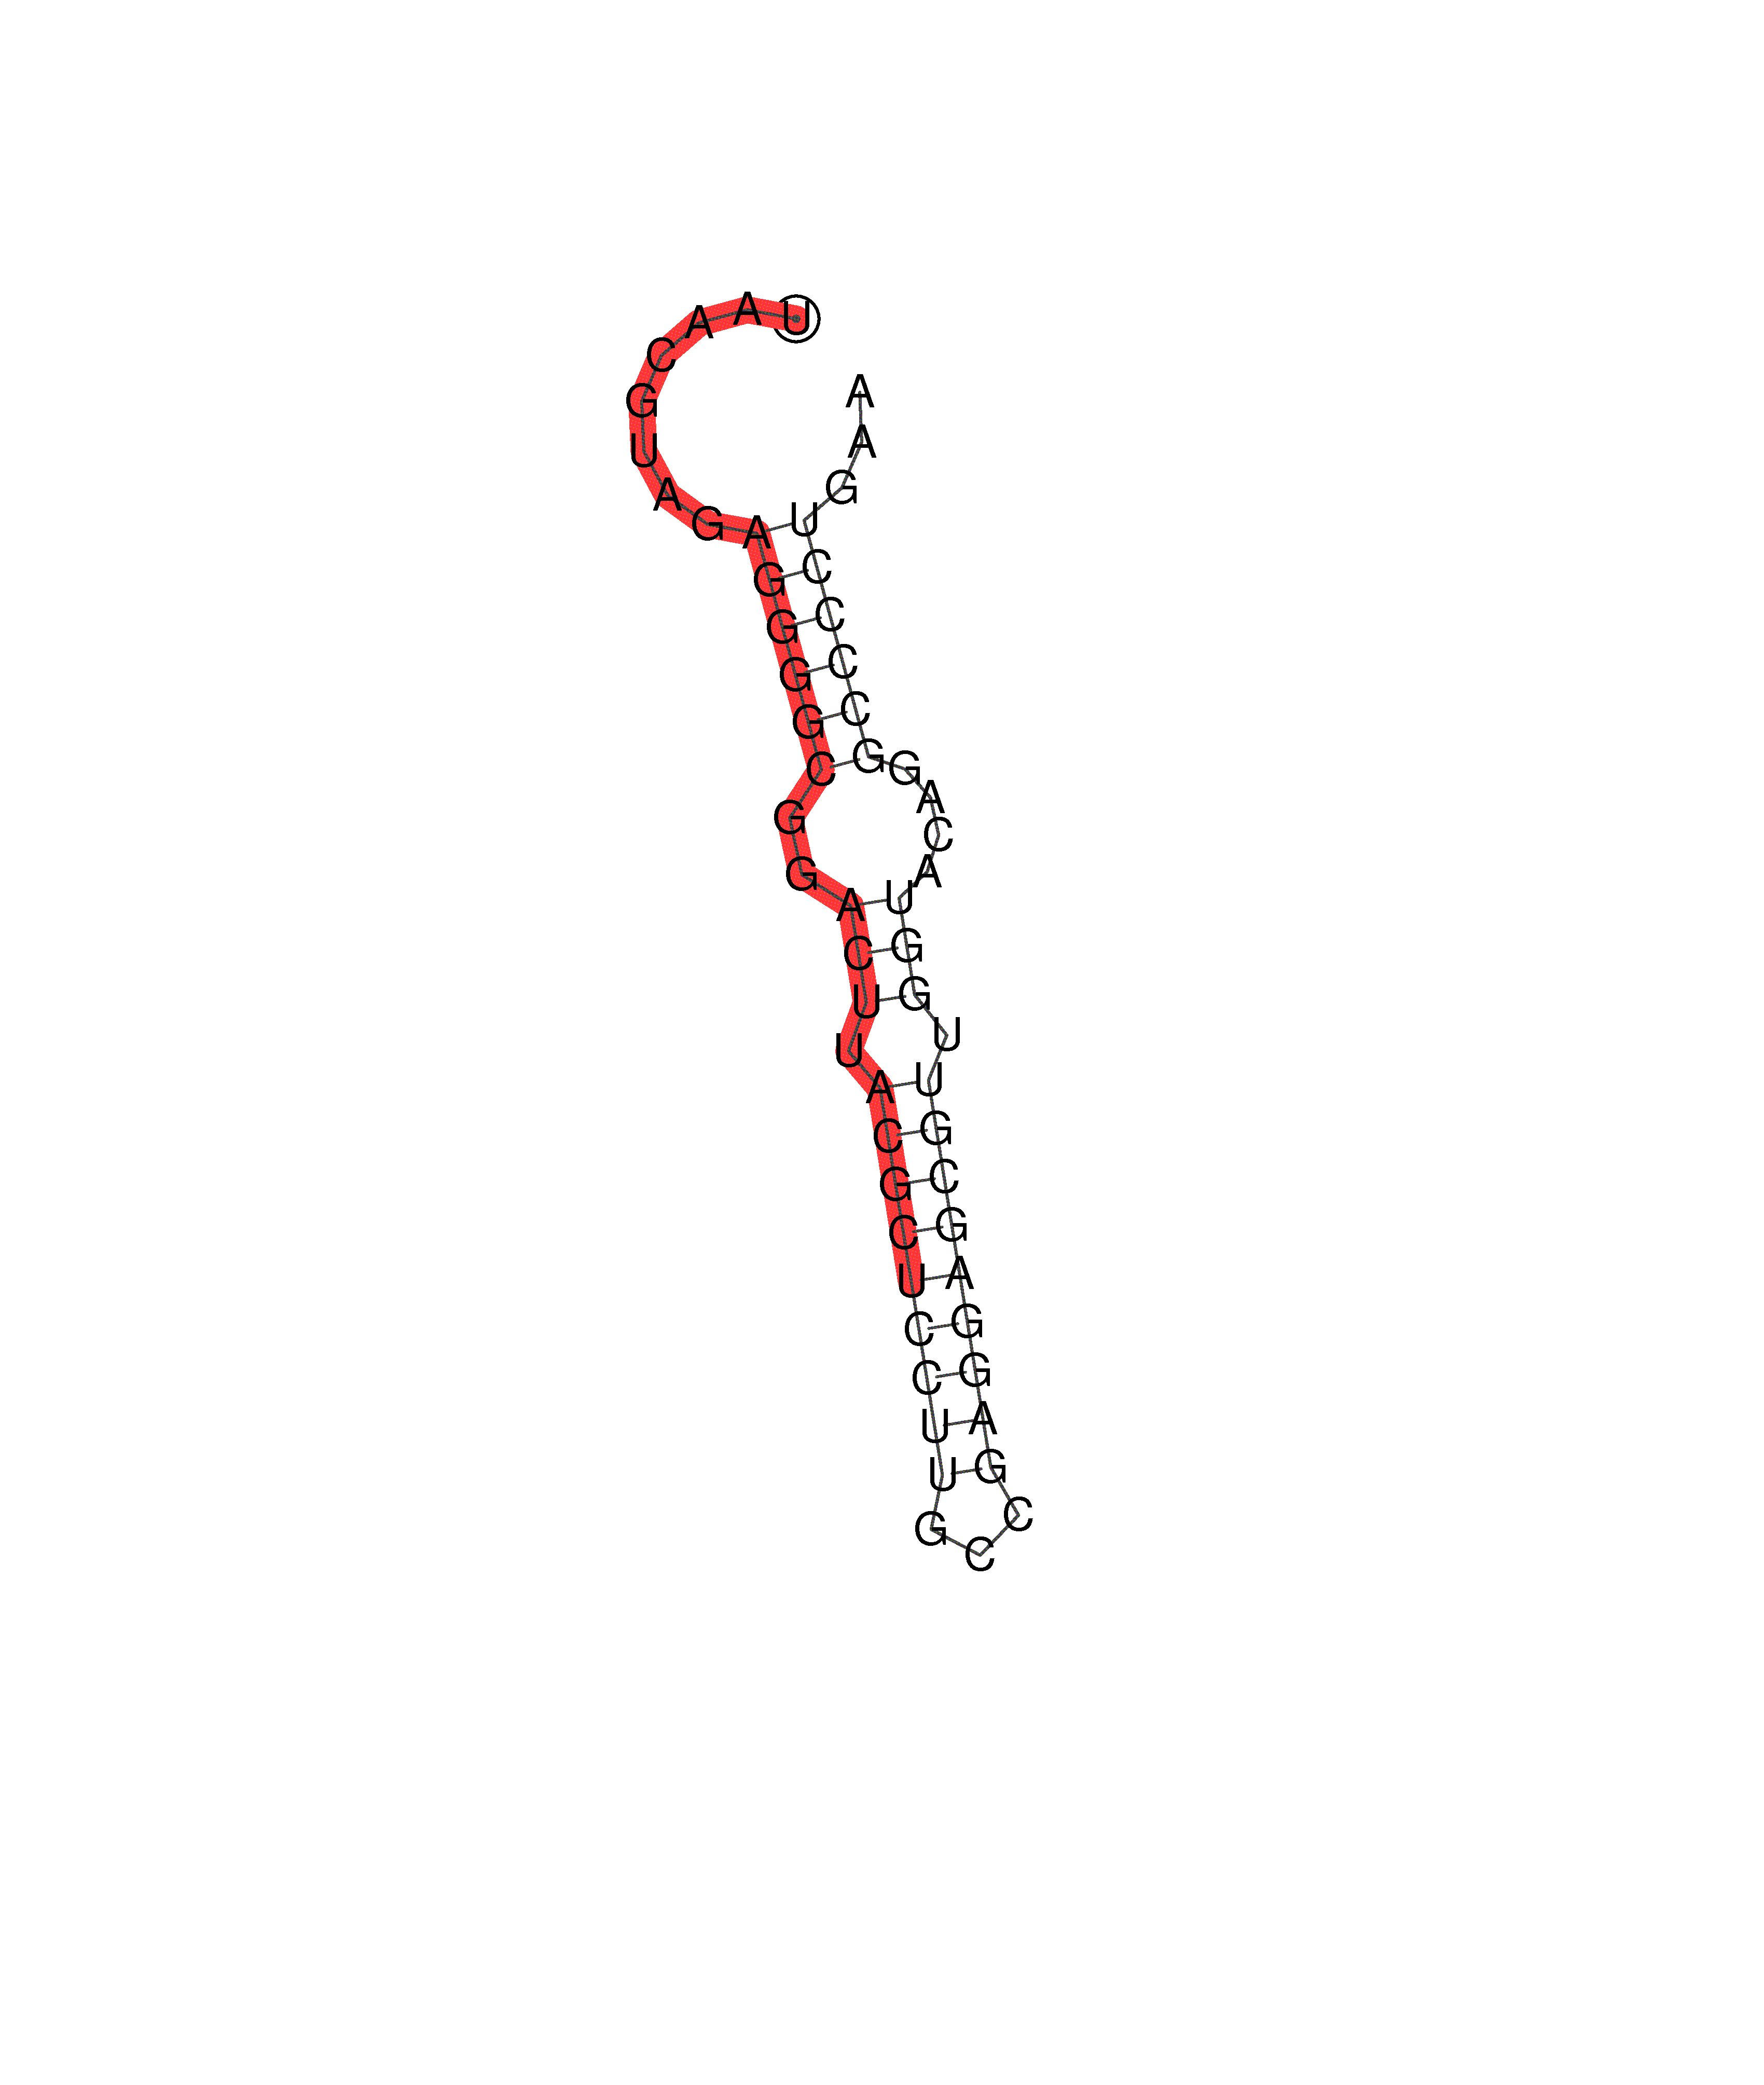
Secondary structure for novel_26

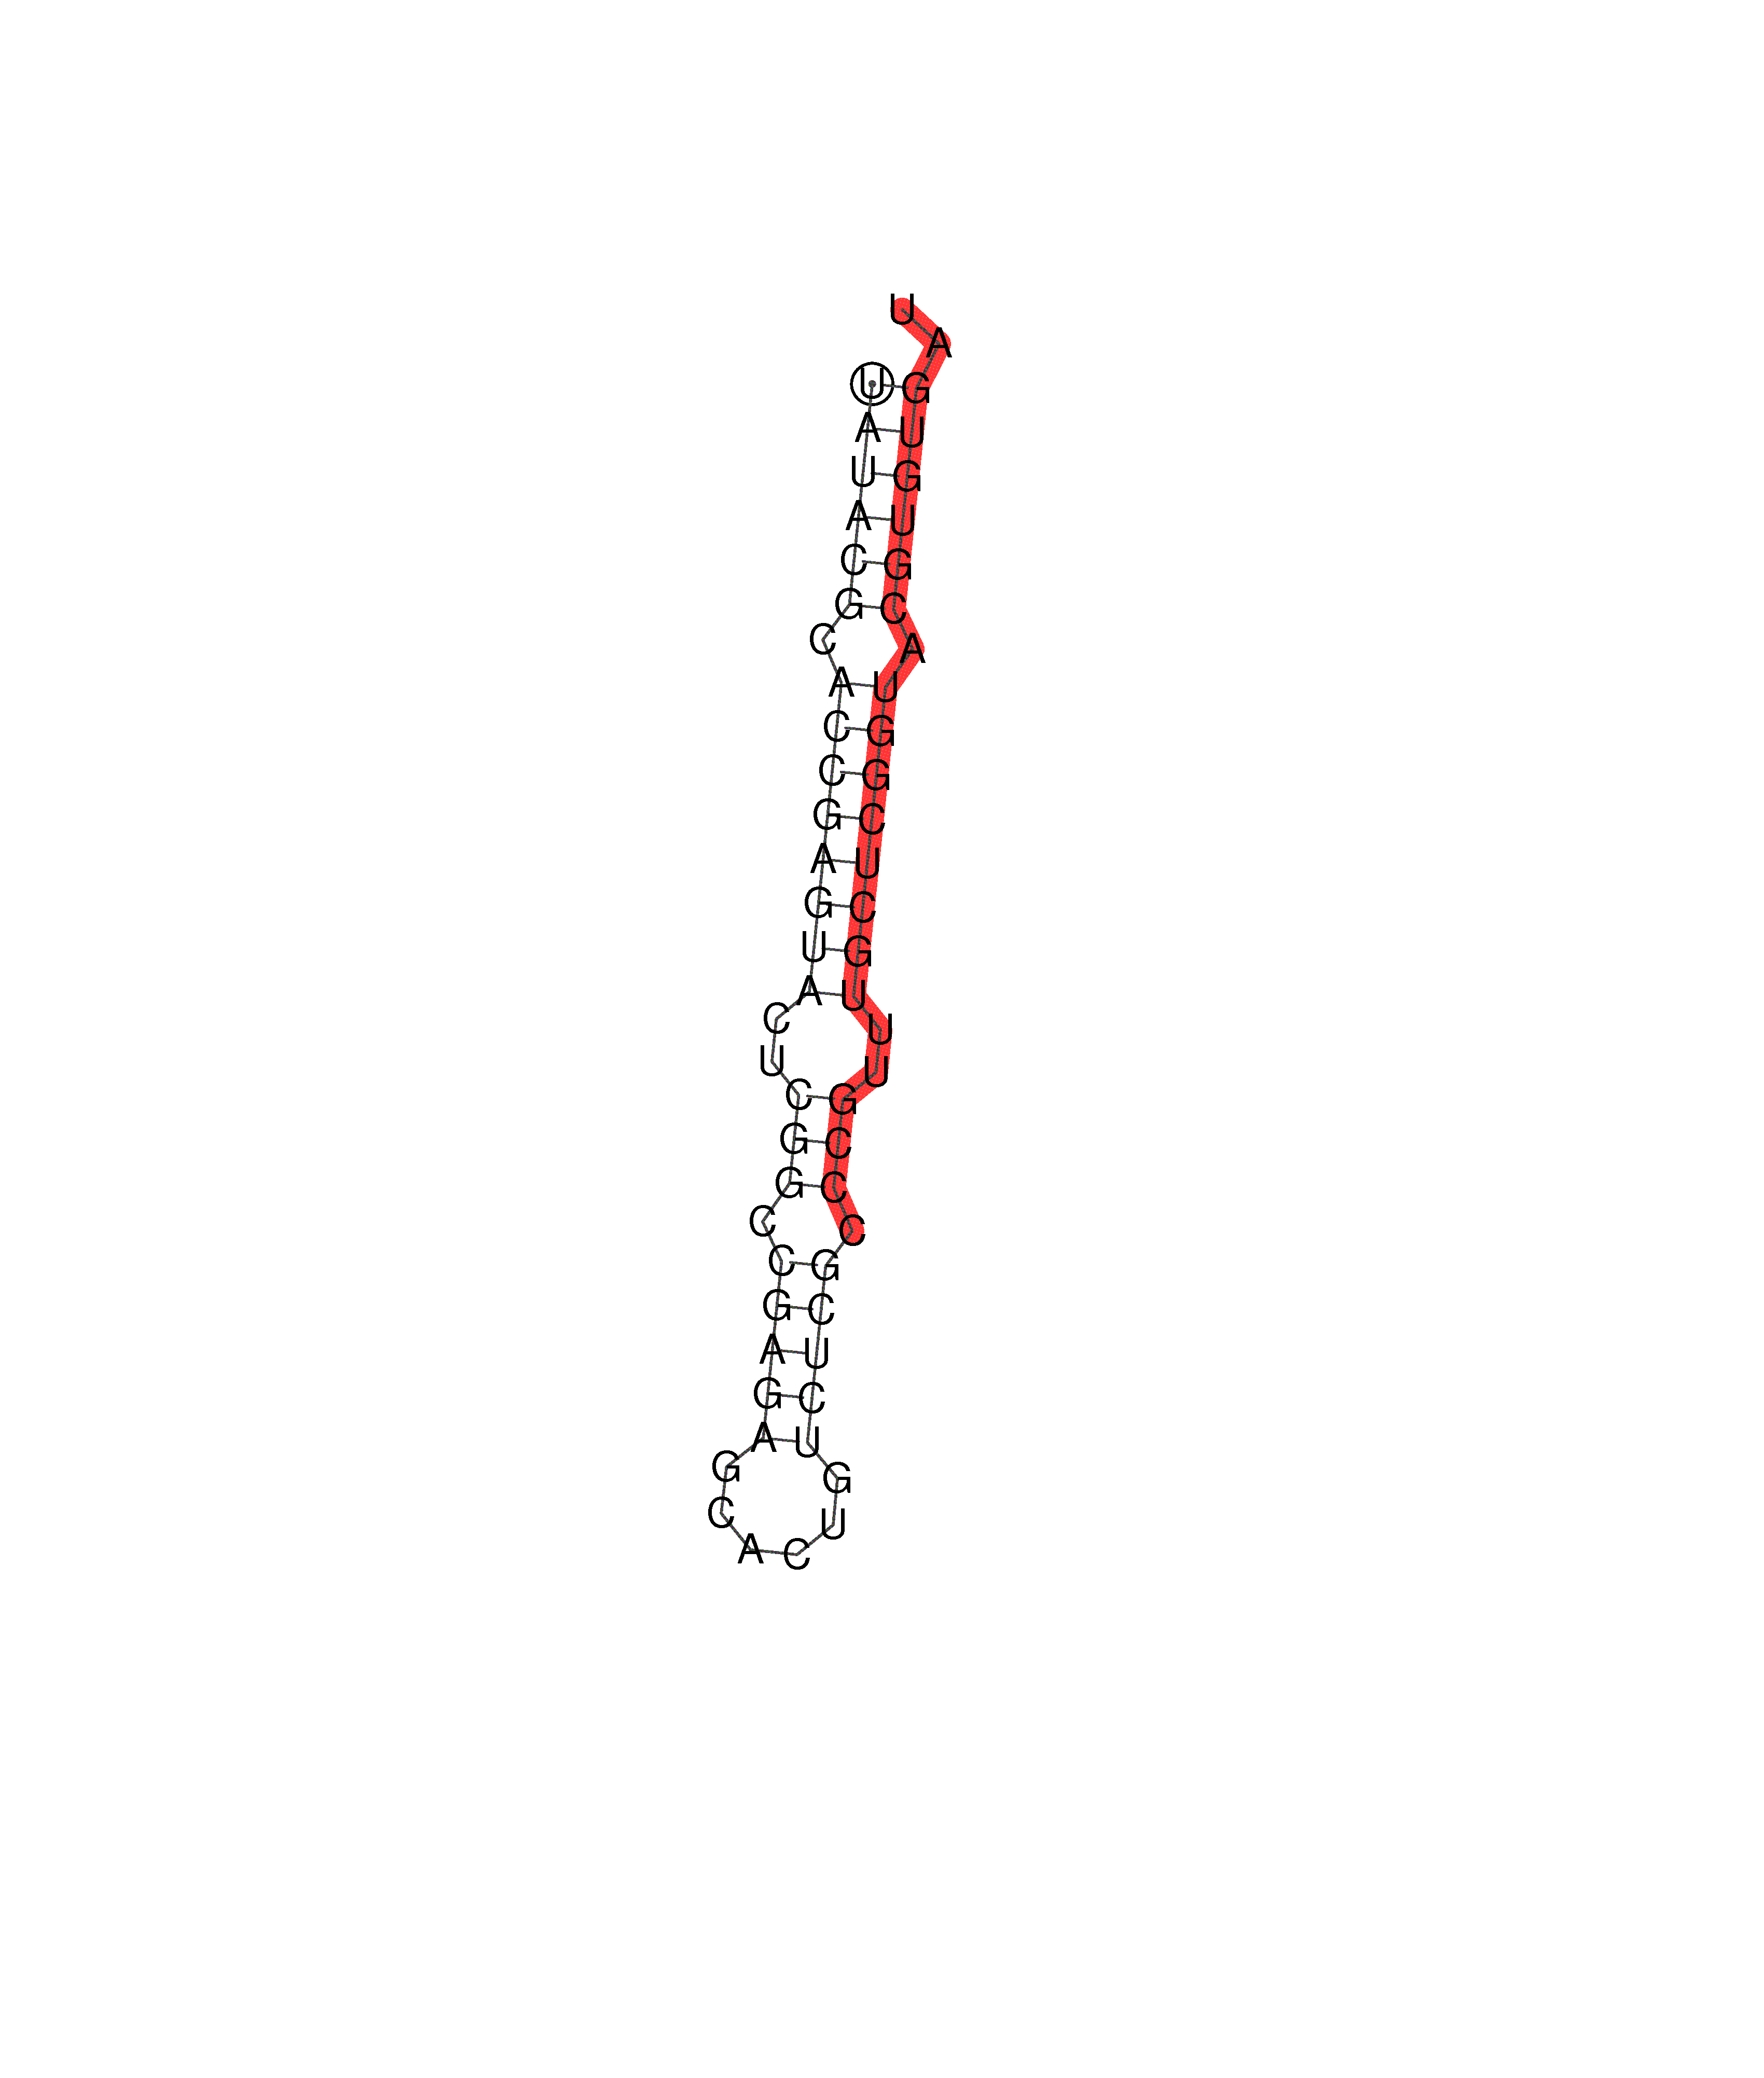

U Fig. Secondary structure for novel_29

V Fig.

Secondary structure for novel_30

W Fig.

Secondary structure for novel_31

X Fig.
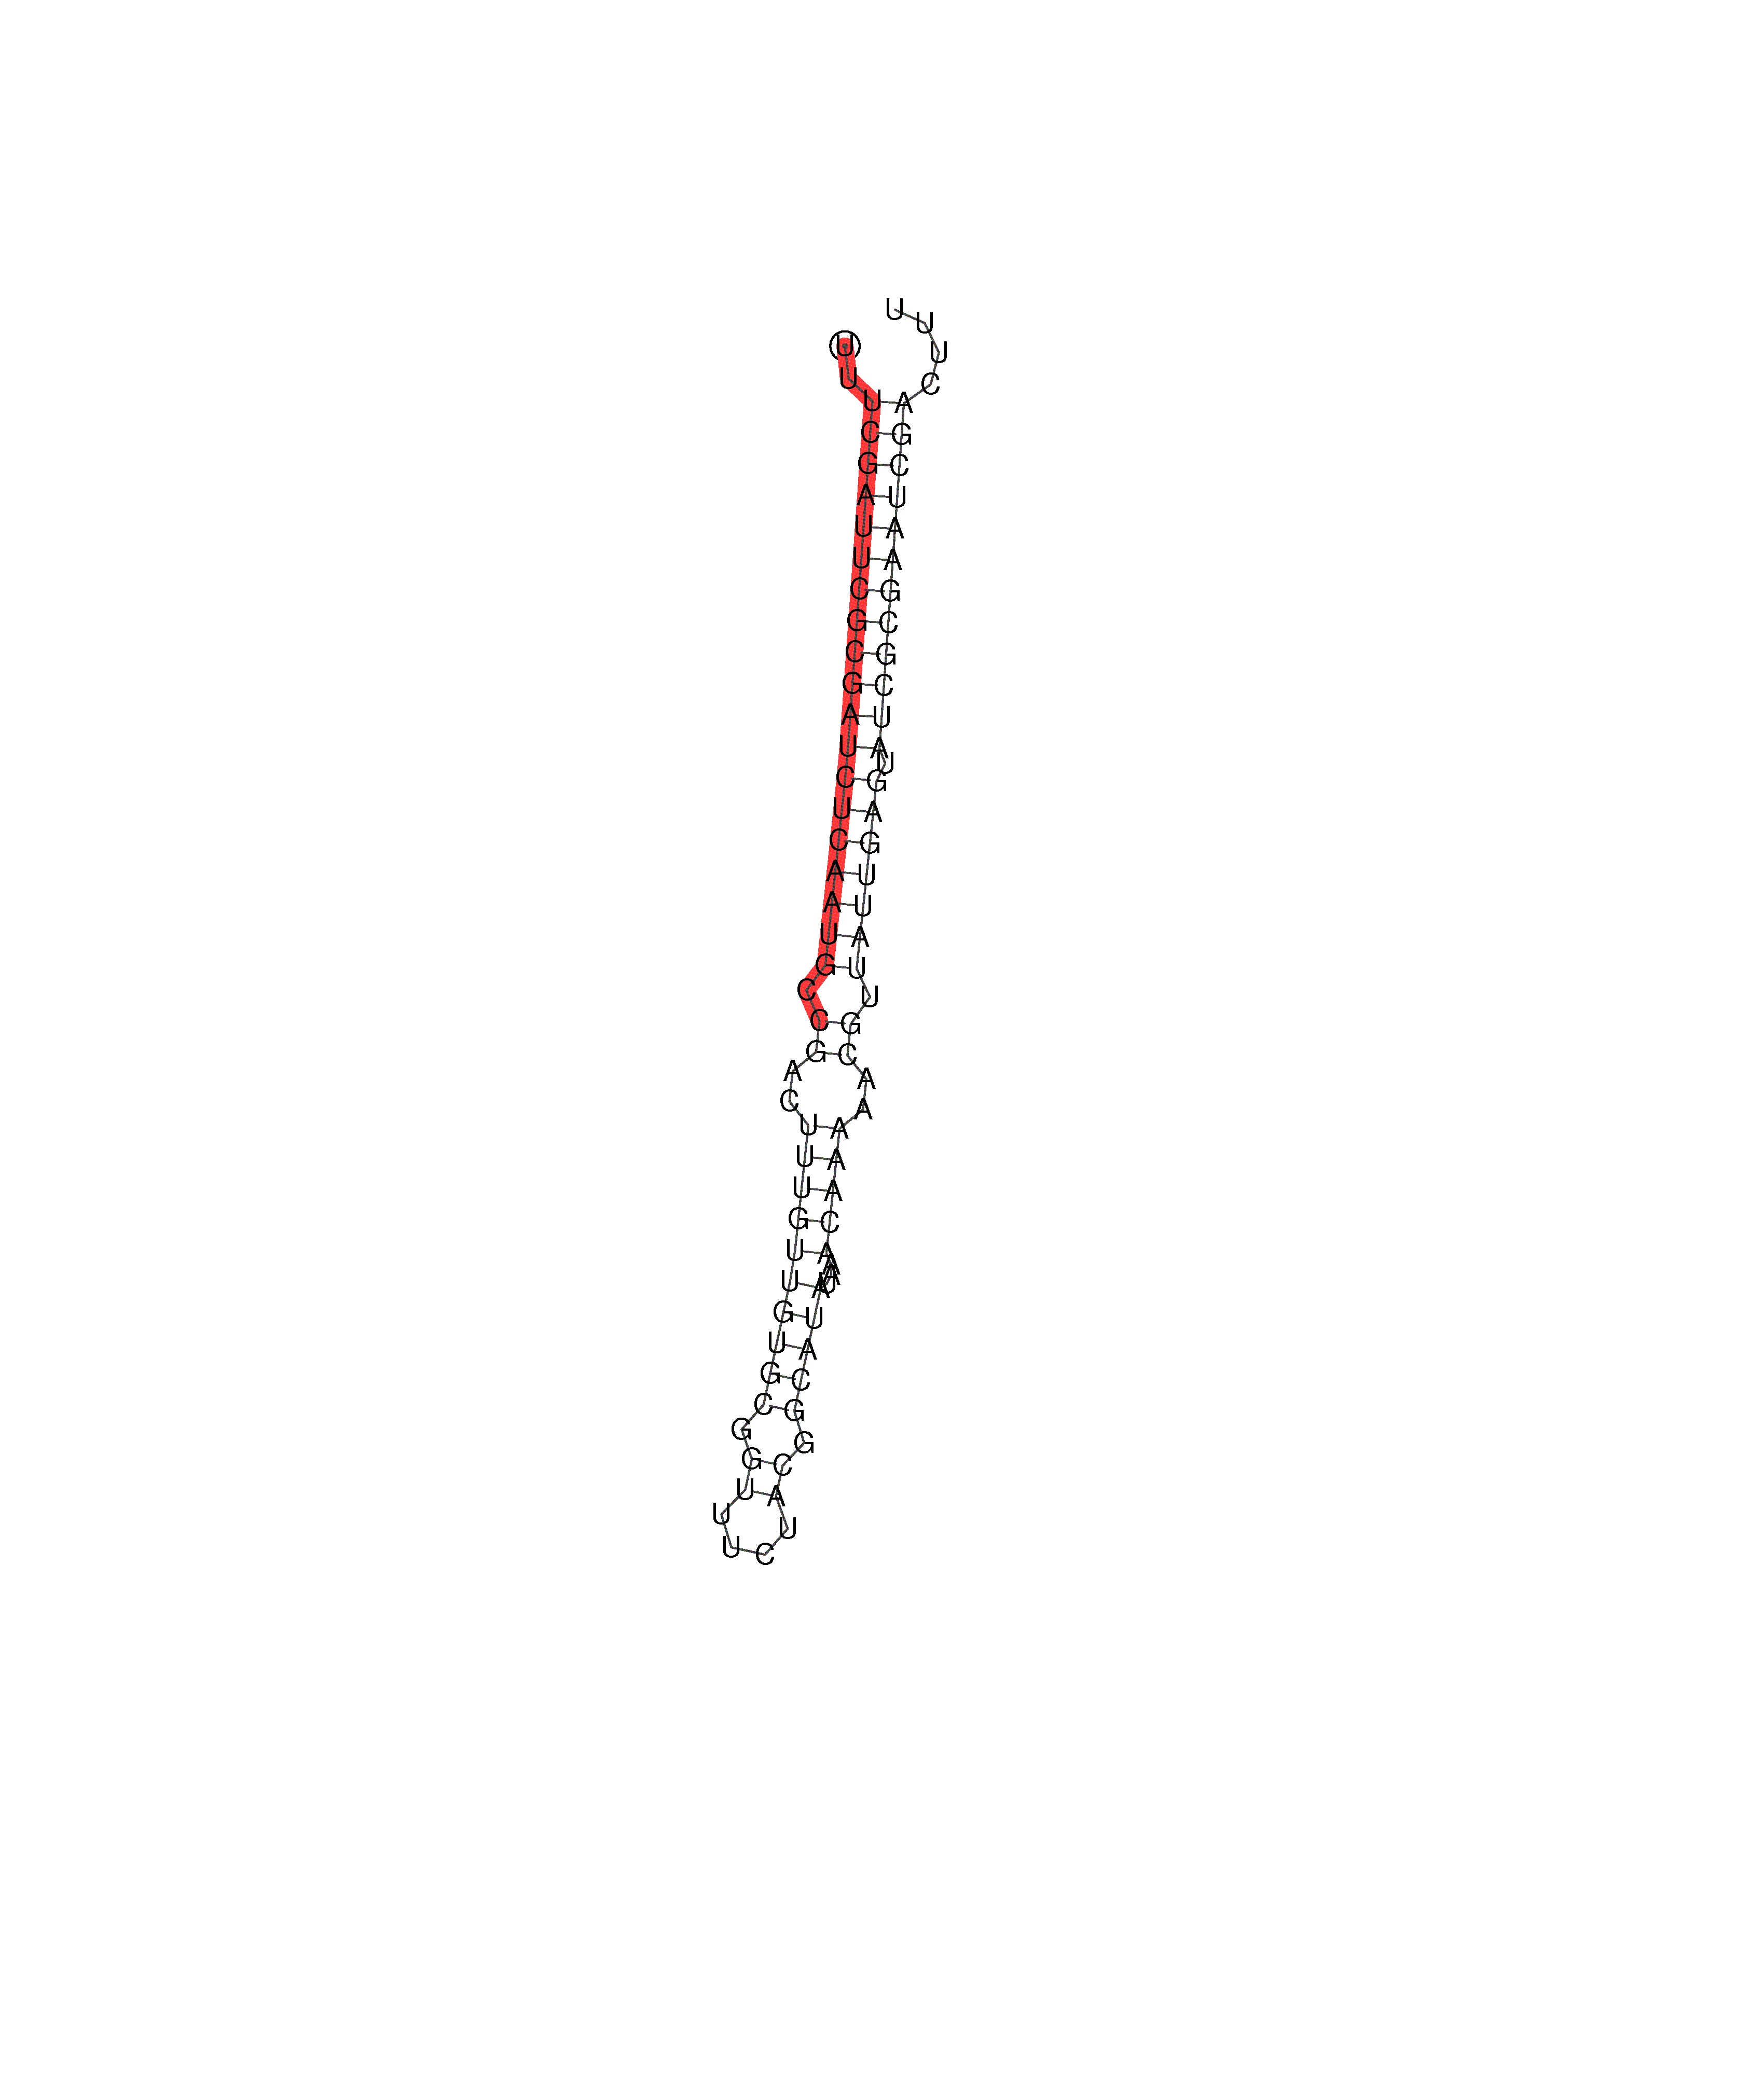
Secondary structure for novel_32

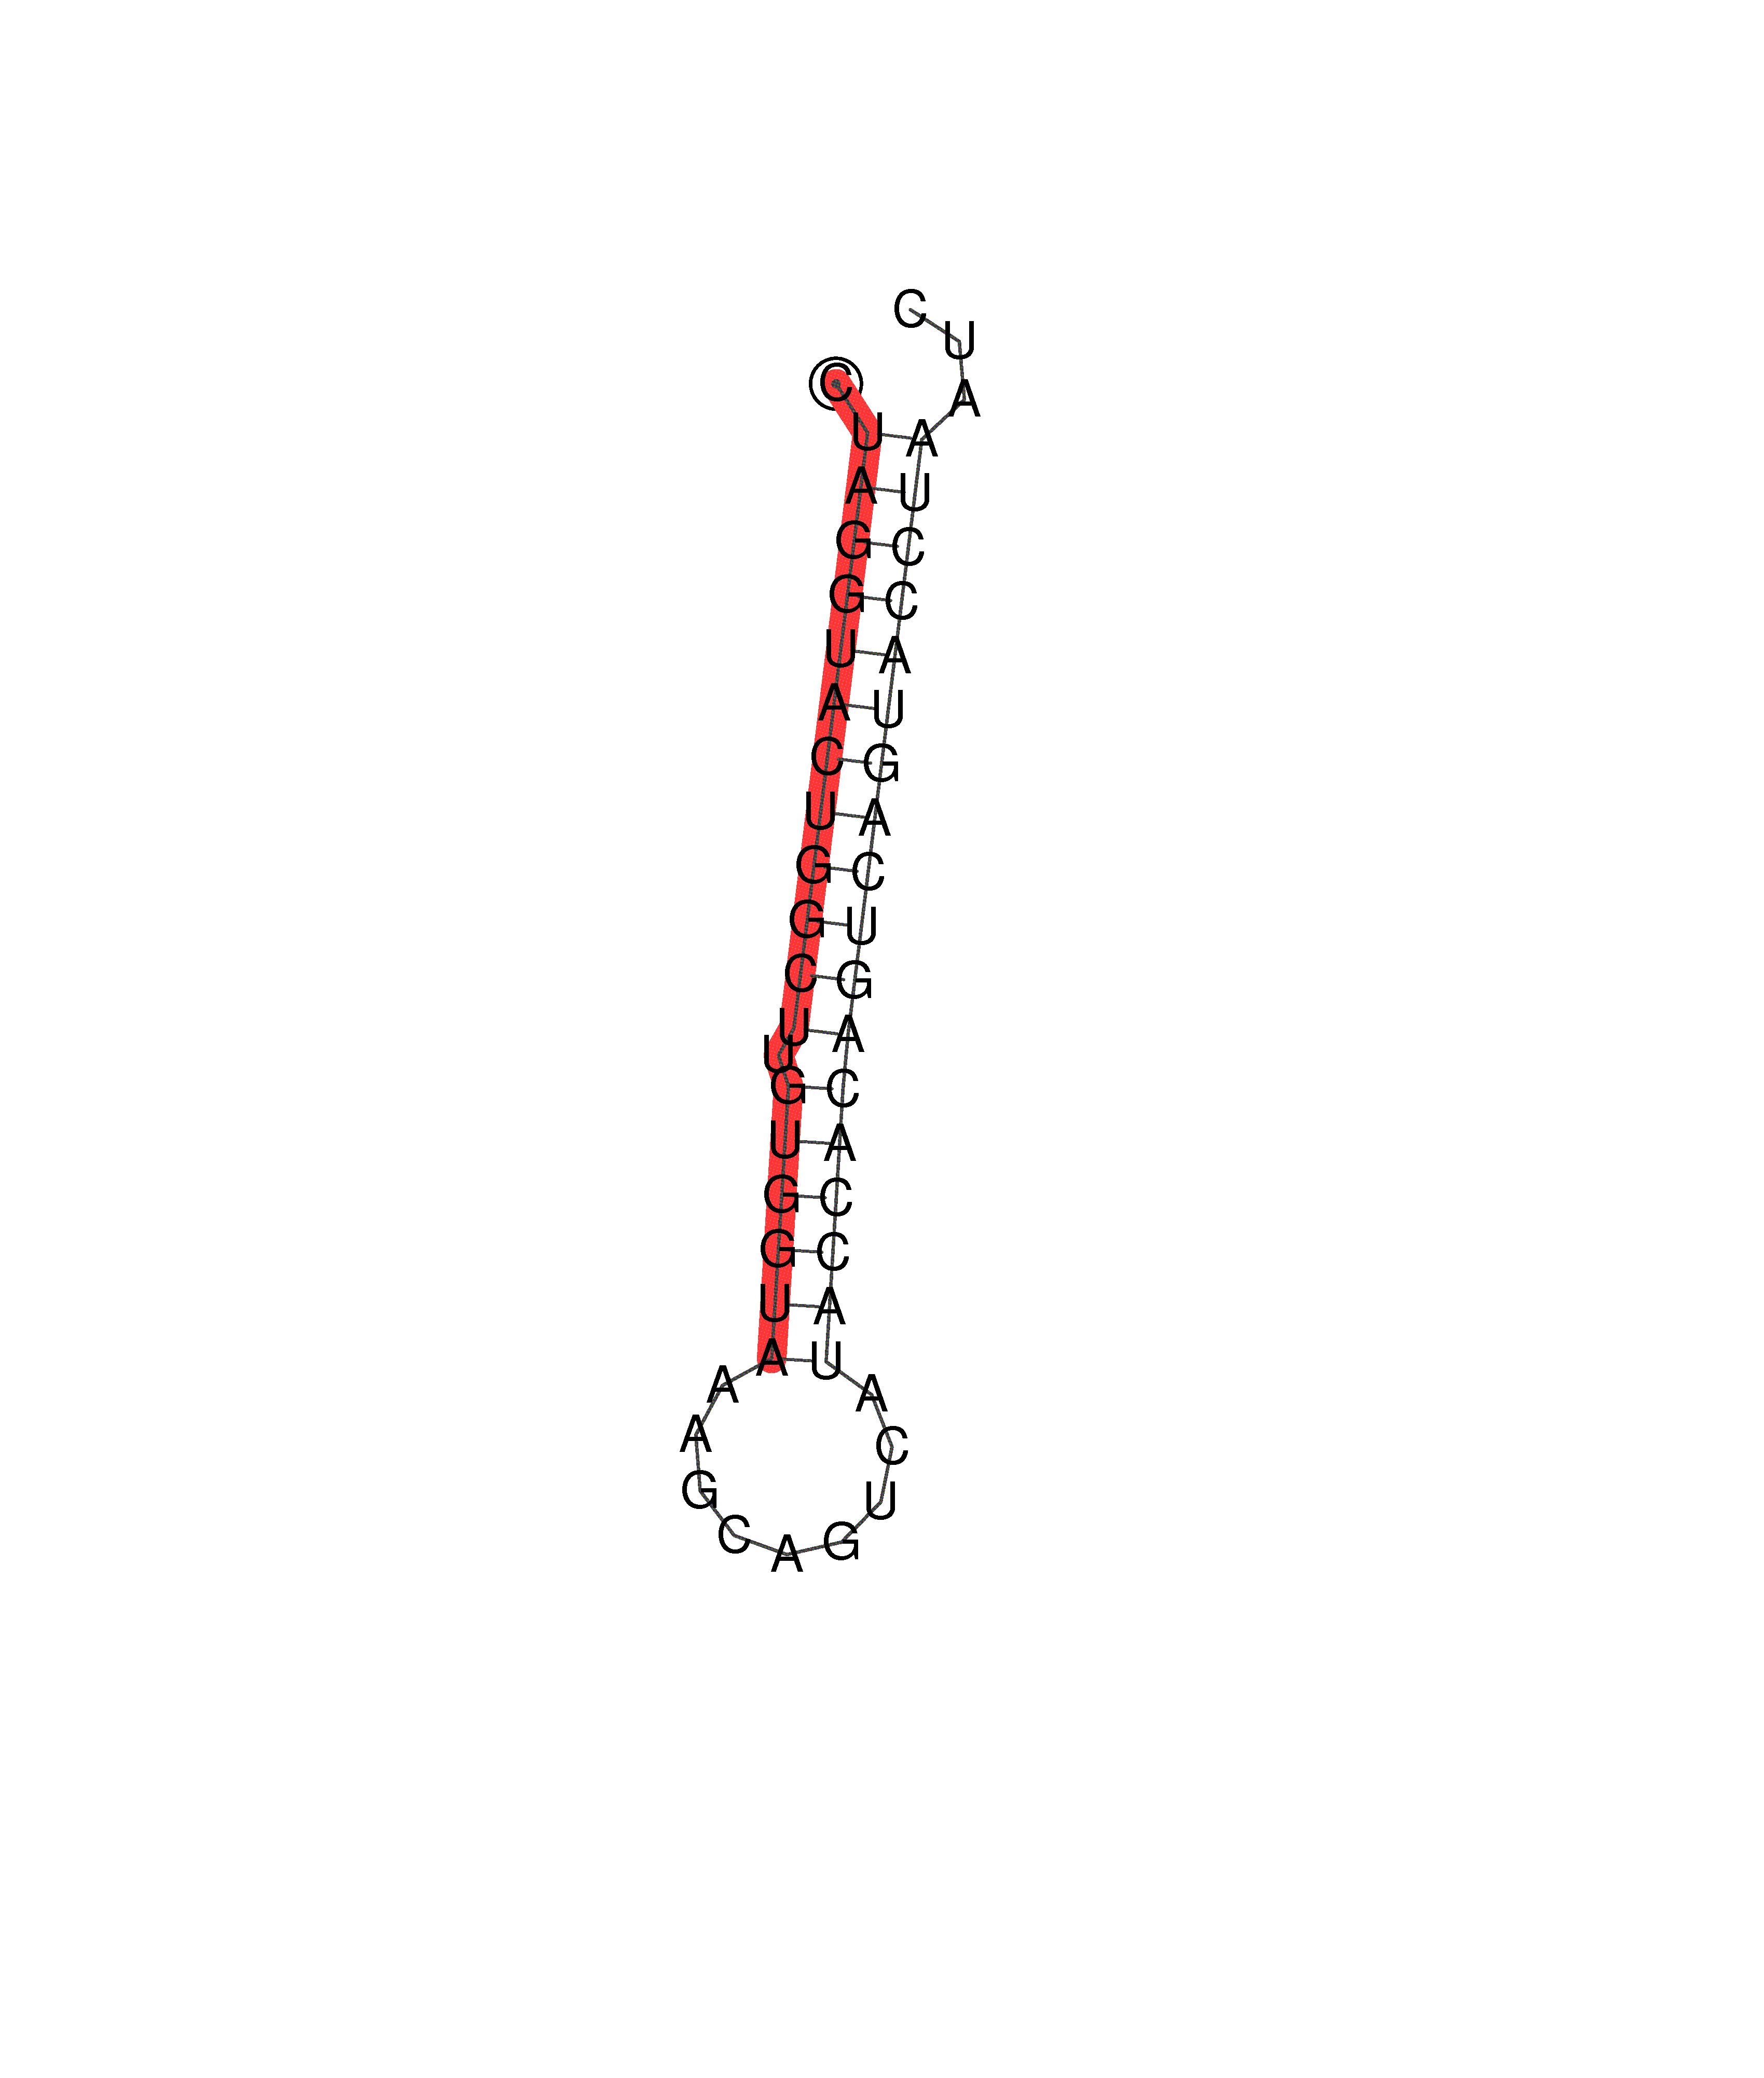

Y Fig. Secondary structure for novel_33

Z Fig.
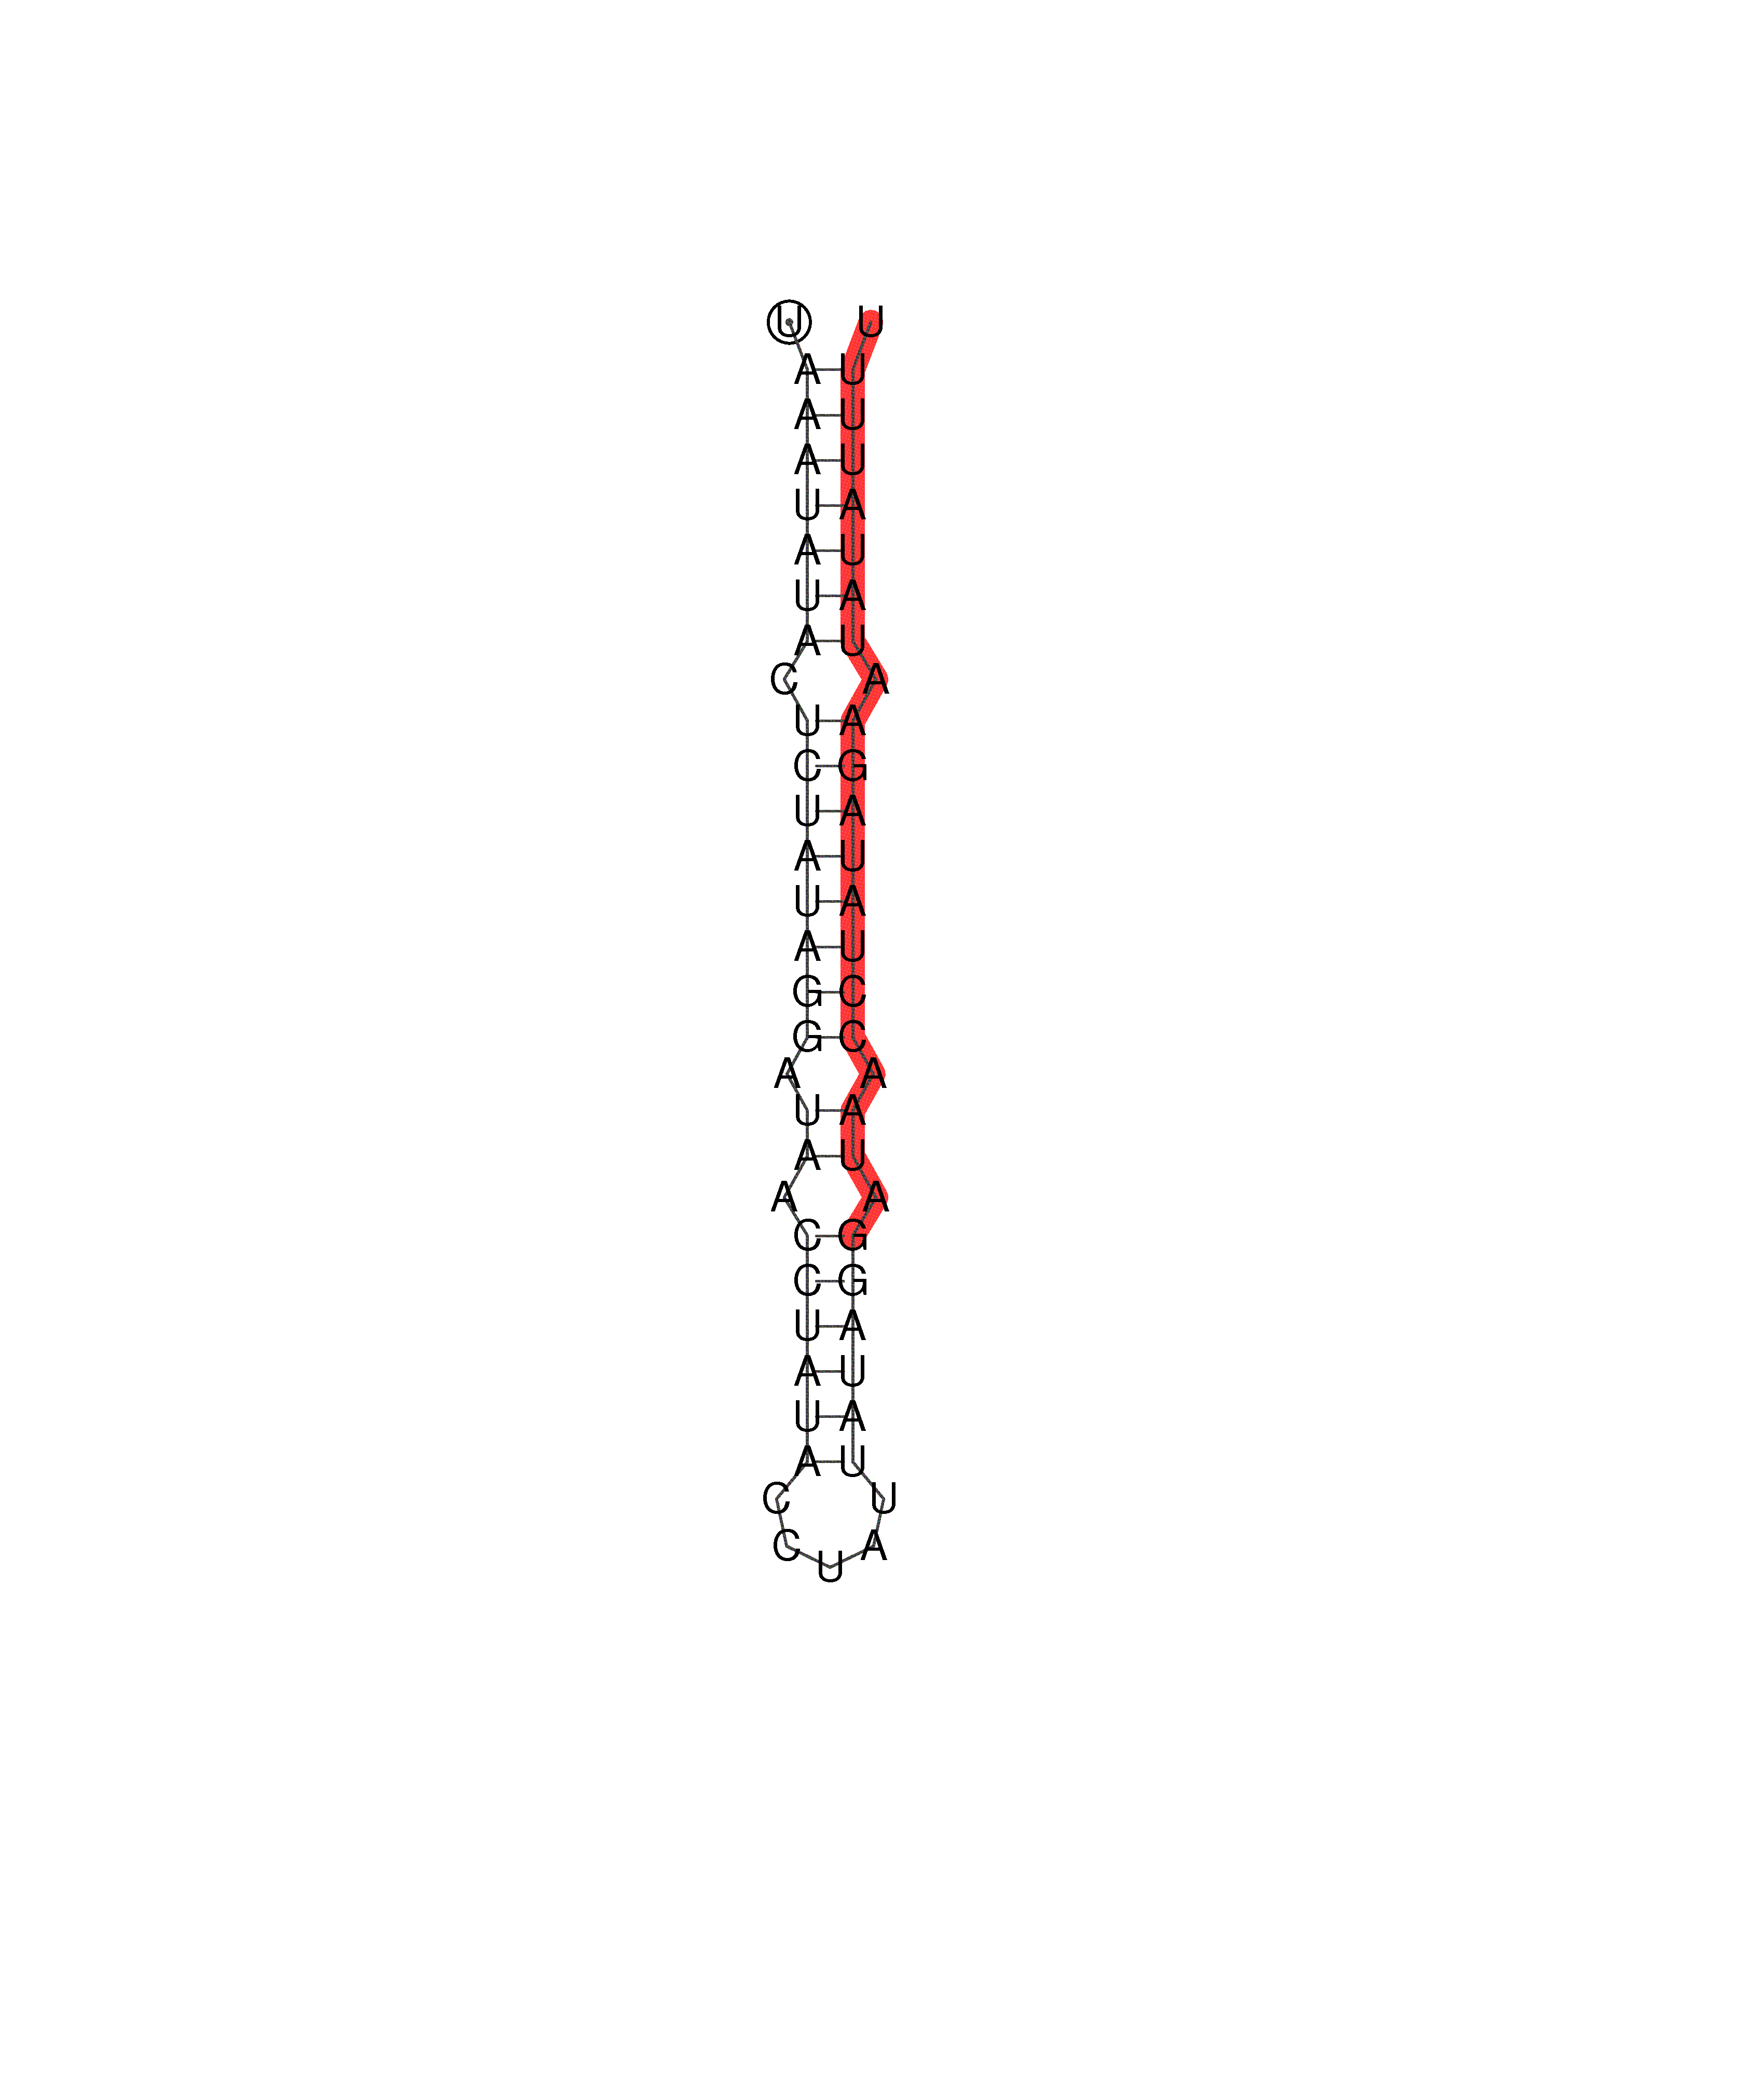
Secondary structure for novel_37

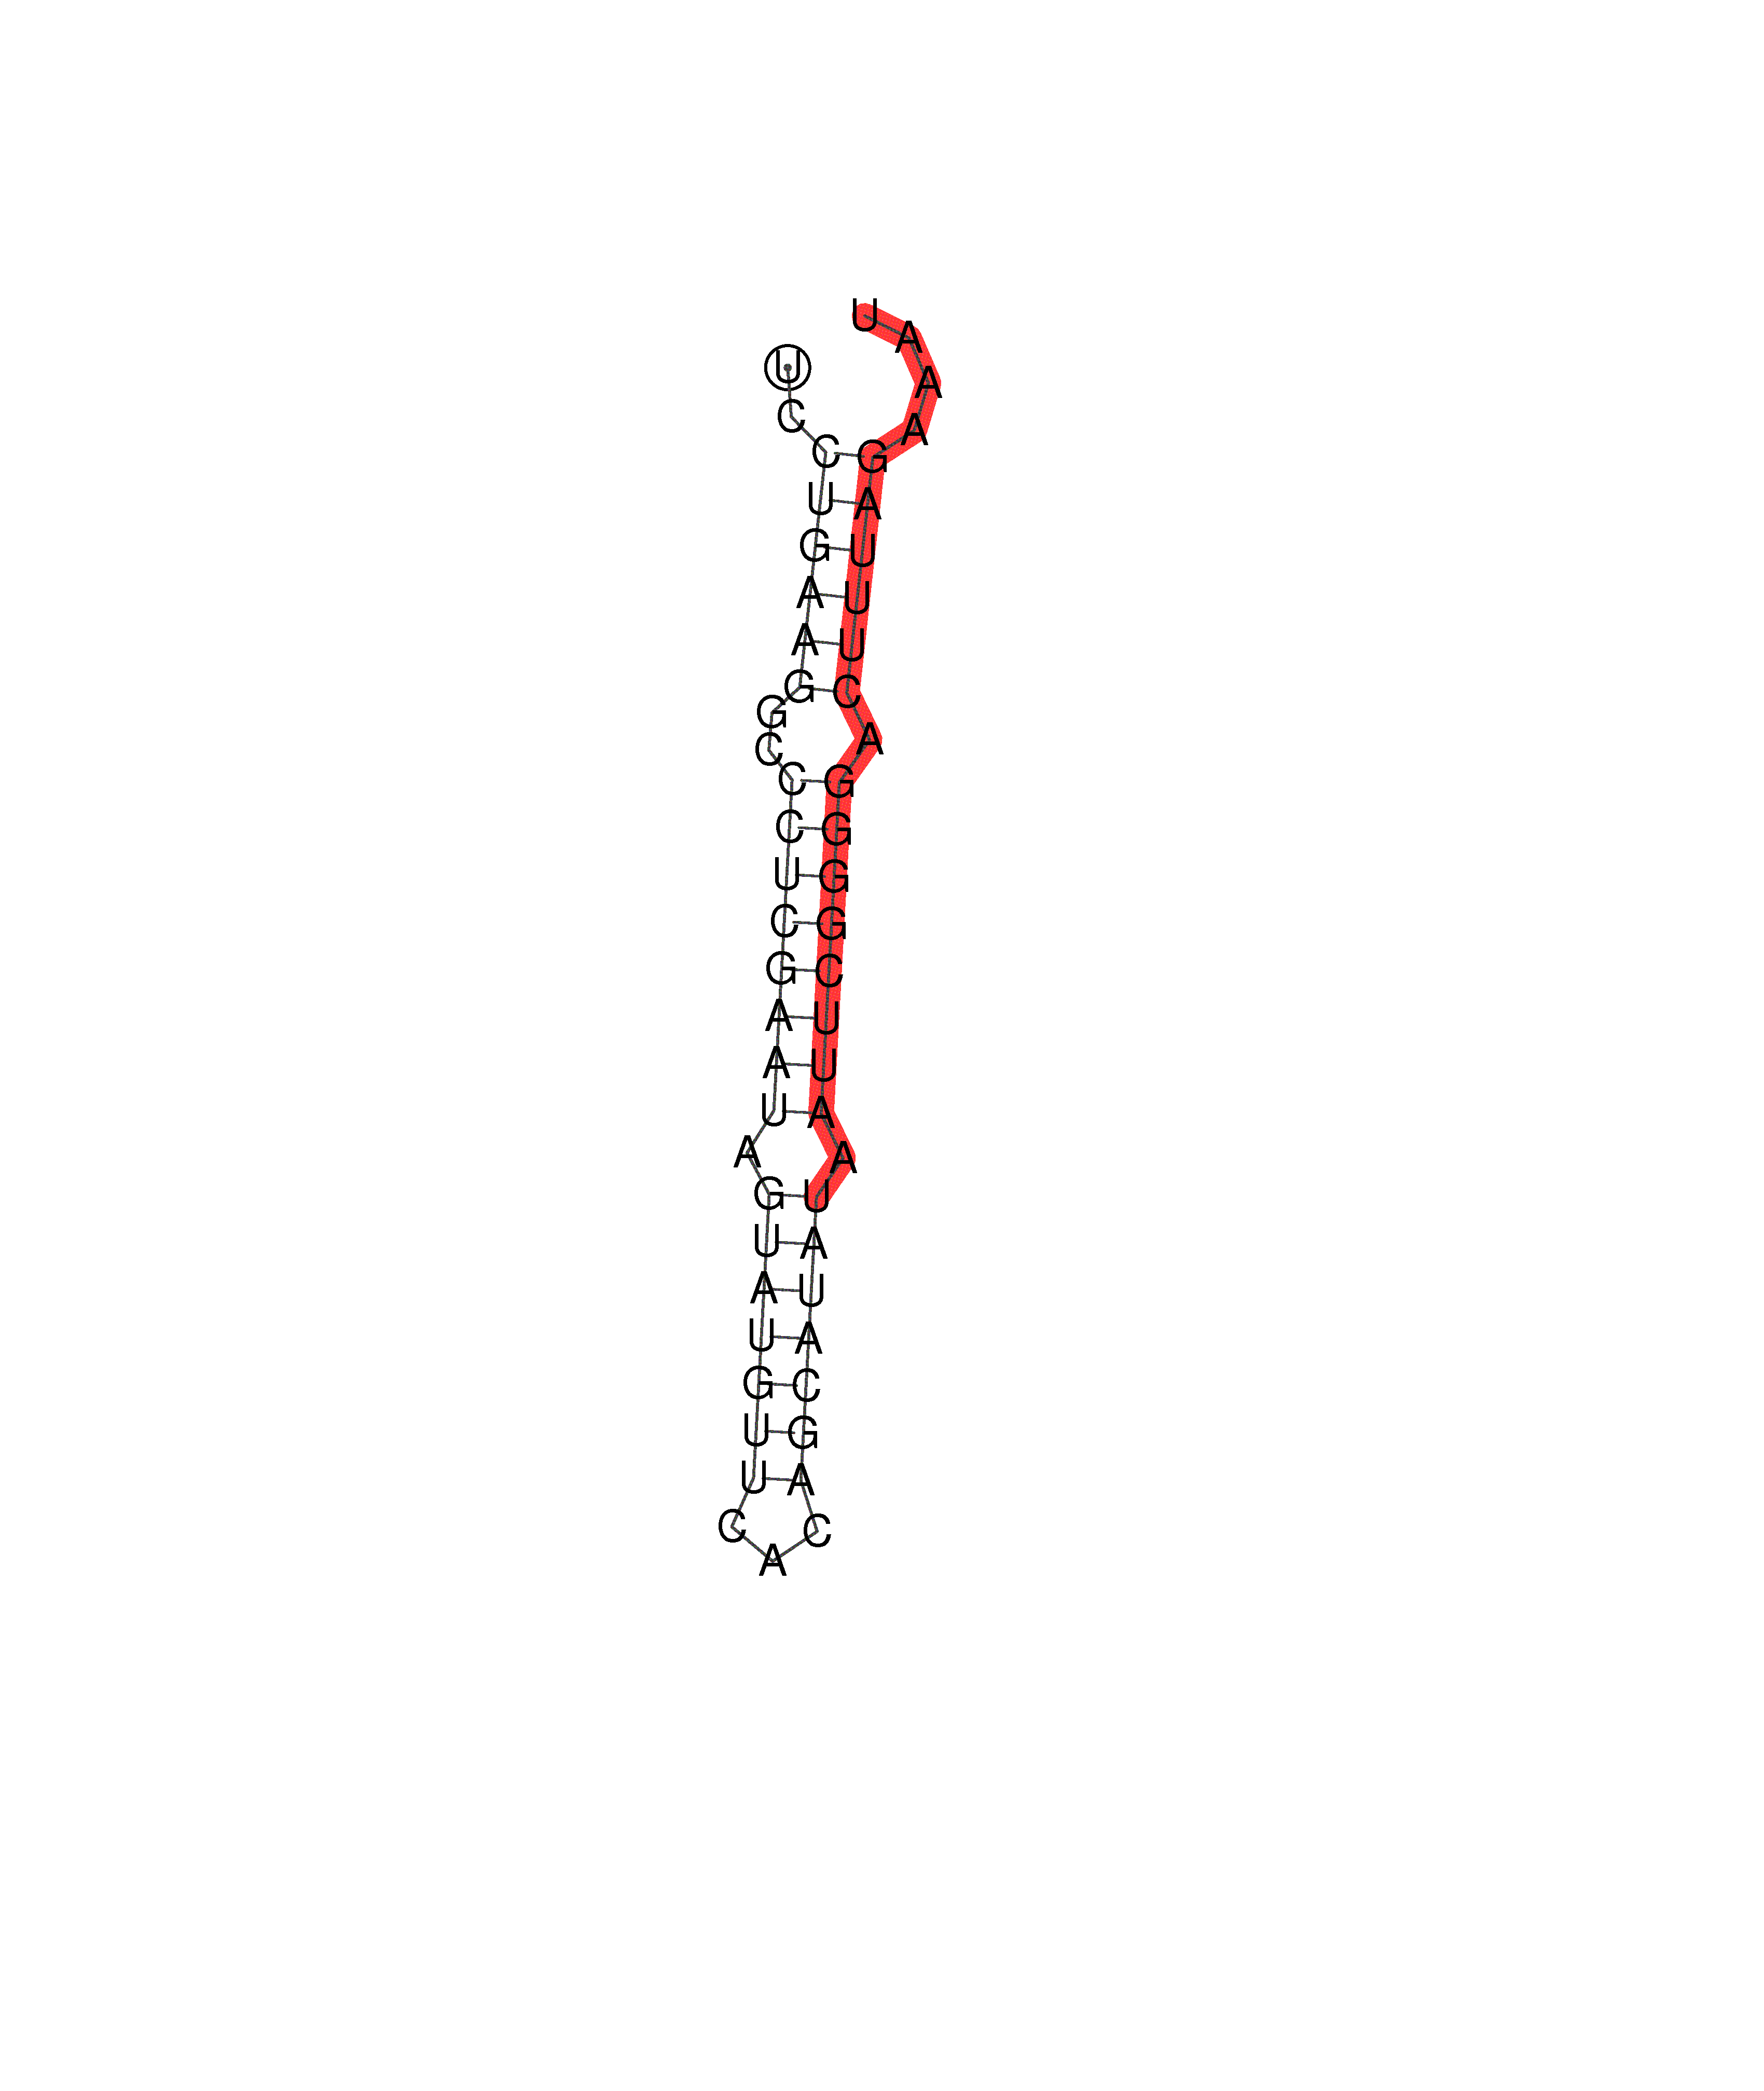

Aa Fig. Secondary structure for novel_38

Bb Fig.
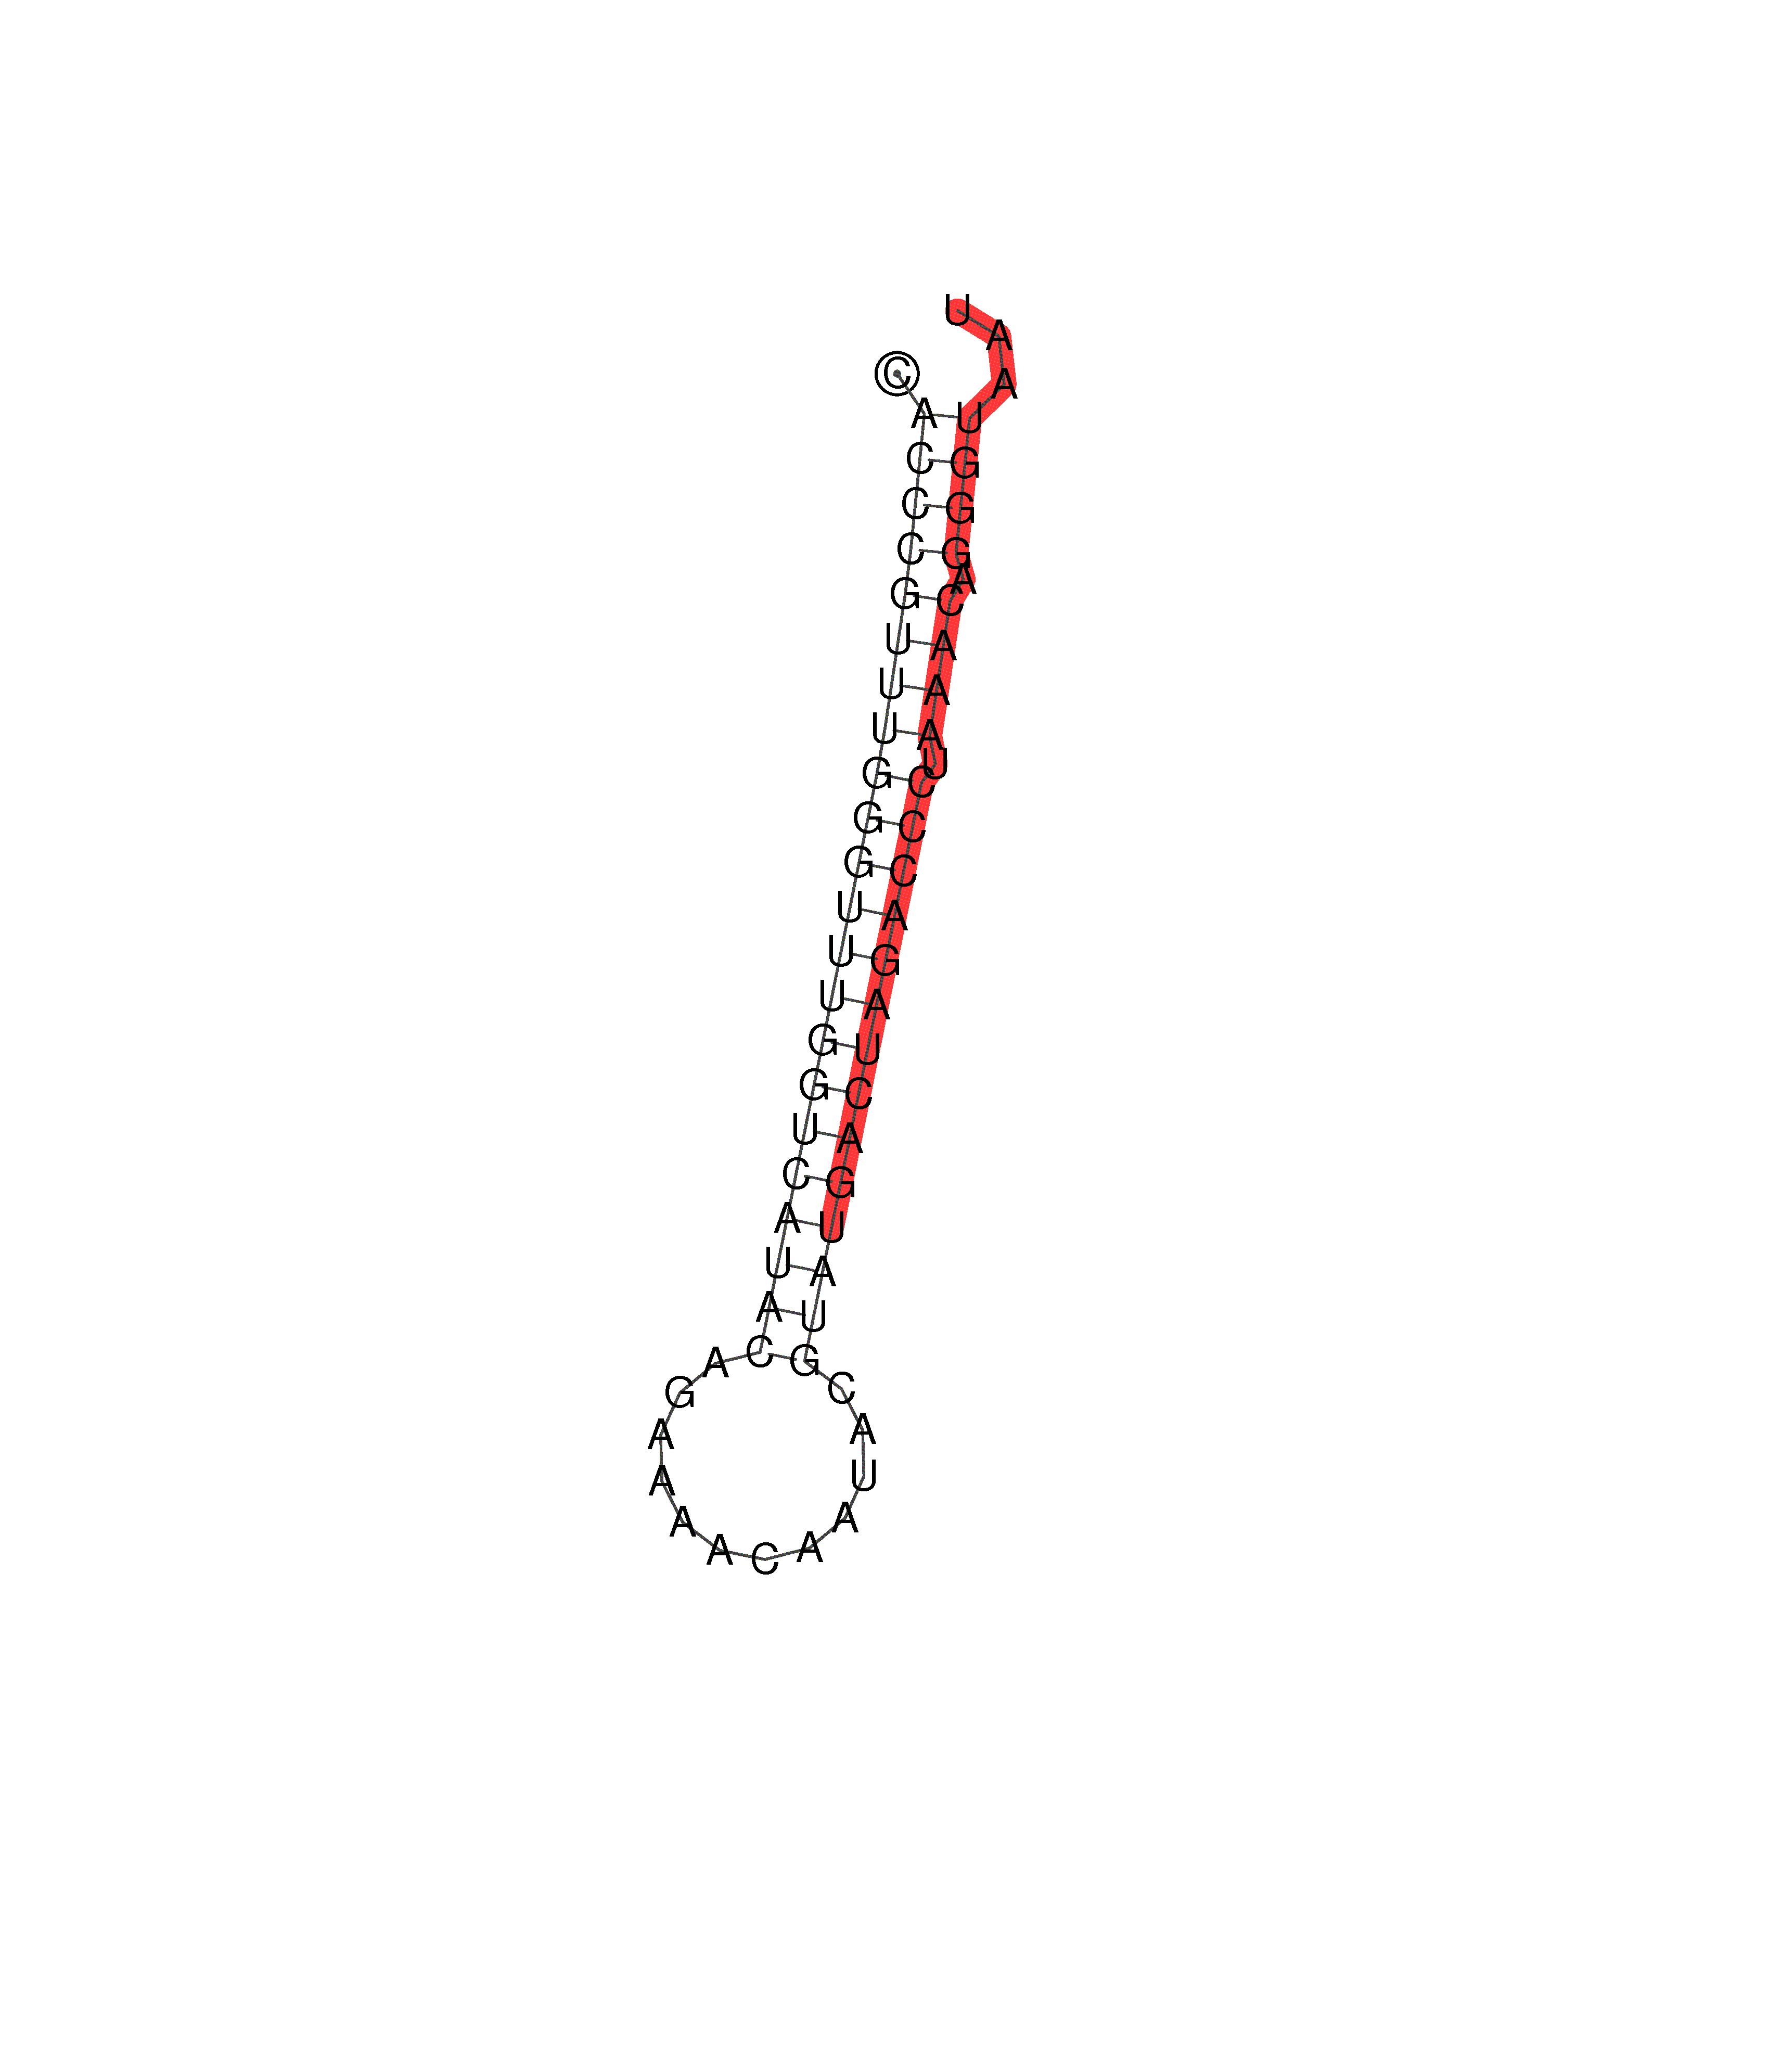
Secondary structure for novel_39

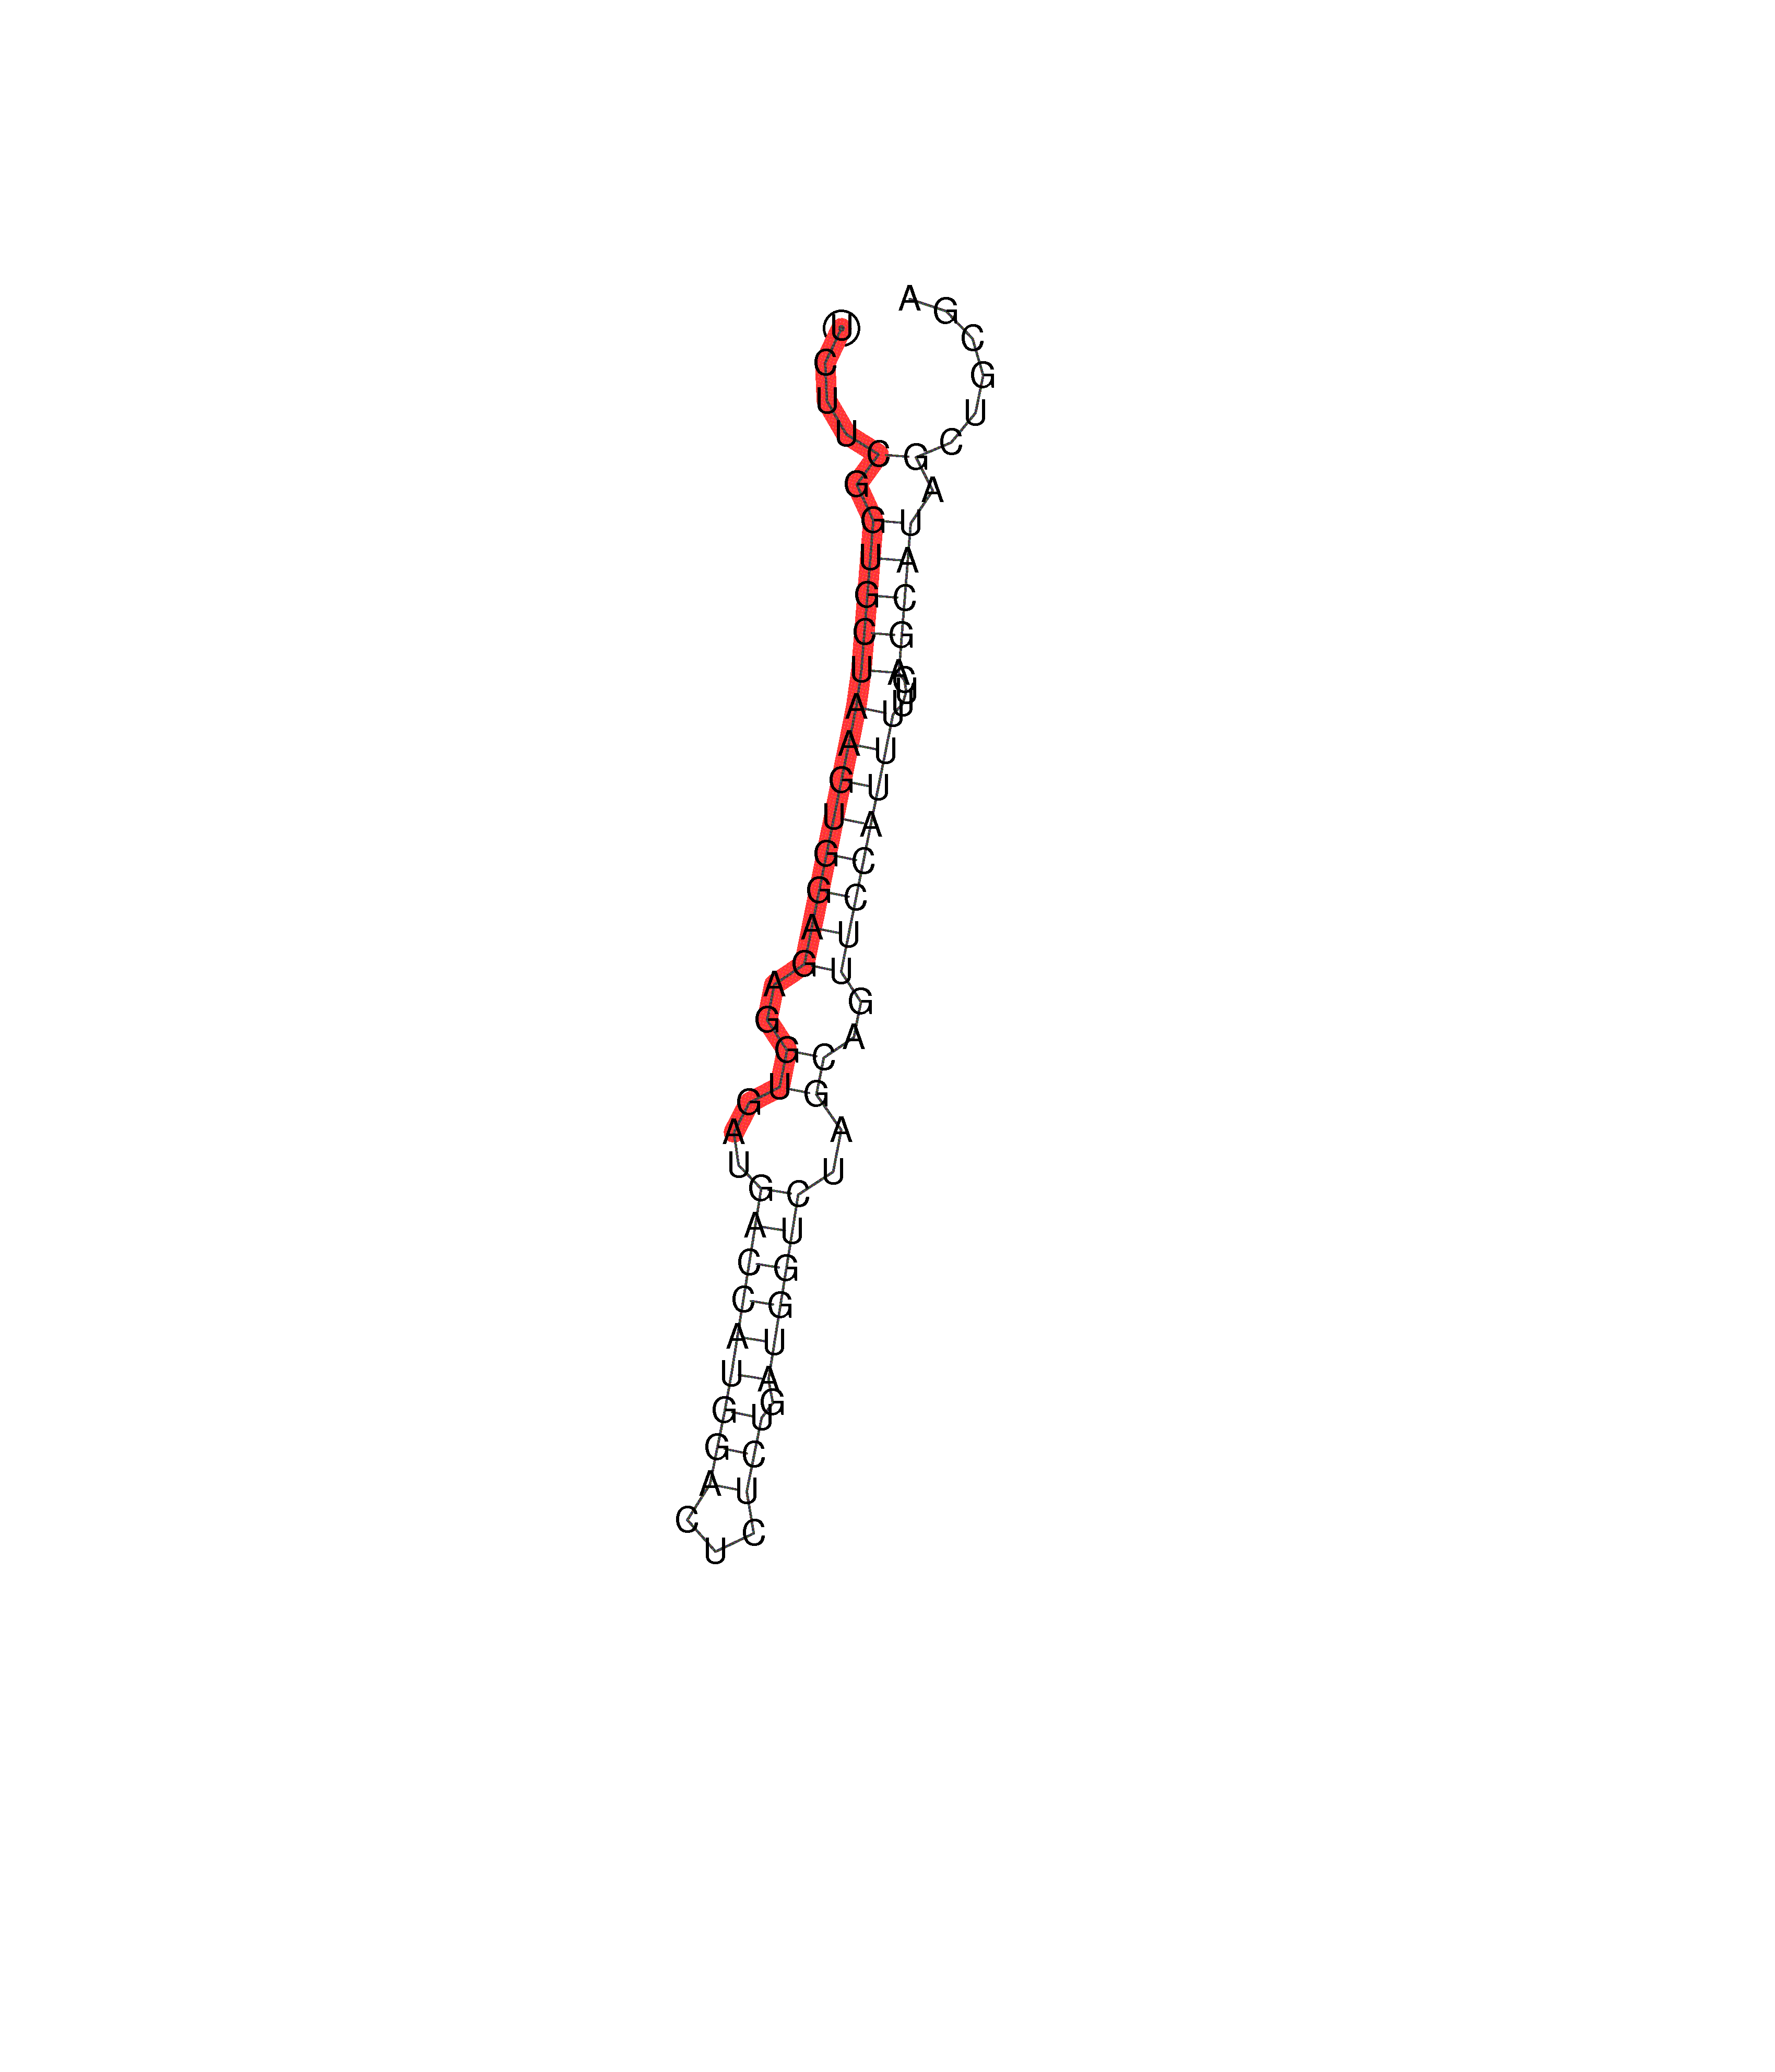

Cc Fig. Secondary structure for novel_40

Dd Fig.
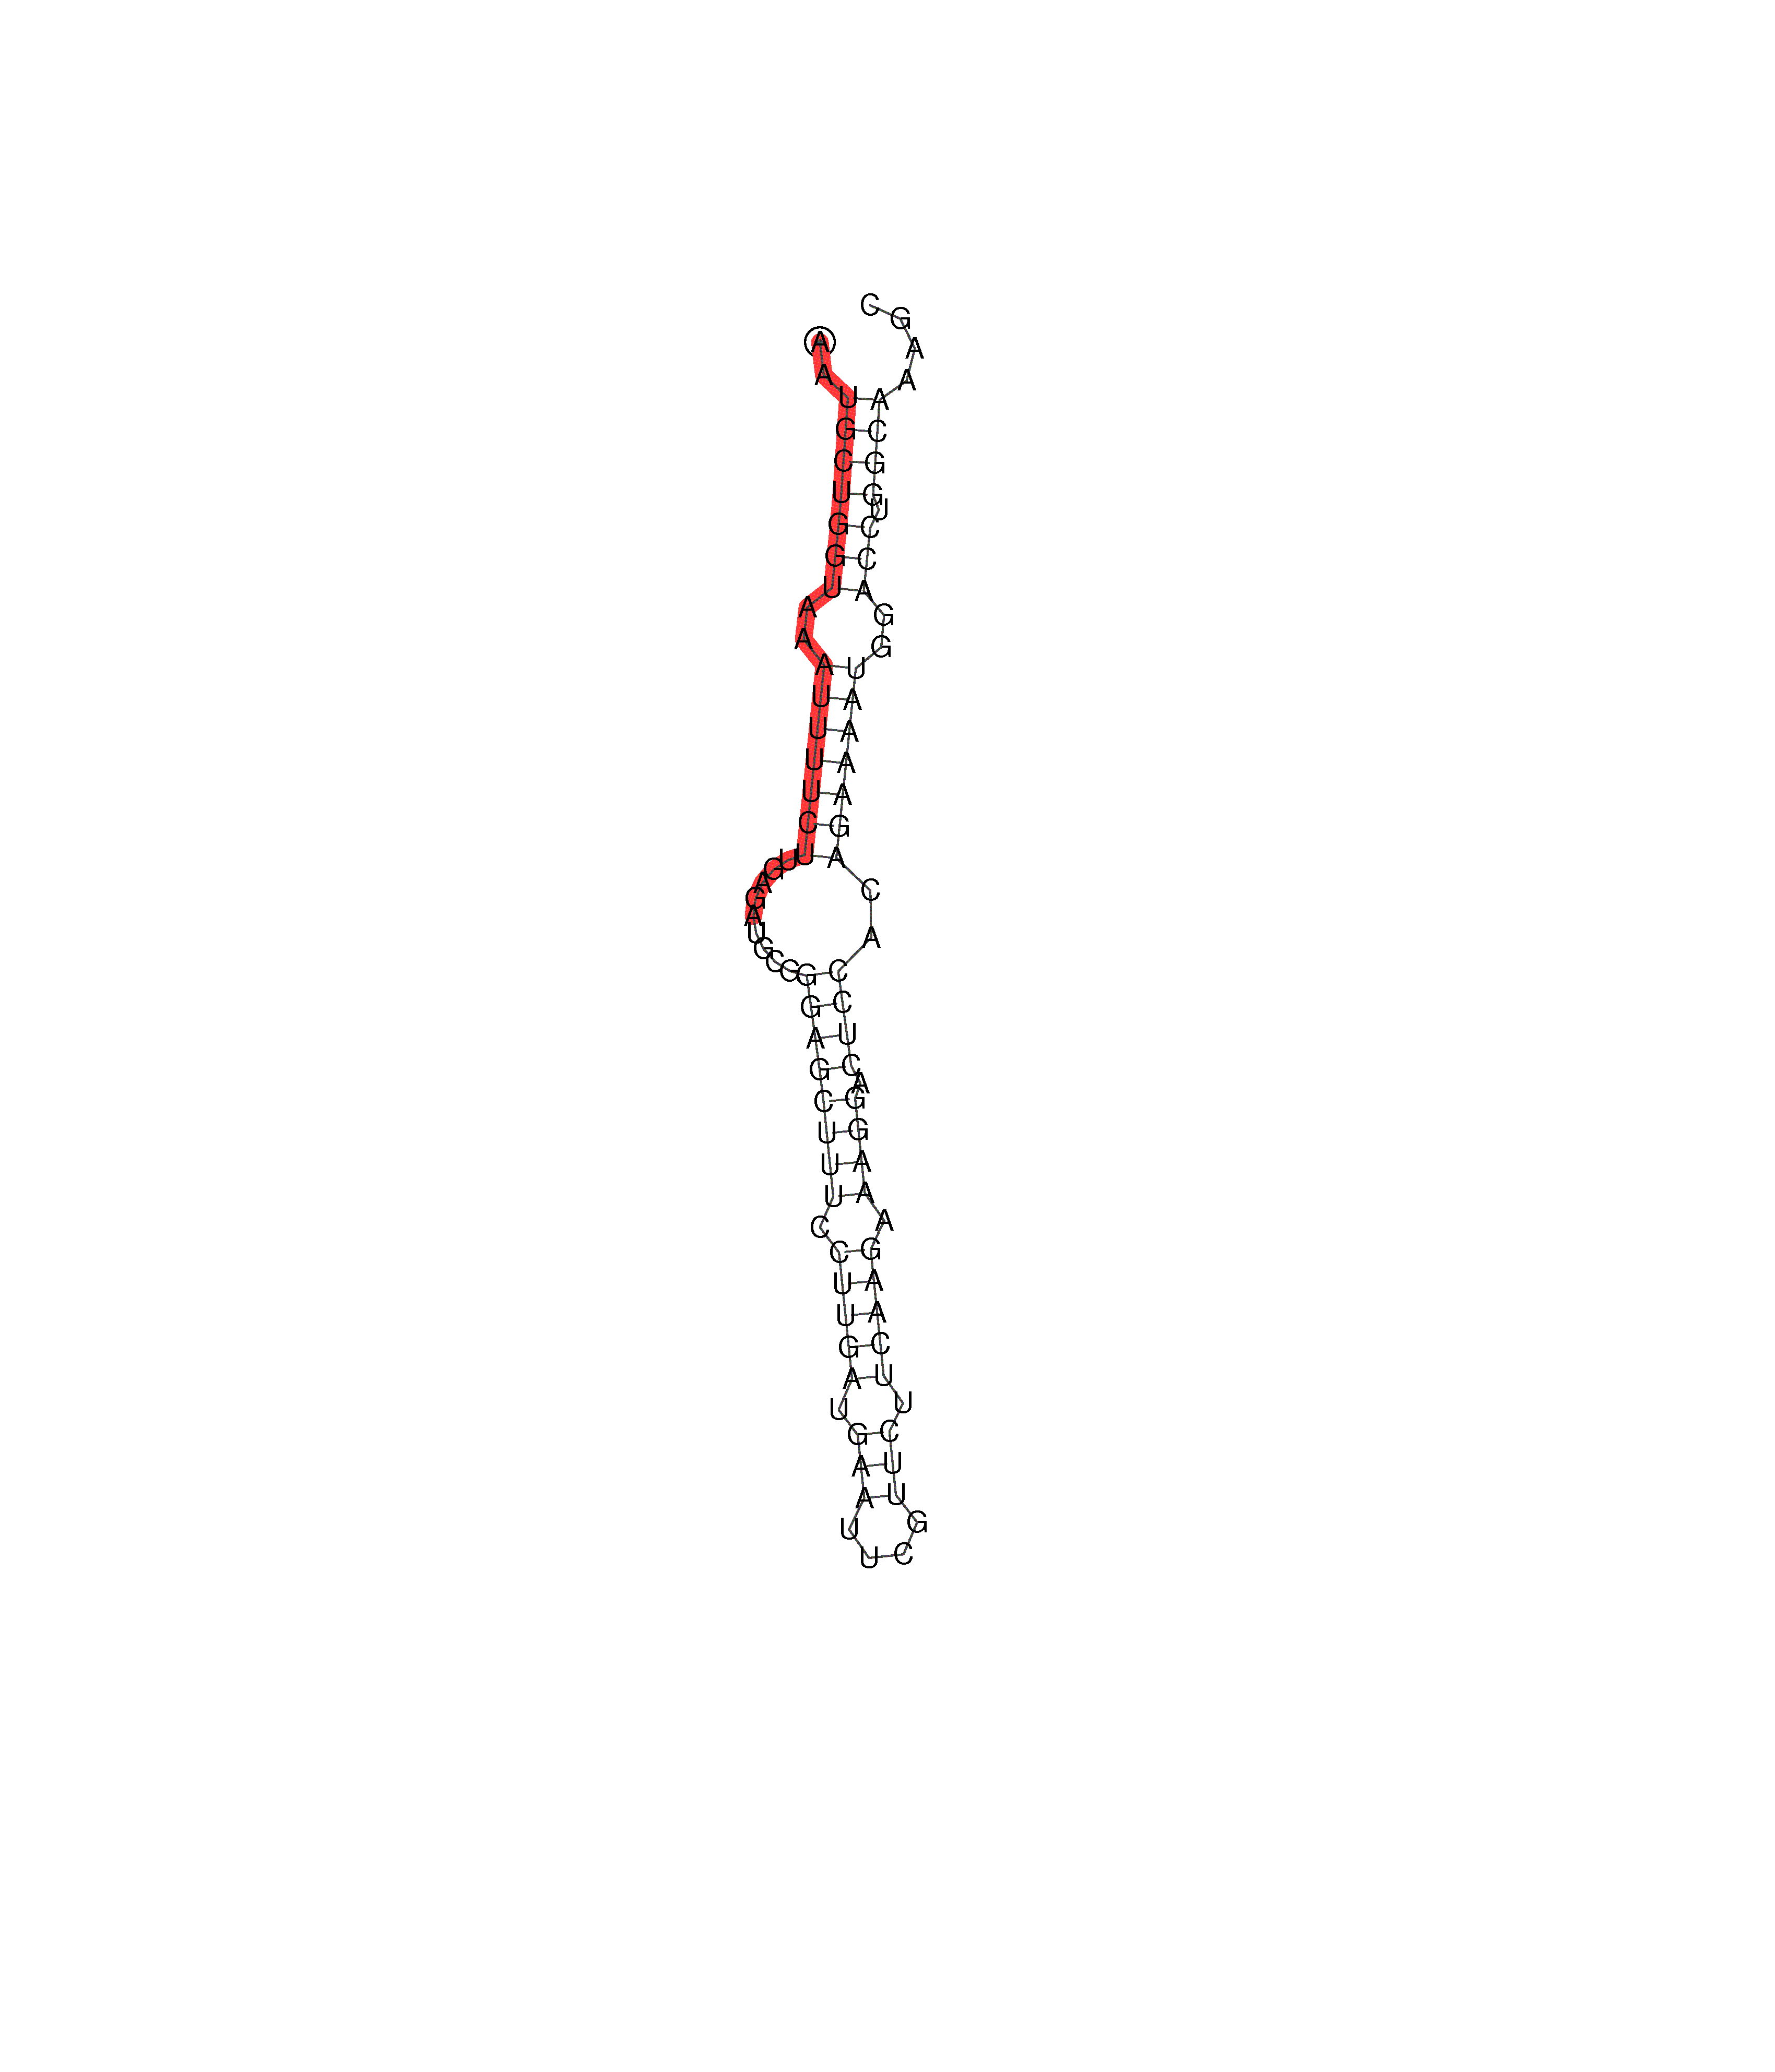
Secondary structure for novel_41

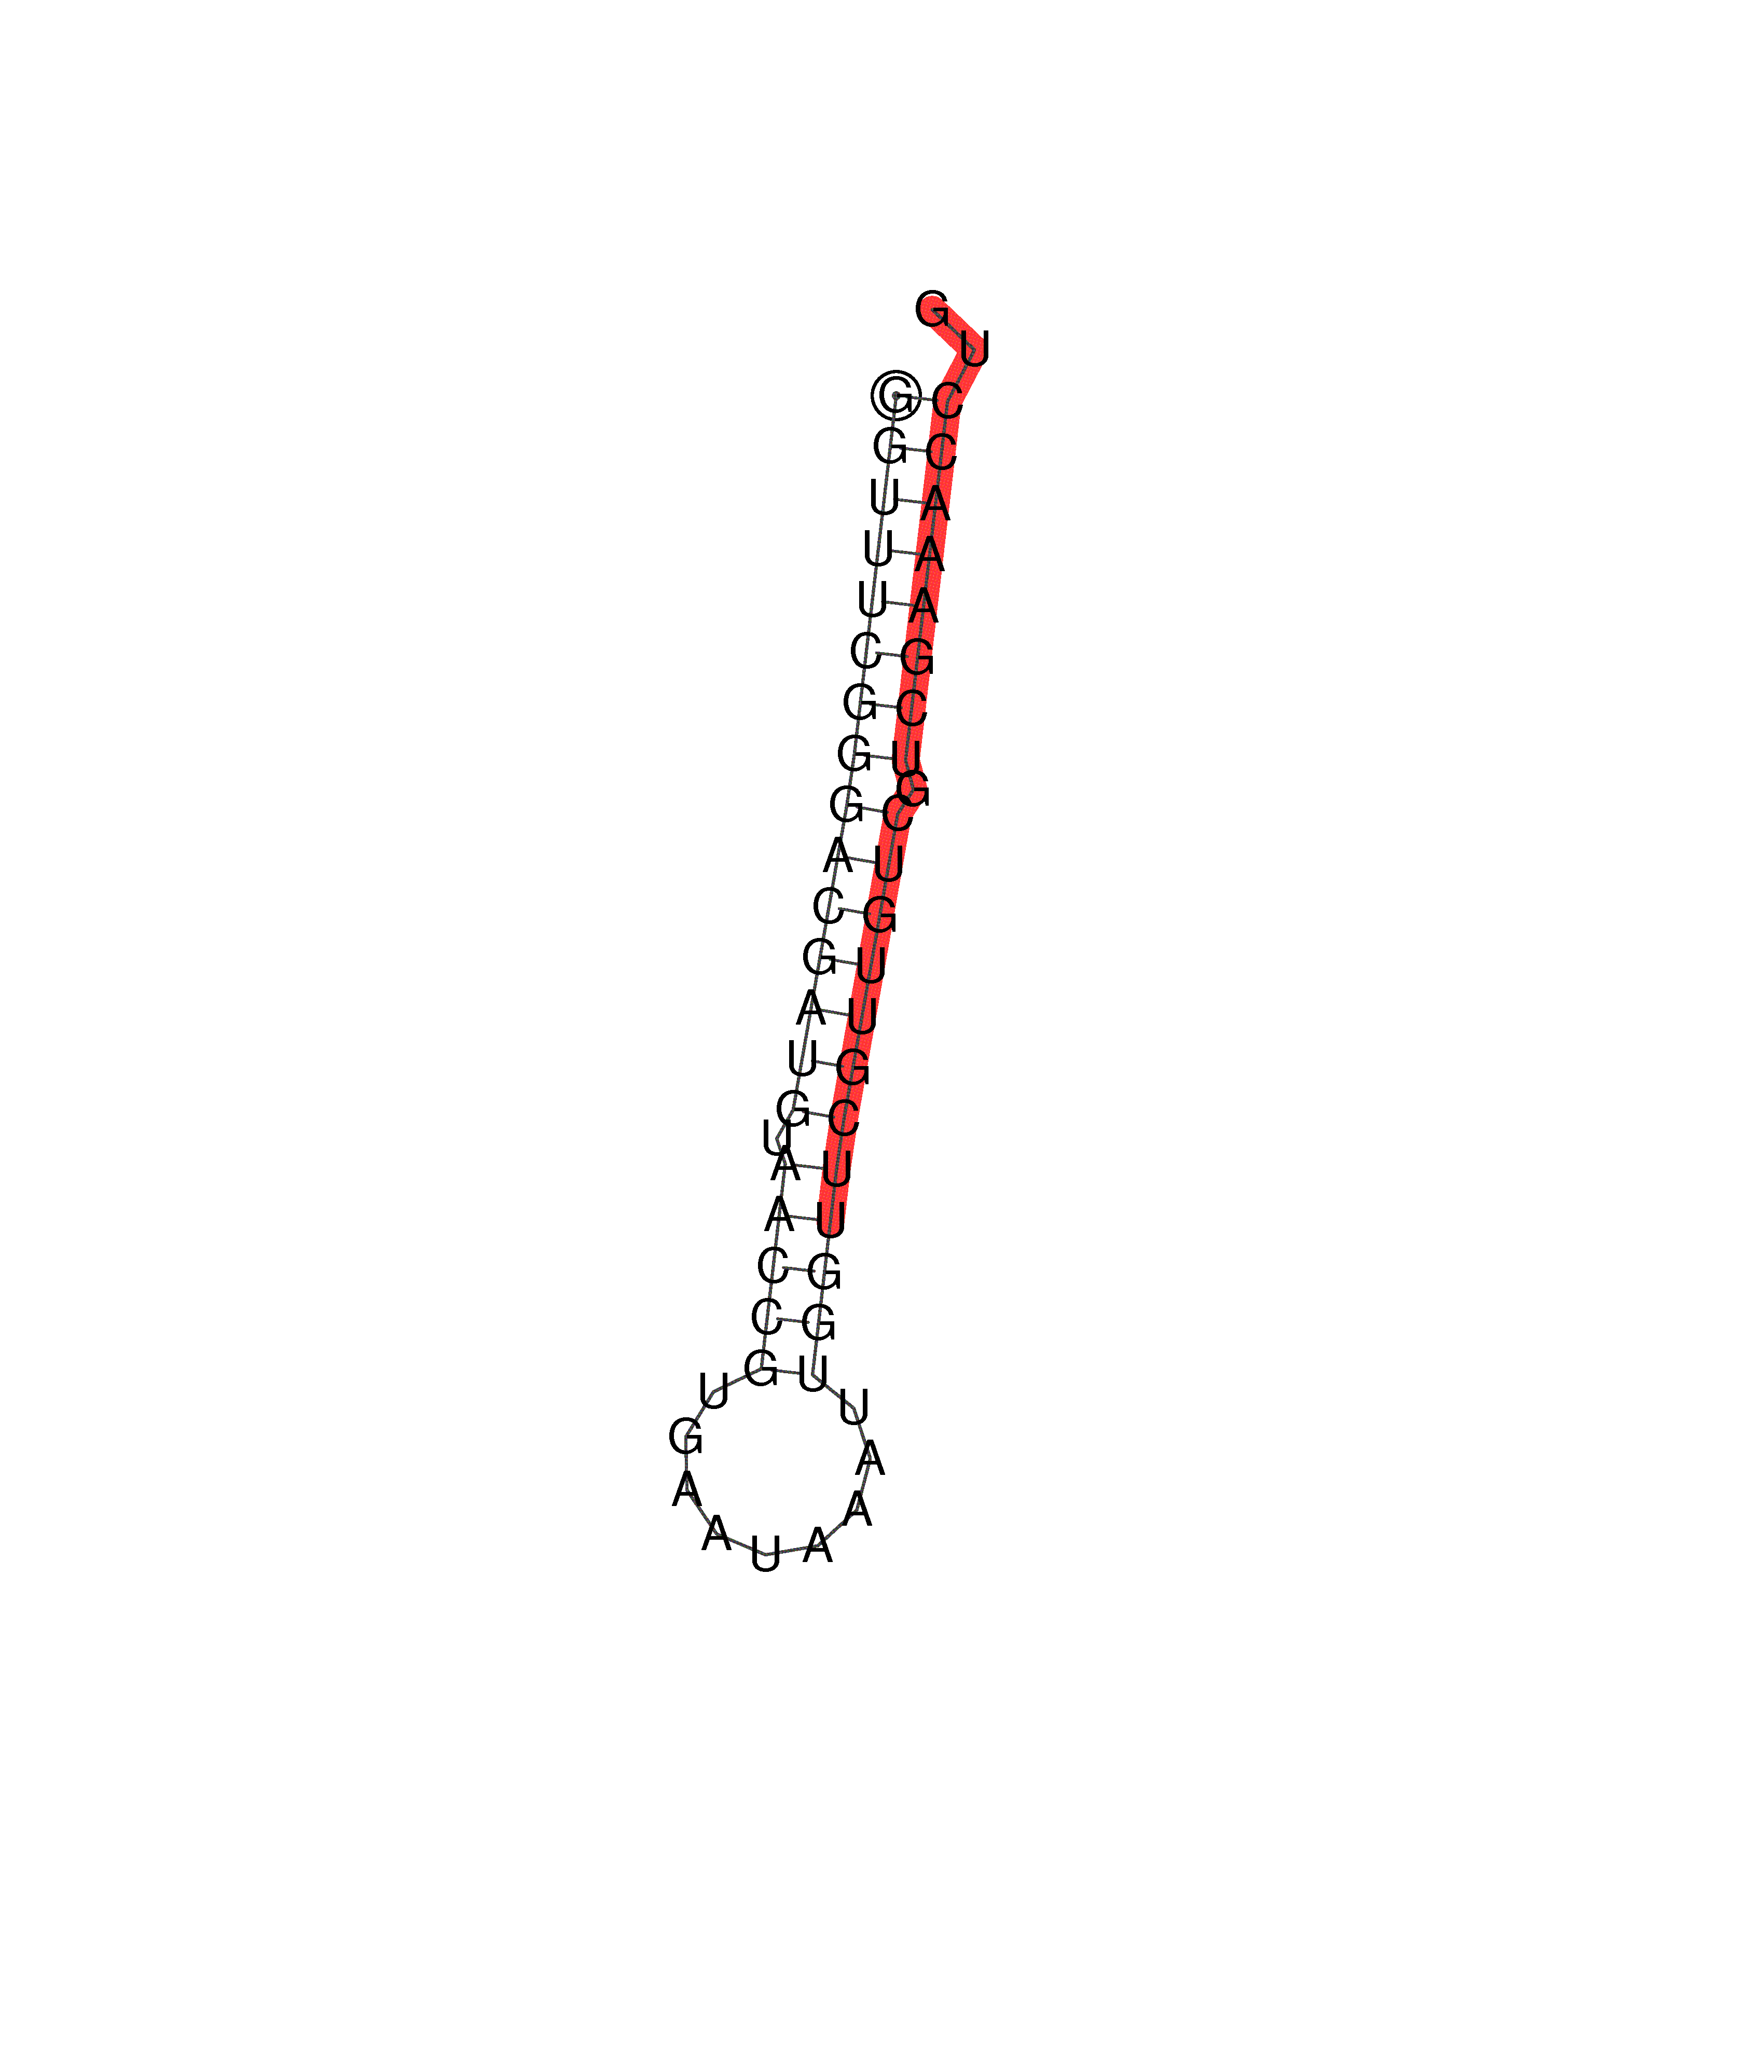

Ee Fig. Secondary structure for novel_42

Ff Fig.
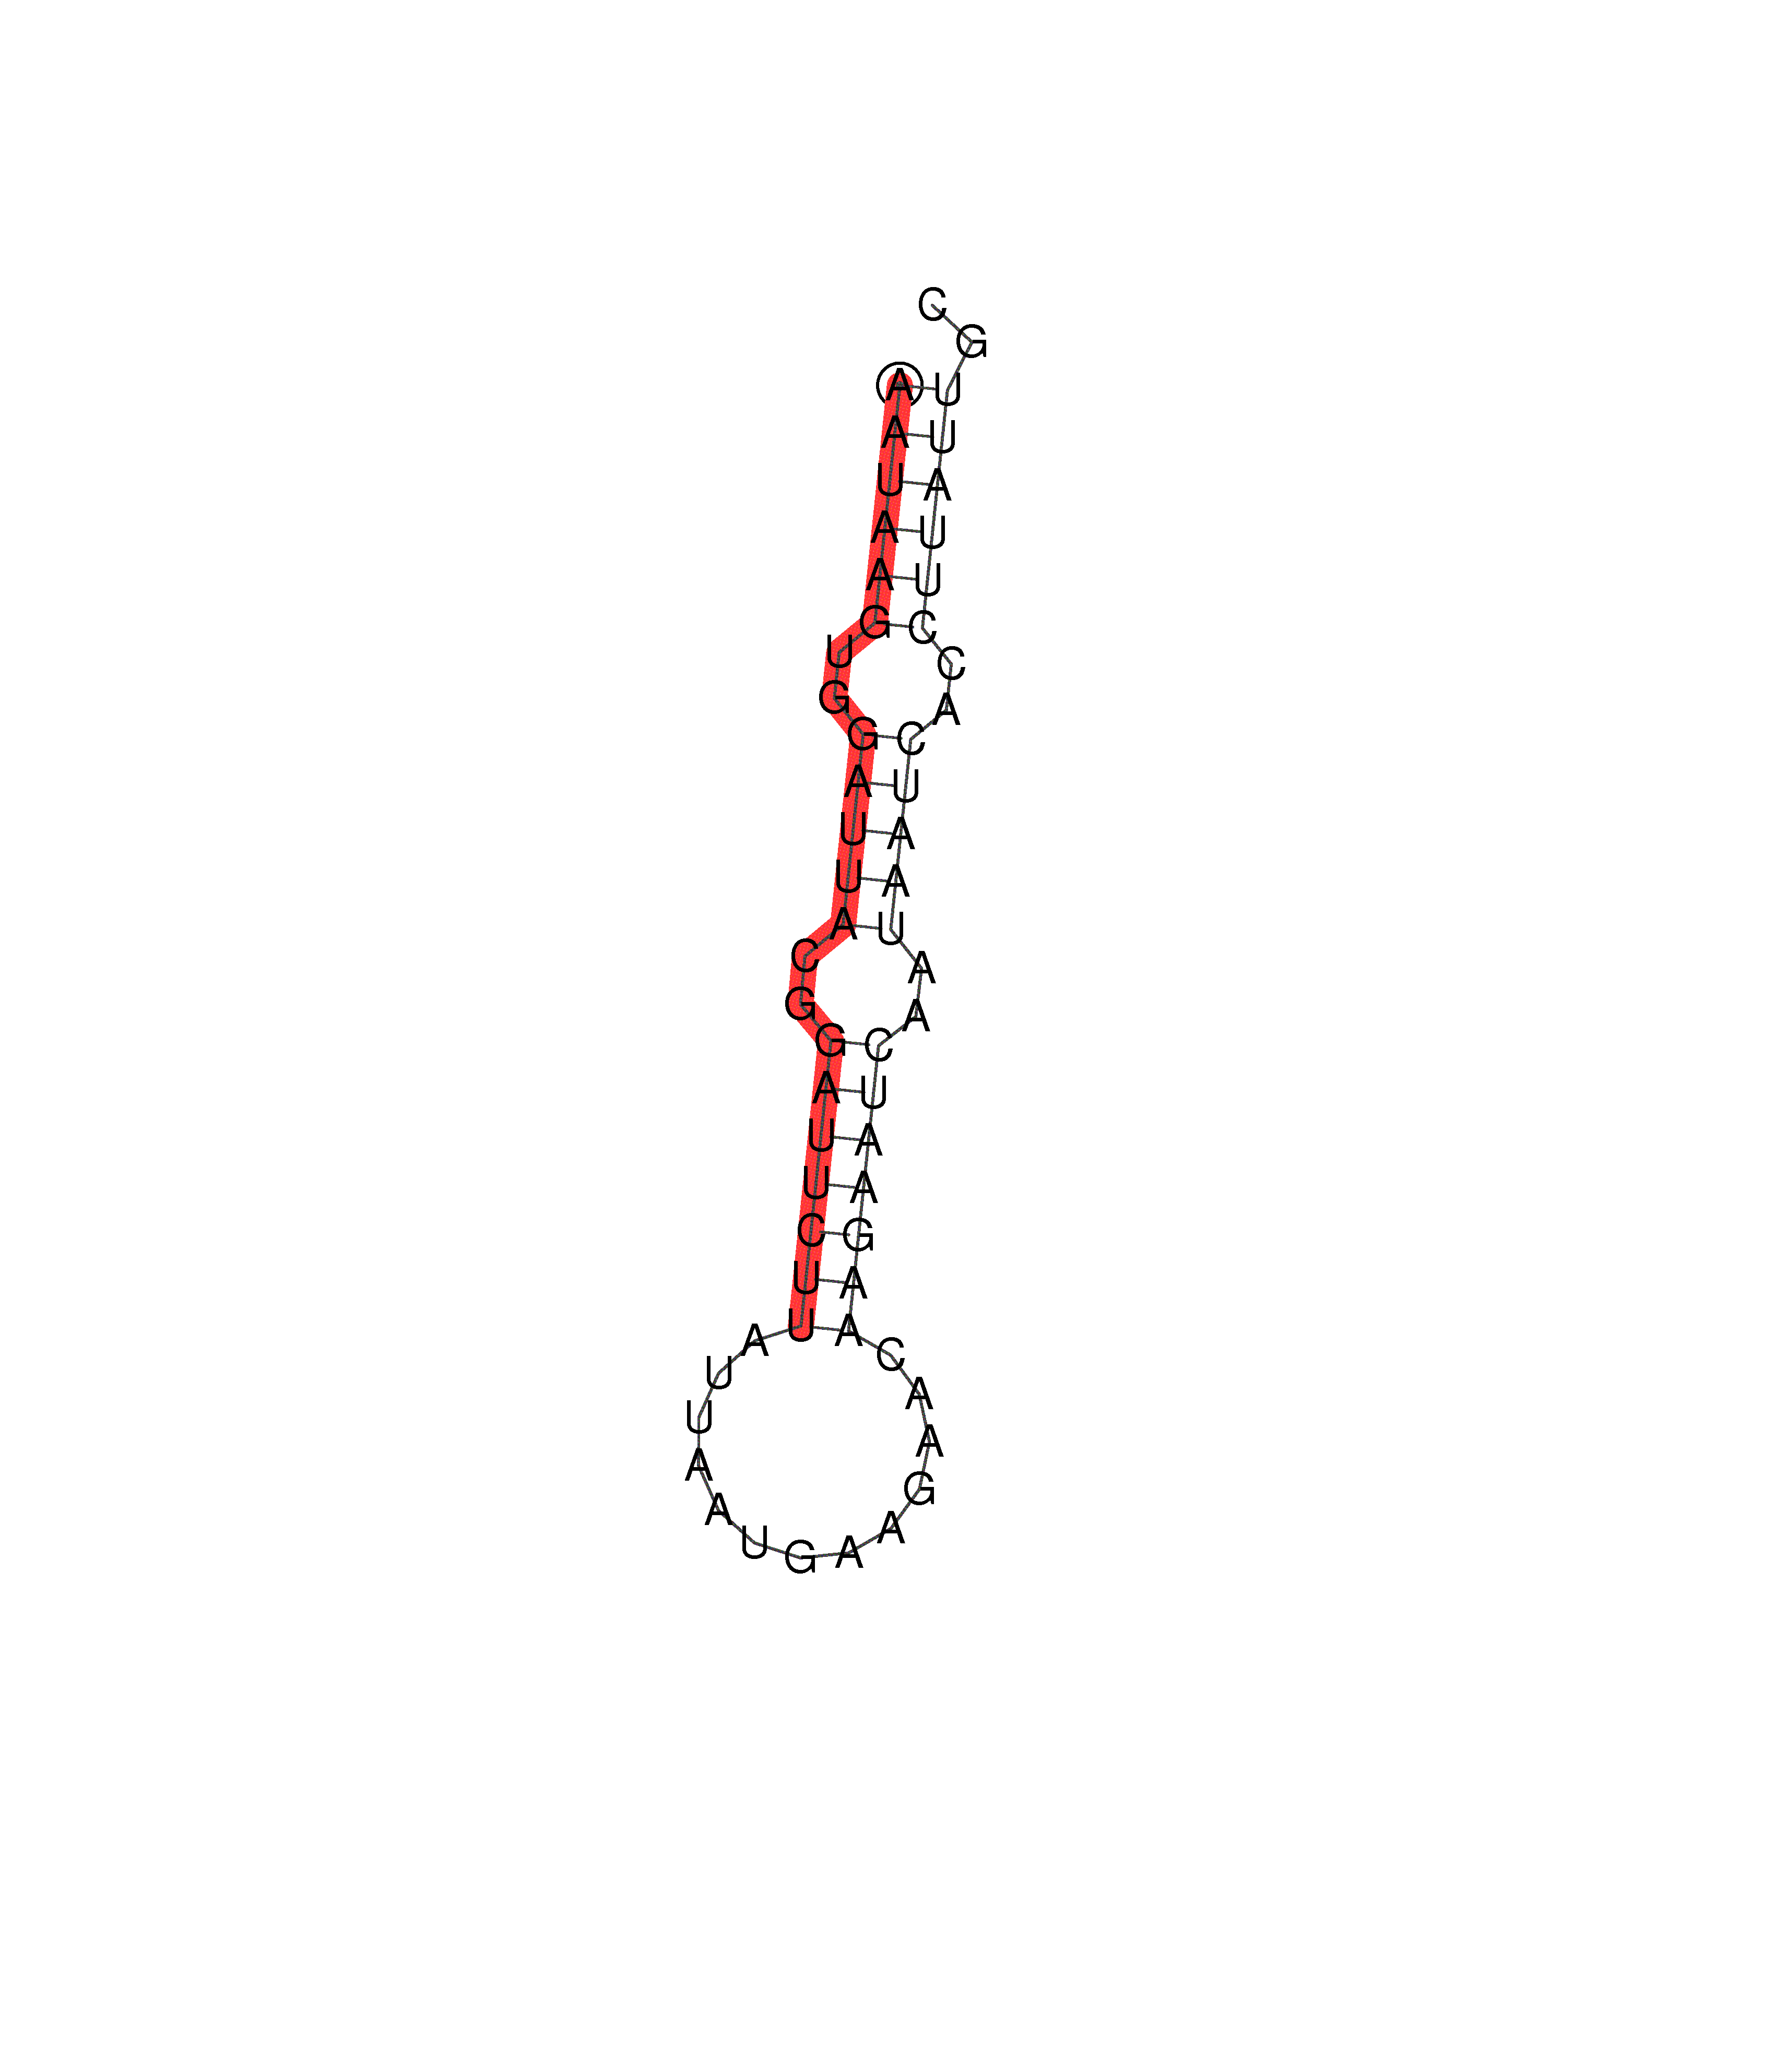
Secondary structure for novel_43

Gg Fig. Secondary structure for novel_44

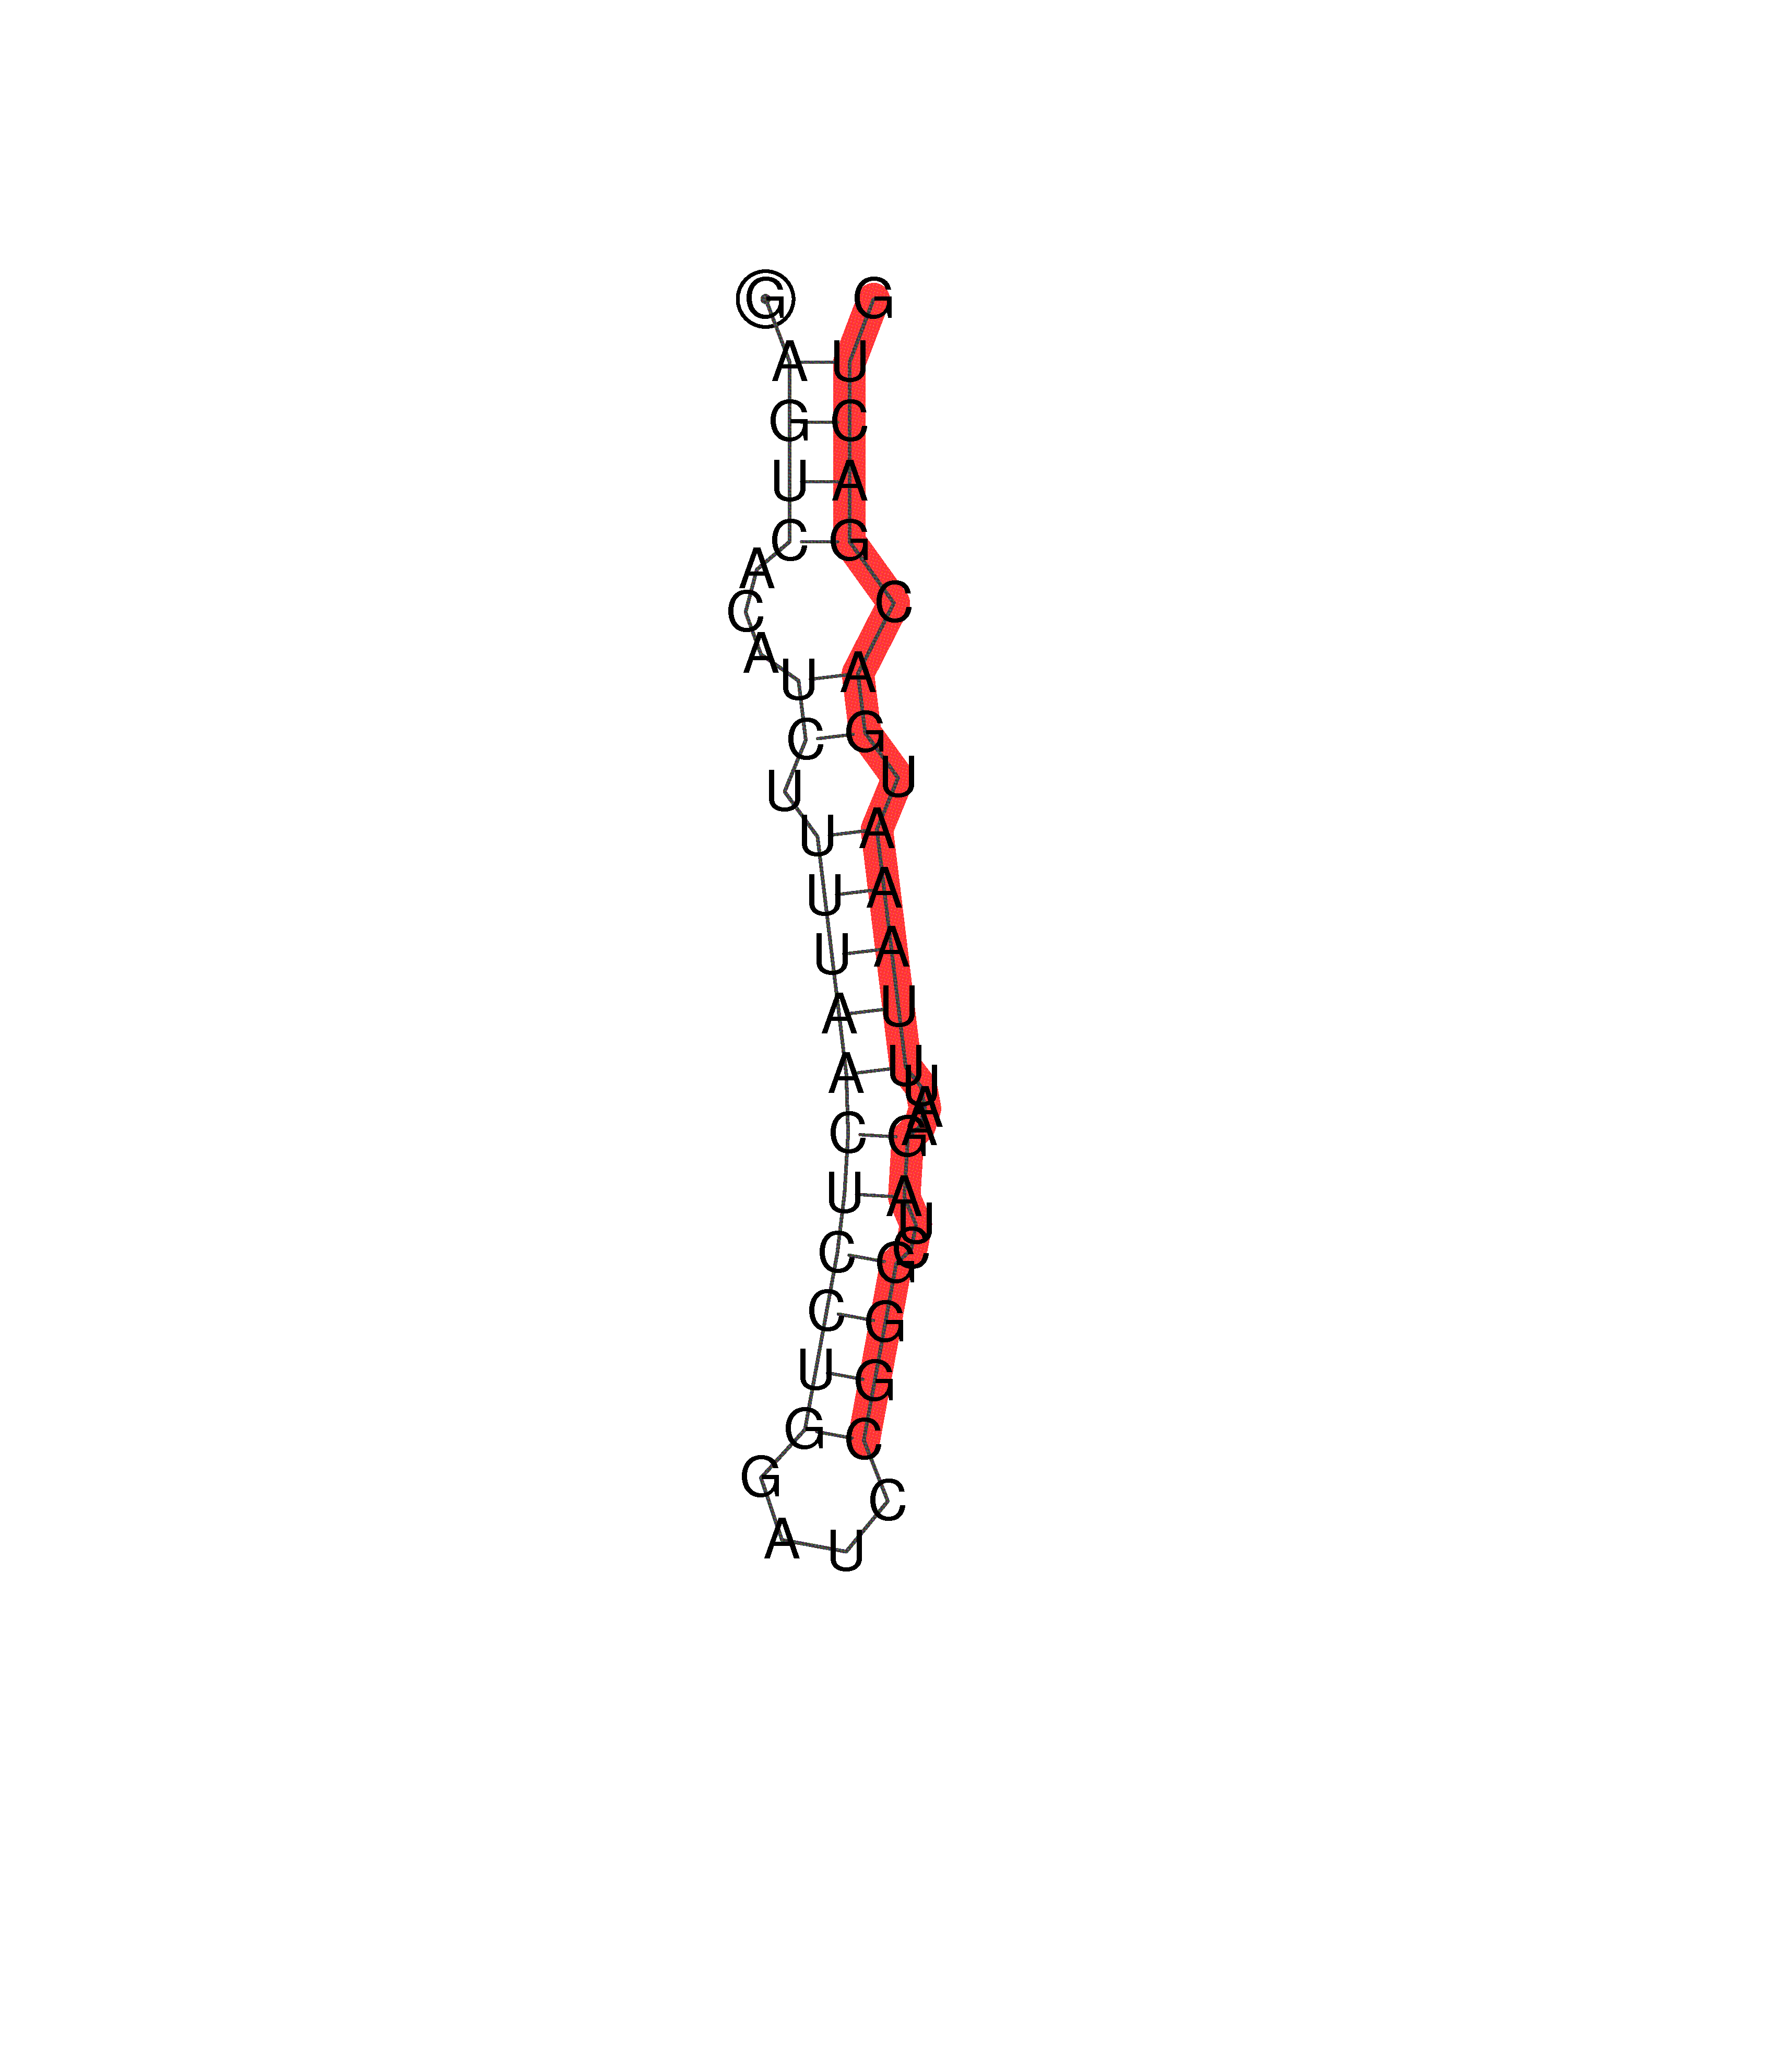

Hh Fig.
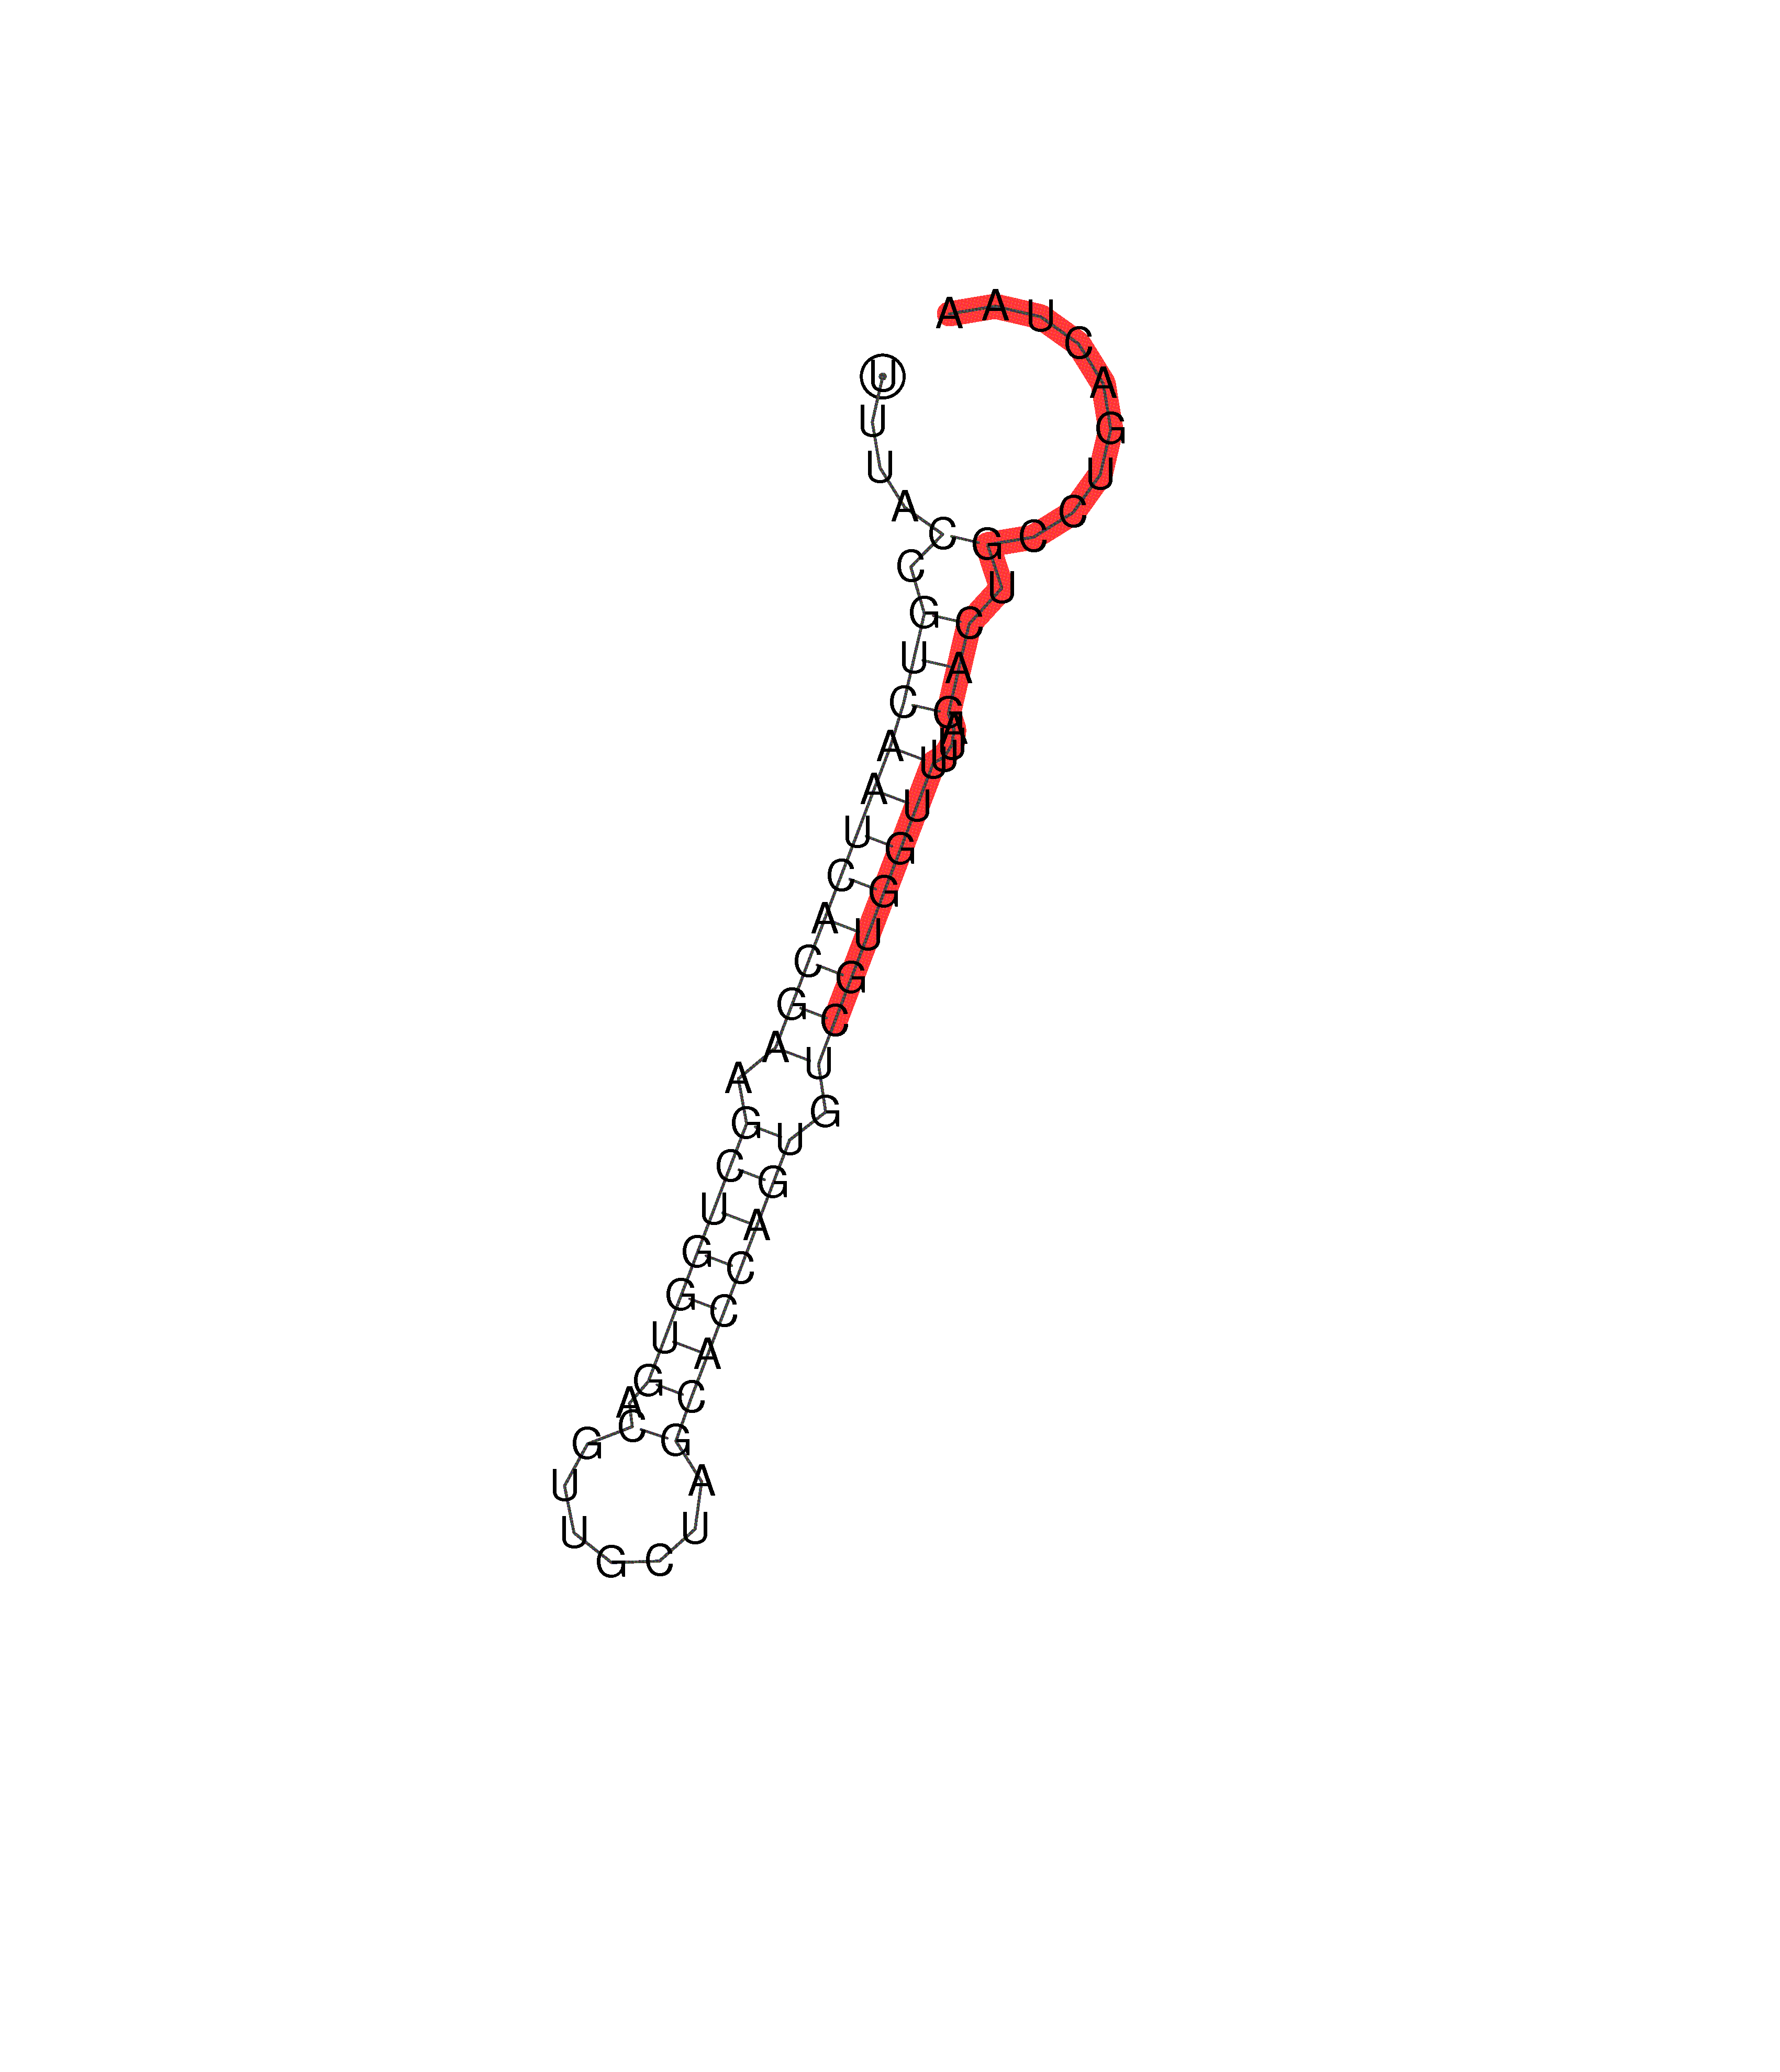
Secondary structure for novel_45

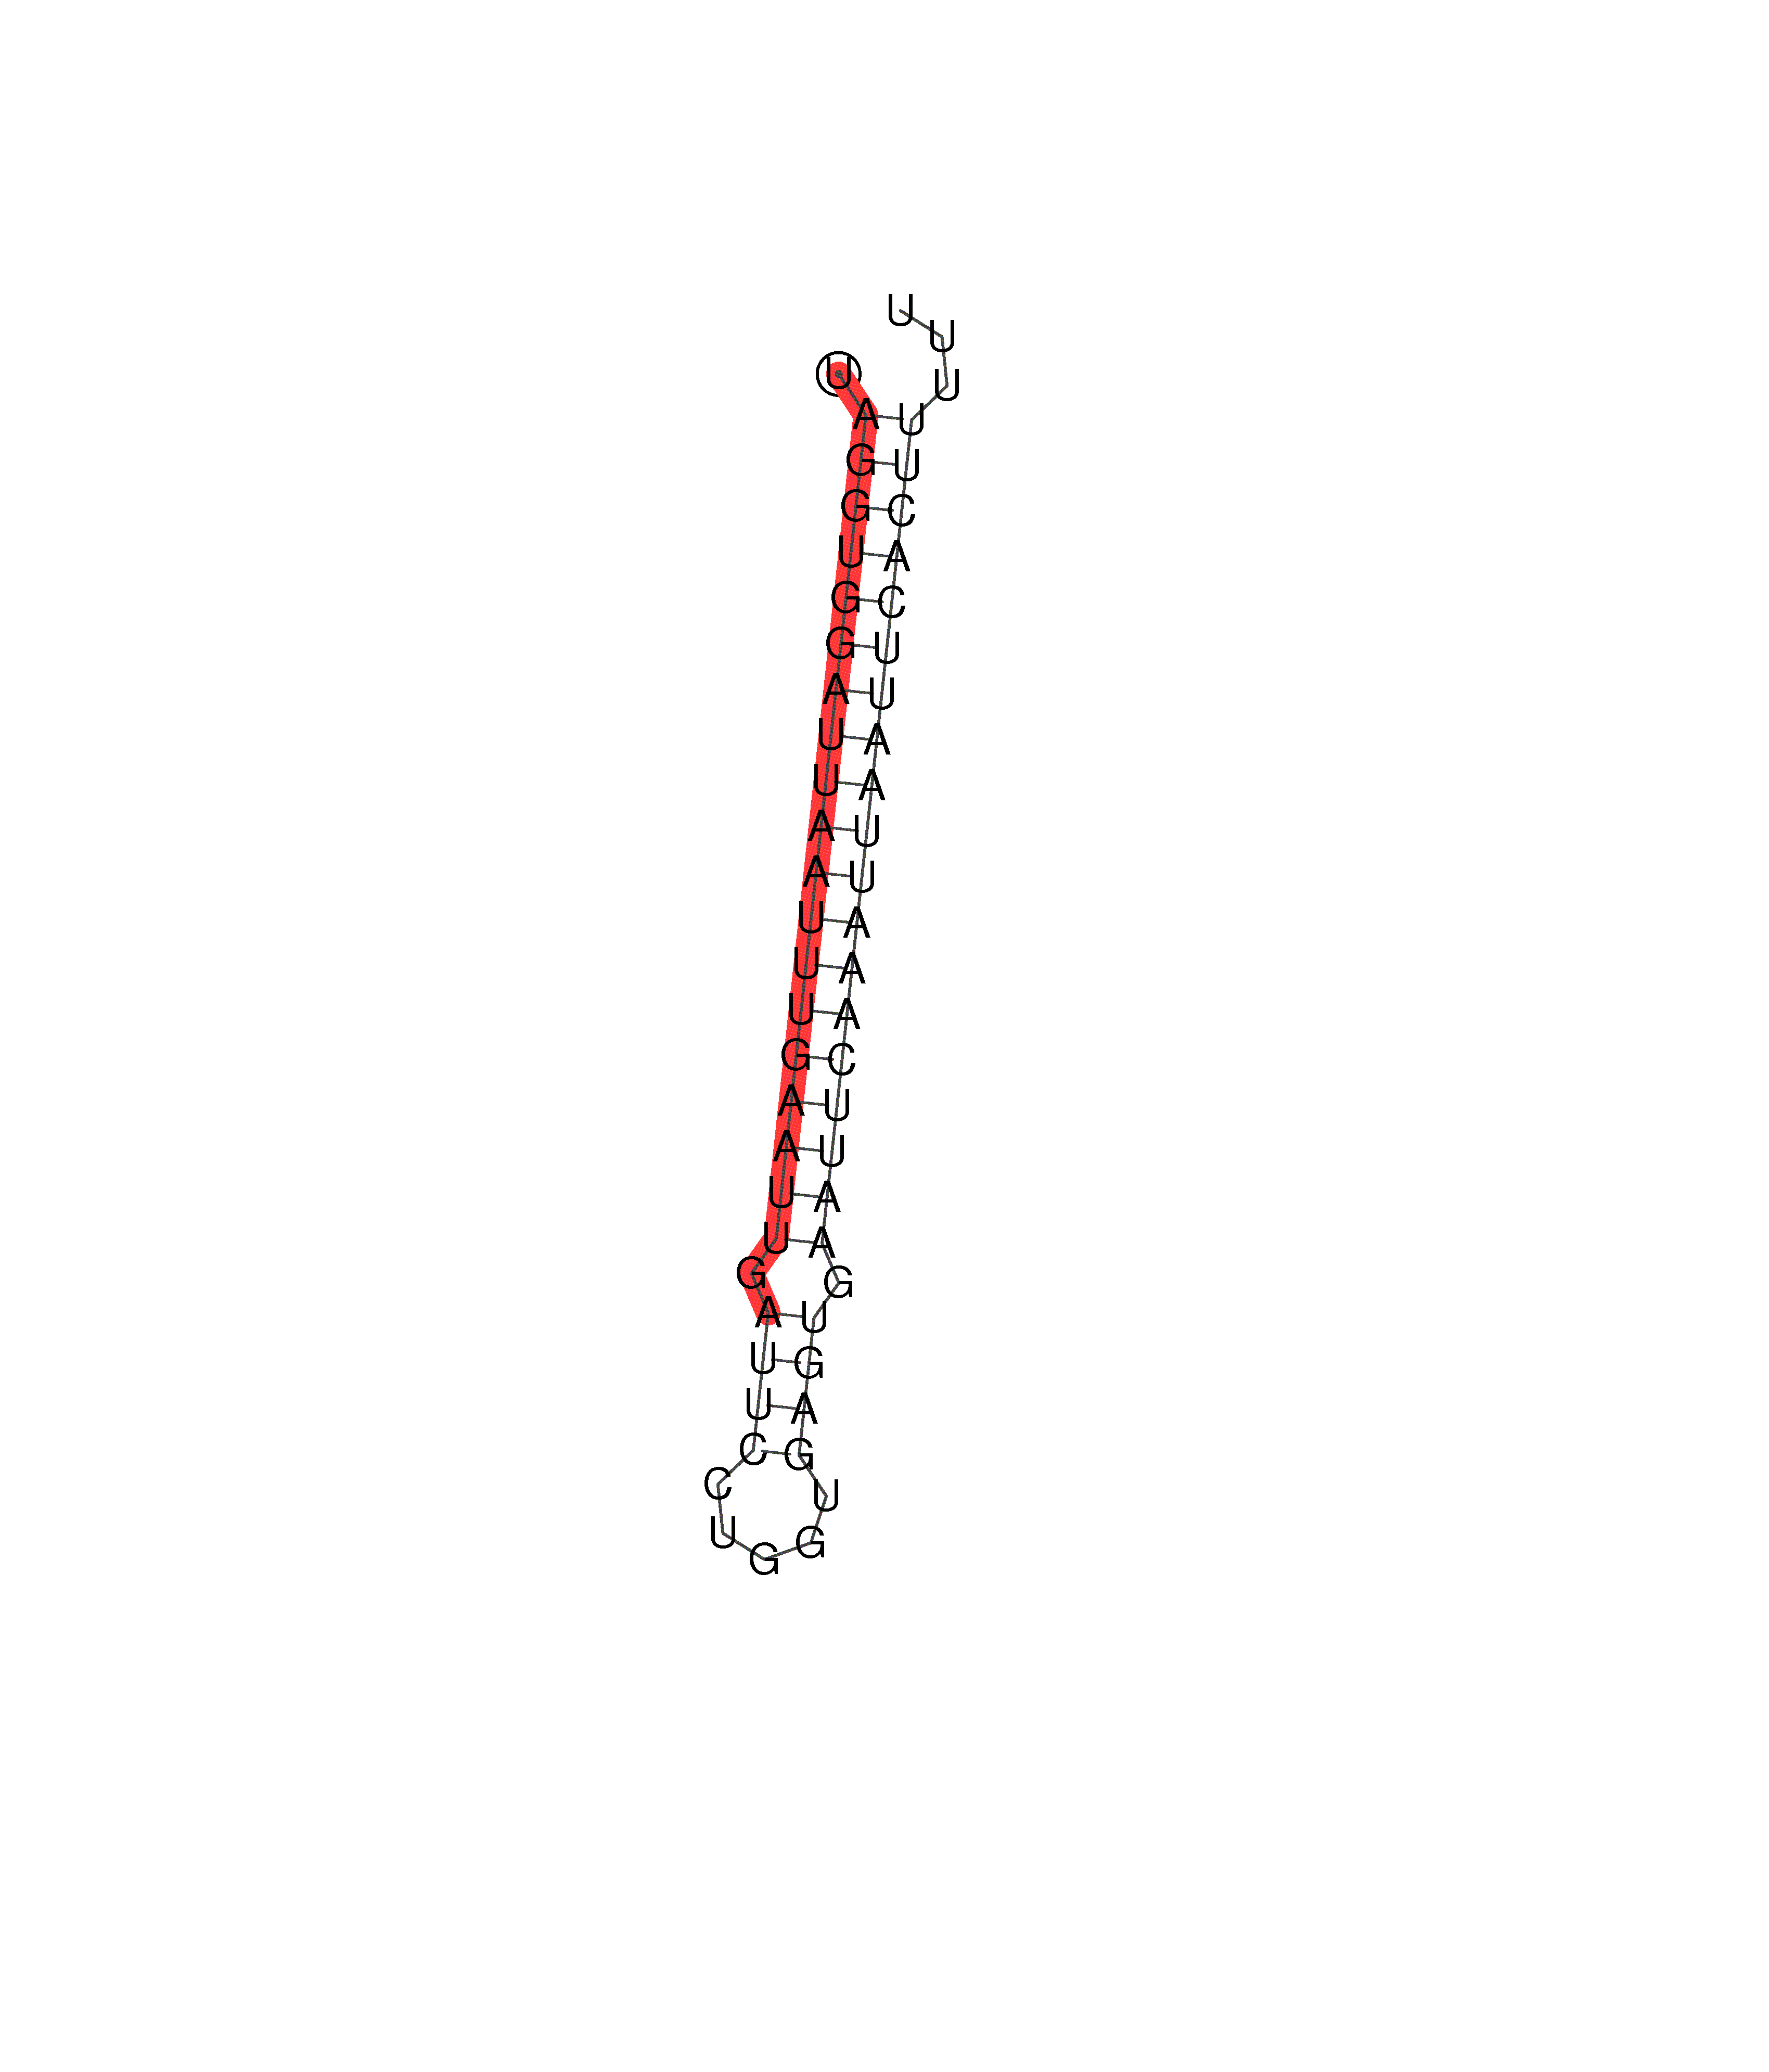

Ii Fig. Secondary structure for novel_46

Jj Fig.
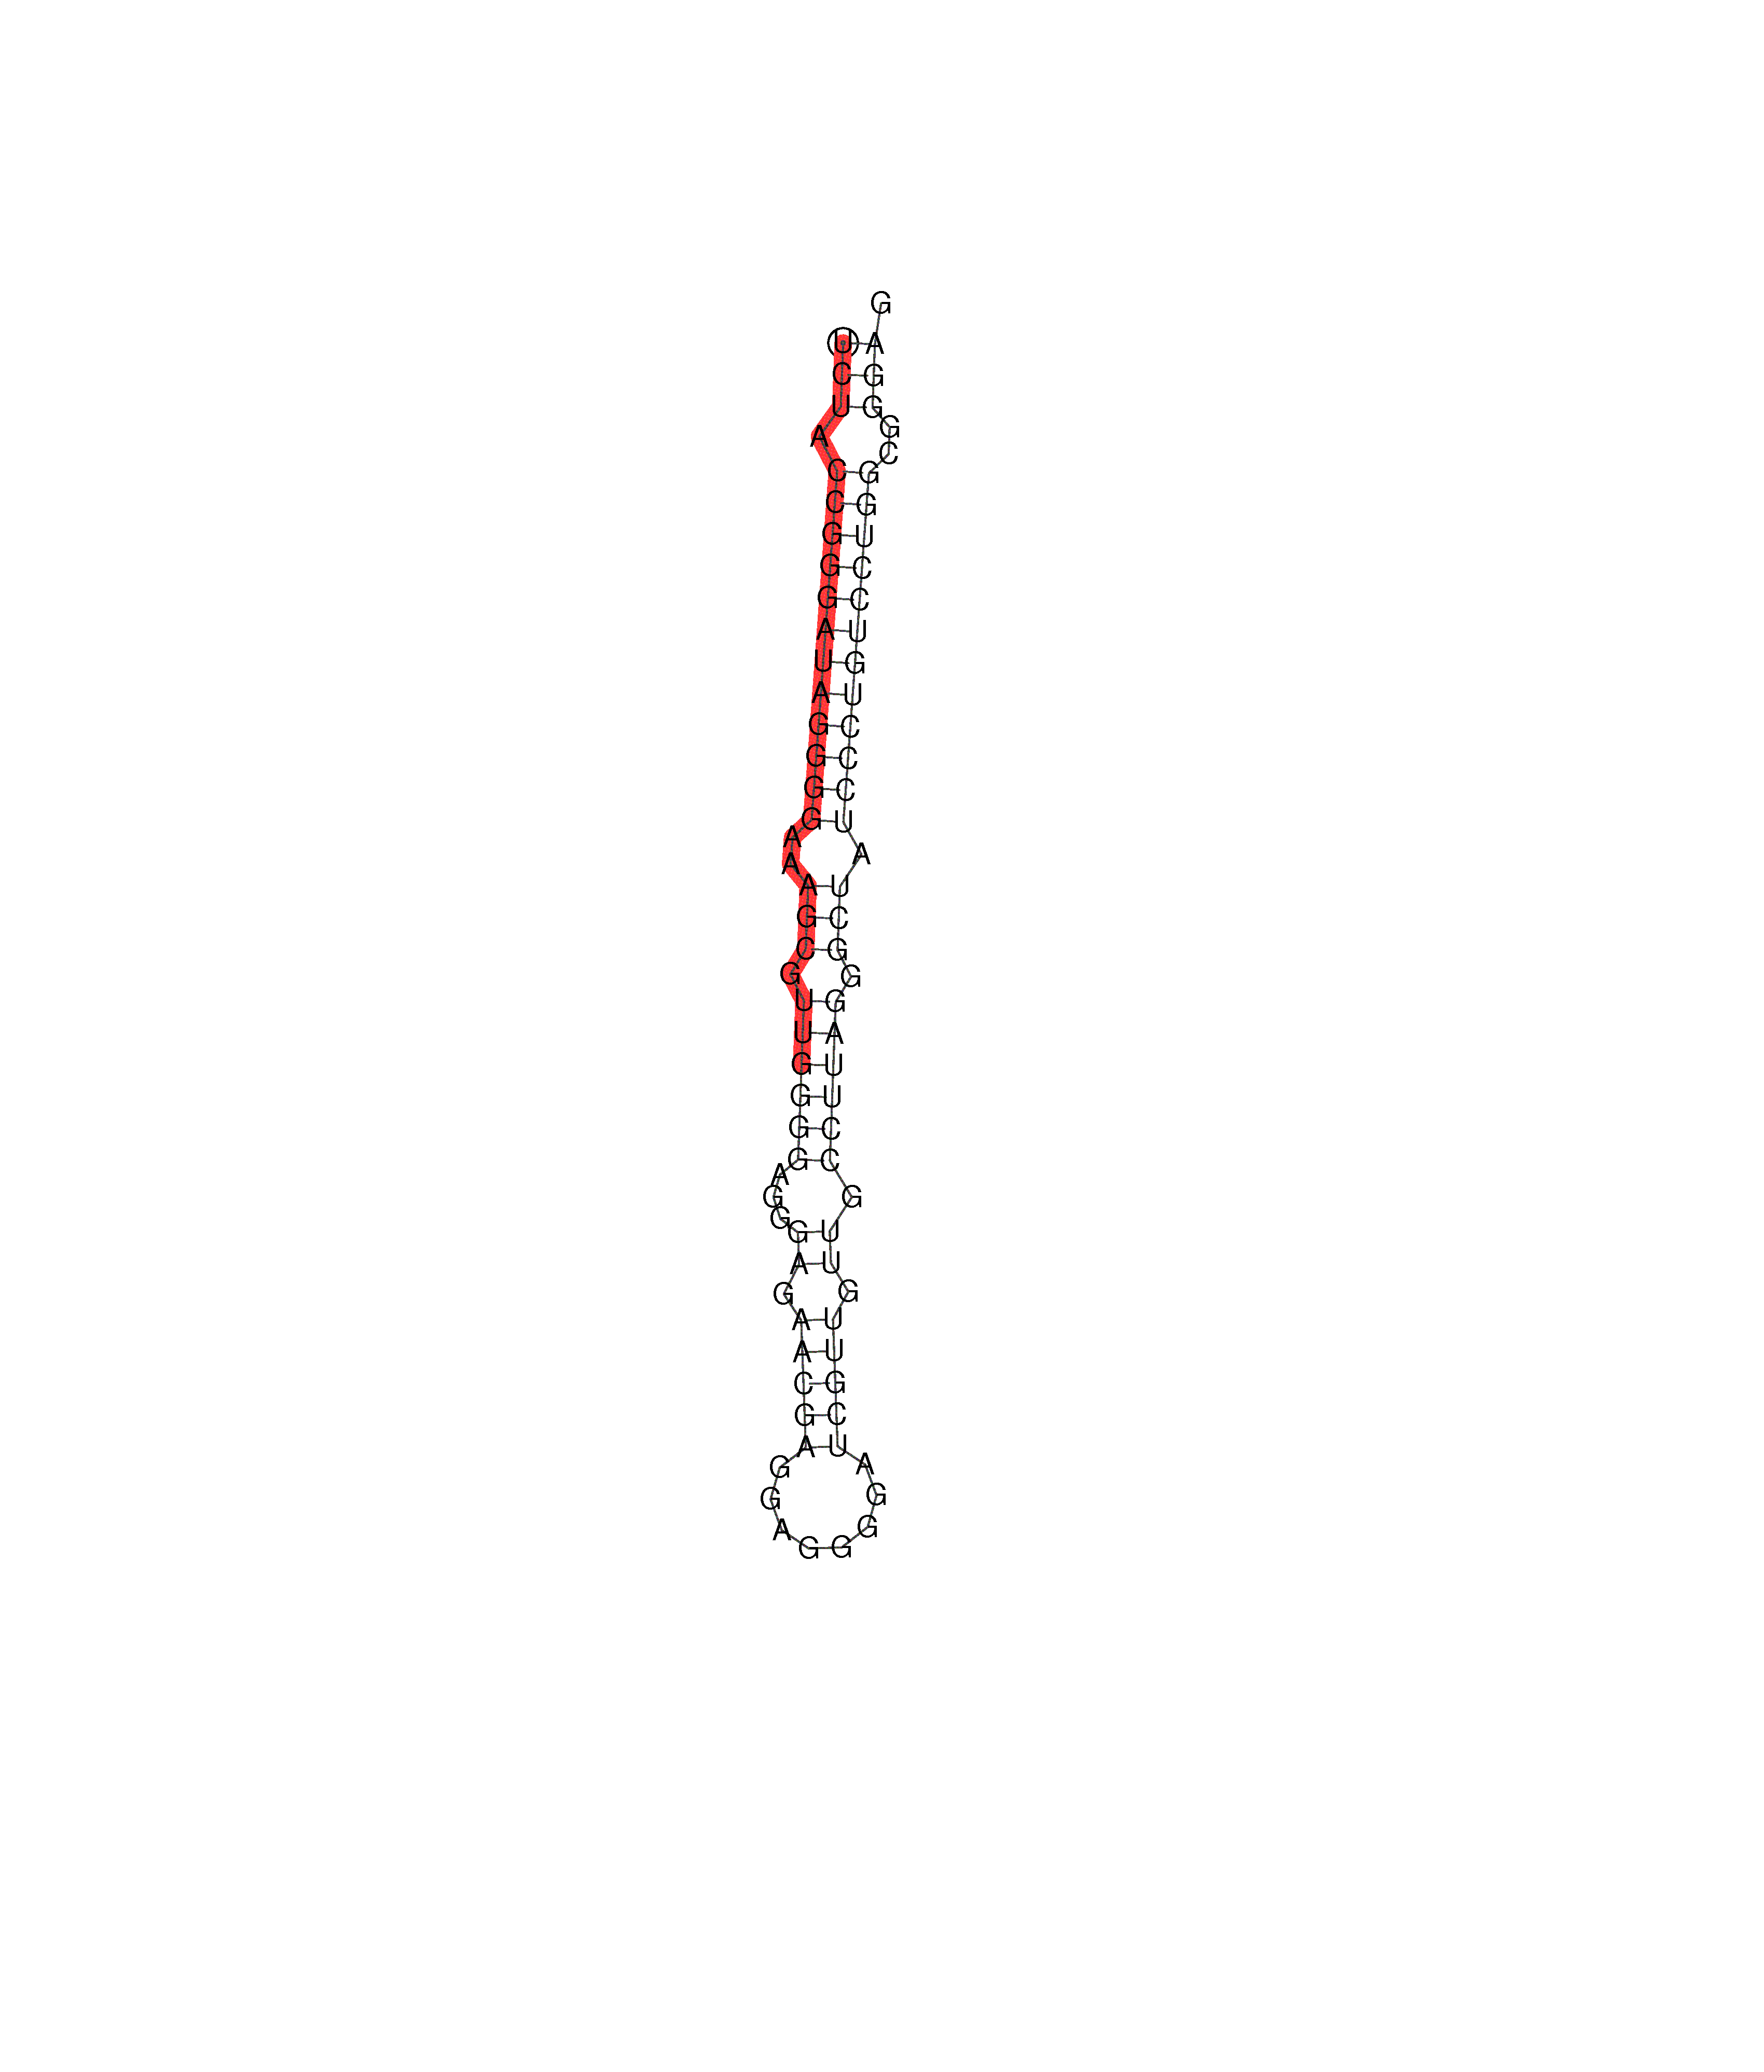
Secondary structure for novel_48

Kk Fig.
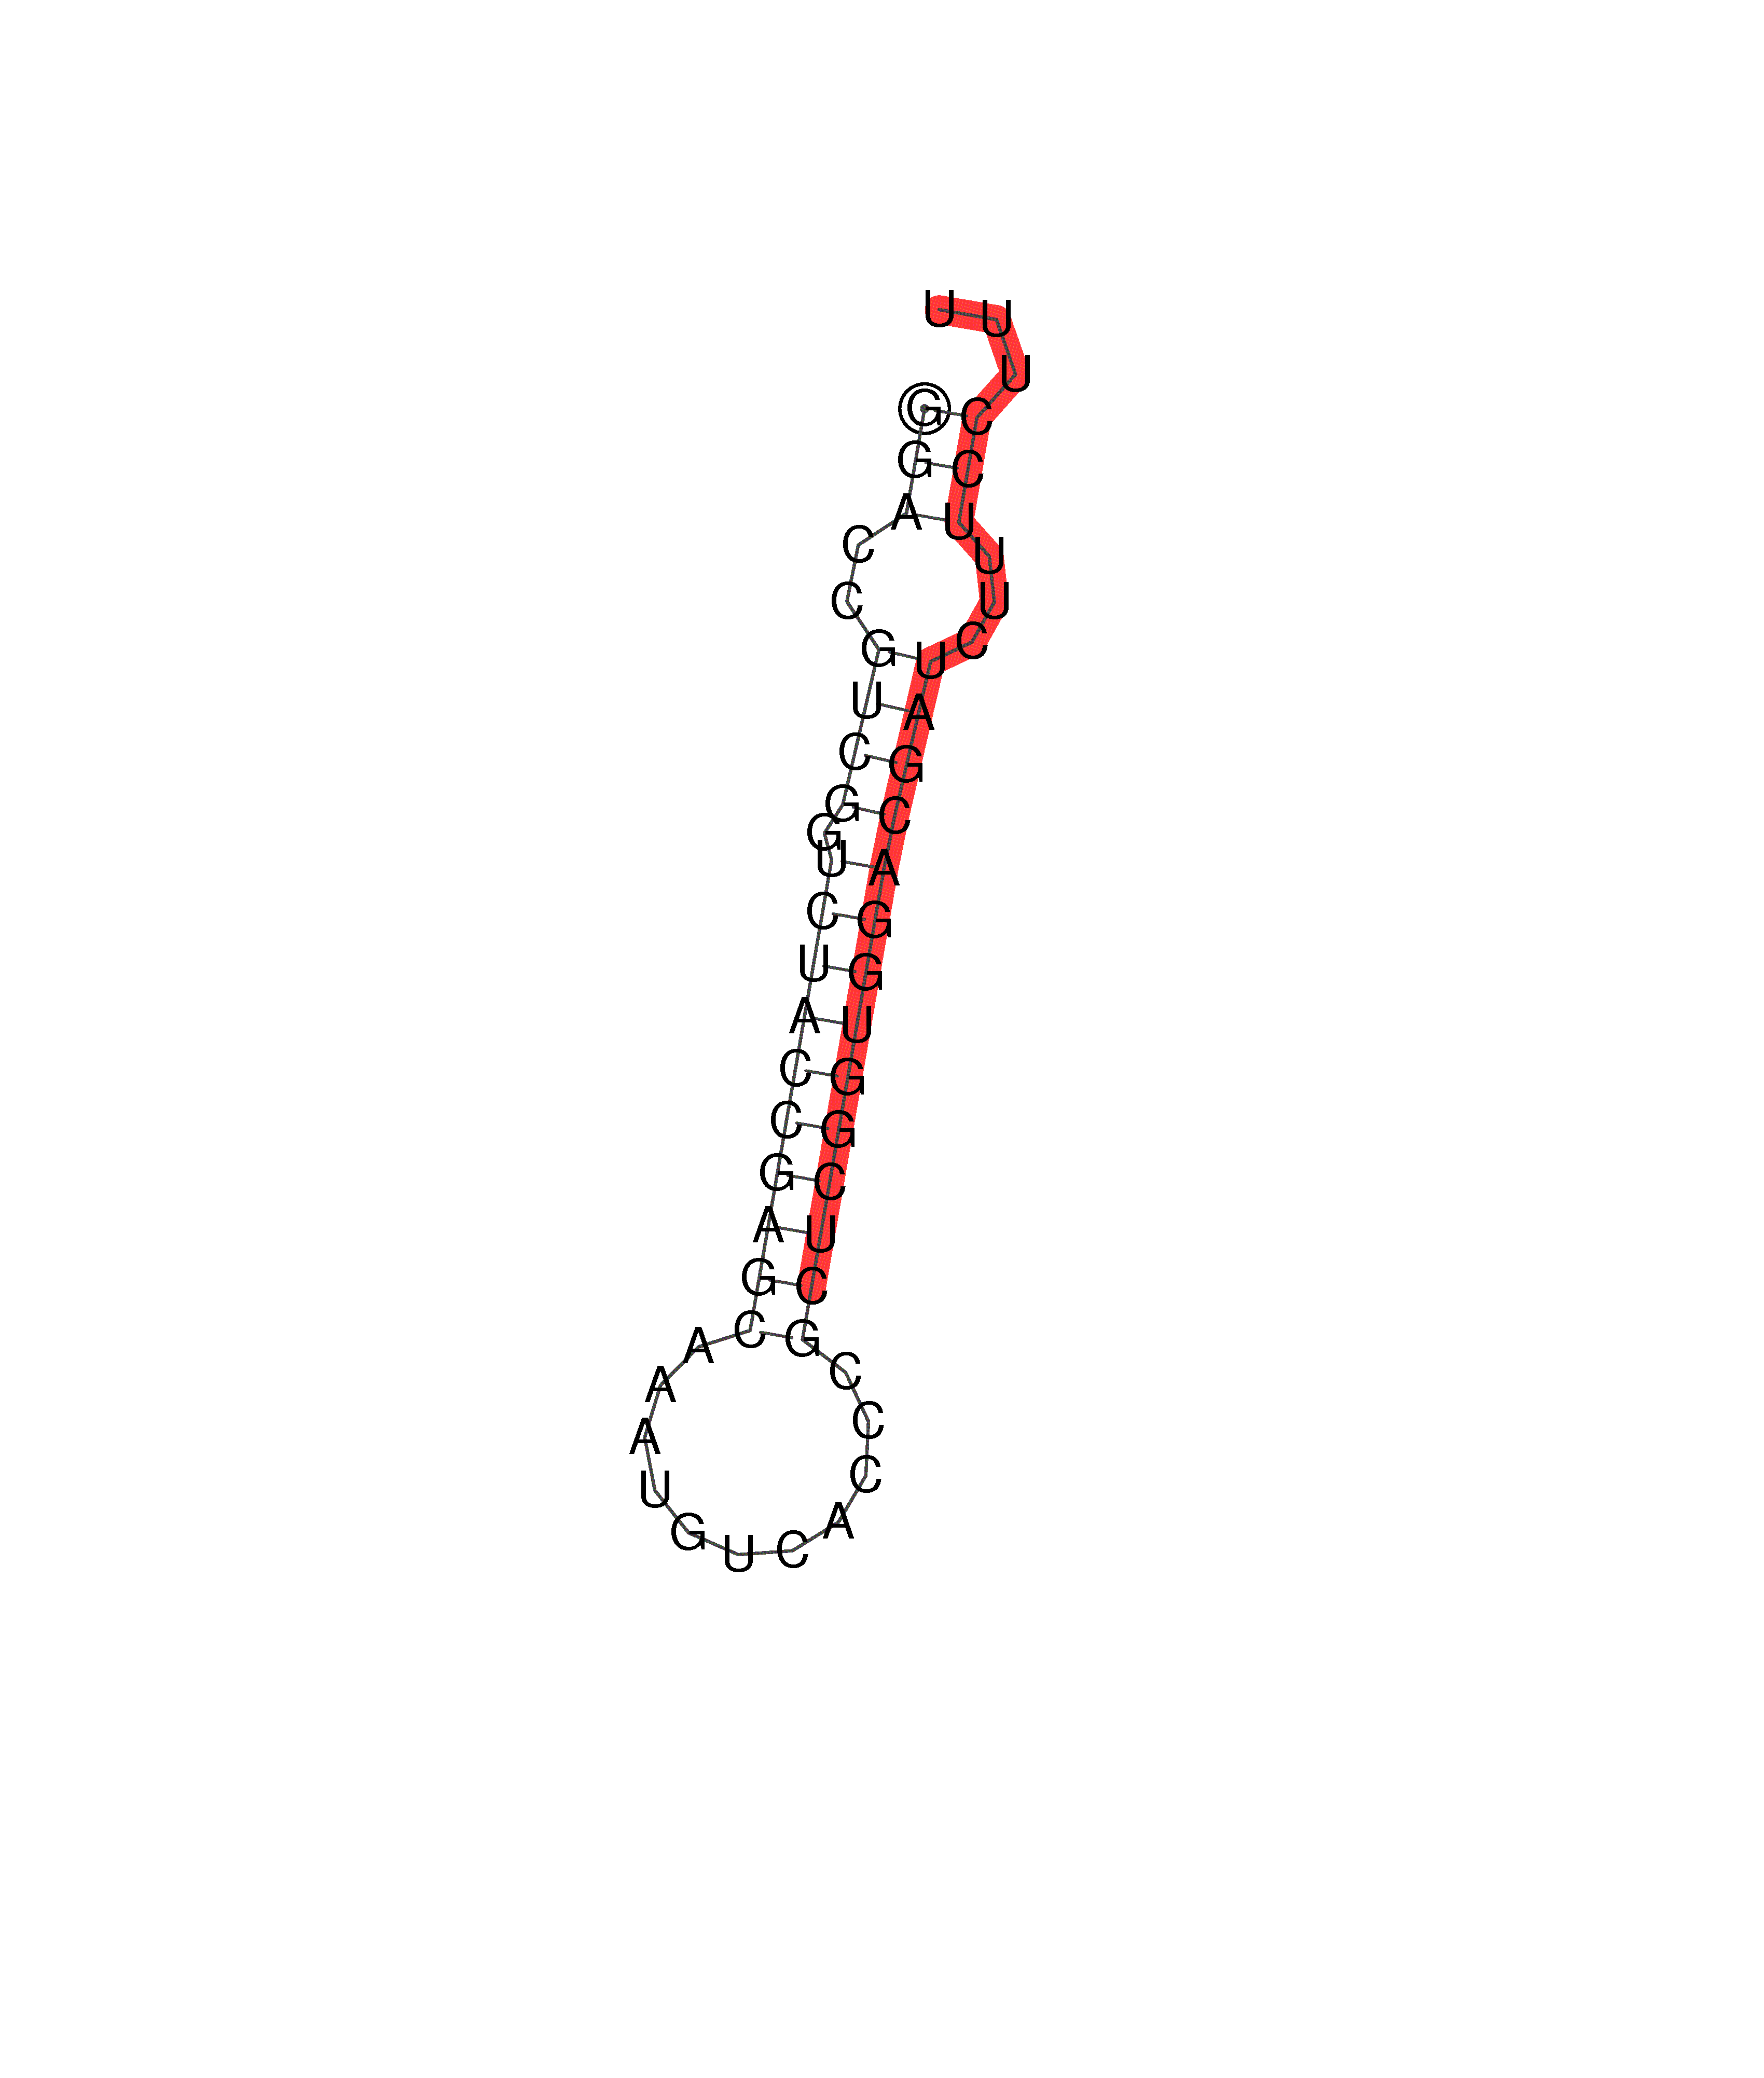
Secondary structure for novel_51

Ll Fig.
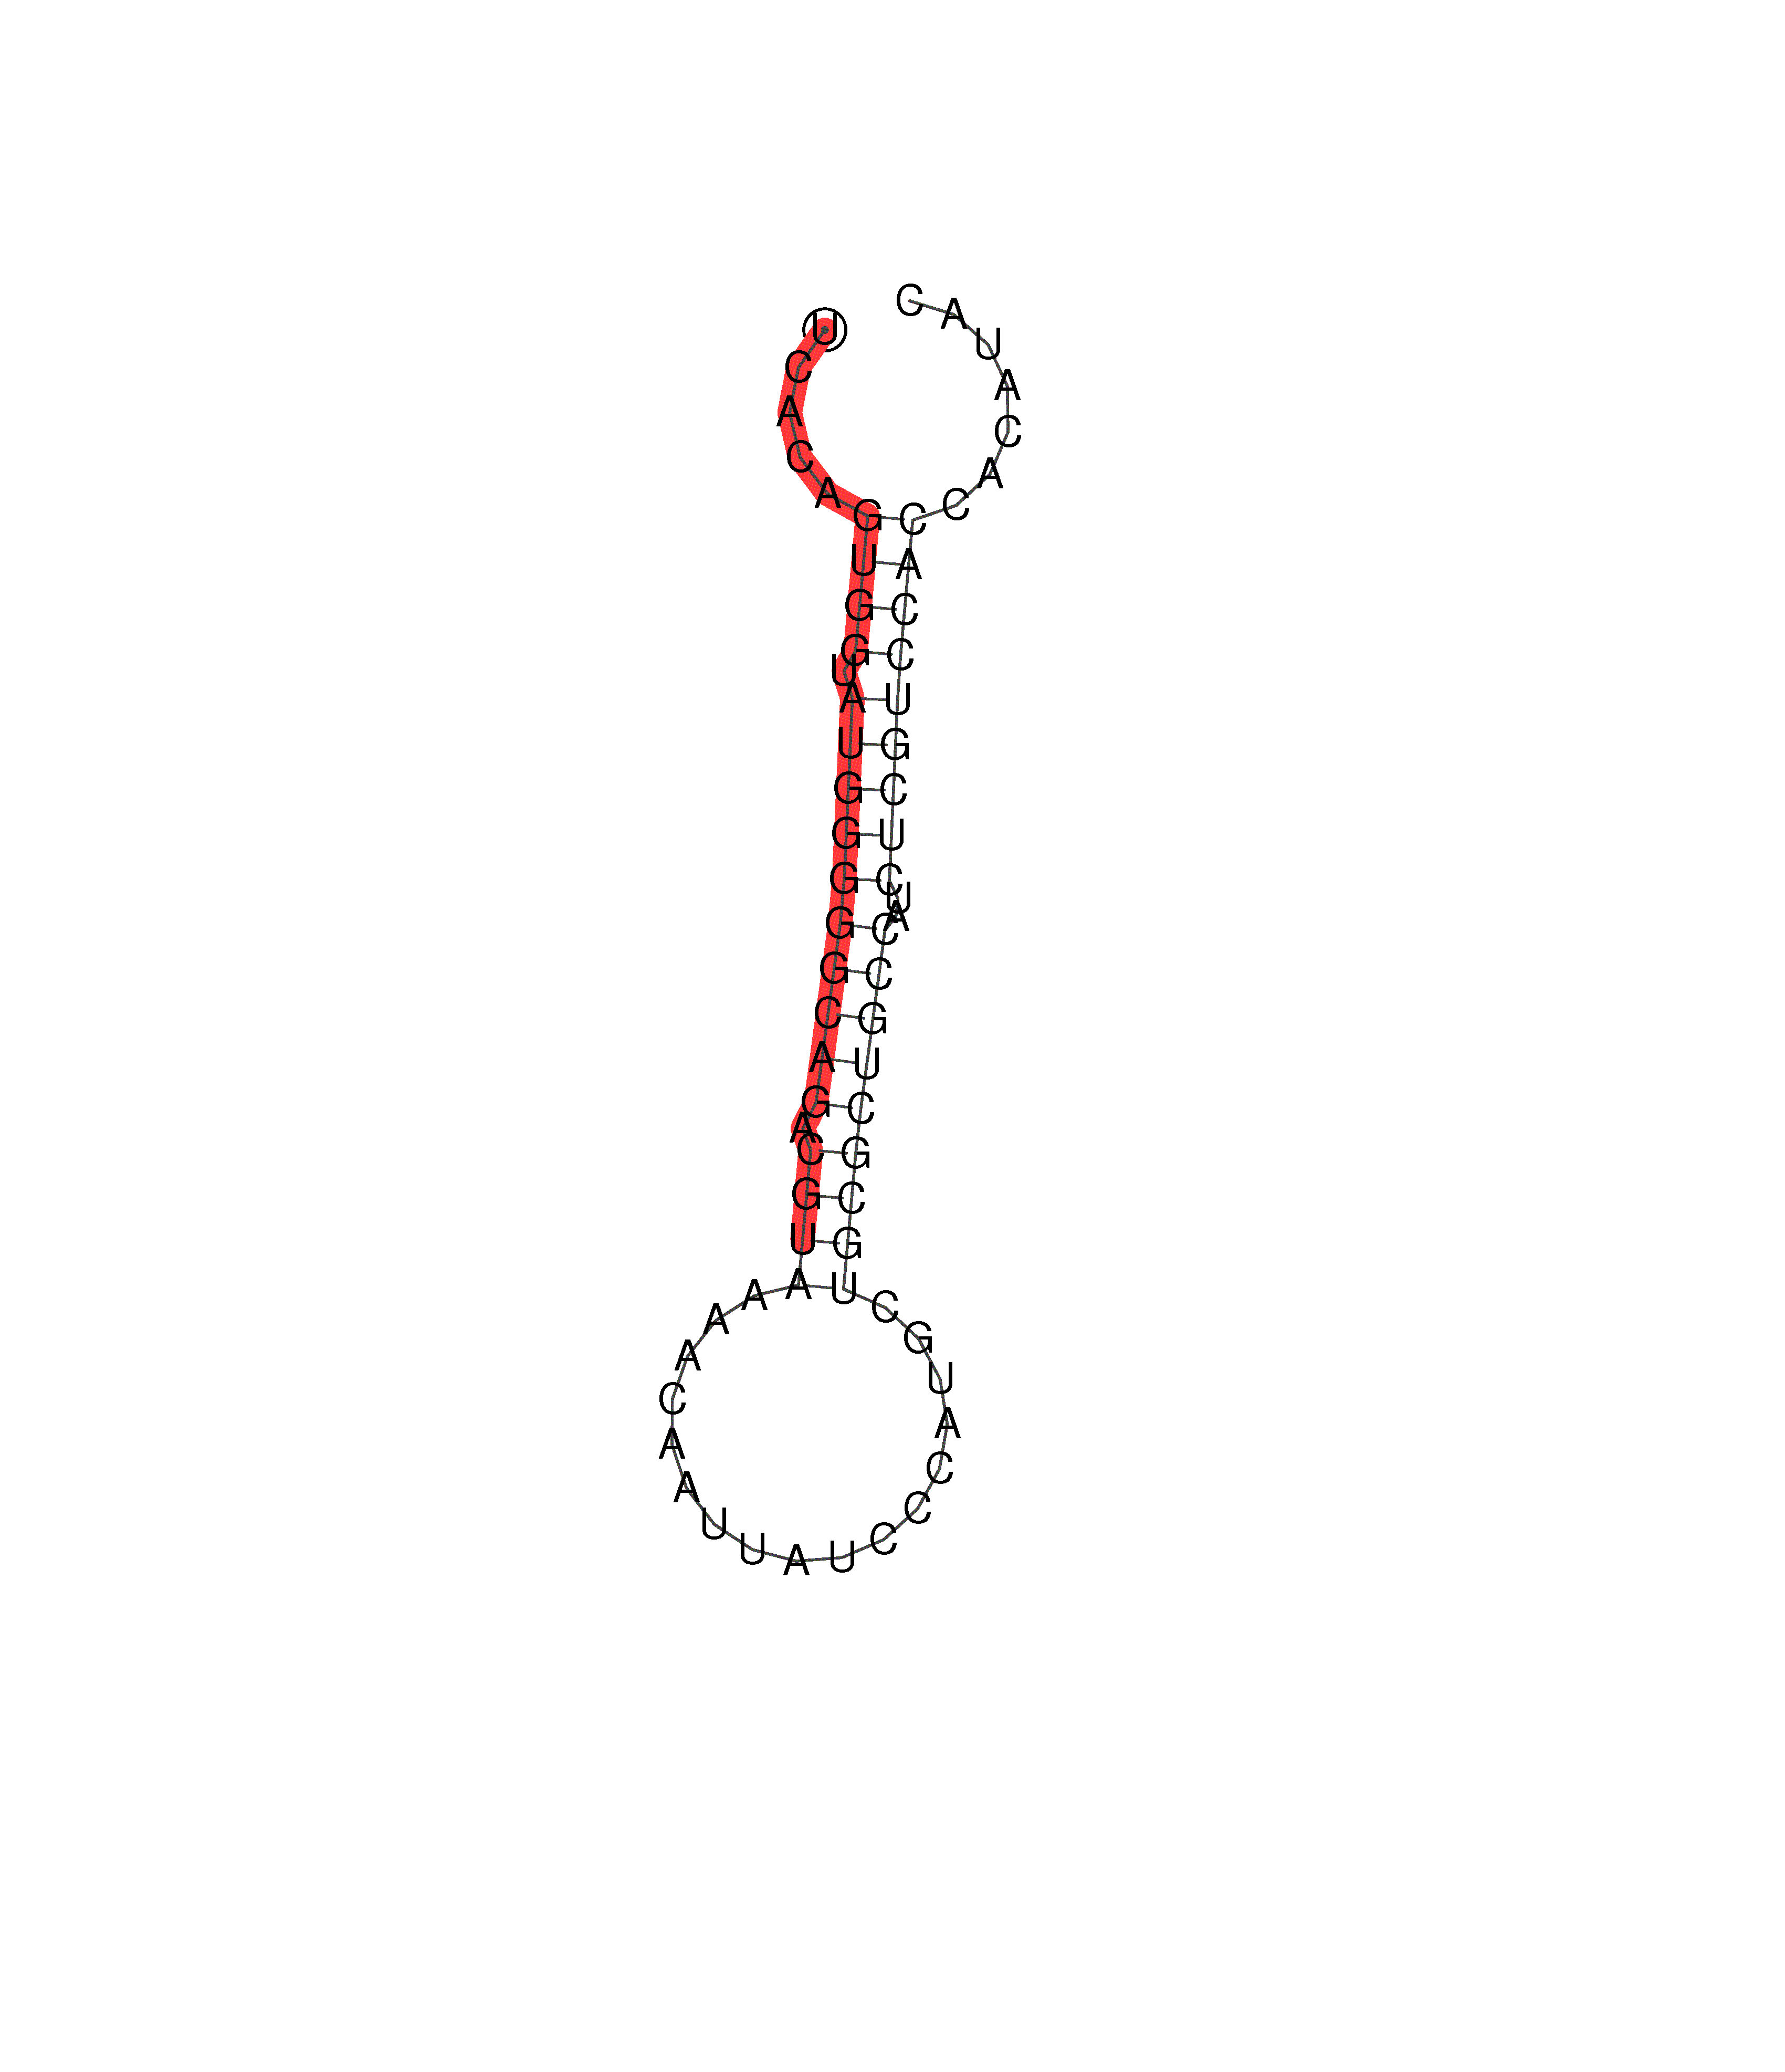
Secondary structure for novel_52

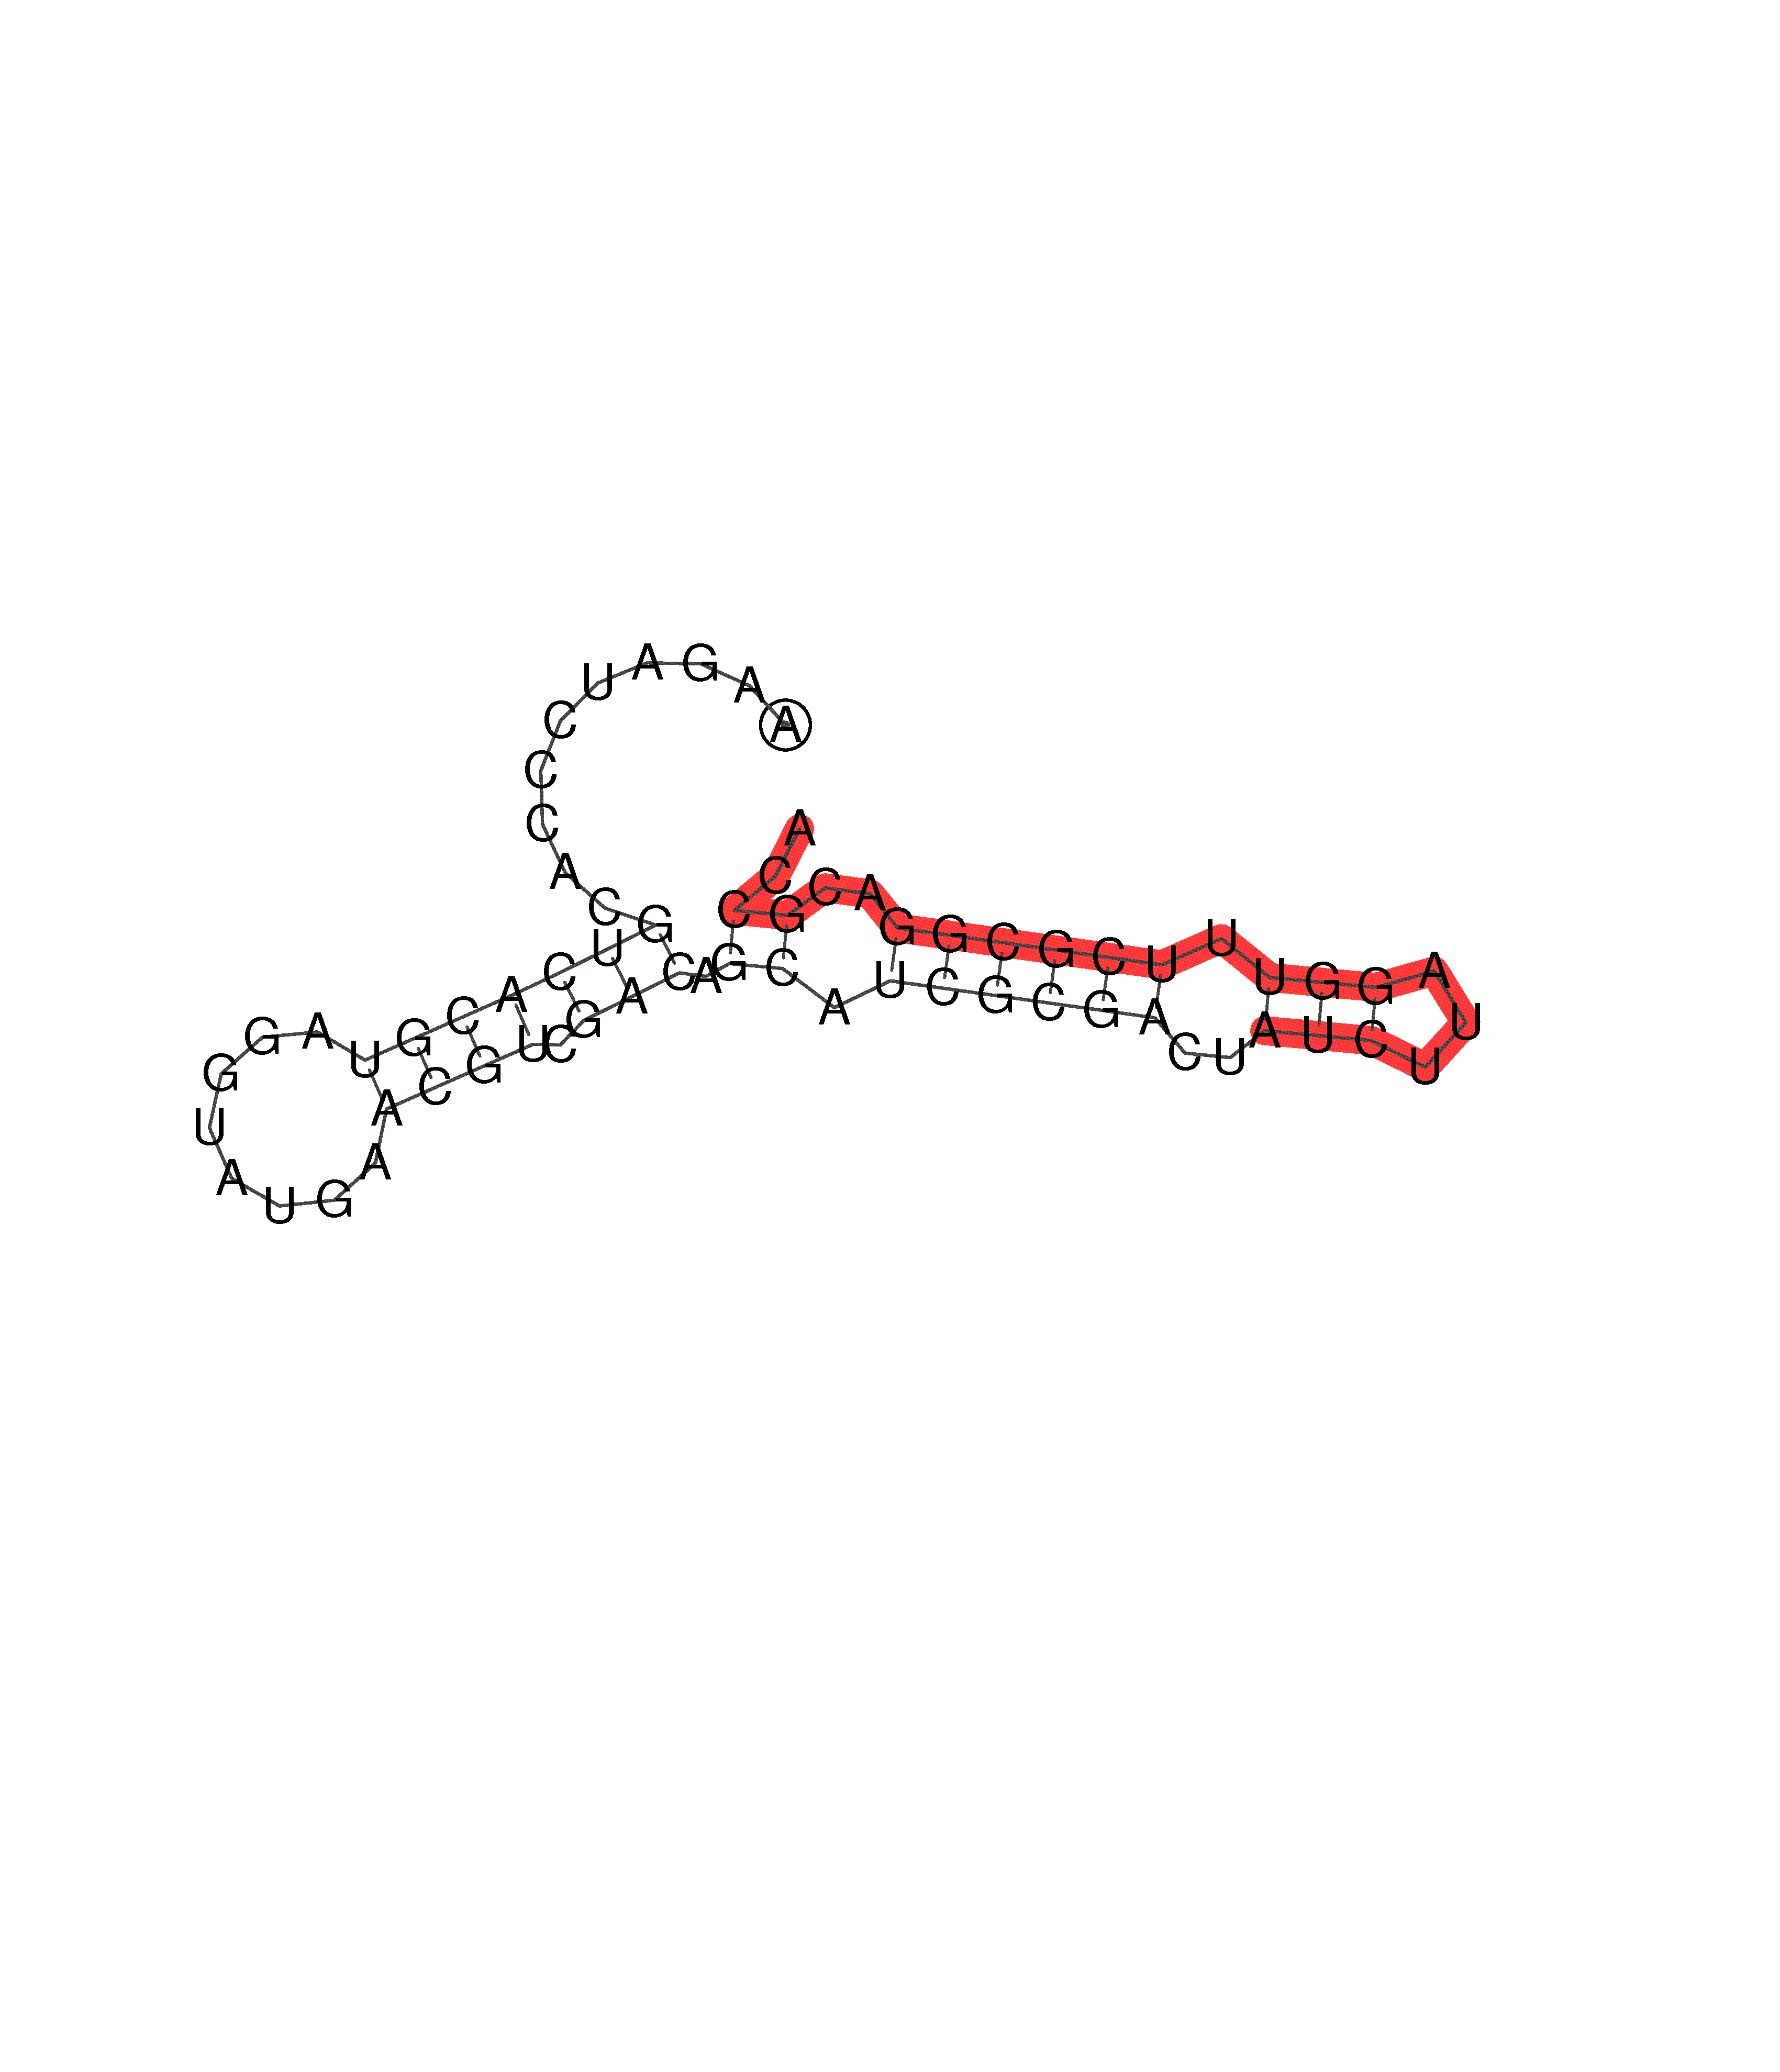

Mm Fig. Secondary structure for novel_53

Nn Fig.
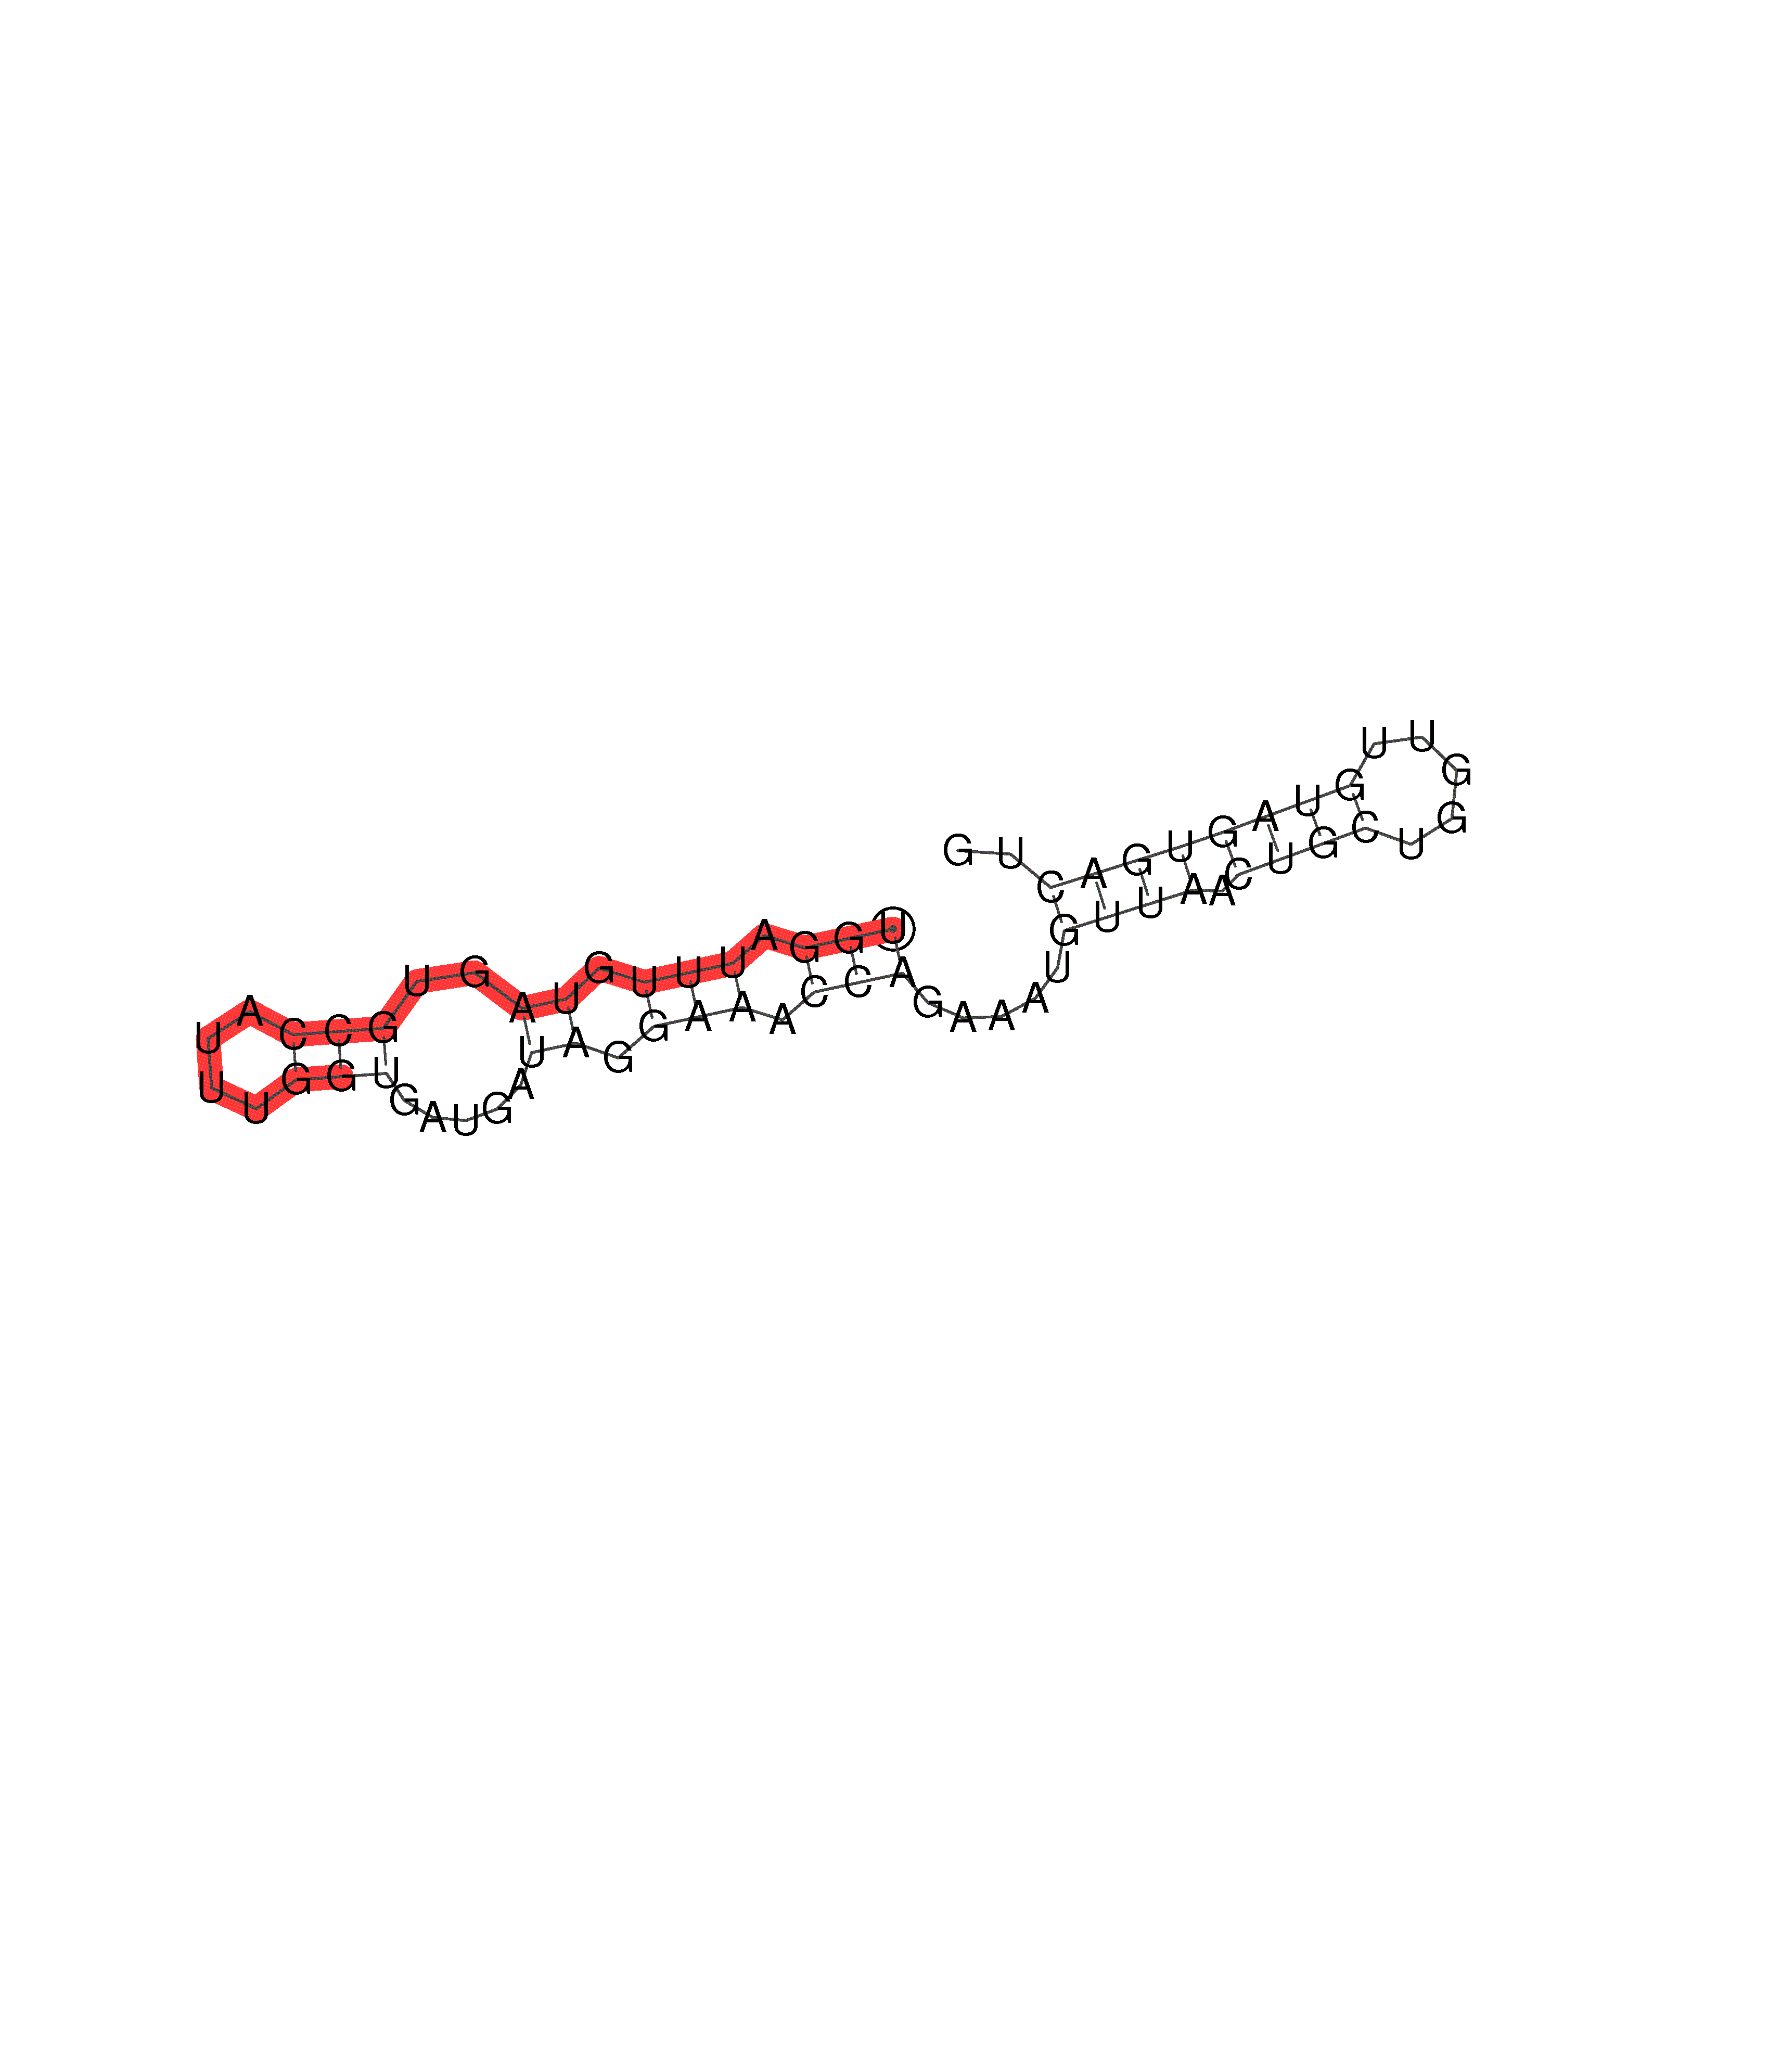
Secondary structure for novel_54

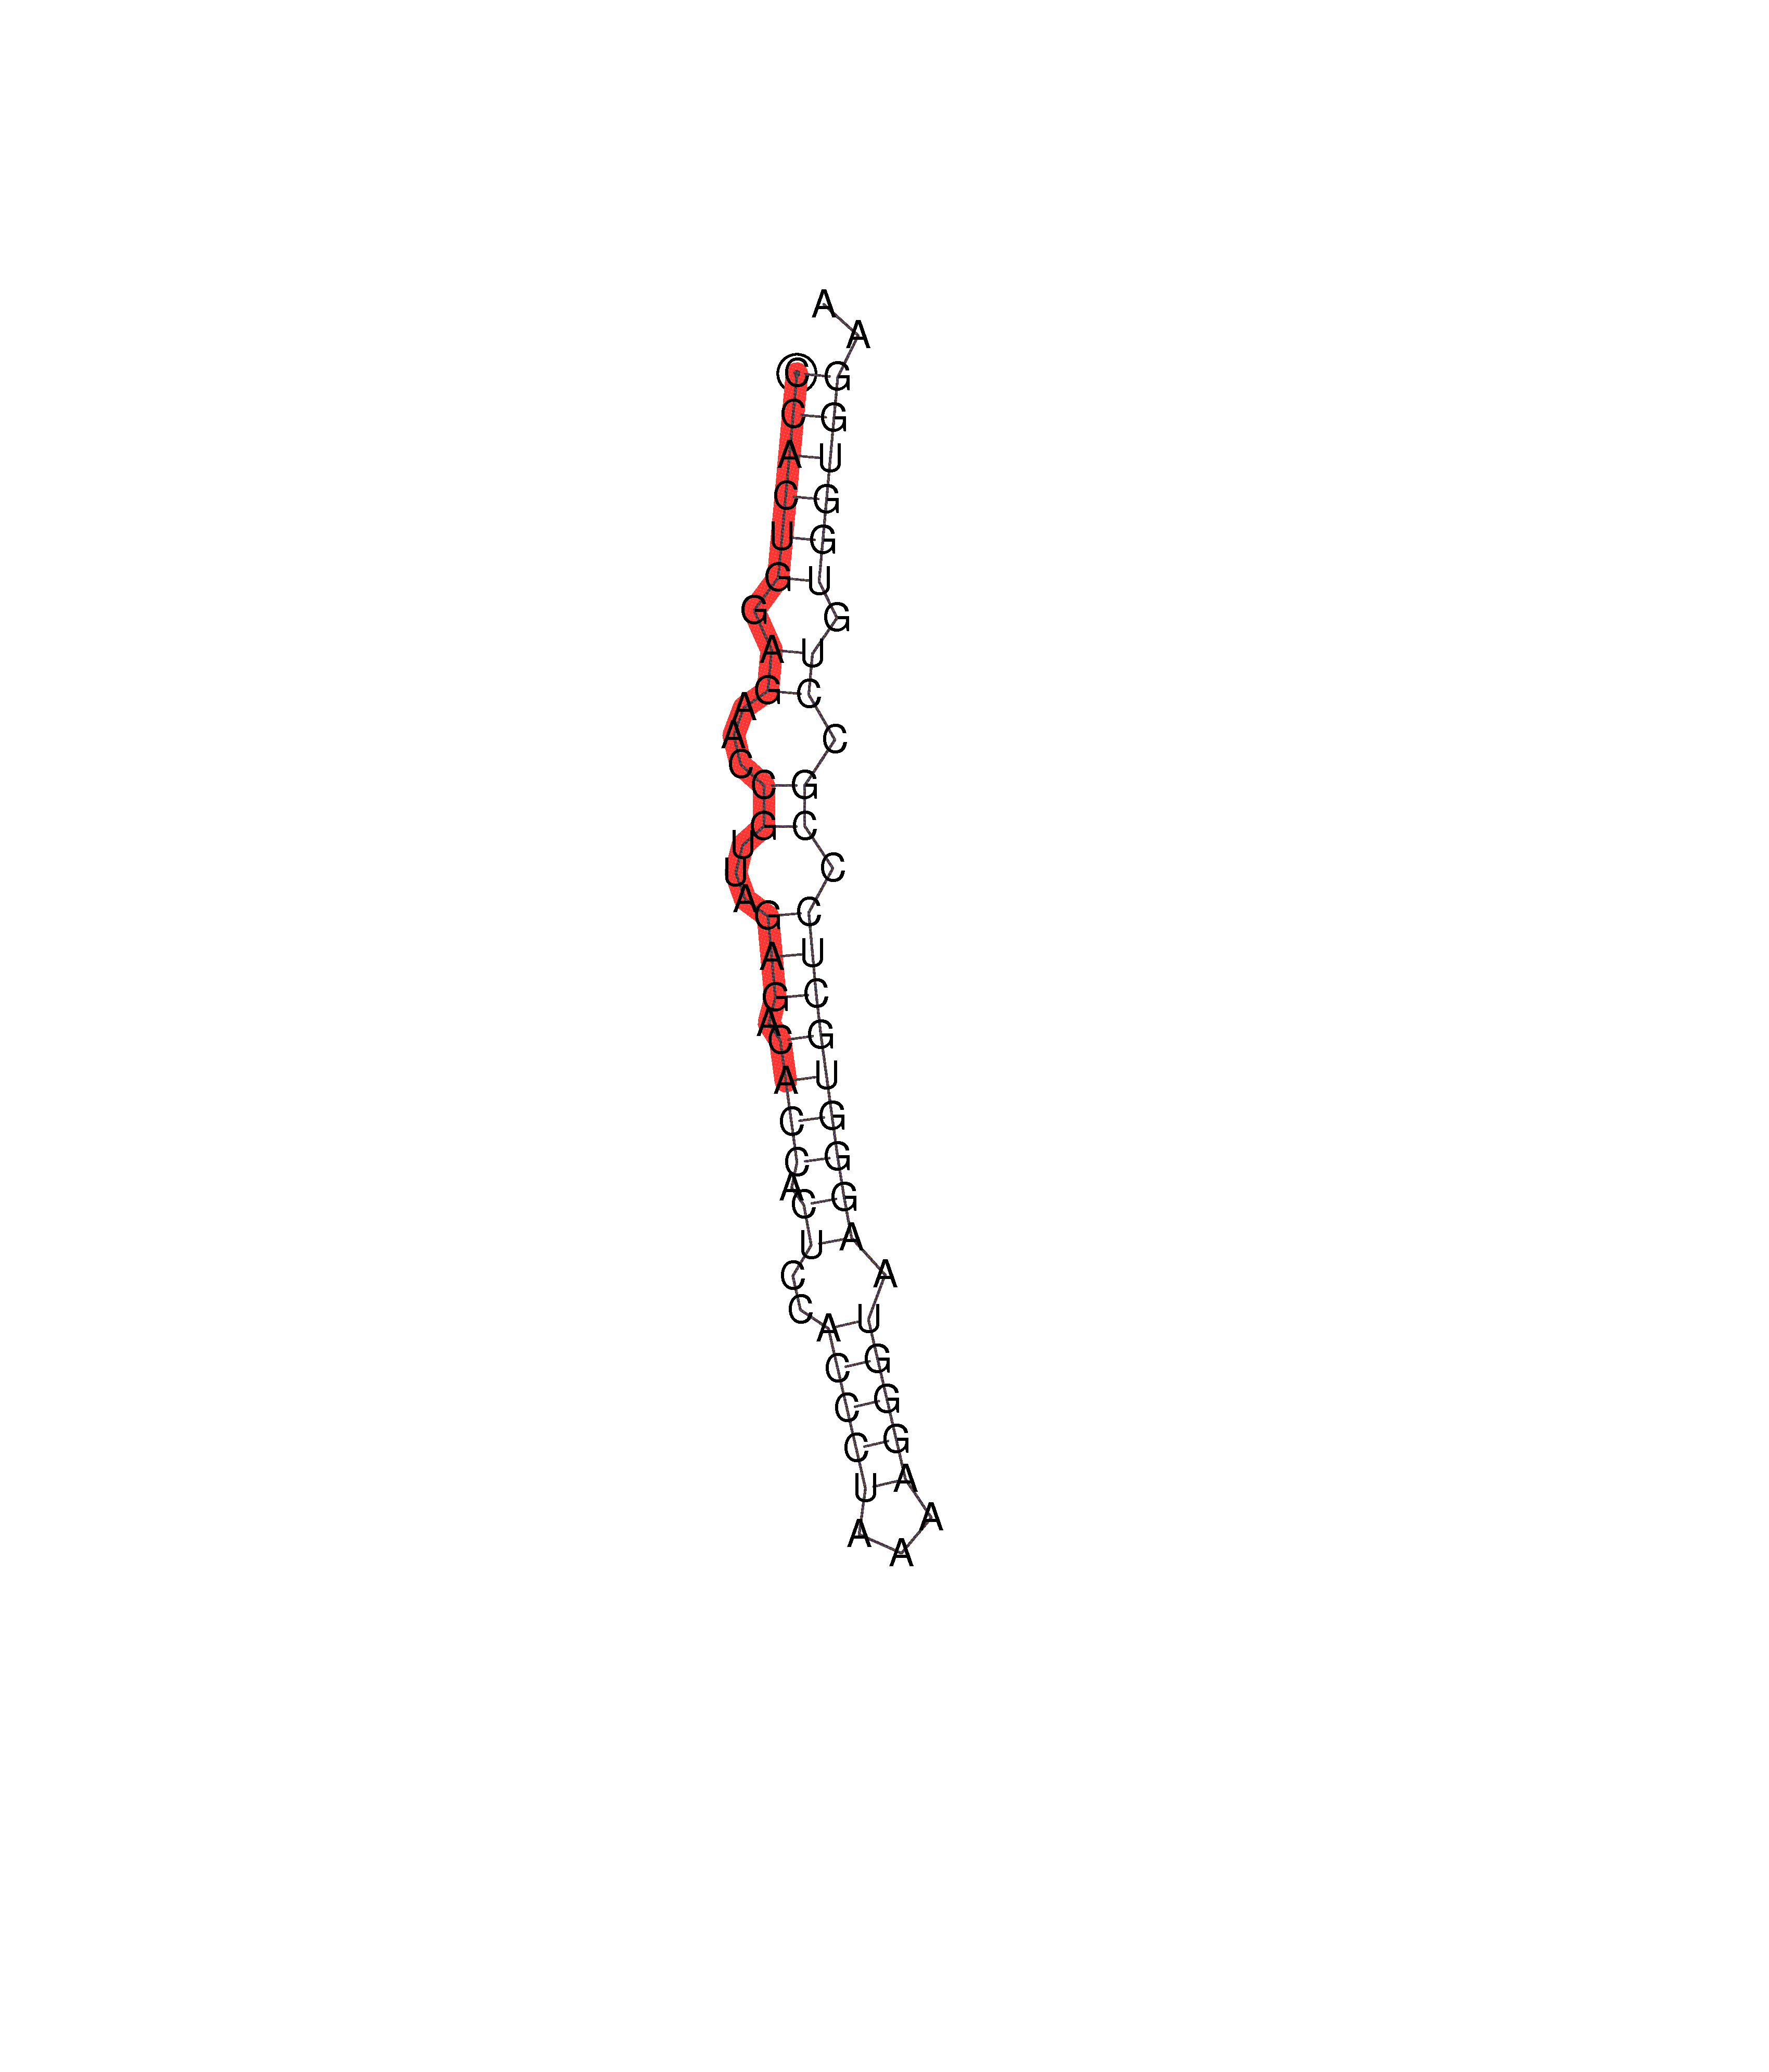

Oo Fig. Secondary structure for novel_55

Pp Fig.
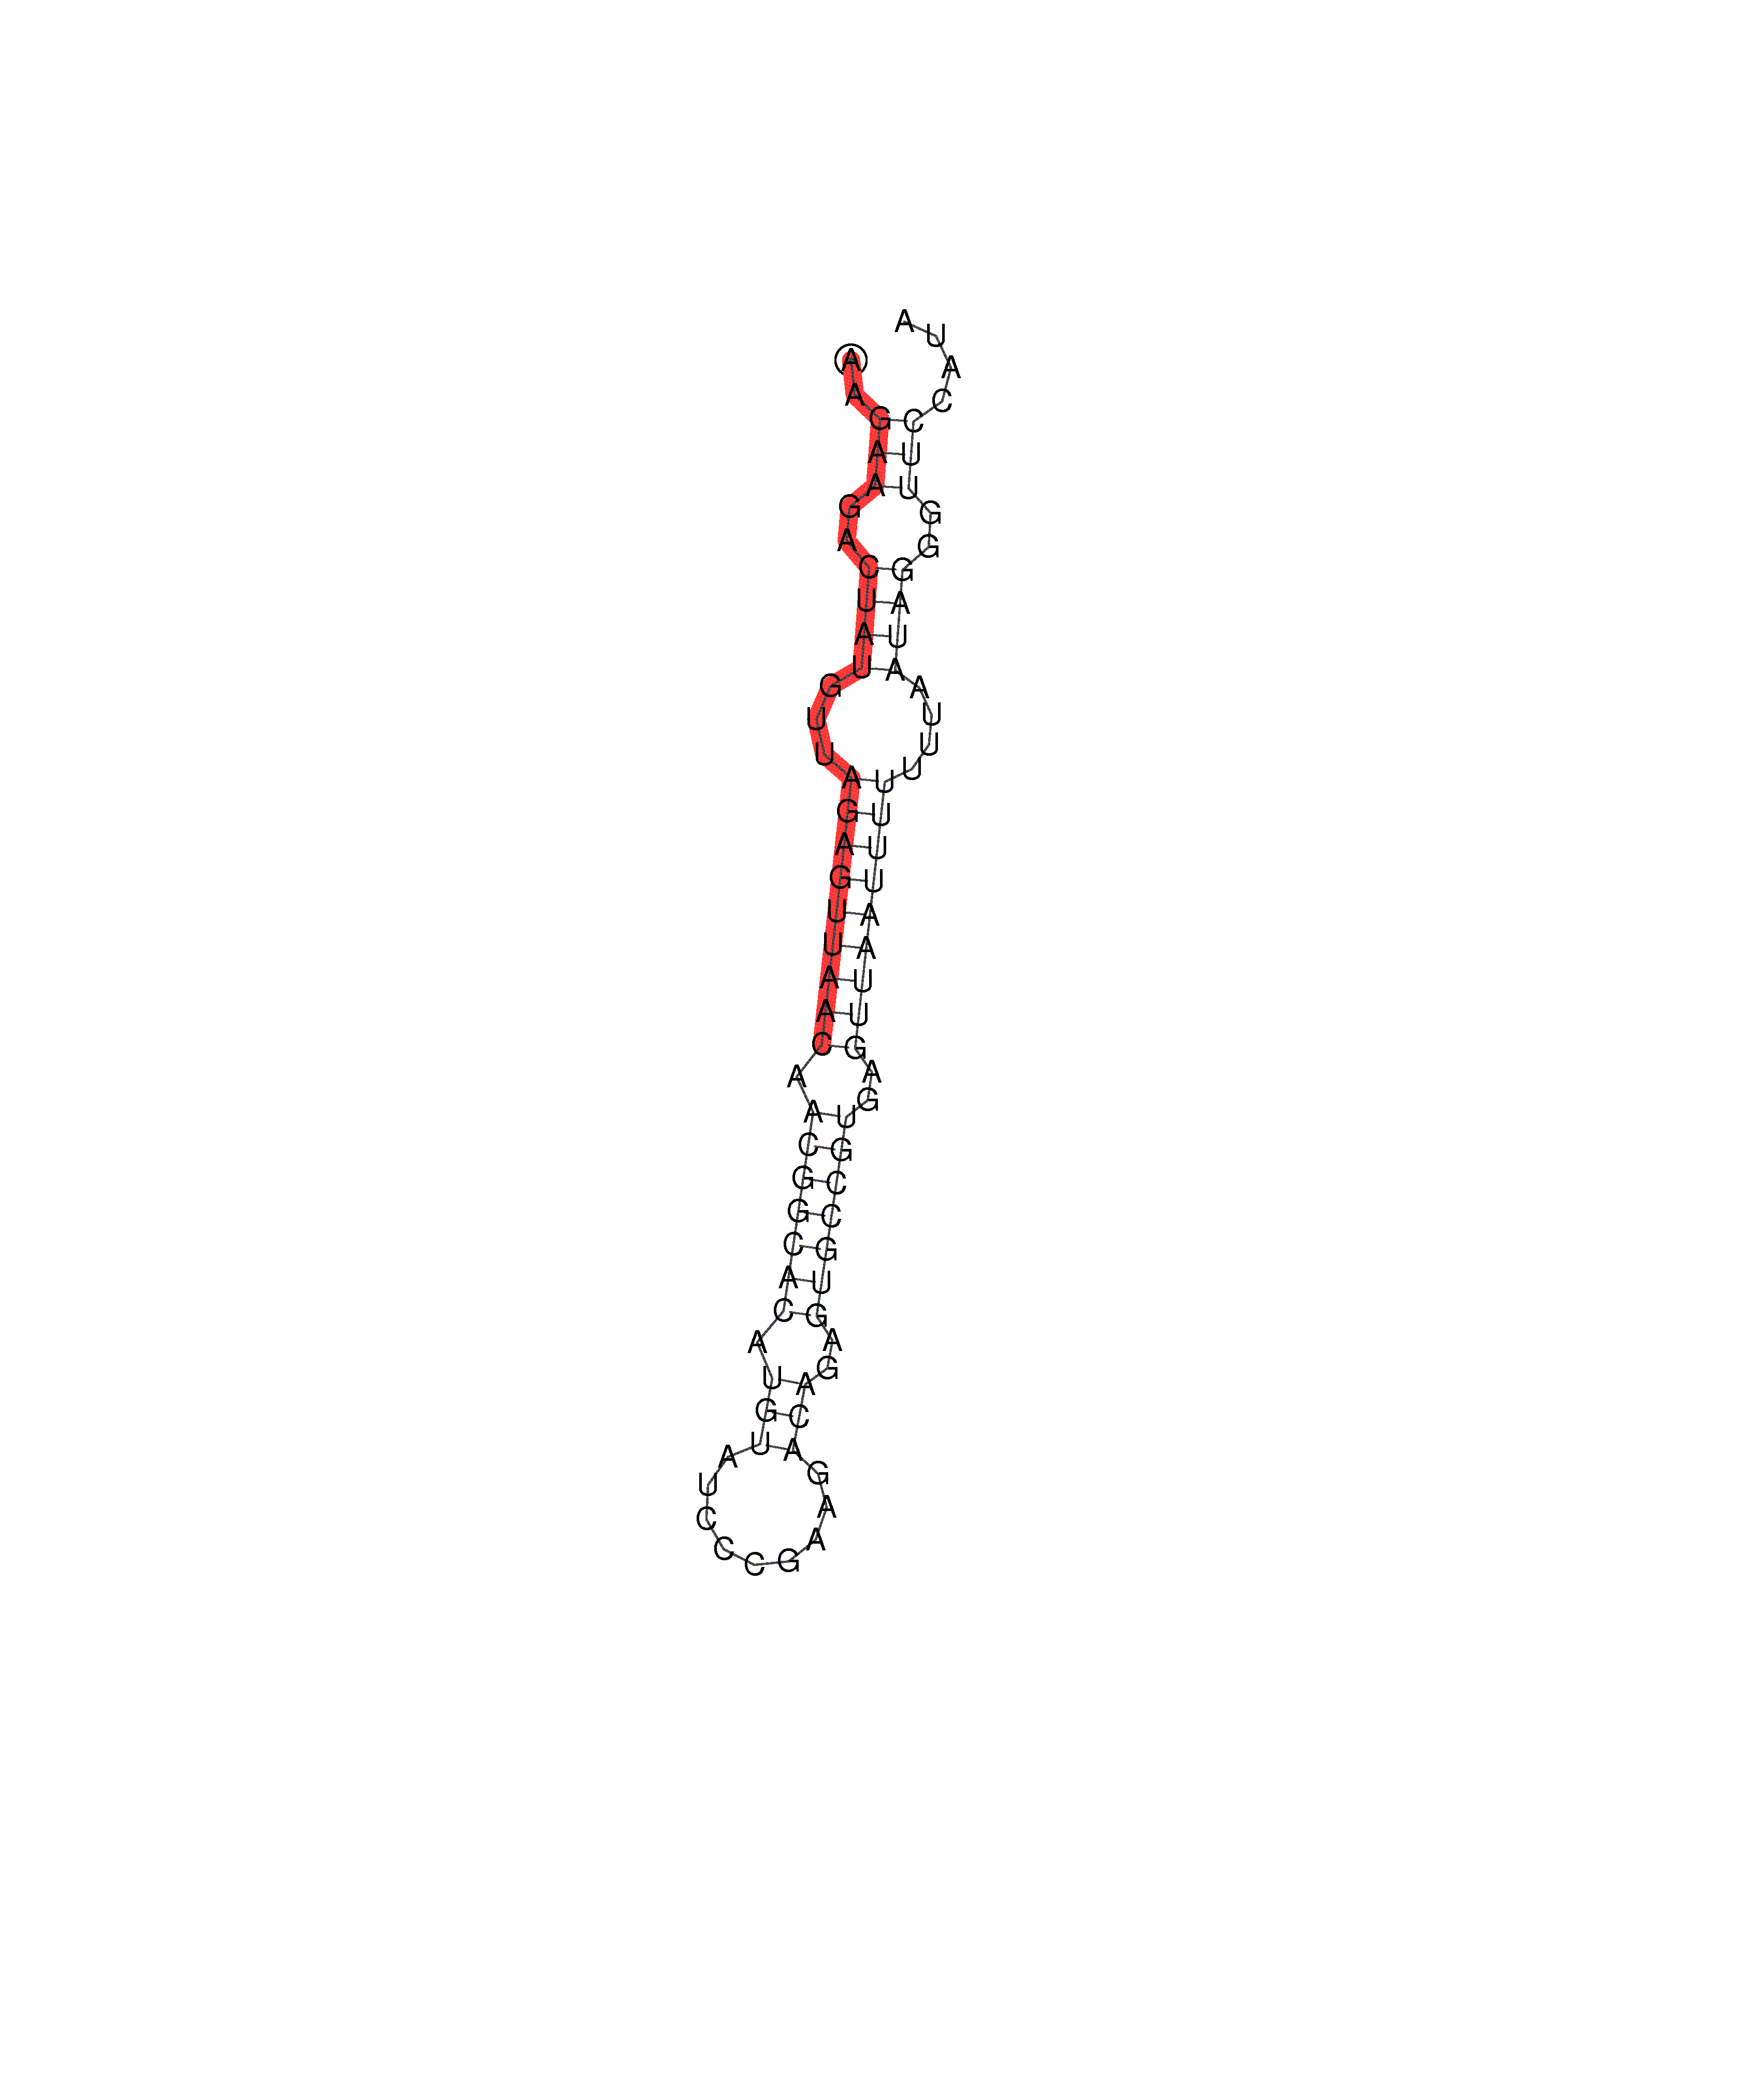
Secondary structure for novel_56

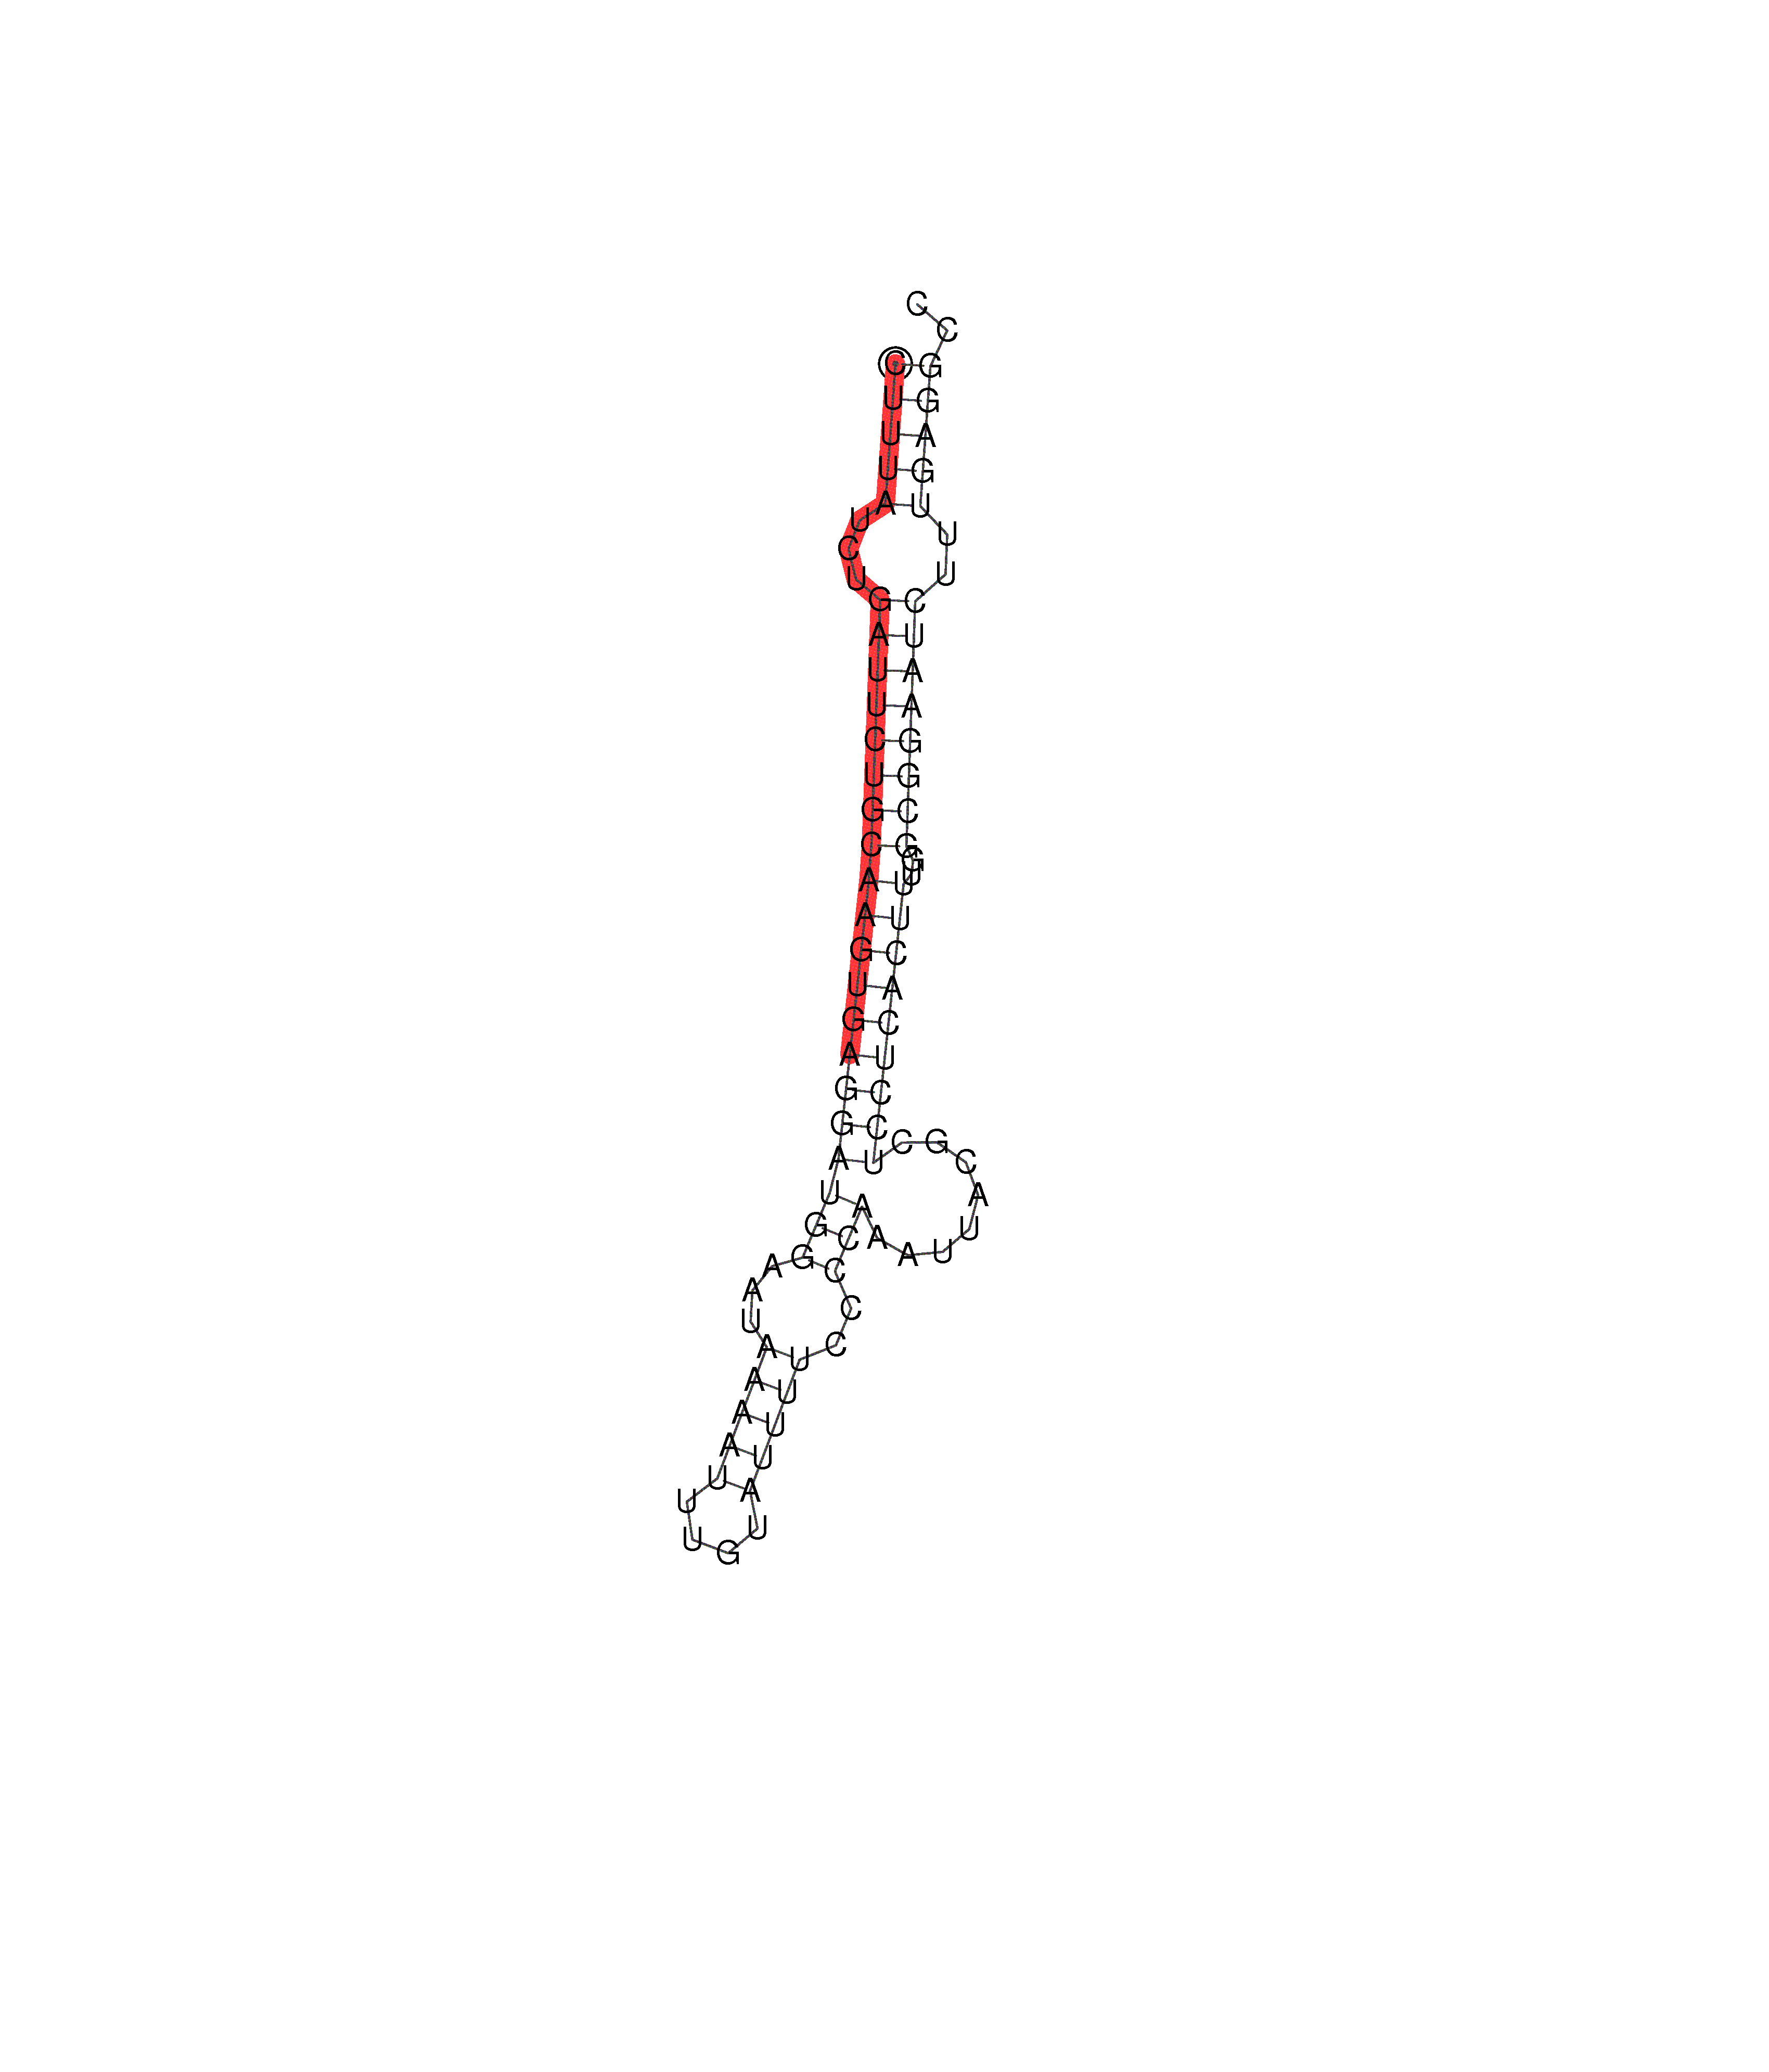

Qq Fig. Secondary structure for novel_57

Rr Fig. Secondary structure for novel_60

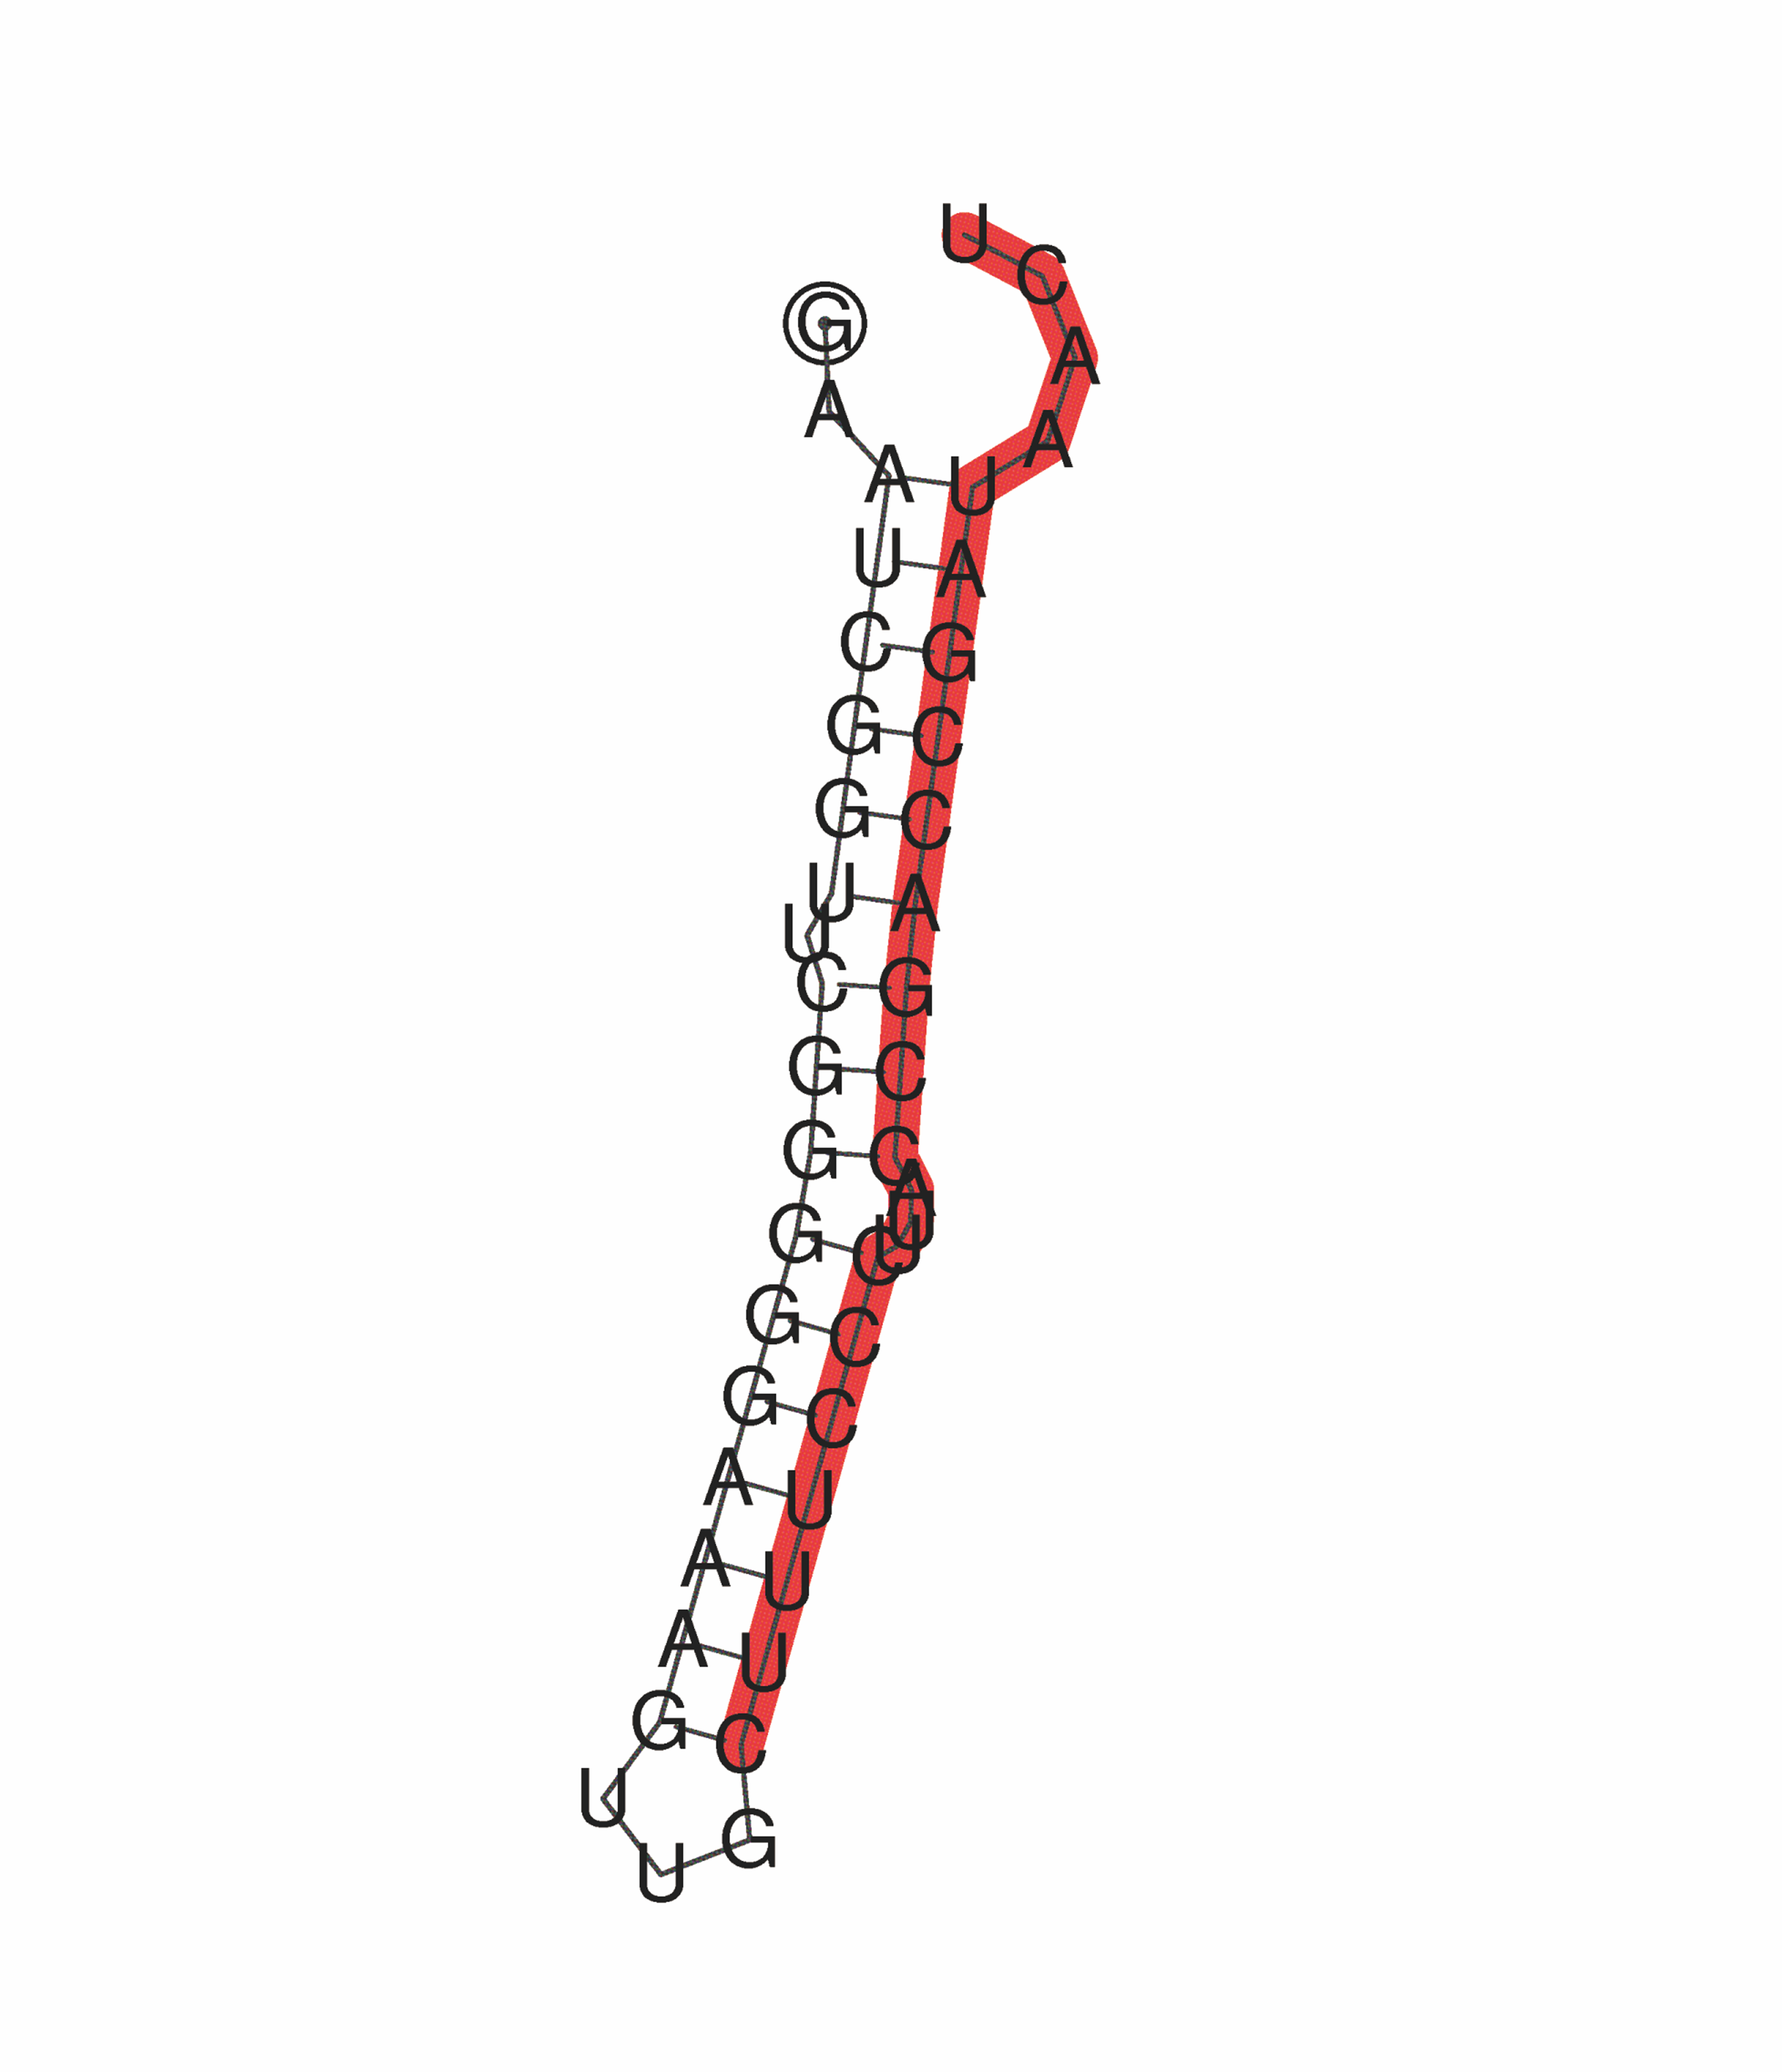

**Supplement:** S1 File

How the deposited data were processed for this re-analysis (not part of the article)

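Small RNA libraries of control (diapause-destined) and HCl-treated silkworm eggs, 1 of each, collected on day 4 after oviposition, were analysed from the tables the authors deposited. The authors cleaned the reads with custom scripts, mapped reads of 18–40 nt to the silkworm genome with bowtie, matched them to miRBase, predicted further miRNAs with miREvo and miRDeep2, and deposited the raw count of reads of each mature miRNA. The paper's text does not name the genome build, the miRBase release or the handling of reads shared by several miRNAs. The deposited TPM values are the authors' scaling of these counts to 1000000 of all miRNA reads listed for the library, which was checked against every listed value. The tables give no positions, and no genomic coordinates were used.

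Everything else was computed from the counts. The totals were 503169 reads in control eggs and 661424 in HCl-treated eggs, so that 3 reads, taken as the smallest share that can be shown, correspond to 5.96 and 4.54 TPM. Shares have Wilson 95% intervals, and ratios between the libraries have exact Clopper-Pearson 95% intervals given the reads of both. These intervals cover counting error only. Fold changes are the log2 of HCl-treated over control TPM with a TPM of 0 set to 0.5. Fisher's exact test (two-sided, SciPy 1.17.1 under Python 3.11.15) compared each miRNA's reads with all other miRNA reads, with Benjamini-Hochberg adjustment over the 408 miRNAs with at least 1 read in either library, and q under 0.01 with an absolute log2 fold change above 1 was called, as in the paper. The test compares the 2 libraries, and nothing here measures the variation between egg collections. The miRNAs named in the text are those the paper names or lists in Table 2 as measured in the sequencing, and the 5 called miRNAs with the largest change in each direction, a rule set before the data were examined. A few others are named because of what the data showed: the called miRNAs that the paper's tables do not list, bmo-miR-3326, the predicted miRNAs with the most reads or with overlapping sequences, and those in the closing observations.

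The calling procedure was tested on simulated data. Counts were drawn from the means of the real libraries with 200 miRNAs changed by a factor of 4, in 20 simulations. It recovered 99.7% of changed miRNAs with at least 50 expected reads and 63.3% of all changed miRNAs, and called 1.15 unchanged miRNAs on average. In 20 further simulations per setting without any change, the mean number of calls was 0 with counting error alone and 0.35, 7.5 and 54.55 with an assumed coefficient of variation of 0.1, 0.2 and 0.4 between collections.

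The alternatives set before the data were examined were 5 other scalings (the mapped reads of S1 Table, its miRNA reads, edgeR's TMM, median-of-ratios size factors, and totals without the 5 most abundant miRNAs), 0.5 or 1 read added to every count, at least 10 reads over both libraries, miRNAs with the same counts taken once, DEGseq's MA-plot random sampling model written from its published formula on the counts or the TPM values, edgeR's exact test (edgeR 4.0.16 under R 4.3.3) with an assumed coefficient of variation of 0.1, 0.2 or 0.4, q under 0.001 or 0.05, no fold change threshold, and for detection at least 3 or 10 reads or a library thinned in 100 draws. The DEGseq package itself was not used. On TPM values the sampling model takes each TPM as 1 read. A sequenced read was worth 1.99 TPM in control eggs and 1.51 TPM in HCl-treated eggs. This input therefore counts more reads than were sequenced and overstates the evidence, and the same holds for TMM-scaled TPM. Another 2 settings, the sampling model on TMM-scaled TPM with Benjamini-Hochberg adjustment or with Storey's q-values, were chosen after the paper's table values had been seen. They came from a search over 7 combinations of input, value for 0 and library totals, and 4 grids of lambda for Storey's estimate of the share of unchanged miRNAs. Factors from 4 scaling methods were also printed. The qRT-PCR, reporter and target prediction results of the paper were not analysed here.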

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

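The 5 other scalings given in this part were all among the alternatives set before the data were examined. TMM scaling was taken as a test of this pattern, and the summed family reads were examined, only after the result was seen. A signal in data the paper did not discuss was seen for 5 miRNAs that passed both thresholds and that the paper's tables do not list. All 5 were lower in HCl-treated eggs. Bmo-miR-281-3p had 263 control and 156 HCl-treated reads (log2 fold change -1.15), bmo-miR-307-3p 52 and 31 reads (-1.14), bmo-miR-279b-3p 19476 and 11692 reads (-1.13), bmo-miR-2797d 2813 and 1773 reads (-1.06) and bmo-miR-2774a 1992 and 1280 reads (-1.03). Their changes lie close to the threshold of 1. With TMM scaling, 0 of the 5 kept an absolute log2 fold change above 1, and their values lay between -0.997 and -0.88. The paper's table values for 60 miRNAs correspond to TMM-scaled counts, and on that scale these 5 fall short of the paper's fold change threshold. Since the 5 were picked for their absence from those tables, their result under TMM scaling is not an independent test. With the 5 most abundant miRNAs left out of the totals, and with median-of-ratios size factors, 0 of the 5 kept it either. With the mapped reads of S1 Table as totals 3 of the 5 still passed both thresholds, and with its miRNA reads 4 of the 5. All 5 stayed negative under every scaling. Summed over all listed names of a family, the log2 fold change was -0.73 for miR-279 (6 names) and -0.37 for miR-2797 (4 names). The names of miR-279 include both arms of miR-279b and of miR-279c, so that sum is not over family members alone. The sums were -1.05 for miR-2774 and -1.01 for the 2 arms of miR-281. Thus 2 of the 4 families with several listed names changed by less than 1. Under each of the 5 other scalings all of these sums stayed negative, and all 4 changed by less than 1. Whether reads were shared between family members cannot be told from the counts. Each of the 5 other scalings raises all of these log2 fold changes by 1 constant, between 0.0593 and 0.198. Values this close to the threshold could fall short of it but could not turn positive. The lost calls and the kept sign follow from that shift and are no separate test of these miRNAs. Whether they pass the threshold depends on which scaling is used, and with edgeR's exact test on the assumed coefficient of variation. With 1 library per condition, an effect of HCl treatment cannot be told apart from variation between egg collections.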

How the results depend on the processing

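The number of called miRNAs, 38 (17 up and 21 down), stayed within 1.5 times that value under the alternatives set before the data were examined, with the following exceptions. It moved further with edgeR's exact test at an assumed coefficient of variation of 0.2 (12 miRNAs, 3 up and 9 down) and 0.4 (5 miRNAs, 3 up and 2 down), and without a fold change threshold (100 miRNAs, 47 up and 53 down). The number called down was also 13 when the 5 most abundant miRNAs were left out of the totals and 32 when the sampling model of DEGseq was applied to the TPM values. Applied to the counts, that model called 40 miRNAs, 17 up and 23 down. With the sampling model on TMM-scaled TPM and Storey's q-values, chosen after the paper's values had been seen, 61 miRNAs were called, 24 up and 37 down. That setting was 1 of several tried. The 7 combinations of input, value for 0 and library totals gave from 35 to 49 calls with Benjamini-Hochberg adjustment and the TMM-scaled fold changes, and on the combination kept each of the 4 lambda grids gave 61 calls.

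The log2 fold change of bmo-miR-2761-3p stayed positive under the 8 alternatives for scaling, zeros and filtering that gave it a value, between 0.06 and 4.80. With 0 control reads, a positive sign was nearly fixed beforehand. This miRNA was not called under any alternative set before the data were examined that gave it a value, with its lowest q-value, 0.0200, from the sampling model on the TPM values. Of the settings chosen after the paper's values had been seen, the sampling model on TMM-scaled TPM gave q = 0.0208 with Benjamini-Hochberg adjustment, and with Storey's q-values it gave q = 0.00763 at a log2 fold change of 3.99, so that bmo-miR-2761-3p is 1 of the 24 called up there. The lowest fold change came with the mapped reads of S1 Table as the total, where 5 reads are worth little more than the 0.5 TPM put in place of 0. It has no value under the minimum of 10 reads.

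The increase in detected miRNAs, 0.526%, was 0.820% at a minimum of 10 reads. It reversed to -0.94% at a minimum of 3 reads and to -2.38% when the HCl-treated library was thinned to the control total. Thinning lowered the number detected in the HCl-treated library from 382 to 371 on average. For the other changes in this part the cause was not tested.

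The other named miRNAs were followed under the 9 alternatives for scaling, zeros and filtering, except those named only because of their counts, such as bmo-miR-3326. Among those followed, 19 calls were lost with the fold change below the threshold, over 5 of the scalings, and 0 were gained. Bmo-miR-3326 missed only the fold change threshold, and each of the 5 other scalings raises its log2 fold change, by 0.0593 to 0.198. A gain there is not counted in the 0. In 3 of the 19, all of bmo-miR-307-3p, the q-value was also at or above 0.01. The 19 lost calls belong to 6 miRNAs, the 5 not listed in the paper's tables and bmo-miR-306a-5p. In addition novel_48, with 9 reads over both libraries, has no value under the minimum of 10 reads, so its call is lost there. Some named miRNAs that were not called also had an absolute log2 fold change under 1 in places. Bmo-let-7-5p was at 0.97 with 1 read added to every count, and with the mapped reads of S1 Table as totals bmo-miR-2809 was at 0.55 and bmo-miR-3228 and bmo-miR-3274 were at -0.04. The counts of known and predicted miRNAs called, of calls by size and direction of change, and of miRNAs detected in each library moved by more than 1.5 times in 28 cases under 13 of the alternatives set before the data were examined, and in 6 cases under the 2 settings chosen afterwards. No paired analysis was possible because each condition has 1 library, and no library could be left out. The depth limits the miRNAs with few reads most, since 164 miRNAs in control eggs and 162 in HCl-treated eggs had fewer than 10 reads.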

Differences from the paper's values

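From the deposited counts 38 miRNAs were called, 21 of them down-regulated, 32 known and 6 predicted, against the paper's 61, 38, 51 and 10. Of the alternatives set before the data were examined, a threshold of q under 0.05 gave 48, 31, 41 and 7, and the sampling model on the TPM values gave 51, 32, 42 and 9, all within 1.5 times the paper's. For known miRNAs the sampling model on the counts (34) and the minimum of 10 reads (35) did so too, and for down-regulated miRNAs no fold change threshold (53). The other alternatives did not. The sampling model on TMM-scaled TPM gave 49, 28, 40 and 9 with Benjamini-Hochberg adjustment and 61, 37, 51 and 10 with Storey's q-values, both chosen after seeing the values.

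By size of change, 14 down-regulated miRNAs were called at an absolute log2 fold change of 1 to 3 against the paper's 27, and at 3 to 5, 4 down-regulated against the paper's 9 and 2 up-regulated against the paper's 4. With q under 0.05 the down-regulated numbers were 22 and 6, and with the sampling model on the TPM values 23 and 6. For down-regulated miRNAs at 3 to 5, adding 0.5 or 1 read to every count gave 6 and 7. For up-regulated miRNAs at 3 to 5, the value was 3 with 0.5 or 1 read added, with the sampling model on the TPM values and with the miRNA reads of S1 Table as totals. The other alternatives set before the data were examined did not close these gaps. The sampling model on TMM-scaled TPM gave 19, 7 and 3 with Benjamini-Hochberg adjustment and 26, 9 and 4 with Storey's q-values, both chosen after seeing the values.

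The log2 fold change of bmo-miR-2733c was 1.20 against the paper's 1.347, that of bmo-miR-306a-5p was -1.16 against the paper's -1.014, and that of bmo-miR-6497-3p was -1.69 against the paper's -1.535. With TMM scaling, an alternative set before the data were examined, they were 1.35, -1.01 and -1.53, and with median-of-ratios size factors 1.35, -1.01 and -1.53. For bmo-miR-306a-5p, the mapped reads of S1 Table (-1.07) and the totals without the 5 most abundant miRNAs (-0.97) also came within the counting interval. The other alternatives did not.

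For bmo-miR-2761-3p, the deposited counts gave 0 TPM in control eggs against the paper's 35.066 in S4 Table, and a log2 fold change of 3.92 against the paper's -2.138. The direction is opposite, but with 0 control reads the size of the change rests on the 0.5 TPM put in place of 0. The difference itself was not detected (q = 0.190 from Fisher's exact test). None of the alternatives set before the data were examined, nor those added later, gave a negative value, which 0 control reads made nearly certain beforehand. The HCl-treated TPM was 7.56, and 7.96 with TMM scaling, against the paper's 7.965.

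The number of detected miRNAs rose by 0.526% against the paper's 5.15%, and none of the alternatives closed the gap.

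The paper ranks 5 miRNAs above all other differentially expressed miRNAs in expression. Among the 38 called here, bmo-miR-279b-3p ranked 2, and bmo-miR-2797d and bmo-miR-2774a ranked 5 and 6. With TMM scaling these 3 were not called. The paper names bmo-let-7-5p, bmo-miR-2809, bmo-miR-3228 and bmo-miR-3274 as differentially expressed, and their q-values here were 0.114, 0.0692, 0.102 and 0.102. Of the alternatives set before the data were examined, the sampling model on the TPM values called bmo-miR-2809 (q = 0.00344), and none called the other 3. On the counts the sampling model did not call bmo-miR-2809 (q = 0.0665). Of the settings chosen after seeing the values, the sampling model on TMM-scaled TPM called bmo-miR-2809 with Benjamini-Hochberg adjustment (q = 0.00355), and with Storey's q-values it called all 4, with q-values of 0.00404, 0.00130, 0.00562 and 0.00562.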

Other observations

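Of the tests in this part, those on the 2 arms of a hairpin and on the variation between egg collections were chosen before their results were seen, and the others after. Apart from the test of hairpin arms, no biological explanation was tested, since the design gives 1 library per condition.

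The paper's S4 Table gives bmo-miR-2761-3p 35.066 TPM in control eggs, where the deposited count is 0. For the other 60 miRNAs of S3 and S4 Tables, the paper's TPM in both libraries corresponds to the deposited counts with TMM scaling to within 0.1 read, at 1.89 TPM per control read and 1.59 TPM per HCl-treated read. The HCl-treated TPM of bmo-miR-2761-3p corresponds to 5.00 reads, the deposited 5, and its control TPM to 18.6 reads, which is not a whole number, so the conversion that holds for the other values does not give it. The q-values were compared with the sampling model of DEGseq on the TMM-scaled TPM. For 56 other miRNAs with a printed q-value above 0, the paper's q-value was between 0.333 and 0.335 times the recomputed Benjamini-Hochberg value. For bmo-miR-2761-3p, the paper's 0.00696 was 0.334 times the value from the deposited 0 and 5 reads, 0.0208, and 326 times the value from the control TPM printed in the table, 2.13e-05. The printed q-value therefore matches the deposited counts and not the printed control TPM. The fold change classes in the paper's text add up to 24 up-regulated miRNAs, and S3 Table lists 23, with 3 rather than the text's 4 between 3 and 5. The text's classes for down-regulated miRNAs add up to 38, as S4 Table lists, with 27 between 1 and 3 in both, bmo-miR-2761-3p included in the table. The setting with Storey's q-values gives 37 down-regulated miRNAs, 26 of them between 1 and 3. With TMM scaling the log2 fold change of bmo-miR-2761-3p is 3.99, and with the sampling model and Storey's q-values it is among the 24 called up (q = 0.00763). This match was found in a search over 7 combinations of input, value for 0 and library totals, after the table had been seen, and none of the 4 lambda grids tried for Storey's q-values gave the factor 0.334 (they gave 0.319, 0.320, 0.365 and 0.367). The source of the printed control TPM was not determined, and the qRT-PCR measurements of this miRNA were not analysed here.

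The paper's increase of miRNA species, 5.15, equals the difference in percentage points between the paper's shares of unique sRNA specific to HCl-treated and to control eggs (44.46 and 39.31). Whether the paper's value was taken from there is not stated.

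In simulated pairs of libraries with no treatment effect, an assumed coefficient of variation of 0.4 between egg collections gave 54.55 calls on average (43 to 66 in 20 simulations), more than the 38 called from the data, while 0.2 gave 7.5 and 0.1 gave 0.35. The 38 lay above the highest number at 0.2, which was 15, and below the lowest at 0.4, and no setting between these was simulated. The real variation was not measured, so the number of differentially expressed miRNAs cannot be told apart from variation between egg collections.

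More miRNAs were called down than up (by 4) with the miRNA totals. Under the other scalings the difference fell to 2 with the miRNA reads of S1 Table, to 0 with its mapped reads, and reversed to -4 with TMM, -5 with median-of-ratios size factors and -8 with the 5 most abundant miRNAs left out. With the miRNA totals kept, the other alternatives set before the data were examined gave from -1 (edgeR's exact test at an assumed coefficient of variation of 0.4) to 14 (q under 0.05), with 13 for the sampling model on the TPM values. The sampling model on TMM-scaled TPM, chosen after the paper's values had been seen, gave 7 with Benjamini-Hochberg adjustment and 13 with Storey's q-values. Each of the other scalings raises the log2 fold changes of miRNAs with reads in both libraries by 1 constant, between 0.0593 and 0.198. This favours calls up over calls down, so the fall under these scalings follows from the shift and is not a test of the excess. The size of the excess depends on the test and its threshold as well as on the scaling.

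At 50 reads or more, 2 pairs of names had the same counts in both libraries. Bmo-miR-79-5p and bmo-miR-9b-3p both had 37 and 118 reads, and bmo-miR-79-3p and bmo-miR-9b-5p both had 86 and 80 reads. In 0 of 1000 pairs of libraries simulated from the counts did 2 such pairs join the same 2 hairpins, although 64 had as many pairs of any kind. The same reads may have been counted under 2 names. Bmo-miR-79-5p and bmo-miR-9b-3p are both among the 38 called here and among the paper's 61.

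The hypothesis that a change in the amount of the hairpin transcript moves both arms alike was tested on 47 hairpins with at least 20 reads on each arm. The median difference between the log2 fold changes of the arms was 0.48, and that of arms paired at random 0.59. Of 10000 random pairings 8.16% had a median as small, so that the set limit of 5% was missed. This miss does not exclude the hypothesis, since arms with few reads were admitted and counting error widens their differences. The largest difference was at bmo-miR-3384, whose 5p arm had a log2 fold change of 0.03 and whose 3p arm -3.86. The 2 arms differed at an adjusted p (Fisher's exact test between the libraries, Benjamini-Hochberg) under 0.01 and by more than 1 on the log2 scale in 8 of the 47 hairpins.

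The deposited counts of known miRNAs come to 77.5% of the known miRNA reads of the paper's S1 Table in control eggs and 80.8% in HCl-treated eggs, and those of predicted miRNAs to 99.3% and 99.2%.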
